# Single-cell multiomic analysis of thymocyte development reveals drivers of CD4^+^ T cell and CD8^+^ T cell lineage commitment

**DOI:** 10.1038/s41590-023-01584-0

**Published:** 2023-08-14

**Authors:** Zoë Steier, Dominik A. Aylard, Laura L. McIntyre, Isabel Baldwin, Esther Jeong Yoon Kim, Lydia K. Lutes, Can Ergen, Tse-Shun Huang, Ellen A. Robey, Nir Yosef, Aaron Streets

**Keywords:** Thymus, RNA sequencing, Protein sequencing, T cells, Gene expression analysis

## Abstract

The development of CD4^+^ T cells and CD8^+^ T cells in the thymus is critical to adaptive immunity and is widely studied as a model of lineage commitment. Recognition of self-peptide major histocompatibility complex (MHC) class I or II by the T cell antigen receptor (TCR) determines the CD8^+^ or CD4^+^ T cell lineage choice, respectively, but how distinct TCR signals drive transcriptional programs of lineage commitment remains largely unknown. Here we applied CITE-seq to measure RNA and surface proteins in thymocytes from wild-type and T cell lineage-restricted mice to generate a comprehensive timeline of cell states for each T cell lineage. These analyses identified a sequential process whereby all thymocytes initiate CD4^+^ T cell lineage differentiation during a first wave of TCR signaling, followed by a second TCR signaling wave that coincides with CD8^+^ T cell lineage specification. CITE-seq and pharmaceutical inhibition experiments implicated a TCR–calcineurin–NFAT–GATA3 axis in driving the CD4^+^ T cell fate. Our data provide a resource for understanding cell fate decisions and implicate a sequential selection process in guiding lineage choice.

## Abstract (web summary)

Streets, Yosef, Robey and colleagues use multiomics analysis to generate a comprehensive timeline of the CD4^+^ and CD8^+^ T cell lineage commitment and identify sequential waves of TCR signaling that first initiate CD4^+^ T cell lineage differentiation and then CD8^+^ T cells lineage specification.

## Main

The commitment of a developing thymocyte to the CD4^+^ helper or CD8^+^ cytotoxic T cell fate provides an important model for understanding cell fate decisions. The ultimate fate of a thymocyte is determined by the specificity of its T cell receptor (TCR) for major histocompatibility complex (MHC) molecules during positive selection in the thymus, with recognition of major histocompatibility complex class I (MHCI) leading to the CD8^+^ T cell fate and recognition of MHC class II (MHCII) leading to the CD4^+^ T cell fate. CD8 and CD4 are coreceptors for MHCI and MHCII, respectively, and their expression pattern has an important role in lineage commitment^1–4^. The ‘kinetic signaling’ model of lineage commitment focuses on TCR signal termination in CD8-fated cells in directing the lineage choice^3^. However, there is evidence that TCR signaling impacts thymocyte development throughout the >2-day process of positive selection^5–9^, and a clear, quantitative picture of the temporal pattern of TCR signaling throughout lineage specification has not emerged yet. It is also unknown whether different transcriptional targets of the TCR pathway are activated in a temporal and/or lineage-specific manner. Thus, the molecular links between TCR signaling and induction of the lineage-defining transcription factors THPOK (encoded by *Zbtb7b* in mice) and RUNX3 in mature CD4^+^ and CD8^+^ T cells, respectively^10^ remain unknown.

One complicating factor in addressing these questions is the diversity in TCR specificity and resulting cell fates, with many cells undergoing death by neglect, negative selection or agonist selection, alongside CD4-fated and CD8-fated cells. Even in mice bearing fixed rearranged TCRs (TCR transgenic (TCRtg)) that lead to a predetermined lineage choice, defining cell states and ordering them into a developmental trajectory remains a challenge. Traditionally, cell states have been characterized using flow cytometry to quantify cell surface markers^1^. Defining immature CD4^+^CD8^+^ (double positive (DP)) versus mature CD4^+^CD8^−^ or CD4^−^CD8^+^ (single positive (SP)) is relatively straightforward; however, further subdivisions can be complicated by the subjectivity of manual gating and limited number of markers. This approach also lacks the ability to make quantitative global comparisons in gene expression between cell states.

Advances in single-cell RNA sequencing (scRNA-seq) technologies have enabled the unbiased observation of transcriptional heterogeneity in the mammalian thymus^11–15^. Although these studies provided important insights, they did not have sufficient temporal resolution of the CD4 versus CD8 commitment process to connect TCR signaling events to the induction of THPOK, RUNX3 and the initiation of lineage-specific transcriptional programs. A high-resolution delineation of the differentiation process that provides connections to flow cytometry-based studies is needed to inform models of lineage commitment and to identify early drivers of lineage divergence.

To address these challenges, we leveraged CITE-seq^16^ and totalVI^17^ to build a high-resolution timeline of RNA and protein expression changes during positive selection. We identified two temporally distinct waves of TCR signaling: an early wave that is more sustained in CD4-fated cells, and a later wave that is specific to CD8-fated cells and that overlaps with CD8^+^ T cell lineage specification. We find that CD8-fated cells initially undergo a parallel, but transient, CD4 transcriptional program, implying that CD8-fated cells audition for the CD4^+^ T cell fate before undergoing CD8^+^ T cell lineage specification. We also identify TCR signaling through calcineurin–NFAT as a driver of the CD4^+^ T cell fate. These data provide an important resource for understanding T cell fate commitment in the thymus.

## Results

### CITE-seq and totalVI form an RNA–protein thymocyte atlas

We profiled thymocytes from wild-type C57BL/6 mice (referred to as B6), CD4^+^ T cell lineage-restricted mice (hereafter CD4-fated), including AND and OT-II TCRtg mice, which express TCRs specific for MHCII, and *B2m*^−/−^ (referred to as MHCI^−/−^), which have diverse TCR repertoires, and CD8^+^ T cell lineage-restricted mice (hereafter CD8-fated), including F5 and OT-I TCRtg mice, which express TCRs specific for MHCI, and *H2-Ab1*^−/−^ (referred to as MHCII^−/−^), which have diverse TCRs. 

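The CITE-seq measurements covered 17 mice on 19 lanes of a droplet microfluidic chip: 5 wild-type mice and 2 mice of each of the 6 lineage-restricted genotypes. AND and OT-II thymocytes carry a transgenic T cell receptor (TCR) that recognizes a peptide on MHC class II, and F5 and OT-I thymocytes carry one that recognizes a peptide on MHC class I. *B2m* encodes the light chain that MHC class I needs to reach the cell surface, and *H2-Ab1* encodes a chain of the MHC class II molecule I-A, so that thymocytes of either knockout meet a single MHC class during selection. The AND and F5 mice were also *Rag1*-deficient and were not sorted, and the 2 MHC-deficient genotypes were sorted for CD5+TCRβ+ cells. Both can change the shares of the earliest and the most mature stages in a sample, which was not tested. Each edgeR comparison between the lineages within a bin was therefore made with the family of genotypes as a covariate, that is AND with F5, MHCI-/- with MHCII-/- and OT-II with OT-I. The exact permutation tests split the mice without regard to family.

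The deleted genes were read first, as a check of the genotypes. *B2m* (ENSMUSG00000060802) stood at 47.6 and 48.5 CPM in the MHCI-/- mice and between 404 and 1265 CPM in the other 15 mice. CPM are counts of UMIs (unique molecular identifiers, each marking 1 captured molecule) scaled to a fixed total of RNA UMIs. RNA of *H2-Ab1* (ENSMUSG00000073421) was low in thymocytes of nearly every mouse, with 8.75 and 8.65 CPM in the MHCII-/- mice and 3.002 to 243 CPM in the others, and did not separate the genotypes. Antibody to the I-A/I-E protein did, at 2.22 and 2.25 per 10000 antibody UMIs in the MHCII-/- mice and 23.9 to 122 in the others. *Rag1* (ENSMUSG00000061311) RNA did not check the *Rag1* deficiency, since the assay counts the 3′ end of a transcript and the deleted part is not given in the sources used here. It was counted at 5.58 and 19.8 CPM in AND and 19.5 and 53.4 CPM in F5 thymocytes, next to 26.2 and 52.5 CPM in OT-I thymocytes. Antibody to Vβ5, the TCR β chain of OT-I and OT-II, was counted at 108 to 166 per 10000 antibody UMIs in the OT-I and OT-II mice and at 2.47 to 20.3 in the others.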

We measured transcriptomic and surface protein composition at the single-cell level using CITE-seq^16^ with a panel of 111 antibodies (Supplementary Data 1), which we jointly analyzed using totalVI^17^. 

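In CITE-seq, antibodies that each carry a DNA barcode are bound to the cells before single cells are captured in droplets, so that the RNA and the bound antibodies of a cell are counted under the same cell barcode. The authors mapped the RNA reads to the mouse genome (mm10) with Cell Ranger, matched the antibody reads to the antibody barcodes and deposited, per lane, the UMI counts of each gene and antibody in each barcode called a cell, without normalization. The 111 antibodies counted in every lane are used here, and other antibody features, which held UMIs in the first and in the third experiment, are not. These counts were used here as deposited. The totalVI model, which pools RNA and protein information and returns denoised values, was not rerun, so every value below comes from raw UMIs summed or counted per mouse. The numbers of barcodes per lane equaled those of Supplementary Data 2 in 19 of 19 lanes.

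RNA UMIs per lane ranged from 11656335 to 43303999 in the wild-type mice (median 20490791 over 7 lanes, 2 mice having 2 lanes each). The 2 mice of a genotype had 18862682 and 26195453 (AND), 9893333 and 37265286 (OT-II), 17958459 and 21266764 (MHCI-/-), 17760419 and 35821177 (F5), 14063172 and 33664821 (OT-I) and 23853601 and 40257225 (MHCII-/-). Antibody UMIs per lane ranged from 4484116 in AND replicate 2 to 34762051. The lanes belonged to 3 experiments. The first held 1 wild-type mouse and replicate 1 of AND and F5, the next 2 wild-type mice, the MHC-deficient mice and replicate 2 of AND and F5, and the third the other 2 wild-type mice and all OT-I and OT-II mice. Within the third experiment, replicate 2 of OT-I and OT-II had fewer RNA UMIs per barcode than replicate 1, a median of 3036 against 6072 in OT-I and 1981 against 4010 in OT-II. A gene with few transcripts is detected in fewer cells at a lower depth, so shares of cells with a UMI were compared after each cell was thinned to the same number of UMIs, and shares without thinning are named as such. UMIs are not corrected for RNA that leaks from other cells into a droplet; shares of cells with a UMI are given beside the share in a cell type that should lack the gene.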

We analyzed thymi from two mice per lineage-restricted genotype and five wild-type mice (Supplementary Data 2). Samples from the MHC-deficient mice and three of the five wild-type mice were sorted to enrich for CD5^+^TCRβ^+^ thymocytes undergoing positive selection (Extended Data Fig. 1a). totalVI integration of CITE-seq data (72,042 cells) stratified cells based on RNA and protein information (Fig. 1a) and identified thymocytes across developmental stages including CD4^−^CD8^−^ (double negative), proliferating DP, quiescent pre-selection DP, post-TCR-recombination DP receiving positive selection signals (DP (Sig.)), and immature and mature CD4^+^ and CD8^+^ T cells, along with negatively selecting and agonist-selecting populations (Fig. 1a). 

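The 85389 barcodes of the 19 lanes were filtered as the paper's methods give it, with at most 15% of RNA UMIs from mitochondrial genes, at least 200 genes, 1000 to 10000 protein UMIs and at least 70 proteins detected. The RNA filters kept 79569 barcodes and all filters together 72054 cells, where the paper's number is 72042. Between 68.7% and 94.1% of the barcodes of a lane passed, except in AND replicate 2, where 42.1% passed because 2554 barcodes had too few protein UMIs. Doublets, droplets with more than 1 cell, were then called within each lane from simulated doublets, and the 3045 called ones (4.23% of cells) were left out.

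The remaining 69009 cells were clustered on 30 principal components of the 2000 most variable genes, and 22 of 28 clusters could be named from a fixed list of marker genes. They comprised 14545 quiescent DP-like cells (clusters led by *Arpp21* and *Rag1*), 9589 signaled DP-like cells (led by *Egr1*, *Egr2*, *Cd5* and *Itm2a*), 8874 mature SP-like cells (*S1pr1*, *Klf2*, *Ccr7*), 11454 CD8 SP-like cells (*Runx3*, *Nkg7*, *Itgae*), 4793 cycling-like cells (*Birc5*, *Top2a*), 1303 DN-like cells (*Hes1*, *Il2ra*), 2757 Treg-like cells (*Foxp3*, *Ctla4*), 1190 negative selection-like cells (*Pdcd1*, *Bcl2l11*) and 2436 gamma-delta T-like cells (*Sox13*, *Trdc*), with smaller NKT-like, interferon-like, myeloid-like and erythrocyte-like clusters. The names are rebuilt and need not match those of the paper, and 10342 cells in 6 clusters stayed unnamed. Shares of the classes were not compared between genotypes, since the samples differed in the sort and in *Rag1* deficiency, whose effect on the shares was not tested.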

Wild-type, CD4-fated and CD8-fated samples were well mixed at early developmental stages, up to DP (Sig.) but branched into CD4^+^ and CD8^+^ T cell lineages in later-stage populations (Fig. 1b). 

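Cells of the 7 clusters that lead from signaled DP to mature CD4 and CD8 cells, 33866 cells, were clustered again into 13 groups. Groups in the later part of the order were assigned to the CD4 branch (high in *Zbtb7b*, *Cd40lg*, *Cd4*, *Tnfsf8* and *St8sia6*) or to the CD8 branch (high in *Cd8a*, *Cd8b1*, *Nkg7*, *Runx3* and *Itgae*). The branches are thus defined by their marker genes, and the thresholds that define them were set after the data were seen; which mouse a cell came from did not enter. CD4 branch cells made up 51.0% ± 19.7 of trajectory cells in CD4-fated and 4.03% ± 5.81 in CD8-fated mice (SD, n = 6 and 6), a difference of 47.0 percentage points (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 mice against 6 allow). CD8 branch cells made up 0.976% ± 1.102 in CD4-fated and 32.8% ± 8.45 in CD8-fated mice, and every CD8-fated mouse lay above every CD4-fated mouse. Of the alternatives, a correction that also treats 2 groups of lanes of the third experiment as batches moved the CD4 branch most, to 54.3 percentage points (exact permutation test, p = 0.00216). OT-I mice had the largest CD4 branch among CD8-fated mice, at 12.7% and 10.2%. In wild-type mice, 19.2% to 45.08% of trajectory cells lay on the CD4 branch and 6.59% to 17.05% on the CD8 branch. The other cells, 22.2% to 78.9% of a mouse's trajectory cells, lay in groups assigned to no branch, where mice of both lineages were found.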

We characterized cell populations with traditional markers (Extended Data Fig. 1b,c) and with unbiased totalVI differential expression tests (Fig. 1c,d and Supplementary Data 3). Top differentially expressed features included lineage surface markers (CD4, CD8), transcription factors (*Foxp3*, *Zbtb7b*) and markers of maturation stage (*Rag1*, *Ccr4*, *S1pr1*) (Fig. 1c,d). These multiomic definitions indicated continuous expression changes, particularly between the DP and SP stages (Fig. 1c,d), motivating analysis as a continuous developmental process.

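Clusters were formed on RNA alone, so the antibody counts are values the clusters were not built from, whereas *Foxp3*, *Zbtb7b*, *Rag1*, *Ccr4* and *S1pr1* helped to form or name the clusters and are not reported as differences between them. Clusters were compared in wild-type mice only, where CD4 and CD8a protein were counted, in that order, at 746 ± 173 and 780.2 ± 68.0 per 10000 antibody UMIs in quiescent DP-like cells (SD, n = 5 mice) and at 548 ± 136 and 409.6 ± 57.4 in signaled DP-like cells. In mature SP-like cells they stood at 901 ± 265 and 33.7 ± 26.9, in CD8 SP-like cells at 315 ± 118 and 537 ± 82.5 and in Treg-like cells at 596 ± 177 and 121 ± 28.8 (n = 5 for each). DN-like cells, with enough cells in the 2 unsorted wild-type mice only, had 87.8 ± 9.19 and 83.2 ± 13.2 (SD, n = 2). CD8a protein in mature SP-like cells was thus lower than in DN-like cells, and the ranges of the 2 classes are given as values without a test.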

**Fig. 1:**
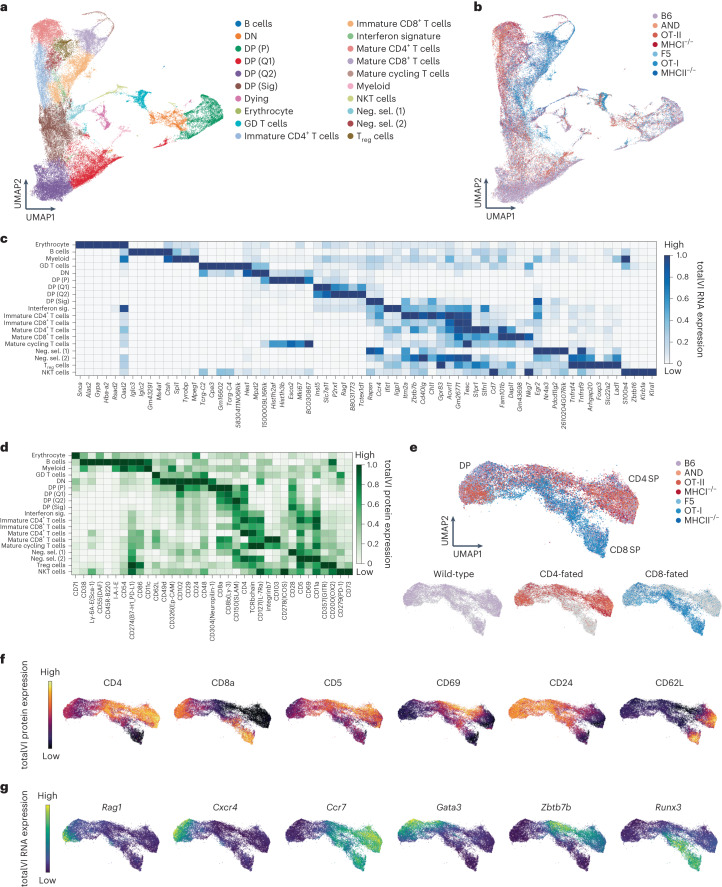
A joint transcriptomic and surface protein atlas of thymocyte development in wild-type and lineage-restricted mice. **a**,**b**, UMAP^51^ plots of the totalVI latent space from CITE-seq on total thymocytes from wild-type (WT), CD4-fated (MHCI^−/−^, OT-II and AND) and CD8-fated (MHCII^−/−^, OT-I and F5) mice, labeled by cell-type annotation (**a**) and mouse genotype (**b**). **c**,**d**, Heatmaps of markers derived from totalVI one-vs-all differential expression test between cell types for RNA (**c**) and proteins (**d**) in thymocytes from mice as in **a**. Values are totalVI denoised expression. **e**, UMAP plots of the totalVI latent space from positively selected thymocytes with cells labeled by mouse genotype. **f**, UMAP plots of the totalVI latent space from positively selected thymocytes. Cells colored by totalVI denoised expression of protein markers of lineage (CD4, CD8a), TCR signaling (CD5, CD69) and maturation (CD24, CD62L). **g**, Cells colored by totalVI denoised expression of RNA markers of TCR recombination (*Rag1*), thymic location (*Cxcr4*, *Ccr7*), and lineage regulation (*Gata3*, *Zbtb7b*, *Runx3*) as in **f**. GD T cells, gamma-delta T cells; DN, double negative; DP (P), double positive proliferating; DP (Q1), DP quiescent 1; DP (Q2), DP quiescent 2; DP (Sig.), DP signaled; Neg. sel. (1), negative selection 1; Neg. sel. (2), negative selection 2; T_reg_ cell, regulatory CD4^+^ T cell; NKT cell, natural killer T cell.

We focused further analysis on positively selecting thymocytes from DP (Sig.) through mature stages (Fig. 1a). 

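The 33866 cells of the trajectory clusters were ordered by diffusion pseudotime, starting in the group richest in early DP cells, on 10 diffusion components of RNA principal components corrected for the experiment. The genes the paper names in its results were left out of the genes behind this order, so that their profiles are not built into it; other genes are, and a change over pseudotime is in part a property of how cells were ordered. Pseudotime was divided into 10 bins with equal numbers of cells. The scale is not that of Slingshot, and bin numbers here do not correspond to the paper's pseudotime units. Cells of lineage-restricted mice in late groups with the markers of the other lineage, the alternative branch, were left out, where the paper left out single cells by their Slingshot lineage weight. This left 11156 CD4-fated, 12381 CD8-fated and 9824 wild-type cells; the paper's tests used 9545 CD4-fated and 9126 CD8-fated cells.

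UMIs were summed per mouse and bin, and the lineages were compared within a bin across mice by edgeR's quasi-likelihood test with TMM normalization, the family of genotypes as a covariate and Benjamini-Hochberg adjustment, so that the mouse is the replicate and not the cell. A gene is called when its adjusted p is under 0.05. Fold changes are CD4-fated over CD8-fated, so a negative log2 fold change means higher counts in CD8-fated mice. The standard error beside a fold change was back-calculated, as the size of the log2 fold change divided by the square root of edgeR's F. It is approximate and is no guide to the uncertainty where a lineage has few counts. A mouse entered a bin with at least 10 cells. OT-I replicate 2 and OT-II replicate 2 had too few cells in bins 1 and 2, and F5 replicate 2 in bins 8 to 10, so the tests compared 5 with 5 mice in bins 1 and 2, 6 with 6 in bins 3 to 7 and 6 CD4-fated with 5 CD8-fated mice in bins 8 to 10. The direction of a difference is also given over pairs, a pair being the CD4-fated and the CD8-fated mouse of a family with the same replicate number. In the main fits the pairs serve as a count only. A fit with the pairs as blocks in place of the family covariate kept 42 of 43 calls and called 9 of 34 other values. Among these were *Klf2*, *Dusp2*, *Cd5*, *Themis*, *Egr2*, *Nfatc2*, *Nfatc1* and *Il7r*, each in 1 bin in which the main fit did not call it. That fit is not among the alternatives named below beside single values. Differences in shares and set means were tested by exact permutation of the mice, two-sided throughout.

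The results were recomputed under other choices. Those set before the data were examined are DESeq2 in place of edgeR, no low-count filter, no family covariate, library size in place of TMM for antibodies, cells ordered by a maturation score of 6 early and 6 late genes (the maturation order), named genes kept in the ordering, no protein filters, doublets kept, alternative-branch cells kept, shifted gate thresholds, other pseudocounts and thinning depths, and each mouse left out in turn. Another pair was added after the data had been seen. Lane groups in the correction treats lanes 12 to 15 and 16 to 19 of the third experiment as separate batches, since the lanes differed in depth and few cells of lanes 16 to 19 reached bins 1 and 2. The other leaves out 2 transgene-specific clusters in which under 5% of cells came from wild-type mice, which left 27575 cells to order. They held 2457 of the 2513 ordered cells of F5 replicate 2, 1364 of 1922 of F5 replicate 1 and 1573 of 3159 of OT-II replicate 1, so the F5 mice largely drop out under this alternative. A statement on an alternative below names one of these.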

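Surface CD5, which rises with TCR signal strength, was counted in bin 1 at 1491 ± 576 per 10000 antibody UMIs in CD4-fated and 1584.4 ± 295 in CD8-fated mice (SD, n = 5 and 5). Its mean peaked at 2187 ± 308 in bin 5 in CD4-fated and at 2035 ± 245 in bin 3 in CD8-fated mice (SD, n = 6 and 6). CD5 protein was 1771 ± 429 in CD4-fated and 1135 ± 186 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 5) in bin 10. CD5 protein in bin 10 had a log2 fold change of 0.51 (standard error 0.40, edgeR adjusted p = 0.375) and was higher in CD4-fated mice in 5 of 5 pairs. *Cxcr4* (ENSMUSG00000045382), whose product holds thymocytes in the cortex, fell from 136 ± 33.0 CPM in bin 1 to 5.60 ± 4.84 CPM in bin 5 in CD4-fated mice, lower in 5 of 5 mice with both bins. In CD8-fated mice it fell from 115 ± 36.6 to 27.7 ± 30.1 CPM, lower in 5 of 5. *Cxcr4* was 7.99 ± 5.06 CPM in CD4-fated and 28.6 ± 40.6 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 8. For *Cxcr4* in bin 8, the log2 fold change was -2.20 (standard error 0.50), with an edgeR adjusted p = 0.0134 and counts lower in CD4-fated mice in 3 of 5 pairs. In bin 10 *Cxcr4* stood at 9.21 ± 5.25 CPM in CD4-fated and 28.6 ± 20.5 CPM in CD8-fated mice (SD, n = 6 and 5). *Cxcr4* in bin 10 had a log2 fold change of -1.47 (standard error 0.37, edgeR adjusted p = 0.0134) and was lower in CD4-fated mice in 5 of 5 pairs. *Cxcr4* in bin 8 was no longer called in DESeq2 or without the family covariate (log2 fold change -1.89 to -1.62, adjusted p = 0.0761 to 0.169). *Cxcr4* in bin 8 was no longer called without AND replicate 1 or 2, F5 replicate 1, or MHCI-/- replicate 2 in turn (log2 fold change -2.16 to -0.73, adjusted p = 0.0513 to 0.470). *Cxcr4* in bin 10 was no longer called without the family covariate (log2 fold change -1.17, adjusted p = 0.0521). *Cxcr4* in bin 10 was no longer called without MHCI-/- replicate 2 or MHCII-/- replicate 2 in turn (log2 fold change -1.40 to -1.15, adjusted p = 0.0692 to 0.0787).

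*Ccr7* (ENSMUSG00000037944), whose product guides thymocytes into the medulla, rose from 17.4 ± 12.97 CPM in bin 1 to 178 ± 58.6 CPM in bin 5 in CD4-fated mice (higher in 5 of 5). In CD8-fated mice it rose from 20.4 ± 20.6 to 146 ± 34.7 CPM (higher in 5 of 5). *Ccr7* was 489 ± 99.3 CPM in CD4-fated and 267 ± 48.5 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 10. For *Ccr7* in bin 10, the log2 fold change was 0.85 (standard error 0.18), with an edgeR adjusted p = 0.00351 and counts higher in CD4-fated mice in 5 of 5 pairs. This call held under each alternative and with each mouse left out.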

The totalVI latent space derived from these populations stratified thymocytes by developmental stage and CD4–CD8 lineage (Fig. 1e and Extended Data Fig. 1d). totalVI denoised expression of the proteins CD4 and CD8, markers of positive selection-induced TCR signaling (CD5, CD69) and maturation stage (CD24, CD62L), as well as RNA markers of TCR recombination (*Rag1*), location within the thymus (*Cxcr4*, *Ccr7*) and lineage regulation (*Gata3*, *Zbtb7b*, *Runx3*) showed the expected developmental and lineage-specific patterns^18^ (Fig. 1f,g). Thus, our data enabled a high-resolution analysis of the continuous developmental processes between the DP and SP stages.

### Pseudotime clarifies intermediate developmental stages

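Of the trajectory cells of a lineage-restricted genotype, 11.4% lay on the branch of the other lineage in OT-I, 1.41% in AND and 0.973% in OT-II mice, each over the cells of 2 mice. The share was 0.619% in MHCII-/-, 0.173% in MHCI-/- and 0.0225% in F5 mice. Mice of 1 genotype differed, with 2.41% and 0.220% in the AND mice and 0.506% and 2.37% in the OT-II mice. The branch is that of late groups of cells by their markers, and not the paper's lineage weight of each cell. Spearman's correlation with pseudotime, over cells, was 0.996 with the named genes kept and 0.984 with lane groups in the correction. With transgene-specific clusters left out it was 0.986, and in the maturation order 0.837.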

Next, we performed pseudotime inference with Slingshot^19,20^ on the joint RNA-protein reduced dimension space to delineate the expression changes throughout positive selection along a branching trajectory (Fig. 2a, Extended Data Fig. 2a and Supplementary Data 4). The inferred pseudotime captured the timing of known expression changes^18^, such as early downregulation of *Rag1*, continuous downregulation of the early markers *Ccr9* and *Cd24a/*CD24, transient expression of *Cd69*/CD69 and late upregulation of the maturation markers *Klf2*, *S1pr1* and *Sell/*CD62L (Fig. 2b,c). 

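*Rag1* was 179 ± 262 CPM in CD4-fated and 157 ± 178 CPM in CD8-fated mice (SD, n = 5 and 5) in bin 1. The means and tests of *Rag1* include the *Rag1*-deficient AND and F5 mice. Whether the UMIs of these mice come from an intact transcript cannot be read from the counts. *Rag1* in bin 1 had a log2 fold change of 0.088 (standard error 0.33, edgeR adjusted p = 1) and was higher in CD4-fated mice in 2 of 5 pairs. By bin 5 it had fallen to 15.2 ± 26.9 CPM in CD4-fated and 6.02 ± 4.69 CPM in CD8-fated mice (SD, n = 6 and 6), lower in 5 of 5 and 5 of 5 mice with both bins. In bin 1 it was highest in OT-II replicate 1 and OT-I replicate 1, at 643 and 458 CPM, and lowest in F5 replicate 1, at 9.16 CPM. *Rag1* in bin 1 changed sign in the maturation order or with transgene-specific clusters left out (log2 fold change -0.19 to -0.12, adjusted p = 0.997 to 1). *Rag1* in bin 1 changed sign without AND replicate 2, F5 replicate 1, OT-I replicate 1, or OT-II replicate 1 in turn (log2 fold change -0.16 to -0.0018, adjusted p = 0.990 to 1). *Ccr9* (ENSMUSG00000029530) stayed near its level of bin 1, 1653 ± 323 CPM in CD4-fated and 1773 ± 656 CPM in CD8-fated mice, through bin 5. *Ccr9* was 1089.5 ± 780.4 CPM in CD4-fated and 1087 ± 715 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 6. For *Ccr9* in bin 6, the log2 fold change was -0.062 (standard error 0.24), with an edgeR adjusted p = 0.964 and counts lower in CD4-fated mice in 4 of 6 pairs. In bin 10 *Ccr9* stood at 107 ± 102 CPM in CD4-fated and 318 ± 164 CPM in CD8-fated mice (SD, n = 6 and 5). *Ccr9* in bin 10 had a log2 fold change of -1.91 (standard error 0.34, edgeR adjusted p = 9.92e-04) and was lower in CD4-fated mice in 5 of 5 pairs. *Ccr9* in bin 6 changed sign without OT-I replicate 2 or OT-II replicate 1 in turn (log2 fold change 0.044 to 0.14, adjusted p = 0.818 to 0.968). *Cd24a* (ENSMUSG00000047139) fell from 192 ± 53.7 and 166 ± 50.2 CPM in bin 1. *Cd24a* was 36.2 ± 29.3 CPM in CD4-fated and 25.8 ± 15.3 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 7. For *Cd24a* in bin 7, the log2 fold change was 0.38 (standard error 0.28), with an edgeR adjusted p = 0.584 and counts higher in CD4-fated mice in 5 of 6 pairs. *Cd24a* in bin 7 changed sign with lane groups in the correction, in the maturation order or with transgene-specific clusters left out (log2 fold change -0.46 to -0.058, adjusted p = 0.666 to 0.960). CD24 protein fell from 201 ± 90.5 and 179 ± 44.2 per 10000 antibody UMIs in bin 1. CD24 protein was 53.4 ± 35.7 in CD4-fated and 47.6 ± 27.5 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 5) in bin 10. CD24 protein in bin 10 had a log2 fold change of 0.042 (standard error 0.47, edgeR adjusted p = 0.956) and was higher in CD4-fated mice in 4 of 5 pairs. CD24 protein in bin 10 changed sign with transgene-specific clusters left out (log2 fold change -0.15, adjusted p = 0.890). CD24 protein in bin 10 changed sign without MHCI-/- replicate 1 or 2, MHCII-/- replicate 1 or 2, OT-I replicate 2, or OT-II replicate 1 in turn (log2 fold change -0.16 to -0.045, adjusted p = 0.819 to 0.963).

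*Cd69* (ENSMUSG00000030156) rose from 135 ± 62.3 CPM in bin 1 to its highest mean, 215 ± 88.4 CPM, in bin 5 in CD4-fated mice. In CD8-fated mice it rose from 112 ± 39.8 to 209 ± 124 CPM in bin 3. CD69 protein had its highest mean in bin 6 in both lineages. CD69 protein was 93.5 ± 52.8 in CD4-fated and 44.0 ± 31.5 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 6) in bin 6. For CD69 protein in bin 6, the log2 fold change was 1.05 (standard error 0.44), with an edgeR adjusted p = 0.223 and counts higher in CD4-fated mice in 6 of 6 pairs. In bin 7 CD69 protein stood at 83.5 ± 43.3 in CD4-fated and 41.6 ± 33.4 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 6). CD69 protein in bin 7 had a log2 fold change of 1.12 (standard error 0.42, edgeR adjusted p = 0.116) and was higher in CD4-fated mice in 6 of 6 pairs. CD69 protein in bin 7 was called with library size alone as scaling (log2 fold change 1.24, adjusted p = 0.0443). *Klf2* (ENSMUSG00000055148) rose from 61.5 ± 49.1 and 309 ± 386 CPM in bin 5. *Klf2* was 1054 ± 380.2 CPM in CD4-fated and 811 ± 443 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 10. For *Klf2* in bin 10, the log2 fold change was 0.36 (standard error 0.21), with an edgeR adjusted p = 0.289 and counts higher in CD4-fated mice in 4 of 5 pairs.

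*S1pr1* (ENSMUSG00000045092) was 11.3 ± 5.78 CPM in CD4-fated and 99.3 ± 117 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 6. *S1pr1* in bin 6 had a log2 fold change of -2.90 (standard error 0.72, edgeR adjusted p = 0.0289) and was lower in CD4-fated mice in 4 of 6 pairs. In bin 10 *S1pr1* stood at 408 ± 148 CPM in CD4-fated and 239 ± 126 CPM in CD8-fated mice (SD, n = 6 and 5). For *S1pr1* in bin 10, the log2 fold change was 0.85 (standard error 0.25), with an edgeR adjusted p = 0.0321 and counts higher in CD4-fated mice in 5 of 5 pairs. *S1pr1* in bin 6 was no longer called in DESeq2, with doublets kept or without the family covariate (log2 fold change -3.26 to -1.76, adjusted p = 0.164 to 0.508). *S1pr1* in bin 6 was no longer called without AND replicate 1 or 2, or F5 replicate 2 in turn (log2 fold change -2.60 to -2.19, adjusted p = 0.146 to 0.163). *S1pr1* in bin 6 changed sign with transgene-specific clusters left out (log2 fold change 1.07, adjusted p = 0.275). *S1pr1* in bin 10 was no longer called in the maturation order, without the family covariate or with transgene-specific clusters left out (log2 fold change 0.27 to 0.85, adjusted p = 0.091 to 0.563). *S1pr1* in bin 10 was no longer called without MHCI-/- replicate 1 or 2, MHCII-/- replicate 1 or 2, or OT-II replicate 2 in turn (log2 fold change 0.67 to 0.82, adjusted p = 0.0819 to 0.114).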

To explore beyond known markers, we performed totalVI differential expression tests over pseudotime, and created a comprehensive timeline of RNA and protein expression changes for each lineage (Fig. 2d, Supplementary Data 5 and 6 and Supplementary Information). The lineages differed in their expression of key molecules, such as coreceptors and transcription factors (Fig. 2b), as expected, whereas markers of maturation followed similar trajectories in both lineages (Fig. 2c). 

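Whether the course of a gene over pseudotime differed between the lineages was tested with edgeR's F-test of the lineage-by-bin terms, with each mouse as its own block. It called 2037 of 9114 genes. Of the coreceptors and transcription factors, *Cd8a* (edgeR adjusted p = 3.83e-43), *Cd4* (adjusted p = 8.49e-39), *Gata3* (adjusted p = 1.42e-11), *Zbtb7b* (adjusted p = 8.02e-09) and *Runx3* (adjusted p = 5.60e-04) were called. Of the maturation markers, *Klf2* (edgeR adjusted p = 0.141), *Cd24a* (adjusted p = 0.108) and *Rag1* (adjusted p = 0.128) were not called. *S1pr1* (edgeR adjusted p = 2.01e-05) and *Ccr9* (adjusted p = 4.34e-10) were. An F-test over many terms has no single direction, and the values by bin are given with each gene. Of the alternatives, the maturation order moved the number of genes with a different course most, to 990.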

Most significant differences over time were common across lineages (Fig. 2d), which enabled the investigation of lineage-specific differences at comparable developmental stages.

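Change over pseudotime was tested within each lineage by edgeR's F-test over the bins, with the mouse as a block. It called 4616 of 8363 genes in CD4-fated and 5414 of 9000 genes in CD8-fated mice. Of the 5930 genes tested in both lineages and called in at least one, 3668 (61.9%) were called in both. Another 906 were called in CD4-fated mice alone and 1356 in CD8-fated mice alone. Genes called in both changed in the same direction between bins 1 and 9 in 90.6% of cases. Their log2 changes in the lineages correlated at r = 0.839 across genes, which are not independent replicates. Being called in a single lineage does not show a difference between them. By the test of that difference, 1881 of the 5930 genes (31.7%) had a course that differed.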

**Fig. 2:**
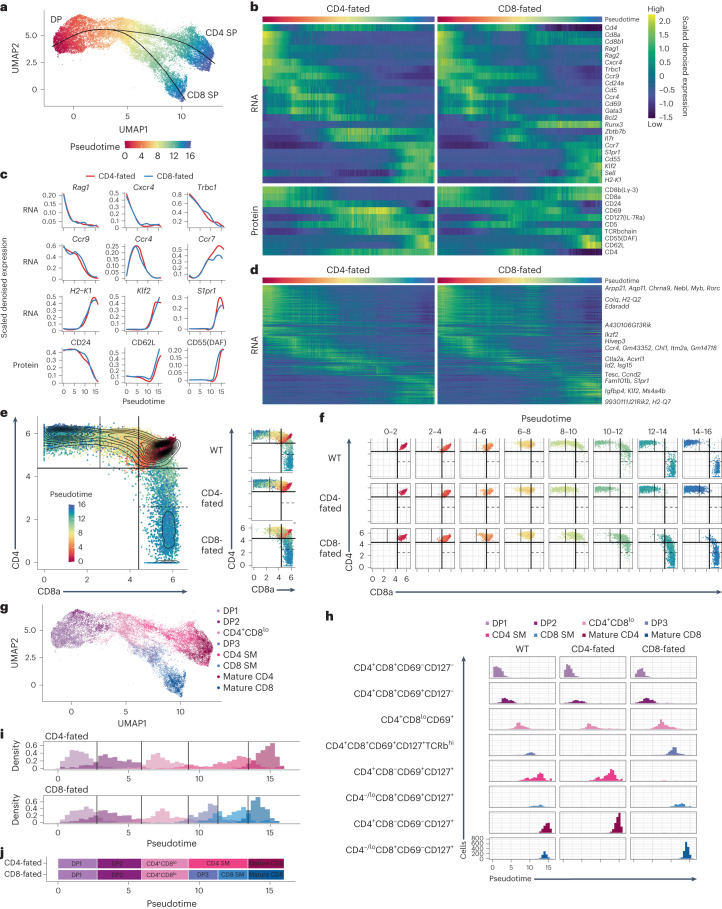
Pseudotime inference captures continuous maturation trajectory and clarifies intermediate thymocyte stages. **a**, UMAP plot of the totalVI latent space from positively selected thymocytes with cells colored by Slingshot pseudotime and smoothed curves representing the CD4^+^ and CD8^+^ T cell lineages. **b**, Heatmap of RNA (top) and protein (bottom) markers of thymocyte development over pseudotime in the CD4^+^ and CD8^+^ T cell lineages. Features are colored by totalVI denoised expression, scaled per row, and sorted by peak expression in the CD4^+^ T cell lineage. Pseudotime axis is the same as in **a**. **c**, Expression of features in the CD4^+^ and CD8^+^ T cell lineages that vary over pseudotime. Features are totalVI denoised expression values scaled per feature and smoothed by loess curves. **d**, Heatmap of all RNA differentially expressed over pseudotime in any lineage. Features are scaled and ordered as in **b**. Labeled genes are highly differentially expressed over time (Methods). **e**, In silico flow cytometry plots of log(totalVI denoised expression) of CD8a and CD4 from positively selected thymocytes (left) and the same cells separated by lineage (right). Cells are colored by pseudotime. Gates were determined based on contours of cell density. WT, wild-type. **f**, In silico flow cytometry plot of data as in **e** separated by lineage and pseudotime. **g**, UMAP plot of the totalVI latent space from positively selected thymocytes with cells colored by gate. Cells were computationally grouped into eight gates using CD4, CD8a, CD69, CD127(IL-7Ra), and TCRβ. **h**, Histograms of cells separated by lineage and gate with cells colored by gate as in **g**. **i**, Stacked histograms of gated populations in CD4-fated (top) and CD8-fated (bottom) thymocytes, with thresholds classifying gated populations over pseudotime (Methods). **j**, Schematic timeline aligns pseudotime with gated populations, with population timing determined as in **i**.

Owing to the continuous nature of development and technical variations in marker detection, no consensus has emerged on how to define positive selection intermediates by flow cytometry^1,2,21,22^. To address this, we performed in silico flow cytometry on totalVI denoised surface protein expression to distinguish different pseudotime phases. CD4-fated cells progressed continuously in pseudotime from DP to CD4^+^CD8^lo^ to CD4^+^CD8^-^ (Fig. 2e,f and Extended Data Fig. 2b), whereas CD8-fated cells progressed from DP to CD4^+^CD8^lo^ before reversing course to reach CD4^−^CD8^+^^23–25^. Specifically, although at pseudotime 6–8 nearly all CD8-fated cells were CD4^+^CD8^lo^, at pseudotime 8–12, CD8-fated, but not CD4-fated, thymocytes passed through a DP phase again (referred to as DP3) (Fig. 2f). 

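For gating on raw counts, antibody UMIs were normalized within each lane. The thresholds for CD4, CD8a, CD69, CD127 and TCRβ were taken from the wild-type lanes of the same experiment, after the data had been seen. In bin 1, 99.6% ± 0.606 of cells in CD4-fated and 97.3% ± 3.77 in CD8-fated mice (SD, n = 5 and 5) fell in the DP gate. DP cells made up 23.7% ± 13.8 of cells in CD4-fated and 47.7% ± 32.7 in CD8-fated mice (SD, n = 6 and 6) in bin 5. The DP share in bin 5 was lower in CD4-fated mice in 5 of 6 pairs (exact permutation test, p = 0.128, adjusted p = 0.440). CD4+CD8lo cells made up 69.8% ± 12.2 of cells in CD4-fated and 35.7% ± 33.2 in CD8-fated mice (SD, n = 6 and 6) in bin 5. The CD4+CD8lo share in bin 5 was higher in CD4-fated mice in 5 of 6 pairs (exact permutation test, p = 0.0455, adjusted p = 0.253). CD4+CD8lo cells made up 57.3% ± 11.1 of cells in CD4-fated and 22.3% ± 27.2 in CD8-fated mice (SD, n = 6 and 6) in bin 6. The CD4+CD8lo share in bin 6 was higher in CD4-fated mice in 5 of 6 pairs (exact permutation test, p = 0.0303, adjusted p = 0.178). CD4+CD8- cells made up 35.0% ± 11.6 of cells in CD4-fated and 5.26% ± 8.07 in CD8-fated mice (SD, n = 6 and 6) in bin 6. The CD4+CD8- share in bin 6 was higher in CD4-fated mice in 6 of 6 pairs (exact permutation test, p = 0.00216, adjusted p = 0.0309). CD4+CD8- cells made up 63.3% ± 20.7 of cells in CD4-fated and 1.98% ± 4.11 in CD8-fated mice (SD, n = 6 and 6) in bin 7. The CD4+CD8- share in bin 7 was higher in CD4-fated mice in 6 of 6 pairs (exact permutation test, p = 0.00216, adjusted p = 0.0309). CD4+CD8- cells made up 82.7% ± 26.2 of cells in CD4-fated and 0.0722% ± 0.161 in CD8-fated mice (SD, n = 6 and 5) in bin 10. The CD4+CD8- share in bin 10 was higher in CD4-fated mice in 5 of 5 pairs (exact permutation test, p = 0.00433, adjusted p = 0.0309). The spread of CD4-fated mice in bin 10 came from AND replicate 2, with 29.8% CD4+CD8- and 68.6% CD4+CD8lo cells, the mouse with the fewest antibody UMIs. CD4-CD8+ cells made up 0.619% ± 1.06 of cells in CD4-fated and 12.99% ± 14.01 in CD8-fated mice (SD, n = 6 and 6) in bin 5. The CD4-CD8+ share in bin 5 was lower in CD4-fated mice in 4 of 6 pairs (exact permutation test, p = 0.0606, adjusted p = 0.264). CD4-CD8+ cells made up 0.557% ± 0.894 of cells in CD4-fated and 26.2% ± 21.2 in CD8-fated mice (SD, n = 6 and 6) in bin 6. The CD4-CD8+ share in bin 6 was lower in CD4-fated mice in 6 of 6 pairs (exact permutation test, p = 0.00216, adjusted p = 0.0309). CD4-CD8+ cells made up 0.382% ± 0.686 of cells in CD4-fated and 97.1% ± 1.66 in CD8-fated mice (SD, n = 6 and 5) in bin 10. The CD4-CD8+ share in bin 10 was lower in CD4-fated mice in 5 of 5 pairs (exact permutation test, p = 0.00216, adjusted p = 0.0309).

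With any 1 of the 6 CD4-fated mice left out, no gate in any bin passed adjustment by the exact test. Leaving out such a mouse leaves 5 mice against 5 in bins 8 to 10. By construction this raises the smallest p that those bins allow, and the adjustment covers all gates and bins. The loss of a call whose difference hardly moved can come from this limit alone. The CD4+CD8- difference in bin 6 did not pass without any 1 of the 6 CD4-fated mice (difference of 26.8 to 32.9, adjusted exact p = 0.0722). The CD4+CD8- difference in bin 7 did not pass without any 1 of the 6 CD4-fated mice (difference of 57.3 to 68.9, adjusted exact p = 0.0722). The CD4+CD8- difference in bin 10 did not pass without any 1 of the 6 CD4-fated mice (difference of 79.7 to 93.2, adjusted exact p = 0.0794 to 0.0882). The CD4-CD8+ difference in bin 6 did not pass without any 1 of the 6 CD4-fated mice (difference of -26.0 to -25.6, adjusted exact p = 0.0866 to 0.108). The CD4-CD8+ difference in bin 10 did not pass without any 1 of the 6 CD4-fated mice (difference of -96.95 to -96.6, adjusted exact p = 0.0794 to 0.0882). The CD4-CD8+ difference in bin 5 passed in the maturation order (difference of -10.01, adjusted exact p = 0.0167). The CD4+CD8lo difference in bin 6 passed without OT-I replicate 2 (difference of 43.1, adjusted exact p = 0.0298).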

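The share of CD8-fated cells in the CD4+CD8lo gate had its highest mean in bin 5 and differed between genotypes. In that bin 77.7% and 71.1% of OT-I cells and 30.2% and 34.0% of MHCII-/- cells were CD4+CD8lo. In F5 replicate 1 it was 1.28%, and in replicate 2 it was 0 of 123 cells, which allows a share of up to 2.44%. The upper CD8a threshold, set per experiment, lay at 8.35 (log2) for the OT-I mice and at 7.97 for F5 replicate 1. For the MHCII-/- mice and F5 replicate 2 it was 7.46. Between OT-I and MHCII-/- mice the gate, the experiment and the genotype therefore cannot be told apart. DP cells made up 7.09% ± 7.64 of cells in CD4-fated and 46.0% ± 33.5 in CD8-fated mice (SD, n = 6 and 6) in bin 6. The DP share in bin 6 was lower in CD4-fated mice in 5 of 6 pairs (exact permutation test, p = 0.0216, adjusted p = 0.135). DP cells made up 1.96% ± 2.34 of cells in CD4-fated and 25.9% ± 19.3 in CD8-fated mice (SD, n = 6 and 6) in bin 7. The DP share in bin 7 was lower in CD4-fated mice in 5 of 6 pairs (exact permutation test, p = 0.00433, adjusted p = 0.0309). The DP difference in bin 6 passed with lane groups in the correction or with named genes kept in the ordering (difference of -45.0 to -43.9, adjusted exact p = 0.0464). The DP difference in bin 6 passed without OT-I replicate 2 (difference of -47.3, adjusted exact p = 0.0298). The DP difference in bin 7 did not pass in the maturation order (difference of -32.6, adjusted exact p = 0.162). The DP difference in bin 7 did not pass without any 1 of the 6 CD4-fated mice (difference of -24.8 to -23.5, adjusted exact p = 0.108 to 0.167). From bin 5 to its highest share among bins 6 to 8, the DP share rose by 9.52 and 18.8 percentage points in the MHCII-/- mice and by 8.09 in OT-I replicate 1. It changed by -2.82 in OT-I replicate 2, by -12.3 and -31.1 in the F5 mice and by -28.4 to 0.633 in the CD4-fated mice. In wild-type mice, which hold both lineages, the DP share went from 23.3% ± 8.52 in bin 5 to 9.31% ± 4.50 in bin 7 (SD, n = 5).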

Although a later-time MHCI-specific DP3 population has been reported^21^, it is not commonly accounted for^11,14,15^, resulting in the contamination of the DP gate with later-time CD8-fated cells.

We used a data-driven strategy to identify a minimal set of surface markers capturing intermediate stages of positive selection and to better characterize the DP3 stage. 

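CD127 is the IL-7 receptor α chain. CD69-CD127- cells made up 46.9% ± 29.2 of cells in CD4-fated and 62.7% ± 20.5 in CD8-fated mice (SD, n = 5 and 5) in bin 1. The CD69-CD127- share in bin 1 was lower in CD4-fated mice in 4 of 5 pairs (exact permutation test, p = 0.333, adjusted p = 0.641). CD69-CD127- cells made up 1.57% ± 0.937 of cells in CD4-fated and 24.6% ± 35.0 in CD8-fated mice (SD, n = 6 and 6) in bin 7. The CD69-CD127- share in bin 7 was lower in CD4-fated mice in 6 of 6 pairs (exact permutation test, p = 0.00433, adjusted p = 0.0309). CD69+CD127- cells made up 37.1% ± 27.0 of cells in CD4-fated and 37.7% ± 18.2 in CD8-fated mice (SD, n = 6 and 6) in bin 3. The CD69+CD127- share in bin 3 was lower in CD4-fated mice in 4 of 6 pairs (exact permutation test, p = 0.965, adjusted p = 1). CD69+CD127+ cells made up 68.3% ± 28.2 of cells in CD4-fated and 51.8% ± 38.6 in CD8-fated mice (SD, n = 6 and 6) in bin 6. The CD69+CD127+ share in bin 6 was higher in CD4-fated mice in 4 of 6 pairs (exact permutation test, p = 0.323, adjusted p = 0.638). CD69+CD127+ cells made up 68.9% ± 25.7 of cells in CD4-fated and 44.8% ± 33.9 in CD8-fated mice (SD, n = 6 and 6) in bin 7. The CD69+CD127+ share in bin 7 was higher in CD4-fated mice in 6 of 6 pairs (exact permutation test, p = 0.184, adjusted p = 0.544). CD69-CD127+ cells made up 47.0% ± 17.6 of cells in CD4-fated and 50.3% ± 25.7 in CD8-fated mice (SD, n = 6 and 5) in bin 10. The CD69-CD127+ share in bin 10 was lower in CD4-fated mice in 3 of 5 pairs (exact permutation test, p = 0.807, adjusted p = 0.910). In bin 5 the CD69-CD127+ share was 4.65% ± 5.64 in CD4-fated and 15.1% ± 17.1 in CD8-fated mice (SD, n = 6 and 6). In bin 7 the CD69-CD127- share was 89.2% and 41.5% in the F5 mice and at most 5.60% in the other 10 mice. The larger of these is F5 replicate 1, of the first experiment, whose CD127 threshold rests on 1 wild-type lane and lay at 3.77 on the log2 scale of the gate, against 2.02 and 1.30 in the others. The CD69-CD127- difference in bin 7 did not pass with alternative-branch cells kept, with gate thresholds raised by 0.25, with lane groups in the correction, in the maturation order or with transgene-specific clusters left out (difference of -25.1 to -13.6, adjusted exact p = 0.102 to 0.862). The CD69-CD127- difference in bin 7 did not pass without any 1 of the 6 CD4-fated mice (difference of -23.4 to -22.8, adjusted exact p = 0.465 to 0.642). The CD69+CD127- difference in bin 3 changed sign with lane groups in the correction, in the maturation order or with transgene-specific clusters left out (difference of 0.0974 to 7.09, adjusted exact p = 0.781 to 1). The CD69+CD127- difference in bin 3 changed sign without AND replicate 2, MHCII-/- replicate 1 or 2, OT-I replicate 1, or OT-II replicate 2 in turn (difference of 1.05 to 5.39, adjusted exact p = 0.887 to 1). The CD69-CD127+ difference in bin 10 changed sign with gate thresholds raised by 0.25 (difference of 0.714, adjusted exact p = 0.994). The CD69-CD127+ difference in bin 10 changed sign without AND replicate 1, or MHCII-/- replicate 1 or 2 in turn (difference of 2.04 to 2.25, adjusted exact p = 0.918 to 0.972).

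CD127 has few antibody UMIs, so a cell can miss the gate by chance. CD127(IL-7Ra) protein was counted at 12.9 ± 8.28 in CD4-fated and 5.76 ± 2.26 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 6) in bin 7. CD127 protein in bin 7 had a log2 fold change of 0.81 (standard error 0.19, edgeR adjusted p = 0.00617) and was higher in CD4-fated mice in 6 of 6 pairs. CD127(IL-7Ra) protein in bin 7 was no longer called with library size alone as scaling (log2 fold change 1.10, adjusted p = 0.0655). *Il7r* (ENSMUSG00000003882) encodes CD127. *Il7r* was 206 ± 169.5 CPM in CD4-fated and 70.2 ± 50.8 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 6. For *Il7r* in bin 6, the log2 fold change was 1.79 (standard error 0.40), with an edgeR adjusted p = 0.0132 and counts higher in CD4-fated mice in 5 of 6 pairs. In bin 10 *Il7r* stood at 133 ± 60.1 CPM in CD4-fated and 110.5 ± 19.8 CPM in CD8-fated mice (SD, n = 6 and 5). *Il7r* in bin 10 had a log2 fold change of 0.45 (standard error 0.19, edgeR adjusted p = 0.124) and was higher in CD4-fated mice in 3 of 5 pairs. *Il7r* in bin 6 was no longer called in the maturation order or without the family covariate (log2 fold change 1.49 to 1.59, adjusted p = 0.0995 to 0.300). *Il7r* in bin 6 was no longer called without MHCII-/- replicate 1 (log2 fold change 1.72, adjusted p = 0.065). *Il7r* in bin 10 was called without OT-I replicate 2 (log2 fold change 0.53, adjusted p = 0.0242).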

Four pseudotime stages were separated by in silico gating on CD69 and CD127(IL-7Ra) independent of lineage: CD69^lo^CD127^lo^, CD69^+^CD127^lo^, CD69^+^CD127^+^ and CD69^−^CD127^+^ (Extended Data Fig. 2c,d). Addition of CD4 and CD8 markers enabled distinction between the lineages at later times (Fig. 2g,h). 

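CD4 protein was counted at 854 ± 281 in CD4-fated and 429 ± 205 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 6) in bin 6. For CD4 protein in bin 6, the log2 fold change was 0.92 (standard error 0.35), with an edgeR adjusted p = 0.180 and counts higher in CD4-fated mice in 6 of 6 pairs. In bin 7 CD4 protein stood at 967 ± 332 in CD4-fated and 186 ± 71.3 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 6). CD4 protein in bin 7 had a log2 fold change of 2.24 (standard error 0.38, edgeR adjusted p = 5.63e-04) and was higher in CD4-fated mice in 6 of 6 pairs. In bin 10 CD4 protein stood at 1091 ± 359.9 in CD4-fated and 37.6 ± 10.2 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 5). For CD4 protein in bin 10, the log2 fold change was 4.69 (standard error 0.42), with an edgeR adjusted p = 3.65e-06 and counts higher in CD4-fated mice in 5 of 5 pairs. CD8a protein was counted at 164 ± 58.5 in CD4-fated and 381 ± 233 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 6) in bin 5. CD8a protein in bin 5 had a log2 fold change of -1.28 (standard error 0.48, edgeR adjusted p = 0.213) and was lower in CD4-fated mice in 5 of 6 pairs. In bin 6 CD8a protein stood at 80.4 ± 48.2 in CD4-fated and 504 ± 249.6 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 6). For CD8a protein in bin 6, the log2 fold change was -2.86 (standard error 0.58), with an edgeR adjusted p = 0.0126 and counts lower in CD4-fated mice in 5 of 6 pairs. In bin 10 CD8a protein stood at 16.8 ± 9.78 in CD4-fated and 739.8 ± 111.3 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 5). CD8a protein in bin 10 had a log2 fold change of -5.85 (standard error 0.31, edgeR adjusted p = 3.15e-08) and was lower in CD4-fated mice in 5 of 5 pairs. On the protein level CD8a was thus called from bin 6 and CD4 from bin 7. CD4 protein in bin 6 was called with library size alone as scaling or with transgene-specific clusters left out (log2 fold change 1.05 to 1.35, adjusted p = 0.0292 to 0.0421). CD8a protein in bin 6 was no longer called without AND replicate 1 or OT-II replicate 1 in turn (log2 fold change -2.84 to -2.67, adjusted p = 0.0506 to 0.0654). The calls of CD4 protein in bins 7 and 10 and of CD8a protein in bin 10 held under each alternative and with each mouse left out.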

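Among DP cells, those that were TCRβ high and CD69+CD127+ are counted as a share of all cells of the bin (gate DP TCRb high CD69+CD127+). They made up 3.11% ± 1.93 of cells in CD4-fated and 22.0% ± 29.1 in CD8-fated mice (SD, n = 6 and 6) in bin 6. The DP TCRb high CD69+CD127+ share in bin 6 was lower in CD4-fated mice in 4 of 6 pairs (exact permutation test, p = 0.206, adjusted p = 0.544). These cells made up 0.409% ± 0.527 of cells in CD4-fated and 3.60% ± 3.29 in CD8-fated mice (SD, n = 6 and 5) in bin 8. The DP TCRb high CD69+CD127+ share in bin 8 was lower in CD4-fated mice in 4 of 5 pairs (exact permutation test, p = 0.0195, adjusted p = 0.130). In bin 6 they made up 58.8% and 59.8% of cells in the MHCII-/- mice, 9.59% and 2.05% in the OT-I mice and 0.752% and 0.794% in the F5 mice. The difference of these cells in bin 8 passed without F5 replicate 1 (difference of -4.09, adjusted exact p = 0.0366). TCRβ-high cells made up 99.1% ± 1.74 of cells in CD4-fated and 90.6% ± 12.8 in CD8-fated mice (SD, n = 6 and 5) in bin 10. The TCRb high share in bin 10 was higher in CD4-fated mice in 2 of 5 pairs and lower in 0, the other pairs being equal (exact permutation test, p = 0.227, adjusted p = 0.544). Their share had been 22.3% ± 16.2 in CD4-fated and 20.7% ± 15.6 in CD8-fated mice in bin 1 (SD, n = 5 and 5). TCRβ protein was counted at 30.7 ± 13.7 and 30.02 ± 11.004 per 10000 antibody UMIs in bin 1. TCRβ protein was 187 ± 52.1 in CD4-fated and 87.5 ± 18.1 in CD8-fated mice per 10000 antibody UMIs (SD, n = 6 and 5) in bin 10. For TCRβ protein in bin 10, the log2 fold change was 0.93 (standard error 0.35), with an edgeR adjusted p = 0.126 and counts higher in CD4-fated mice in 5 of 5 pairs. TCRβ protein in bin 10 was called with library size alone as scaling (log2 fold change 1.02, adjusted p = 0.00144). TCRβ protein in bin 10 was called without AND replicate 2 (log2 fold change 1.08, adjusted p = 0.0314).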

DP3 had high expression of TCRβ^21,26^ and was CD69^+^CD127^+^ (Extended Data Fig. 2d,e), compared to earlier CD69^−^CD127^−^ DP1 and CD69^+^CD127^−^ DP2. In combination, a gating scheme using CD4, CD8, TCRβ, CD69 and CD127 resolved eight populations (DP1, DP2, CD4^+^CD8^lo^, DP3, semimature CD4 (CD4 SM) and mature CD4 (which combined corresponded to CD4 SP), and semimature CD8 (CD8 SM) and mature CD8 (which combined corresponded to CD8 SP)) (Fig. 2g,h) and could enable the approximation of this separation by time and lineage using flow cytometry (Fig. 2i,j). Fluorescence-based flow cytometry replicated these eight CITE-seq-derived gates, supporting the presence of the proposed intermediate stages (Extended Data Fig. 2f–h). Collectively, these observations specified an updated model of positive selection intermediates in the CD4^+^ and CD8^+^ T cell lineages.

### CITE-seq reveals order of key lineage commitment events

Prolonged TCR signaling is known as a driver of CD4^+^ T cell lineage commitment, whereas the role of TCR signals in CD8 SP development remains controversial^1–3^. To gain insight into CD4-CD8 lineage commitment, we used pseudotime to characterize expression changes in TCR signaling targets, key transcription factors and coreceptors involved in this process. As expected, we observed that RNA expression often preceded the corresponding change in protein expression over pseudotime, as seen for *Cd69*/CD69 (Extended Data Fig. 3a), likely due to the time needed for protein translation, transport and degradation. 

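The time of *Cd69* RNA and of CD69 protein was summarized for each mouse as the mean bin, weighted by expression above the profile's minimum. The protein lay 1.56 bins later than the RNA on average over the 12 lineage-restricted mice, later in 11 of 12 (exact sign-flip permutation test, two-sided, p = 9.77e-04). The smallest p that 12 mice allow in this permutation test is 4.88e-04. The exception was F5 replicate 1, with a lag of -0.490 bins. In CD4-fated mice the protein lay 1.80 bins later, in 6 of 6 (exact sign-flip test, p = 0.0312, the smallest p that 6 mice allow). In CD8-fated mice it lay 1.31 bins later, in 5 of 6 (exact sign-flip test, p = 0.0625). Without F5 replicate 1 the lag over the other mice was 1.74 bins (exact sign-flip test, p = 9.77e-04), and with lane groups in the correction the lag over all mice was 1.71 bins (exact sign-flip test, p = 4.88e-04). The lag in CD8-fated mice passed with lane groups in the correction or in the maturation order (1.05 to 1.58, exact sign-flip p = 0.0312). Without any 1 of the 6 CD4-fated mice the lag in CD4-fated mice was 1.73 to 1.86 bins (exact sign-flip p = 0.0625). That is the smallest p that 5 mice allow, so the test could not pass there and does not show dependence on a mouse.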

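*Cd69* was 209 ± 117 CPM in CD4-fated and 108 ± 61.7 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 4. *Cd69* in bin 4 had a log2 fold change of 0.91 (standard error 0.26, edgeR adjusted p = 0.505) and was higher in CD4-fated mice in 5 of 6 pairs. In bin 5 *Cd69* stood at 215 ± 88.4 CPM in CD4-fated and 88.1 ± 34.4 CPM in CD8-fated mice (SD, n = 6 and 6). For *Cd69* in bin 5, the log2 fold change was 1.27 (standard error 0.29), with an edgeR adjusted p = 0.0216 and counts higher in CD4-fated mice in 6 of 6 pairs. *Cd69* in bin 4 was called without the low-count filter (log2 fold change 0.87, adjusted p = 0.00477). *Cd69* in bin 5 was no longer called with lane groups in the correction, in the maturation order, without the family covariate or with transgene-specific clusters left out (log2 fold change 0.30 to 1.30, adjusted p = 0.0509 to 0.764). *Cd69* in bin 5 was no longer called without AND replicate 1 or 2, MHCI-/- replicate 1 or 2, or MHCII-/- replicate 1 or 2 in turn (log2 fold change 1.16 to 1.29, adjusted p = 0.0517 to 0.0961). *Egr1* (ENSMUSG00000038418) is a target of the MEK-ERK branch. *Egr1* was 182 ± 75.3 CPM in CD4-fated and 121 ± 56.8 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 4. *Egr1* in bin 4 had a log2 fold change of 0.51 (standard error 0.29, edgeR adjusted p = 0.976) and was higher in CD4-fated mice in 5 of 6 pairs. In bin 5 *Egr1* stood at 187 ± 42.1 CPM in CD4-fated and 87.3 ± 34.1 CPM in CD8-fated mice (SD, n = 6 and 6). For *Egr1* in bin 5, the log2 fold change was 1.14 (standard error 0.25), with an edgeR adjusted p = 0.0175 and counts higher in CD4-fated mice in 6 of 6 pairs. *Egr1* in bin 4 was called with transgene-specific clusters left out (log2 fold change 1.18, adjusted p = 0.0149). *Egr1* in bin 5 was no longer called with lane groups in the correction, in the maturation order or without the family covariate (log2 fold change 0.12 to 1.09, adjusted p = 0.0625 to 0.996). *Egr1* in bin 5 was no longer called without AND replicate 2, F5 replicate 1, MHCI-/- replicate 1, or MHCII-/- replicate 1 or 2 in turn (log2 fold change 1.00 to 1.19, adjusted p = 0.0506 to 0.0671). *Egr1* in bin 5 changed sign with transgene-specific clusters left out (log2 fold change -0.17, adjusted p = 0.901). In bins 1 to 3 neither gene was called by edgeR.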

As expected, the TCR response (exemplified by expression of TCR targets *Cd69* and *Egr1*) became significantly higher in CD4-fated cells early in pseudotime (by bin 4–5, within DP2) (Fig. 3a,b). This pattern reversed at later pseudotimes, with higher TCR responses in CD8-fated cells at pseudotime bin 9–10 (within DP3) (Fig. 3a,b). This suggested two distinct waves of TCR signaling during positive selection: a broader initial wave in CD4-fated cells and a later wave, specific for CD8-fated cells (Fig. 3a and Extended Data Fig. 3b).

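Bins 9 and 10 are bins of the order built here and lie past the DP stage, with 92.2% ± 4.18 and 97.1% ± 1.66 of CD8-fated cells in the CD4-CD8+ and 3.38% ± 2.13 and 1.94% ± 1.64 in the DP gate (SD, n = 5), while DP cells high in TCRβ and CD69+CD127+ were most frequent in bin 6 of these mice. *Cd69* was 42.8 ± 13.2 CPM in CD4-fated and 67.4 ± 22.9 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 9. *Cd69* in bin 9 had a log2 fold change of -0.50 (standard error 0.20, edgeR adjusted p = 0.147) and was lower in CD4-fated mice in 5 of 5 pairs. In bin 10 *Cd69* stood at 48.7 ± 21.5 CPM in CD4-fated and 72.8 ± 17.4 CPM in CD8-fated mice (SD, n = 6 and 5). For *Cd69* in bin 10, the log2 fold change was -0.42 (standard error 0.26), with an edgeR adjusted p = 0.316 and counts lower in CD4-fated mice in 4 of 5 pairs. *Cd69* in bin 9 was called with named genes kept in the ordering (log2 fold change -0.74, adjusted p = 0.0472). *Cd69* in bin 10 was called without MHCI-/- replicate 1 (log2 fold change -0.77, adjusted p = 0.0486). *Egr1* was 61.2 ± 17.5 CPM in CD4-fated and 54.3 ± 12.05 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 9. *Egr1* in bin 9 had a log2 fold change of 0.21 (standard error 0.21, edgeR adjusted p = 0.621) and was higher in CD4-fated mice in 3 of 5 pairs. In bin 10 *Egr1* stood at 61.4 ± 15.3 CPM in CD4-fated and 66.1 ± 52.7 CPM in CD8-fated mice (SD, n = 6 and 5). For *Egr1* in bin 10, the log2 fold change was 0.16 (standard error 0.27), with an edgeR adjusted p = 0.760 and counts higher in CD4-fated mice in 4 of 5 pairs. The CD8-fated spread of *Egr1* in bin 10 came from F5 replicate 1, at 158 CPM, with the other 4 mice between 27.9 and 59.6 CPM. *Egr1* in bin 9 changed sign with lane groups in the correction, in the maturation order, with named genes kept in the ordering or with transgene-specific clusters left out (log2 fold change -0.59 to -9.7e-04, adjusted p = 0.152 to 0.999). *Egr1* in bin 10 changed sign with transgene-specific clusters left out (log2 fold change -0.73, adjusted p = 0.180).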

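A later wave was measured in each mouse as a rebound, the largest rise in log2(CPM + 1) from an earlier to a later bin after the first peak, which was taken as the highest of bins 1 to 5. The rebound of *Cd69* was 0.38 ± 0.46 in CD4-fated and 0.46 ± 0.28 in CD8-fated mice (SD, n = 6 and 6; exact permutation test, two-sided, p = 0.727). That of *Egr1* was 0.30 ± 0.31 in CD4-fated and 0.61 ± 0.37 in CD8-fated mice (exact permutation test, p = 0.145). Neither difference was larger than the spread between the mice. The rebound difference of *Cd69* changed sign with named genes kept in the ordering (0.053, exact p = 0.825). The rebound difference of *Cd69* changed sign without MHCI-/- replicate 2 (0.075, exact p = 0.667). The rebound difference of *Egr1* passed with transgene-specific clusters left out (-0.69, exact p = 0.00649). The rebound difference of *Egr1* changed sign with lane groups in the correction, in the maturation order or with named genes kept in the ordering (0.017 to 0.18, exact p = 0.742 to 0.968). In CD8-fated mice the mean of *Egr1* was 115 ± 32.6 CPM in bin 6 and 62.1 ± 12.7 CPM in bin 8, and that of *Cd69* was 57.9 ± 12.4 CPM in bin 8. From denoised expression in which *Cd69* and *Egr1* were first higher in CD4-fated and later higher in CD8-fated cells, the paper proposes a pair of temporal waves of TCR signaling during positive selection, the later of them specific for CD8-fated cells.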

**Fig. 3:**
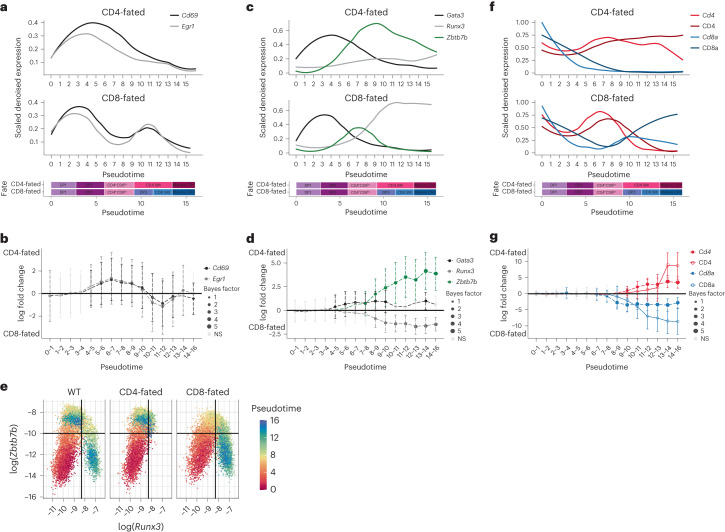
Paired measurements of RNA and protein reveal the timing of major events in CD4-CD8 lineage commitment. **a**, Expression over pseudotime of TCR signaling response molecules. Features are totalVI denoised expression values scaled per feature and smoothed by loess curves. Schematic timeline below the plot aligns pseudotime with gated populations (see Fig. 2j). **b**, Differential expression over pseudotime between CD4-fated and CD8-fated thymocytes for RNA of TCR signaling response molecules. Non-significant (NS) differences are gray, significant differences are filled circles. Size of the circle indicates log(Bayes factor). Data are median log fold change ± totalVI-computed s. d. **c**, Expression over pseudotime as in **a** for RNA of key transcription factors. **d**, Differential expression over pseudotime as in **b** for RNA of key transcription factors. **e**, In silico flow cytometry plots of log(totalVI denoised expression) of *Runx3* and *Zbtb7b* from positively selected thymocytes separated by lineage and colored by pseudotime. **f**, Expression over pseudotime as in **a** for coreceptor RNA and protein. **g**, Differential expression over pseudotime as in **b** for RNA of coreceptors. Significant RNA results are filled circles and significant protein results are open circles. **b**,**d**,**g**, *n* = 9,545 CD4-fated cells (MHCI^−/−^, OT-II and AND mice) and 9,126 CD8-fated cells (MHCII^−/−^, OT-I and F5 mice).

We next used pseudotime to identify the divergence of transcription factors between the lineages and relate these expression patterns to the timing of TCR signaling. We focused on the lineage-defining transcription factors *Runx3* (CD8^+^ T cell lineage), *Zbtb7b* (CD4^+^ T cell lineage) and *Gata3* (upstream activator of *Zbtb7b* that is more highly expressed in the CD4^+^ T cell lineage)^10,27^. The differential upregulation of *Gata3* in CD4-fated cells coincided with differential expression of the first TCR response wave in pseudotime bin 4–5 (within DP2), followed by differential upregulation of *Zbtb7b* in bin 7–8 (within CD4^+^CD8^lo^) (Fig. 3c,d). 

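*Gata3* (ENSMUSG00000015619) was 345 ± 112 CPM in CD4-fated and 177 ± 99.3 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 4. *Gata3* in bin 4 had a log2 fold change of 1.00 (standard error 0.34, edgeR adjusted p = 0.717) and was higher in CD4-fated mice in 4 of 6 pairs. In bin 5 *Gata3* stood at 280.2 ± 77.1 CPM in CD4-fated and 97.4 ± 51.4 CPM in CD8-fated mice (SD, n = 6 and 6). For *Gata3* in bin 5, the log2 fold change was 1.63 (standard error 0.31), with an edgeR adjusted p = 0.00662 and counts higher in CD4-fated mice in 6 of 6 pairs. In bin 6 *Gata3* stood at 184 ± 43.4 CPM in CD4-fated and 67.6 ± 29.2 CPM in CD8-fated mice (SD, n = 6 and 6). *Gata3* in bin 6 had a log2 fold change of 1.48 (standard error 0.21, edgeR adjusted p = 4.60e-04) and was higher in CD4-fated mice in 6 of 6 pairs. In bin 10 *Gata3* stood at 80.1 ± 20.4 CPM in CD4-fated and 25.7 ± 19.6 CPM in CD8-fated mice (SD, n = 6 and 5). For *Gata3* in bin 10, the log2 fold change was 1.45 (standard error 0.27), with an edgeR adjusted p = 0.00157 and counts higher in CD4-fated mice in 5 of 5 pairs. *Gata3* in bin 4 was called without the low-count filter (log2 fold change 0.96, adjusted p = 5.57e-04). *Gata3* in bin 6 was no longer called in the maturation order or with transgene-specific clusters left out (log2 fold change 0.88 to 0.92, adjusted p = 0.0514 to 0.0634).

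*Zbtb7b* (ENSMUSG00000028042) encodes THPOK. *Zbtb7b* was 42.2 ± 26.3 CPM in CD4-fated and 6.41 ± 8.90 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 4. *Zbtb7b* in bin 4 had a log2 fold change of 3.00 (standard error 0.65, edgeR adjusted p = 0.214) and was higher in CD4-fated mice in 5 of 6 pairs. In bin 5 *Zbtb7b* stood at 109.5 ± 30.02 CPM in CD4-fated and 13.8 ± 19.01 CPM in CD8-fated mice (SD, n = 6 and 6). For *Zbtb7b* in bin 5, the log2 fold change was 3.34 (standard error 0.47), with an edgeR adjusted p = 7.65e-04 and counts higher in CD4-fated mice in 6 of 6 pairs. In bin 10 *Zbtb7b* stood at 74.2 ± 16.7 CPM in CD4-fated and 0.132 ± 0.195 CPM in CD8-fated mice (SD, n = 6 and 5). *Zbtb7b* in bin 10 had a log2 fold change of 8.04 (standard error 0.34, edgeR adjusted p = 5.68e-11) and was higher in CD4-fated mice in 5 of 5 pairs. *Zbtb7b* in bin 4 was called in DESeq2, with lane groups in the correction, in the maturation order, without the low-count filter or with transgene-specific clusters left out (log2 fold change 2.66 to 4.12, adjusted p = 4.36e-16 to 0.0374). *Zbtb7b* in bin 4 was called without OT-II replicate 2 (log2 fold change 3.46, adjusted p = 0.00299). In bin 10 the CD8-fated level is set by a few UMIs, so the size of that fold change is uncertain. *Gata3* and *Zbtb7b* were both first called in bin 5, the bin of the first *Cd69* and *Egr1* calls. No gene was called in bin 4, so the first calls put neither lineage difference before the other. In expression, *Gata3* had its highest CD4-fated mean before bin 5, while *Zbtb7b* rose from 42.2 CPM in bin 4 to 109.5 CPM in bin 5 in these mice. This order of expression is the paper's and was not tested. The calls of *Gata3* and *Zbtb7b* in bins 5 and 10 held under each alternative and with each mouse left out.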

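*Runx3* (ENSMUSG00000070691) was 68.5 ± 36.0 CPM in CD4-fated and 134 ± 93.2 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 4. For *Runx3* in bin 4, the log2 fold change was -0.86 (standard error 0.23), with an edgeR adjusted p = 0.416 and counts lower in CD4-fated mice in 5 of 6 pairs. In bin 5 *Runx3* stood at 53.5 ± 13.5 CPM in CD4-fated and 234 ± 46.6 CPM in CD8-fated mice (SD, n = 6 and 6). *Runx3* in bin 5 had a log2 fold change of -2.16 (standard error 0.18, edgeR adjusted p = 2.40e-06) and was lower in CD4-fated mice in 6 of 6 pairs. In bin 10 *Runx3* stood at 56.6 ± 15.3 CPM in CD4-fated and 344 ± 138 CPM in CD8-fated mice (SD, n = 6 and 5). For *Runx3* in bin 10, the log2 fold change was -2.62 (standard error 0.23), with an edgeR adjusted p = 7.28e-07 and counts lower in CD4-fated mice in 5 of 5 pairs. *Runx3* in bin 4 was called in the maturation order, without the low-count filter or with transgene-specific clusters left out (log2 fold change -1.83 to -0.89, adjusted p = 5.43e-04 to 0.00698). In CD8-fated mice its mean rose from 49.4 ± 33.9 CPM in bin 1 to 338 ± 68.7 CPM in bin 6 and was 349 ± 150.0 CPM in bin 8 (SD, n = 5 or 6). In CD4-fated mice it lay between 39.9 and 72.3 CPM from bin 2 on. The calls of *Runx3* in bins 5 and 10 held under each alternative and with each mouse left out.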

Differential upregulation of *Runx3* in CD8-fated cells occurred between pseudotimes 8 and 10, overlapping with DP3 and the second rise in TCR signaling (Fig. 3d). Intracellular flow cytometry in wild-type thymocytes supported the observed timing in differential expression of these transcription factors (Extended Data Fig. 3c). IL-7 and other STAT5 activating cytokines were reported to promote *Runx3* upregulation and the CD8^+^ T cell fate^3^, but we did not observe a lineage-specific increase in STAT5 target gene expression correlating with *Runx3* upregulation (Extended Data Fig. 3d).

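STAT5 targets were followed as the mean of log2(CPM + 1), centered per gene, over *Cish*, *Socs1*, *Socs2*, *Socs3*, *Bcl2* and *Pim1*, a list fixed in advance and not the paper's. In bin 5, where *Runx3* was first called, the mean was -0.20 ± 0.54 in CD4-fated and 0.26 ± 0.72 in CD8-fated mice (SD, n = 6 and 6), lower in CD4-fated mice in 5 of 6 pairs (exact permutation test, p = 0.236, adjusted p = 0.786). In bin 10 it was 0.63 ± 0.53 in CD4-fated and 0.18 ± 0.20 in CD8-fated mice (SD, n = 6 and 5), higher in CD4-fated mice in 5 of 5 pairs (exact permutation test, p = 0.110, adjusted p = 0.786). No bin passed adjustment over the 10 bins (exact permutation tests, smallest p = 0.110, smallest adjusted p = 0.786), and none did under any alternative or with any mouse left out. The difference in bin 5 moved most with a pseudocount of 10 CPM, to -0.062 (exact permutation test, adjusted p = 0.897).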

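*Zbtb7b* was read in single cells of CD8-fated mice, where the share of cells with a UMI depended on the genotype. Over bins 4 to 7, after thinning to 2000 UMIs, 3.35% and 4.83% of OT-I cells had a *Zbtb7b* UMI (9.97% and 6.18% without thinning, at a median of 6363 and 2906 UMIs per cell). In the MHCII-/- mice it was 0.315% (3 cells) and 0.136% (2 cells), against 0.525% and 0.542% without thinning. In the F5 mice it was, without thinning, 0 of 604 and 0 of 938 cells, which allows shares of up to 0.497% and 0.320% of cells with a UMI. CD4-fated mice ranged from 10.6% to 19.05% in thinned cells and from 12.4% to 38.8% without thinning, and cells with fewer UMIs than the thinned depth were left out, 0 to 116 per mouse except 394 in OT-II replicate 2. Quiescent DP-like cells, a type that should lack the gene, had a *Zbtb7b* UMI in 0.492% of cells in CD4-fated and in 0 of 1308 cells in CD8-fated mice, after thinning to the same depth (median 2111 and 2874 UMIs before thinning). The bins leave out OT-I cells on the CD4 branch, itself defined by *Zbtb7b* among other markers, 208 of 1639 and 175 of 1716 trajectory cells, which lowers the late shares by construction. In single bins the thinned share was 5.91% and 5.36% in bin 5 of the OT-I mice and at most 0.763% and 0.787% in bins 8 to 10. With alternative-branch cells kept it was 5.86% and 5.36% in bin 5 and at most 3.17% and 2.50% in bins 8 to 10. Over bins 8 to 10 together it was then 1.87% (1.001% to 3.18%) and 1.83% (0.883% to 3.35%). In bin 5 the intervals were 3.24% to 9.63% and 2.48% to 9.93% (exact 95% intervals, which cover counting error only). The intervals of bin 5 and of bins 8 to 10 overlapped in OT-I replicate 2 and not in OT-I replicate 1. Over bins 4 to 7 together the share was 4.11% (2.83% to 5.75%) and 4.95% (3.68% to 6.49%). This interval lay above that of bins 8 to 10 in OT-I replicate 2 and overlapped it in OT-I replicate 1. In CD4-fated mice it was 19.4% ± 5.99 in bin 5 and 13.7% ± 4.04 in bin 10 (SD, n = 6). *Gata3* had its highest mean in bin 3 in both lineages, at 369 ± 105 CPM in CD4-fated and 312 ± 138 CPM in CD8-fated mice (SD, n = 6 and 6).

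**Figure D1:**
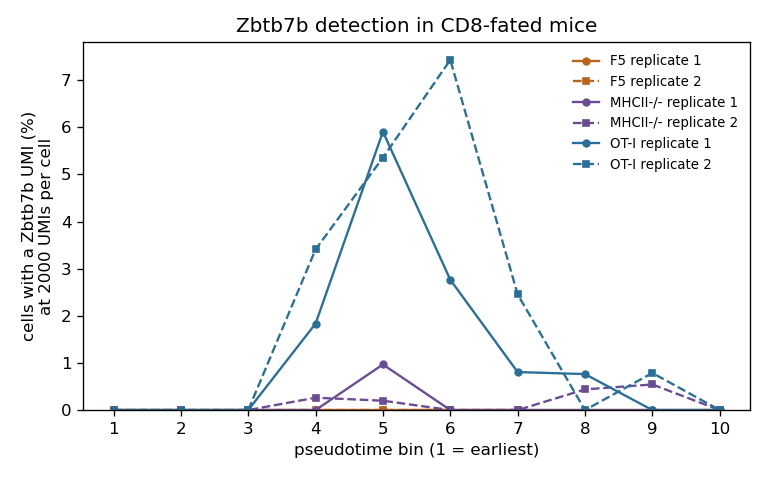
Share of cells with a *Zbtb7b* UMI (percent, each cell thinned to 2000 UMIs) over the 10 pseudotime bins in the CD8-fated mice, 1 line per mouse, with cells on the CD4 branch left out. The OT-I mice lie at 5.91% and 5.36% in bin 5, and the F5 mice at 0 in that bin.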

We observed that *Gata3* induction was followed by a rise in *Zbtb7b* in both lineages, although their expression was lower and more transient in CD8-fated cells compared to CD4-fated cells (Fig. 3c,d and Extended Data Fig. 3b). This suggested that both lineages initially ‘audition’ for the CD4^+^ T cell fate, although MHCI-specific cells do so unsuccessfully. A large rise in *Runx3* expression, which occurred only in CD8-fated cells, overlapped with the decrease in *Zbtb7b* at pseudotime 7–11 (CD4^+^CD8^lo^ and DP3 stages) (Fig. 3c,d), implying that both transcription factors may be transiently co-expressed in CD8-fated cells, in spite of their ability to repress each other’s expression and their reported mutually exclusive expression at later stages^10,28^. 

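Each cell was thinned to 2000 RNA UMIs to count *Zbtb7b* and *Runx3* in the same cell. Cells with fewer were left out, 93 of 776 CD4-fated and 31 of 1450 CD8-fated cells in bin 5. In CD8-fated mice a *Runx3* UMI was found in 7.77% ± 6.43 of cells in bin 1, 33.9% ± 7.95 in bin 5 and 48.8% ± 14.4 in bin 10 (SD, n = 5 or 6). CD4-fated mice had 9.89% ± 3.21 in bin 5 (SD, n = 6). Without thinning the shares of bin 5 were 51.2% of CD8-fated and 15.98% of CD4-fated cells. Quiescent DP-like cells, which should lack *Runx3*, had a UMI in 4.42% of CD4-fated and 3.82% of CD8-fated cells after the same thinning, from median depths of 2111 and 2874 UMIs. With cells on the CD4 branch left out, *Zbtb7b* in CD8-fated mice lay at 2.07% ± 2.79 of cells in bin 5 and at 0.544% ± 0.991 in bin 7 (SD, n = 6).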

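UMIs of *Zbtb7b* and *Runx3* in the same thinned cell were rare. In bin 4 both were found in 2.52% ± 2.92 of CD4-fated and 0.437% ± 0.721 of CD8-fated cells (SD, n = 6 and 6 mice). The share in bin 4 was higher in CD4-fated mice in 4 of 6 pairs (exact permutation test, p = 0.152, adjusted p = 0.216). In bin 5 both were found in 1.45% ± 0.991 of CD4-fated and 0.409% ± 0.635 of CD8-fated cells (SD, n = 6 and 6 mice). The CD8-fated cells with both in bin 5 came from the OT-I mice, at 1.27% and 1.19%, with 0% in the MHCII-/- and F5 mice. The share in bin 5 was higher in CD4-fated mice in 4 of 6 pairs (exact permutation test, p = 0.0779, adjusted p = 0.130). In bin 7 both were found in 1.93% ± 1.32 of CD4-fated and 0.0585% ± 0.143 of CD8-fated cells (SD, n = 6 and 6 mice). The share in bin 7 was higher in CD4-fated mice in 6 of 6 pairs (exact permutation test, p = 0.00216, adjusted p = 0.0216). In bin 8 both were found in 1.52% ± 0.744 of CD4-fated and 0% ± 0 of CD8-fated cells (SD, n = 6 and 5 mice). The share in bin 8 was higher in CD4-fated mice in 5 of 5 pairs (exact permutation test, p = 0.00433, adjusted p = 0.0216). The count of 0 of 826 CD8-fated cells in bin 8 allows a share of up to 0.363%. The difference in bin 4 changed sign after thinning to 1000 UMIs (difference of -0.0725, adjusted exact p = 1). The difference in bin 5 passed in the maturation order (difference of 2.14, adjusted exact p = 0.0346). The difference in bin 7 did not pass after thinning to 1000 UMIs (difference of 0.298, adjusted exact p = 0.758). The difference in bin 8 did not pass with lane groups in the correction, in the maturation order, with named genes kept in the ordering, after thinning to 1000 UMIs or with transgene-specific clusters left out (difference of 0.152 to 1.79, adjusted exact p = 0.0505 to 0.758). The difference in bin 8 did not pass without F5 replicate 1, MHCII-/- replicate 1 or 2, or OT-I replicate 1 or 2 in turn (difference of 1.52, adjusted exact p = 0.0714). Over all CD8-fated cells of bin 5, 5 of 1419 had both (0.352%). Of CD4-fated cells, 9 of 683 had both (1.32%). No quiescent DP-like cell had both, which allows up to 0.295% in CD4-fated and 0.229% in CD8-fated mice. The CD8-fated cells with both in bins 4 to 6 came to 4, 5 and 5, numbers too small to give a course over pseudotime. Without thinning, 1.45% of CD8-fated cells in bin 5 and 0.121% in bin 8 had both. In bin 7 *Zbtb7b* alone was found in 16.4% of CD4-fated and 0.544% of CD8-fated thinned cells. With the genes independent, 1.92% and 0.299% of pooled cells there would have both, against 1.67% and 0.0780% found. In bin 8 it would be 1.22% and 0.111%, against 1.47% and 0%. The lineage difference is thus largely what detection of each gene alone gives. The paper tested co-expression by protein staining.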

In silico flow cytometry of *Zbtb7b* and *Runx3* showed that both CD4- and CD8-fated thymocytes initially upregulated *Zbtb7b*, whereas CD8-fated thymocytes subsequently downregulated *Zbtb7b*, simultaneous with *Runx3* upregulation (Fig. 3e and Extended Data Fig. 4a). To test the co-expression of THPOK and RUNX3 in CD8-fated cells, we performed intracellular flow cytometry in OT-I mice, which have a prominent CD4^+^CD8^lo^ population^23^. Wild-type and OT-II mice were included for comparison. We observed a small population of cells co-expressing THPOK and RUNX3 in the positively selecting OT-I thymocytes and wild-type thymocytes, but not in the OT-II thymocytes (Extended Data Fig. 4b). The expression of RUNX3 in THPOK^+^ OT-I thymocytes was substantially lower than in mature CD8^+^ thymocytes, but was significantly above background, as determined by fluorescence minus one controls and staining of THPOK^+^ OT-II thymocytes (Extended Data Fig. 4c–e). These data suggest that OT-I thymocytes contain a population that recently failed the CD4 audition and were transitioning towards CD8^+^ T cell lineage specification.

The pattern of coreceptor expression and its impact on TCR signaling is a key factor in CD4-CD8 lineage commitment^1–4^. 

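CD4 protein in CD4-fated mice went from 636 ± 109 per 10000 antibody UMIs in bin 1 to its lowest mean, 502 ± 70.8, in bin 3 and 802 ± 252 in bin 5 (SD, n = 5, 6 and 6). In CD8-fated mice it went from 814 ± 272 in bin 1 to 575 ± 295 in bin 3 and 733 ± 473 in bin 5, changes smaller than the spread between those mice. That spread does not bear on the change within each mouse, which is not given for this protein. CD8a protein fell from 769.8 ± 131 in bin 1 to 548 ± 85.5 in bin 3 in CD4-fated and from 831 ± 102 to 555 ± 86.2 in CD8-fated mice. *Cd4* (ENSMUSG00000023274) RNA had its lowest mean in bin 3 in CD4-fated mice, at 123 ± 61.2 CPM after 249 ± 38.3 CPM in bin 1, lower in 5 of 5 mice with both bins. *Cd8a* (ENSMUSG00000053977) RNA fell from 1705 ± 239.6 to 478 ± 201 CPM in CD4-fated and from 1692 ± 519.9 to 522 ± 122 CPM in CD8-fated mice, lower in 5 of 5 and 5 of 5 mice.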

CD4 and CD8 both exhibited an initial dip in expression (the ‘double dull’ stage^24^), followed by a rise in CD4 and a continued decrease in CD8 expression (Fig. 3f). 

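CD8a protein in CD8-fated mice was lowest in bin 5, and its mean had recovered to 657 ± 220.5 per 10000 antibody UMIs in bin 7 and 732 ± 159.8 in bin 9 (SD, n = 6 and 5). Over the same bins CD4 protein fell from 186 ± 71.3 to 54.3 ± 13.3. *Cd8a* RNA in CD8-fated mice had its lowest mean in bin 4, at 456 ± 175 CPM, and stood at 785 ± 328 CPM in bin 6, higher in 5 of 6 mice. *Cd4* RNA fell from 148 ± 105 to 38.0 ± 41.8 CPM between those bins, lower in 6 of 6 mice.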

In CD8-fated cells, CD8 expression recovered as CD4 expression decreased, resulting in the DP3 stage as the cells progressed towards CD8 SP (Fig. 3f). 

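*Cd8a* was 232 ± 201 CPM in CD4-fated and 456 ± 175 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 4. *Cd8a* in bin 4 had a log2 fold change of -1.09 (standard error 0.38, edgeR adjusted p = 0.734) and was lower in CD4-fated mice in 5 of 6 pairs. In bin 5 *Cd8a* stood at 93.3 ± 56.9 CPM in CD4-fated and 515 ± 283 CPM in CD8-fated mice (SD, n = 6 and 6). For *Cd8a* in bin 5, the log2 fold change was -2.38 (standard error 0.43), with an edgeR adjusted p = 0.00566 and counts lower in CD4-fated mice in 5 of 6 pairs. In bin 10 *Cd8a* stood at 10.5 ± 9.77 CPM in CD4-fated and 695 ± 145 CPM in CD8-fated mice (SD, n = 6 and 5). *Cd8a* in bin 10 had a log2 fold change of -5.96 (standard error 0.36, edgeR adjusted p = 5.95e-09) and was lower in CD4-fated mice in 5 of 5 pairs. *Cd8a* in bin 4 was called without the low-count filter or with transgene-specific clusters left out (log2 fold change -2.14 to -1.12, adjusted p = 2.38e-05 to 0.0168). *Cd8a* in bin 4 was called without OT-II replicate 2 (log2 fold change -1.60, adjusted p = 0.00133). *Cd4* was 219 ± 74.7 CPM in CD4-fated and 125 ± 78.0 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. For *Cd4* in bin 5, the log2 fold change was 0.95 (standard error 0.39), with an edgeR adjusted p = 0.288 and counts higher in CD4-fated mice in 4 of 6 pairs. In bin 6 *Cd4* stood at 208 ± 45.07 CPM in CD4-fated and 38.0 ± 41.8 CPM in CD8-fated mice (SD, n = 6 and 6). *Cd4* in bin 6 had a log2 fold change of 2.81 (standard error 0.44, edgeR adjusted p = 9.77e-04) and was higher in CD4-fated mice in 6 of 6 pairs. In bin 10 *Cd4* stood at 201 ± 34.6 CPM in CD4-fated and 3.27 ± 2.89 CPM in CD8-fated mice (SD, n = 6 and 5). For *Cd4* in bin 10, the log2 fold change was 5.82 (standard error 0.25), with an edgeR adjusted p = 6.44e-11 and counts higher in CD4-fated mice in 5 of 5 pairs. *Cd4* in bin 5 was called in the maturation order, without the low-count filter or with transgene-specific clusters left out (log2 fold change 0.93 to 1.75, adjusted p = 7.09e-04 to 0.0428). *Cd8a* was thus called from bin 5, the bin of the first *Zbtb7b* and *Runx3* calls, and *Cd4* from bin 6. The calls of *Cd8a* in bins 5 and 10 and of *Cd4* in bins 6 and 10 held under each alternative and with each mouse left out.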

*Cd8a* became significantly differentially expressed between lineages at pseudotime 6, which corresponded to the rise in *Zbtb7b*, and *Cd4* became differentially expressed at pseudotime 9, which corresponded to the preferential expression of *Runx3* in the CD8^+^ T cell lineage (Fig. 3g). In CD4-fated cells, CD4 expression remained relatively high and was not correlated with expression of *Cd69* and *Egr1* (Fig. 3a,f). 

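From bin 5 to bin 10 the CD4-fated mean of CD4 protein ran from 802 to 1091 per 10000 antibody UMIs, without a fall. *Cd69* fell from 215 to 48.7 CPM, lower in 6 of 6 mice, and *Egr1* from 187 to 61.4 CPM, lower in 6 of 6 mice. *Cd4* RNA in these mice stayed between 201 and 221 CPM over those bins. No correlation is given, since the bins of 1 mouse are not independent samples.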

The gradual decline in TCR signal after pseudotime 3 was likely due to negative feedback, including induction of the ERK signaling inhibitors *Dusp2/5* (Extended Data Fig. 3b)^29,30^. In contrast, in CD8-fated cells, the faster decline in TCR signaling during the first wave coincided with declining CD8 expression (Fig. 3a,f), as predicted by the kinetic signaling model^3^. Moreover, the second rise in TCR signaling (pseudotimes 8–10) correlated with the rise in CD8 expression (Fig. 3a,f). Thus, the role of CD8 in facilitating MHCI recognition, together with other factors that increase thymocyte sensitivity to TCR signals at later developmental stages^7,9,31^ could explain the second TCR signaling wave. Together, these analyses indicated the existence of an initial CD4^+^ T cell lineage auditioning phase for both MHCI- and MHCII-specific thymocytes and were consistent with a role for TCR signaling in late CD8^+^ T cell lineage specification^5–8^ (Extended Data Fig. 5).

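*Dusp2* (ENSMUSG00000027368) was 172 ± 62.0 CPM in CD4-fated and 253 ± 111.5 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 6. *Dusp2* in bin 6 had a log2 fold change of -0.50 (standard error 0.23, edgeR adjusted p = 0.324) and was lower in CD4-fated mice in 5 of 6 pairs. *Dusp2* in bin 6 was called without OT-I replicate 2 (log2 fold change -0.64, adjusted p = 0.0491). Its CD4-fated mean was highest in bin 3, at 306 ± 179.5 CPM against 256 ± 97.6 CPM in bin 1, a change within the spread between mice. *Dusp5* (ENSMUSG00000034765) was 43.7 ± 8.22 CPM in CD4-fated and 25.7 ± 7.74 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 6. For *Dusp5* in bin 6, the log2 fold change was 0.80 (standard error 0.20), with an edgeR adjusted p = 0.0346 and counts higher in CD4-fated mice in 6 of 6 pairs. *Dusp5* in bin 6 was no longer called with alternative-branch cells kept, with lane groups in the correction, in the maturation order or without the family covariate (log2 fold change 0.73 to 0.81, adjusted p = 0.0594 to 0.137). *Dusp5* in bin 6 was no longer called without AND replicate 1 or 2, F5 replicate 2, MHCI-/- replicate 1 or 2, MHCII-/- replicate 1 or 2, or OT-II replicate 2 in turn (log2 fold change 0.68 to 0.83, adjusted p = 0.0514 to 0.125). *Dusp5* in bin 6 changed sign with transgene-specific clusters left out (log2 fold change -0.026, adjusted p = 0.996). In CD4-fated mice *Dusp5* rose from 32.4 ± 20.6 CPM in bin 3 to 50.6 ± 17.1 CPM in bin 5, higher in 5 of 6 mice. Over the bins both genes changed by edgeR's F-test, *Dusp2* with adjusted p = 3.62e-05 in CD4-fated and adjusted p = 3.91e-06 in CD8-fated mice and *Dusp5* with adjusted p = 1.45e-08 and adjusted p = 2.79e-09.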

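In CD8-fated mice the mean of *Cd8a* had recovered by bin 6 and stayed between 695 and 896 CPM through bin 10. Over the same bins *Egr1* went from 115 CPM in bin 6 to 54.3 CPM in bin 9, lower in 5 of 5 mice with both bins. *Cd69* went from 95.7 to 67.4 CPM, lower in 4 of 5. Between bins 4 and 6, where *Cd8a* rose, *Cd69* was higher in the later bin in 4 of 6 CD8-fated mice and *Egr1* in 2 of 6. From bin 5 to bin 6 the mean of *Cd8a* went from 515 to 785 CPM, higher in 6 of 6 CD8-fated mice, that of *Egr1* from 87.3 ± 34.1 to 115 ± 32.6 CPM, higher in 6 of 6, and that of *Cd69* from 88.1 ± 34.4 to 95.7 ± 34.6 CPM, higher in 5 of 6 (SD, n = 6).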

### Differential expression implicates lineage drivers

To systematically investigate CD4-CD8 lineage divergence, we performed totalVI differential expression tests between lineage-restricted thymocytes within equivalent units of pseudotime. 

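Within a bin, edgeR called 2 of 4561 genes in bin 1, 1 of 6347 in bin 2 and 0 in bins 3 and 4. In bins 3 and 4, 211 of 6153 and 345 of 6270 genes had an unadjusted p under 0.05, and DESeq2 called 1 and 9. From bin 5 to bin 10 edgeR called 178, 278, 374, 413, 601 and 904 genes. In bin 10, 444 were higher in CD4-fated and 460 in CD8-fated mice. Of the 111 proteins, edgeR called none in bins 1 to 5, where 11, 9, 11, 10 and 15 had an unadjusted p under 0.05. With library size alone as scaling it called none in those bins either. In bins 6 to 10 the proteins called came to 4, 14, 10, 10 and 10. The bin in which calls began depended on the processing. Without the low-count filter, 59 genes were called in bin 1 and 92 in bin 4, and with transgene-specific clusters left out 104 in bin 4. In the maturation order, 21 genes were called in bin 4 and 43 in bin 5. Leaving out a mouse moved some counts by over 1.5 times. In bin 5 there were 102 without AND replicate 1, 103 without F5 replicate 1, 74 without MHCI-/- replicate 1, 70 without MHCI-/- replicate 2, 91 without AND replicate 2, 73 without MHCII-/- replicate 1, 79 without MHCII-/- replicate 2, 105 without F5 replicate 2, 285 without OT-I replicate 1 and 270 without OT-I replicate 2. In bin 6 there were 185 without AND replicate 2, 185 without MHCII-/- replicate 1, 181 without F5 replicate 2 and 464 without OT-I replicate 2. In bin 8 there were 230 without MHCI-/- replicate 1, 221 without MHCI-/- replicate 2, 245 without MHCII-/- replicate 1 and 226 without MHCII-/- replicate 2. In bin 9 there were 310 without MHCI-/- replicate 1, 293 without MHCI-/- replicate 2, 351 without MHCII-/- replicate 1 and 311 without MHCII-/- replicate 2. In bin 10 there were 487 without MHCI-/- replicate 2, 584 without MHCII-/- replicate 1, 495 without MHCII-/- replicate 2 and 1502 without OT-I replicate 2. In bins 1 to 4 they ranged over 0 to 7, 1 to 19, 0 to 2 and 0 to 8, the last with 8 without OT-II replicate 2.

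Of the genes the paper names, 14 of the 30 tested in bin 5 were called over all genes and 22 when adjusted over the list alone. In bin 4 it was 0 over all genes and 13 adjusted over the list alone, of 30, and in bin 10 14 and 16 of 32. The study chose the list on these samples, so the count over the list alone is not independent evidence.

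**Figure D2:**
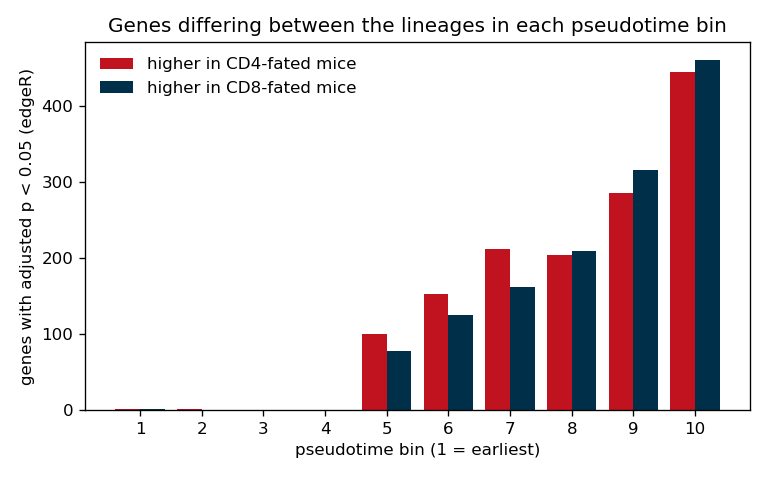
Number of genes called between CD4-fated and CD8-fated mice (edgeR adjusted p under 0.05) in each of the 10 pseudotime bins. The counts go from 2 in bin 1 and 0 in bins 3 and 4 to 904 in bin 10.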

We found no substantial differences in RNA or protein expression between the lineages at the early DP stages, but differential expression accumulated throughout maturation (Fig. 4a, Supplementary Data 7 and Supplementary Information). This analysis resulted in a set of 302 genes with significantly higher expression in CD4-fated thymocytes (hereafter CD4-DE), 397 genes with significantly higher expression in CD8-fated thymocytes (CD8-DE) and 92 genes with higher expression in each lineage in at least one pseudotime unit that were included in both sets (Extended Data Fig. 6a,b). 

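Over the 10 bins, 716 genes were called higher in CD4-fated and 711 higher in CD8-fated mice in at least one bin, of 8151 genes tested in any bin. Both sets held 19 genes. The bins of pseudotime, the test and the unit of replication are not those of the paper, so the sets are not the same kind of count. Without the low-count filter these numbers were 1114 and 1350, with 60 in both sets, of 17467 genes tested. With a mouse left out they ranged from 397 and 424 without MHCI-/- replicate 2 to 1046 and 1091 without OT-I replicate 2. They were 403 and 434 without MHCII-/- replicate 2, 439 and 472 without MHCII-/- replicate 1 and 456 and 482 without MHCI-/- replicate 1.

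Bin 10 had the most calls. Of its genes with a mean of at least 10 CPM and the same sign in all 5 pairs of mice present, those with the smallest p were *Zbtb7b*, *Cd4*, *St8sia6*, *Cd40lg* and *Tmem64*, higher in CD4-fated mice, and *Cd8b1*, *Itgae*, *Plac8*, *Cd8a* and *Nkg7*, higher in CD8-fated mice. All of them except *Tmem64* and *Plac8* are markers by which the branches were assigned, and cells of the other branch were left out, so that this order of genes is in part set by that step. With alternative-branch cells kept each was still called in the same direction, with a log2 fold change of 6.13 for *Zbtb7b*, 2.48 for *Tmem64*, -5.10 for *Itgae* and -4.15 for *Plac8*. *St8sia6* (ENSMUSG00000003418) was 47.1 ± 15.2 CPM in CD4-fated and 0.252 ± 0.393 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 10. *St8sia6* had a log2 fold change of 6.02 there (standard error 0.41, edgeR adjusted p = 2.79e-08), with the same sign in all 5 pairs. *Tmem64* (ENSMUSG00000043252) was 66.7 ± 19.6 CPM in CD4-fated and 11.9 ± 5.29 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 10. *Tmem64* had a log2 fold change of 2.55 there (standard error 0.20, edgeR adjusted p = 2.27e-07), with the same sign in all 5 pairs. *Cd8b1* (ENSMUSG00000053044) was 52.1 ± 18.4 CPM in CD4-fated and 1209 ± 157 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 10. *Cd8b1* had a log2 fold change of -4.58 there (standard error 0.18, edgeR adjusted p = 5.11e-11), with the same sign in all 5 pairs. *Itgae* (ENSMUSG00000005947) was 2.07 ± 2.71 CPM in CD4-fated and 149.7 ± 44.0 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 10. *Itgae* had a log2 fold change of -6.86 there (standard error 0.38, edgeR adjusted p = 2.11e-09), with the same sign in all 5 pairs. *Plac8* (ENSMUSG00000029322) was 6.67 ± 7.88 CPM in CD4-fated and 327 ± 151 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 10. *Plac8* had a log2 fold change of -6.18 there (standard error 0.36, edgeR adjusted p = 4.26e-09), with the same sign in all 5 pairs. The calls of these last 5 genes in bin 10 held under each alternative and with each mouse left out.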

The genes in each set were clustered by their expression in cells of the corresponding lineage (Fig. 4b,c and Supplementary Data 8 and 9). 

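The clusters of Supplementary Data 8, which lists the CD4-DE genes, were followed as the mean over genes of log2(CPM + 1), centered per gene, in each mouse and bin. All its genes were found in the counts except in cluster 1, where 45 of 46 were. The study chose these genes on the same samples, so a higher mean in CD4-fated mice is not independent evidence. By the exact test, 25 of the clusters and bins passed adjustment, and in the maturation order, the alternative that moved this number most, 14 did. Cluster 0 fell over pseudotime in both lineages. In bin 6 the mean of CD4-DE cluster 0 was 0.18 ± 0.17 in CD4-fated and -0.30 ± 0.18 in CD8-fated mice (SD, n = 6 and 6). CD4-DE cluster 0 was higher in CD4-fated mice in 6 of 6 pairs in bin 6 (exact permutation test, p = 0.00216, adjusted p = 0.0122). Cluster 2 had its highest mean in bin 5 in both lineages. In bin 5 the mean of CD4-DE cluster 2 was 1.39 ± 0.37 in CD4-fated and 0.44 ± 0.71 in CD8-fated mice (SD, n = 6 and 6). CD4-DE cluster 2 was higher in CD4-fated mice in 5 of 6 pairs in bin 5 (exact permutation test, p = 0.013, adjusted p = 0.0468). Cluster 3 rose late in CD4-fated mice. In bin 5 the mean of CD4-DE cluster 3 was -0.56 ± 0.37 in CD4-fated and -0.15 ± 0.20 in CD8-fated mice (SD, n = 6 and 6). CD4-DE cluster 3 was lower in CD4-fated mice in 6 of 6 pairs in bin 5 (exact permutation test, p = 0.013, adjusted p = 0.0468). In bin 10 the mean of CD4-DE cluster 3 was 1.84 ± 0.44 in CD4-fated and 0.29 ± 0.27 in CD8-fated mice (SD, n = 6 and 5). CD4-DE cluster 3 was higher in CD4-fated mice in 5 of 5 pairs in bin 10 (exact permutation test, p = 0.00433, adjusted p = 0.0195). In bin 9 the mean of CD4-DE cluster 8 was -0.020 ± 0.26 in CD4-fated and 1.18 ± 0.37 in CD8-fated mice (SD, n = 6 and 5). CD4-DE cluster 8 was lower in CD4-fated mice in 5 of 5 pairs in bin 9 (exact permutation test, p = 0.00216, adjusted p = 0.0122). CD4-DE cluster 0 in bin 6 did not pass with lane groups in the correction or in the maturation order (difference of 0.14 to 0.41, adjusted exact p = 0.101 to 0.519). CD4-DE cluster 2 in bin 5 did not pass with lane groups in the correction or in the maturation order (difference of 0.60 to 0.92, adjusted exact p = 0.0599 to 0.295). CD4-DE cluster 2 in bin 5 did not pass without AND replicate 1 or 2, F5 replicate 1 or 2, MHCI-/- replicate 1 or 2, MHCII-/- replicate 1 or 2, or OT-II replicate 1 in turn (difference of 0.73 to 1.03, adjusted exact p = 0.0508 to 0.101). CD4-DE cluster 3 in bin 5 did not pass with doublets kept, with lane groups in the correction, without the protein filters or with a pseudocount of 10 CPM (difference of -0.38 to -0.23, adjusted exact p = 0.0505 to 0.239). CD4-DE cluster 3 in bin 5 did not pass without AND replicate 2, F5 replicate 1 or 2, MHCI-/- replicate 1 or 2, MHCII-/- replicate 1 or 2, or OT-II replicate 1 or 2 in turn (difference of -0.44 to -0.28, adjusted exact p = 0.0899 to 0.123). CD4-DE cluster 3 in bin 5 changed sign in the maturation order or with transgene-specific clusters left out (difference of 0.21 to 0.23, adjusted exact p = 0.323 to 0.500). CD4-DE cluster 3 in bin 10 did not pass with transgene-specific clusters left out (difference of 1.24, adjusted exact p = 0.0545). CD4-DE cluster 8 in bin 9 did not pass in the maturation order (difference of -0.94, adjusted exact p = 0.0682). The copy of Supplementary Data 9 used here holds 396 CD8-DE genes where the paper gives 397, so its clusters were described and not tested.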

Inspection of mean gene expression of each cluster over pseudotime reflected temporal variations in expression (Fig. 4b–d). For example, CD4-DE cluster 5 and CD8-DE cluster 1 showed a late divergence in expression of transcription factors and genes related to effector functions in their respective lineages (*Zbtb7b* and *Cd40lg* in CD4-fated cells, and *Runx3* and *Nkg7* in CD8-fated cells). 

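In bin 5 the mean of CD4-DE cluster 5 was 1.08 ± 0.50 in CD4-fated and 0.15 ± 0.70 in CD8-fated mice (SD, n = 6 and 6). CD4-DE cluster 5 was higher in CD4-fated mice in 5 of 6 pairs in bin 5 (exact permutation test, p = 0.0238, adjusted p = 0.0739). In bin 6 the mean of CD4-DE cluster 5 was 1.57 ± 0.55 in CD4-fated and 0.16 ± 0.64 in CD8-fated mice (SD, n = 6 and 6). CD4-DE cluster 5 was higher in CD4-fated mice in 5 of 6 pairs in bin 6 (exact permutation test, p = 0.00433, adjusted p = 0.0195). In bin 10 the mean of CD4-DE cluster 5 was 1.05 ± 0.33 in CD4-fated and -0.39 ± 0.55 in CD8-fated mice (SD, n = 6 and 5). CD4-DE cluster 5 was higher in CD4-fated mice in 5 of 5 pairs in bin 10 (exact permutation test, p = 0.00216, adjusted p = 0.0122). CD4-DE cluster 5 in bin 5 passed with a pseudocount of 10 CPM (difference of 0.56, adjusted exact p = 0.0348). CD4-DE cluster 5 in bin 5 passed without OT-I replicate 1 or OT-II replicate 2 in turn (difference of 1.05 to 1.12, adjusted exact p = 0.0265 to 0.0406). *Cd40lg* (ENSMUSG00000031132) encodes CD40 ligand. *Cd40lg* was 142 ± 80.3 CPM in CD4-fated and 22.6 ± 22.4 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. *Cd40lg* in bin 5 had a log2 fold change of 2.76 (standard error 0.51, edgeR adjusted p = 0.00577) and was higher in CD4-fated mice in 6 of 6 pairs. In bin 10 *Cd40lg* stood at 68.9 ± 26.8 CPM in CD4-fated and 1.38 ± 0.971 CPM in CD8-fated mice (SD, n = 6 and 5). For *Cd40lg* in bin 10, the log2 fold change was 5.17 (standard error 0.40), with an edgeR adjusted p = 1.97e-07 and counts higher in CD4-fated mice in 5 of 5 pairs.

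The genes of CD8-DE cluster 1 in the copy used here had a mean of -0.93 ± 0.58 in bin 3, 0.59 ± 0.37 in bin 6 and 2.09 ± 0.30 in bin 10 in CD8-fated mice (centered log2 scale, SD). In CD4-fated mice it was -1.26 ± 0.30, -0.77 ± 0.31 and 1.05 ± 0.31 in the same bins. *Nkg7* (ENSMUSG00000004612) encodes a protein of cytotoxic granules. *Nkg7* was 1.15 ± 2.82 CPM in CD4-fated and 82.3 ± 69.97 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. *Nkg7* in bin 5 had a log2 fold change of -6.60 (standard error 0.42, edgeR adjusted p = 7.64e-08) and was lower in CD4-fated mice in 6 of 6 pairs. Its CD4-fated level there comes from AND replicate 1, at 6.90 CPM, with 0 in each of the other CD4-fated mice. The size of that fold change is therefore uncertain. In bin 10 *Nkg7* stood at 8.24 ± 10.9 CPM in CD4-fated and 665 ± 222 CPM in CD8-fated mice (SD, n = 6 and 5). For *Nkg7* in bin 10, the log2 fold change was -7.27 (standard error 0.44), with an edgeR adjusted p = 6.69e-09 and counts lower in CD4-fated mice in 5 of 5 pairs. The calls of *Cd40lg* and *Nkg7* in bins 5 and 10 held under each alternative and with each mouse left out.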

Three clusters (CD4-DE clusters 4 and 7 and CD8-DE cluster 3) were significantly enriched for TCR target genes (hypergeometric test, Benjamini–Hochberg -adjusted *P* < 0.05). 

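CD4-DE cluster 7 holds *Cd69* and *Egr1*. In bin 5 the mean of CD4-DE cluster 7 was 0.64 ± 0.59 in CD4-fated and -0.17 ± 0.32 in CD8-fated mice (SD, n = 6 and 6). CD4-DE cluster 7 was higher in CD4-fated mice in 6 of 6 pairs in bin 5 (exact permutation test, p = 0.0281, adjusted p = 0.0817). In bin 10 the mean of CD4-DE cluster 7 was -0.68 ± 0.66 in CD4-fated and -0.60 ± 0.43 in CD8-fated mice (SD, n = 6 and 5). CD4-DE cluster 7 was lower in CD4-fated mice in 3 of 5 pairs in bin 10 (exact permutation test, p = 0.838, adjusted p = 0.916). CD4-DE cluster 7 in bin 5 passed with named genes kept in the ordering or with a pseudocount of 10 CPM (difference of 0.58 to 1.04, adjusted exact p = 0.0254 to 0.0348). CD4-DE cluster 7 in bin 5 passed without OT-II replicate 2 (difference of 1.00, adjusted exact p = 0.0265). CD4-DE cluster 7 in bin 10 changed sign with alternative-branch cells kept or in the maturation order (difference of 0.0039 to 0.15, adjusted exact p = 0.762 to 0.989). CD4-DE cluster 7 in bin 10 changed sign without MHCII-/- replicate 1 or 2, or OT-II replicate 2 in turn (difference of 0.018 to 0.16, adjusted exact p = 0.735 to 0.987). Its CD8-fated mean was 0.40 ± 0.54 in bin 3 and 0.15 ± 0.41 in bin 6. The genes of CD8-DE cluster 3 in the copy used here had a CD8-fated mean of 0.54 ± 0.39 in bin 3, -0.053 ± 0.19 in bin 5, 0.16 ± 0.18 in bin 6 and -0.15 ± 0.19 in bin 9. Their CD4-fated mean was 0.27 ± 0.46 in bin 5 and -0.59 ± 0.23 in bin 9.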

CD4-DE cluster 7 and CD8-DE cluster 3 contained overlapping TCR target genes, including *Cd69* and *Egr1*, and showed an early expression peak that was more sustained in CD4-fated relative to CD8-fated cells, and a second peak, specifically in CD8-fated cells (Fig. 4b–d). TCR target genes in CD4-DE cluster 4, including *Cd5* and *Gata3*, displayed a similarly early, single peak, which was more sustained for CD4-fated cells (Fig. 4b,d). 

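In bin 5 the mean of CD4-DE cluster 4 was 0.76 ± 0.44 in CD4-fated and -0.23 ± 0.18 in CD8-fated mice (SD, n = 6 and 6). CD4-DE cluster 4 was higher in CD4-fated mice in 6 of 6 pairs in bin 5 (exact permutation test, p = 0.00433, adjusted p = 0.0195). In bin 8 the mean of CD4-DE cluster 4 was -0.41 ± 0.11 in CD4-fated and -0.70 ± 0.13 in CD8-fated mice (SD, n = 6 and 5). CD4-DE cluster 4 was higher in CD4-fated mice in 5 of 5 pairs in bin 8 (exact permutation test, p = 0.00649, adjusted p = 0.0266). CD4-DE cluster 4 in bin 5 did not pass in the maturation order (difference of 0.38, adjusted exact p = 0.295). CD4-DE cluster 4 in bin 8 did not pass in the maturation order (difference of 0.16, adjusted exact p = 0.614). CD4-DE cluster 4 in bin 8 did not pass without AND replicate 2, F5 replicate 1, MHCI-/- replicate 1 or 2, MHCII-/- replicate 1 or 2, or OT-II replicate 1 in turn (difference of 0.27 to 0.30, adjusted exact p = 0.0536 to 0.0621). CD4-DE cluster 4 in bin 8 changed sign with transgene-specific clusters left out (difference of -0.012, adjusted exact p = 0.946). In CD8-fated mice its mean fell from 0.89 ± 0.73 in bin 3 to -0.98 ± 0.46 in bin 10. *Cd5* (ENSMUSG00000024669) was 424 ± 65.3 CPM in CD4-fated and 122 ± 50.2 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. *Cd5* in bin 5 had a log2 fold change of 1.83 (standard error 0.20, edgeR adjusted p = 8.10e-05) and was higher in CD4-fated mice in 6 of 6 pairs. In bin 10 *Cd5* stood at 175 ± 84.3 CPM in CD4-fated and 126 ± 17.4 CPM in CD8-fated mice (SD, n = 6 and 5). For *Cd5* in bin 10, the log2 fold change was 0.53 (standard error 0.22), with an edgeR adjusted p = 0.130 and counts higher in CD4-fated mice in 3 of 5 pairs. *Cd5* in bin 5 was no longer called in the maturation order (log2 fold change 0.58, adjusted p = 0.259). *Cd5* in bin 10 was called without OT-I replicate 1 (log2 fold change 0.74, adjusted p = 0.0129).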

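In the copy of Supplementary Data 9 used here, the genes of CD8-DE cluster 0 had a CD8-fated mean of 1.61 ± 0.20 in bin 1, 0.43 ± 0.087 in bin 4, 0.070 ± 0.14 in bin 6 and -0.40 ± 0.068 in bin 9 (centered log2 scale, SD). Their CD4-fated mean was 0.026 ± 0.54 in bin 4 and -0.75 ± 0.15 in bin 6. Those of CD8-DE cluster 4 had a CD8-fated mean of -0.51 ± 0.74 in bin 3, 0.61 ± 0.35 in bin 5 and 0.55 ± 0.11 in bin 7, and a CD4-fated mean of -0.20 ± 0.17 in bin 5 and 0.062 ± 0.29 in bin 7. These are descriptions of genes the study chose on the same samples.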

CD8-DE clusters 0 and 4 exhibited increased expression in CD8-fated cells just before the second rise in TCR signaling and contained genes implicated in modulating TCR sensitivity (Fig. 4c). These included *Cd8a*, which is required for MHCI recognition and *Themis*, which modulates TCR signal strength during positive selection^32^ in CD8-DE cluster 0, and the ion channel component genes *Kcna2* and *Tmie*, which contribute to enhancing TCR sensitivity in thymocytes with low self-reactivity^31^, in CD8-DE cluster 4.

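*Themis* (ENSMUSG00000049109) was 96.8 ± 31.1 CPM in CD4-fated and 131 ± 31.8 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 7. *Themis* in bin 7 had a log2 fold change of -0.47 (standard error 0.16, edgeR adjusted p = 0.102) and was lower in CD4-fated mice in 5 of 6 pairs. *Themis* in bin 7 was called without OT-I replicate 1 or OT-II replicate 2 in turn (log2 fold change -0.59 to -0.57, adjusted p = 0.00699 to 0.0299). *Kcna2* (ENSMUSG00000040724) was 3.46 ± 2.57 CPM in CD4-fated and 22.8 ± 5.1998 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 6. For *Kcna2* in bin 6, the log2 fold change was -3.14 (standard error 0.35), with an edgeR adjusted p = 2.85e-05 and counts lower in CD4-fated mice in 6 of 6 pairs. This call of *Kcna2* held under each alternative and with each mouse left out. *Tmie* (ENSMUSG00000049555) was 18.1 ± 7.50 CPM in CD4-fated and 9.79 ± 11.5 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 10. *Tmie* in bin 10 had a log2 fold change of 0.78 (standard error 0.32, edgeR adjusted p = 0.119) and was higher in CD4-fated mice in 4 of 5 pairs. In bin 5 its means were 4.84 ± 5.75 CPM in CD4-fated and 12.2 ± 14.2 CPM in CD8-fated mice (SD, n = 6 and 6). *Tmie* in bin 10 was called without MHCII-/- replicate 1 (log2 fold change 1.23, adjusted p = 0.0344).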

**Fig. 4:**
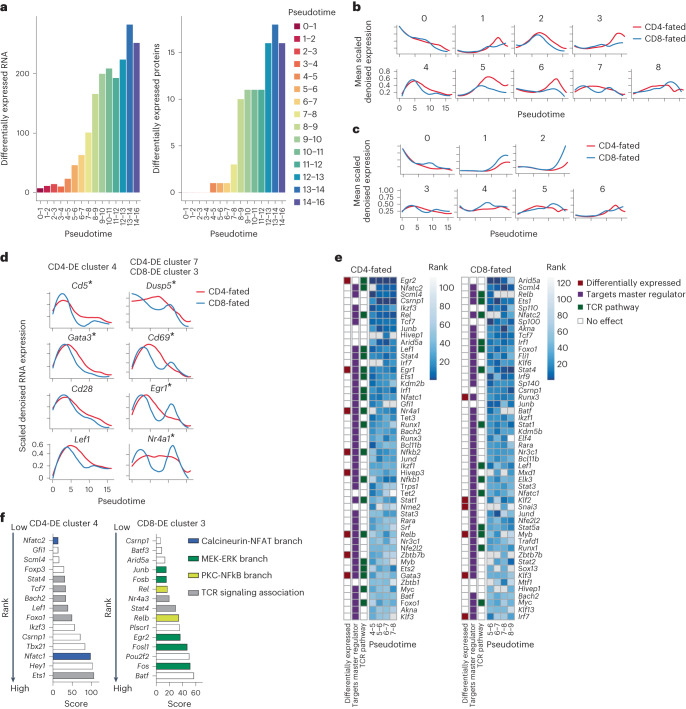
Gene expression differences between CD4-fated and CD8-fated cells implicate putative drivers of lineage commitment. **a**, Number of differentially expressed features between CD4-fated (MHCI^−/−^, OT-II and AND) and CD8-fated (MHCII^−/−^, OT-I and F5) cells across pseudotime. **b**, Genes (RNA) upregulated in CD4-fated versus CD8-fated cells scaled per gene and clustered by the Leiden algorithm according to expression in CD4-fated cells. Expression over pseudotime per cluster is displayed as the mean of scaled totalVI denoised expression per gene for genes in a cluster, smoothed by loess curves. **c**, As in **b**, but for genes upregulated in CD8-fated cells, clustered according to expression in CD8-fated cells. **d**, Expression over pseudotime of selected TCR target genes that are differentially expressed between the two lineages and putative targets of *Nfatc2*, according to ChEA3. Asterisk indicates genes differentially expressed during the time windows used for ranking in **e**. totalVI denoised expression values are scaled per gene and smoothed by loess curves. **e**, Transcription factor enrichment analysis by ChEA3 for CD4-lineage-specific differentially expressed genes (left). Transcription factors are ranked by mean enrichment in the three pseudotime bins before *Zbtb7b* differential expression (pseudotime 4–7; pseudotime 7–8 is for visualization only). Gray indicates genes detected in less than 5% of cells in the relevant population. ‘Differentially expressed’ indicates significant upregulation in at least one of the relevant time bins. ‘Targets master regulator’ indicates a transcription factor that targets either *Gata3*, *Runx3*, or *Zbtb7b* in ChEA3 databases. ‘TCR pathway’ indicates membership in NetPath^34^ TCR Signaling Pathway, genes transcriptionally upregulated by TCR signaling, or genes with literature support for TCR pathway membership. Right column is the same as the left but for CD8 lineage-specific differentially expressed genes, with ranking by mean enrichment in the three pseudotime bins before *Runx3* differential expression (pseudotime 5–8; pseudotime 8–9 is for visualization only). **f**, Transcription factor enrichment analysis for TCR target-enriched gene clusters. The top 15 transcription factors enriched in the gene sets are shown. Colors represent transcription factors activated by the respective branch of TCR signaling. Gray indicates additional transcription factors associated with TCR signaling based on Netpath^34^. In **e** and **f**, lower ranks and lower scores are better (meaning more enrichment).

To identify which transcription factors may influence lineage commitment, we focused on pseudotimes 4–7, just after differential gene expression was first detected and before *Zbtb7b* induction, for the CD4^+^ T cell lineage, and pseudotimes 5–8, just before *Runx3* induction, for the CD8^+^ T cell lineage. We performed transcription factor enrichment analysis with ChEA3, which identifies the transcription factors most likely to explain the expression of a set of target genes^33^. We used differentially expressed genes between lineages in each unit of pseudotime as the target gene sets (Fig. 4e and Supplementary Data 10 and 11). For each transcription factor, we also considered known associations with TCR signaling^34^, evidence that it regulates *Gata3*, *Zbtb7b* or *Runx*^33^, and whether the transcription factor itself was differentially expressed at the relevant pseudotime. In CD4-lineage cells, several top-ranked transcription factors by ChEA3 were associated with TCR signaling pathways (*Egr2*, *Nfatc2*, *Egr1*, *Nfatc1* and *Rel*) (Fig. 4e). 

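ChEA3 ranks were not recomputed here, and the counts give the expression of these transcription factors. *Egr2* (ENSMUSG00000037868) was 45.8 ± 25.9 CPM in CD4-fated and 19.6 ± 14.05 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. For *Egr2* in bin 5, the log2 fold change was 1.16 (standard error 0.31), with an edgeR adjusted p = 0.0517 and counts higher in CD4-fated mice in 6 of 6 pairs. *Egr2* in bin 5 was called in DESeq2, with doublets kept, with lane groups in the correction, with named genes kept in the ordering or without the low-count filter (log2 fold change 1.14 to 1.47, adjusted p = 2.24e-04 to 0.0424). *Egr2* in bin 5 was called without OT-I replicate 1 or 2, or OT-II replicate 2 in turn (log2 fold change 1.10 to 1.34, adjusted p = 0.0071 to 0.0347). *Nfatc2* (ENSMUSG00000027544) was 23.4 ± 7.16 CPM in CD4-fated and 13.98 ± 6.3999 CPM in CD8-fated mice (SD, n = 6 and 5) in bin 9. *Nfatc2* in bin 9 had a log2 fold change of 0.74 (standard error 0.25, edgeR adjusted p = 0.0903) and was higher in CD4-fated mice in 5 of 5 pairs. *Nfatc2* in bin 9 was called with lane groups in the correction (log2 fold change 0.78, adjusted p = 0.0316). *Nfatc1* (ENSMUSG00000033016) was 21.6 ± 4.86 CPM in CD4-fated and 35.3 ± 11.2 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 6. For *Nfatc1* in bin 6, the log2 fold change was -0.71 (standard error 0.23), with an edgeR adjusted p = 0.116 and counts lower in CD4-fated mice in 6 of 6 pairs. *Nfatc1* in bin 6 was called without the low-count filter (log2 fold change -0.74, adjusted p = 0.0327). *Nfatc1* in bin 6 was called without MHCII-/- replicate 1 (log2 fold change -0.86, adjusted p = 0.0463). *Nfatc1* in bin 6 changed sign in the maturation order (log2 fold change 0.018, adjusted p = 1). *Rel* (ENSMUSG00000020275) was 54.6 ± 16.9 CPM in CD4-fated and 31.8 ± 11.5 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. *Rel* in bin 5 had a log2 fold change of 0.89 (standard error 0.21, edgeR adjusted p = 0.0314) and was higher in CD4-fated mice in 5 of 6 pairs. *Rel* in bin 5 was no longer called with doublets kept, in the maturation order, without the family covariate or with transgene-specific clusters left out (log2 fold change 0.28 to 0.80, adjusted p = 0.0614 to 0.760). *Rel* in bin 5 was no longer called without AND replicate 2, F5 replicate 1 or 2, MHCI-/- replicate 1 or 2, or MHCII-/- replicate 1 or 2 in turn (log2 fold change 0.76 to 0.92, adjusted p = 0.0541 to 0.121).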

The top two in CD4-fated cells were *Egr2* and *Nfatc2*, which lie downstream of the extracellular signal-regulated kinase branch (hereafter MEK-ERK) and calcineurin-NFAT branch, respectively^35–38^, two of the three main branches of the TCR signal transduction pathway.

To explore how TCR signaling associated with divergent transcriptional regulation between the two lineages, we examined genes in CD4-DE clusters 4 and 7 and CD8-DE cluster 3, which all showed an early peak that corresponded to the CD4 audition phase in pseudotime. CD4-DE cluster 4 contained *Gata3*, a target of the TCR-associated transcription factor NFAT^34,39,40^, exhibited more transient expression and lacked a prominent second peak in CD8-fated cells (Fig. 4b), implying these genes were regulated by a branch of the TCR signaling pathway that was selectively active early during the CD4 audition. 

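*Id3* (ENSMUSG00000007872) was 356 ± 91.8 CPM in CD4-fated and 367 ± 371 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. For *Id3* in bin 5, the log2 fold change was 0.60 (standard error 0.44), with an edgeR adjusted p = 0.670 and counts higher in CD4-fated mice in 4 of 6 pairs. *Id3* in bin 5 changed sign without the family covariate (log2 fold change -0.025, adjusted p = 1). *Cd28* (ENSMUSG00000026012) was 674 ± 162 CPM in CD4-fated and 422 ± 136 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. *Cd28* in bin 5 had a log2 fold change of 0.70 (standard error 0.17, edgeR adjusted p = 0.0371) and was higher in CD4-fated mice in 6 of 6 pairs. In bin 10 *Cd28* stood at 279.8 ± 70.1 CPM in CD4-fated and 96.9 ± 27.2 CPM in CD8-fated mice (SD, n = 6 and 5). For *Cd28* in bin 10, the log2 fold change was 1.51 (standard error 0.18), with an edgeR adjusted p = 1.72e-05 and counts higher in CD4-fated mice in 5 of 5 pairs. *Cd28* in bin 5 was no longer called in the maturation order or without the family covariate (log2 fold change 0.37 to 0.68, adjusted p = 0.190 to 0.581). *Cd28* in bin 5 was no longer called without AND replicate 1 or 2, F5 replicate 1 or 2, MHCI-/- replicate 1 or 2, MHCII-/- replicate 1 or 2, or OT-II replicate 1 in turn (log2 fold change 0.58 to 0.76, adjusted p = 0.0619 to 0.102). The call of *Cd28* in bin 10 held under each alternative and with each mouse left out. *Lef1* (ENSMUSG00000027985) was 940.2 ± 426 CPM in CD4-fated and 426 ± 104 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. *Lef1* in bin 5 had a log2 fold change of 1.02 (standard error 0.22, edgeR adjusted p = 0.0172) and was higher in CD4-fated mice in 5 of 6 pairs. In bin 10 *Lef1* stood at 477 ± 127.1 CPM in CD4-fated and 355 ± 38.4 CPM in CD8-fated mice (SD, n = 6 and 5). For *Lef1* in bin 10, the log2 fold change was 0.36 (standard error 0.17), with an edgeR adjusted p = 0.177 and counts higher in CD4-fated mice in 4 of 5 pairs. *Lef1* in bin 5 was no longer called in the maturation order, without the family covariate or with transgene-specific clusters left out (log2 fold change 0.52 to 1.13, adjusted p = 0.0693 to 0.576). *Lef1* in bin 5 was no longer called without F5 replicate 1 or 2, MHCI-/- replicate 1 or 2, or MHCII-/- replicate 1 or 2 in turn (log2 fold change 0.92 to 1.03, adjusted p = 0.05 to 0.0706).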

ChEA3 analysis of the genes in CD4-DE cluster 4 showed enrichment for NFAT family member *Nfatc2*, with *Gata3*, *Cd5*, *Id3*, *Cd28* and *Lef1* contributing to the enrichment score (Fig. 4f and Supplementary Data 12). By contrast, CD4-DE cluster 7 and CD8-DE cluster 3 showed enrichment for the AP-1 transcription factors *Fosb* and *Junb*, NF-κB family members *Rel* and *Nfkb1/2*, and MEK-ERK target *Egr1* (Fig. 4f, Extended Data Fig. 6c and Supplementary Data 13). This suggested that all three branches of the TCR signaling pathway participated during the CD4 audition, whereas only MEK-ERK and PKC-NF-κB were active in the later CD8 specification. Thus, ChEA3 analyses implicated NFAT in driving early TCR-induced transcriptional differences between lineages (Fig. 4e).

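*Junb* (ENSMUSG00000052837) was 110.98 ± 50.6 CPM in CD4-fated and 84.3 ± 29.2 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. *Junb* in bin 5 had a log2 fold change of 0.37 (standard error 0.17, edgeR adjusted p = 0.381) and was higher in CD4-fated mice in 5 of 6 pairs. In bin 8 *Junb* stood at 139 ± 41.6 CPM in CD4-fated and 84.8 ± 22.8 CPM in CD8-fated mice (SD, n = 6 and 5). For *Junb* in bin 8, the log2 fold change was 0.72 (standard error 0.15), with an edgeR adjusted p = 0.00786 and counts higher in CD4-fated mice in 5 of 5 pairs. *Junb* in bin 8 was no longer called with alternative-branch cells kept, with named genes kept in the ordering or without the family covariate (log2 fold change 0.61 to 0.74, adjusted p = 0.0557 to 0.135). *Nfkb1* (ENSMUSG00000028163) was 101 ± 28.4 CPM in CD4-fated and 63.8 ± 15.98 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 5. *Nfkb1* in bin 5 had a log2 fold change of 0.65 (standard error 0.17, edgeR adjusted p = 0.0474) and was higher in CD4-fated mice in 5 of 6 pairs. *Nfkb1* in bin 5 was no longer called with alternative-branch cells kept, with doublets kept, with lane groups in the correction, in the maturation order, with named genes kept in the ordering, without the family covariate, without the low-count filter, without the protein filters or with transgene-specific clusters left out (log2 fold change 0.20 to 0.68, adjusted p = 0.051 to 0.805). *Nfkb1* in bin 5 was no longer called without AND replicate 1 or 2, F5 replicate 1 or 2, MHCI-/- replicate 1 or 2, MHCII-/- replicate 2, or OT-II replicate 1 in turn (log2 fold change 0.56 to 0.72, adjusted p = 0.0748 to 0.196). *Nfkb2* (ENSMUSG00000025225) was 15.5 ± 9.40 CPM in CD4-fated and 15.7 ± 8.68 CPM in CD8-fated mice (SD, n = 6 and 6) in bin 6. For *Nfkb2* in bin 6, the log2 fold change was 0.13 (standard error 0.33), with an edgeR adjusted p = 0.934 and counts higher in CD4-fated mice in 2 of 6 pairs. *Nfkb2* in bin 6 changed sign with lane groups in the correction, with named genes kept in the ordering or with transgene-specific clusters left out (log2 fold change -0.35 to -0.029, adjusted p = 0.509 to 0.996). *Nfkb2* in bin 6 changed sign without AND replicate 1, or F5 replicate 1 or 2 in turn (log2 fold change -0.11 to -0.0017, adjusted p = 0.963 to 0.999). *Fosb* passed the low-count filter in no bin used here and was not tested.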

### Calcineurin-NFAT promotes CD4^+^ T cell lineage via GATA3

Genetic disruption of the calcineurin B1 regulatory subunit in thymocytes, or 10-day in vivo treatment with calcineurin inhibitors leads to a developmental defect in DP thymocytes that obscures a possible role of calcineurin downstream of TCR signals during positive selection^41^. Because mature SPs first appear shortly after birth in mice, we used ex vivo culture of thymic tissue slices from postnatal day 1 mice to inhibit TCR signaling during a new wave of CD4 and CD8 SP development. Thymic slices cultured for 0 or 24 h contained mostly DP thymocytes, whereas frequencies of CD4 SP, CD8 SP, CD4^+^CD8^lo^ and CD4 SM increased between 48 and 96 h (Extended Data Fig. 7a,b). As expected, CD8^+^ T cell development was slightly delayed compared to that of CD4^+^ T cells^21,42^ (Extended Data Fig. 7b). Treatment of wild-type cultures with 200 ng ml^−1^ or less of the calcineurin inhibitor cyclosporin A (CsA) for 96 h did not impact the relative size of most thymocyte populations while leading to a selective and dose-dependent reduction in CD4^+^CD8^lo^ and CD4 SM thymocytes (Fig. 5a). A similar reduction in CD4^+^CD8^lo^ thymocytes was observed in CsA-treated MHCI^−/−^ cultures, whereas neonatal slice cultures from MHCII^−/−^ mice had a reduced CD4^+^CD8^lo^ population that was not impacted by CsA (Extended Data Fig. 7c). Time course analyses in wild-type cultures showed that the reduction in CD4^+^CD8^lo^ and CD4 SM cells became significant after 72 and 48 h of culture, respectively (Fig. 5b).

**Fig. 5:**
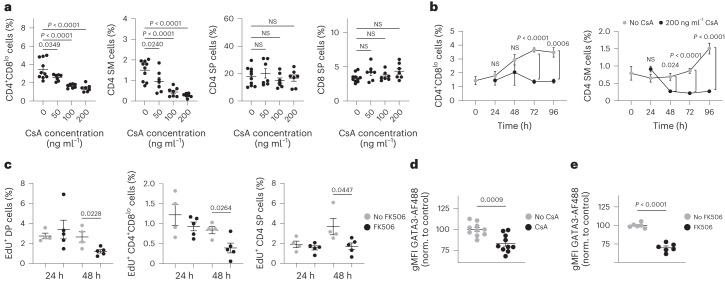
Calcineurin blockade impairs new CD4 SP development and GATA3 induction. **a**, Frequency (% of live cells) of CD4^+^CD8^lo^, CD4 SM, CD4 SP or CD8 SP in thymic slices from postnatal (day 1) wild-type mice cultured with in 50, 100 or 200 ng ml^−1^ cyclosporin A (CsA) for 96 h. Data were compiled from three independent experiments and analyzed using an ordinary one-way ANOVA. No CsA, *n* = 10; 50 ng ml^−1^, 100 ng ml^−1^ and 200 ng ml^−1^, *n* = 7 each. Gating strategy, Extended Data Fig. 7a. **b**, Frequency (% of live cells) of CD4^+^CD8^lo^ and CD4 SM cells after 0, 24, 48, 72 and 96 h culture in medium alone or with 200 ng ml^−1^ CsA as in **a**. Data were compiled from nine independent experiments. No CsA: 0 h, *n* = 6; 24 h, *n* = 9; 48 h, *n* = 10; 72 h, *n* = 22; 96 h, *n* = 10. 200 ng ml^−1^ CsA: 24 h, *n* = 6; 48 h, *n* = 7; 72 h, *n* = 14; 96 h, *n* = 7. Data were analyzed using an ordinary two-way ANOVA with multiple comparisons. **c**, Frequency (% of live cells) of EdU^+^ DP, EdU^+^ CD4^+^CD8^lo^, and EdU^+^ CD4 SP thymocyte populations from AND mice (i.p.) injected with EdU, rested for 16 h, and then treated with 1 (24 h) or 2 (48 h) 5 μg doses of FK506 (i.p.) every 24 h. Each dot represents one mouse. Data were pooled from three independent experiments. FK506 mice, *n* = 5; control, *n* = 4. **d**,**e**, Geometric mean fluorescent intensity (gMFI) of GATA3 detected by intracellular flow cytometry staining in CD69^+^ DP thymocytes from wild-type neonatal thymic slice cultures after 48-h treatment with 200 ng ml^−1^ CsA (**d**) or 72-h treatment with 6.3 ng ml^−1^ FK506 (**e**). Data were compiled from three (**d**) or two (**e**) independent experiments. For **d**, no CsA, *n* =  10 ; 200 ng ml^−1^CsA, *n* = 10. For**e**, no FK506, *n* = 6; 6.3 ng ml^−1^ FK506, *n* = 6. Each symbol represents a thymic slice. Data were analyzed using an unpaired, two-sided *t*-test. norm., normalized; NS, not significant. Error bars indicate mean ± s.e.m.

To investigate why CsA reduced CD4^+^CD8^lo^ and CD4 SM, without impacting the overall number of CD4 SP, we used EdU to label a cohort of proliferating DP thymocytes that just completed TCRβ selection, and we followed those cells for 2 days in the presence or absence of calcineurin blockade (Extended Data Fig. 7d,e). We used the calcineurin inhibitor FK506, which blocks positive selection without the loss of DP thymocytes observed with CsA^43^. Adult AND mice were injected i.p. with 1 dose of EdU followed by i.p. injection with FK506 every 24 h starting 16 h post-EdU administration. In control mice that were injected with EdU but not FK506, the percentage of EdU^+^ CD4 SP increased from ~2% to 4% between 24 and 48 h (Fig. 5c), reflecting the conversion of labeled thymocytes from DP to CD4 SP during the time course. FK506 treatment had no significant impact on the overall percentage of DP or CD4 SP thymocytes (Extended Data Fig. 7f), and a 24-h treatment had no significant impact on the number of EdU^+^ DP or CD4 SP compared to samples without FK506 (Fig. 5c). However, a 48-h treatment with FK506 led to a significant reduction in the EdU^+^ CD4 SP, CD4^+^CD8^lo^ and DP thymocytes (Fig. 5c), suggesting a reduction of newly developed CD4 SP. To confirm that the reduction in CD4 SP development was not an indirect consequence of impaired ERK activation^41^, we stimulated thymocytes from FK506-treated mice by TCR crosslinking for 2 min, followed by flow cytometry to detect phosphorylated ERK (p-ERK). Strong p-ERK induction in DP thymocytes was detected in 24- and 48-h FK506-treated mice, similar to untreated controls (Extended Data Fig. 7g). Together these data indicated that blockade of calcineurin activation downstream of TCR during positive selection prevented new CD4 SP development but did not interfere with already selected CD4 SP thymocytes.

To test whether CsA treatment prevented CD4 development by interfering with GATA3 induction, we quantified GATA3 expression in neonatal slice cultures treated with CsA for 48 h. We observed a significant reduction in GATA3 expression in CD69^+^ DP from CsA-treated cultures compared to untreated cultures (Fig. 5d). In addition, neonatal slice cultures treated with moderate concentrations (0.4–6 ng ml^−1^) of FK506 exhibited a loss of CD4^+^CD8^lo^ and CD4 SM thymocytes without a significant loss of mature CD4 or CD8 SP (Extended Data Fig. 7h), similar to CsA. FK506 treatment also led to a significant reduction in GATA3 protein expression in CD69^+^ DP (Fig. 5e). Together, these data implicated the calcineurin-NFAT-GATA3 axis as a link between TCR signals downstream of MHCII recognition and commitment to the CD4^+^ T cell lineage.

### Calcineurin blockade selectively impacts the CD4 audition

To investigate whether the calcineurin-NFAT branch of the TCR signaling pathway had a selective role in the CD4 audition, we compared the impact of calcineurin versus MEK inhibition in neonatal thymic slice cultures. We used relatively low CsA (200 ng ml^−1^) and U0126 (2 or 10 μg ml^−1^) concentrations based on titration experiments (Extended Data Fig. 8a) to avoid off-target effects. We combined flow cytometric analyses of seven cell surface proteins (CD4, CD8α, CD5, TCRβ, CD69, CD24 and CD127) and three lineage-defining transcription factors (GATA3, THPOK and RUNX3) with a computational multidimensional gating approach by unsupervised clustering to define continuous developmental intermediates in an unbiased manner. These analyses identified populations that largely overlapped with the CD4 SP, CD8 SP and DP populations defined by manual gating, as well as a transitional population that largely overlapped with the CD4 SM population and also included some CD4^+^CD8^lo^ cells (Fig. 6a and Extended Data Figs. 8b,c and 9a,b). Smaller populations of αβTCR^−^ and mature, unconventional T cells were also detected (Extended Data Fig. 9a). Wild-type cultures treated with CsA for 48 or 72 h had a significant reduction in the CD4 transitional population, with little impact on other populations, compared to untreated controls (Fig. 6b,c and Extended Data Fig. 9c,d). Cultures treated with U0126 at 10 μg ml^−1^ had a loss of CD4 SP and CD8 SP as well as the CD4 transitional population, whereas those treated with 2 μg ml^−1^ U0126 had normal numbers of transitional CD4 cells and slightly reduced CD4 SP and CD8 SP (Fig. 6b,c and Extended Data Fig. 9c,d). Similar results were obtained with manual gating (Fig. 6d,e) and suggested that calcineurin inhibition impacted a relatively restricted temporal window during positive selection that corresponded to the CD4 audition, whereas MEK inhibition impacted all stages of positive selection, including CD8 specification.

**Fig. 6:**
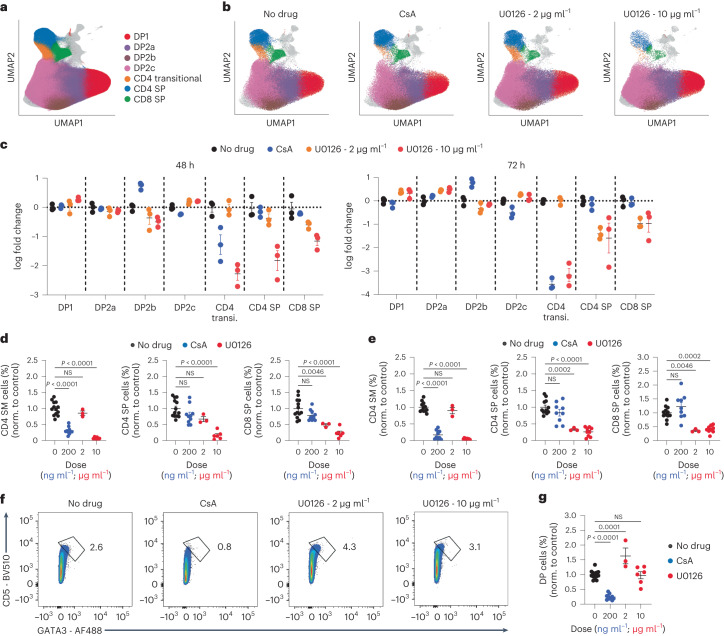
Calcineurin inhibition selectively impacts the CD4 audition. **a**, UMAP plots of individual thymocytes from thymic slices of postnatal (day 1) wild-type mice cultured with no drug or CsA (200 ng ml^−1^) or U0126 (2 μg ml^−1^ or 10 μg ml^−1^) for 48 or 72 h. DP and SP populations are highlighted. **b**, UMAP plots for the 48-h time point separated into no drug, 200 ng ml^−1^ CsA, 2 μg ml^−1^ or 10 μg ml^−1^ U0126 conditions as in **a**. **c**, Scatter plots showing the log fold change in cell-type proportions relative to no-drug control for DP1, DP2a, DP2b, DP2c, CD4 transitional, CD4 SP and CD8 SP cell clusters for no drug, 200 ng ml^−1^ CsA, 2 μg ml^−1^ or 10 μg ml^−1^ U0126 conditions. Each dot is a separate thymic slice, and data are normalized to the mean of the no-drug condition. Error bars indicate mean ± s.e.m. **d**,**e**, Frequency (% of live cells) in CD4 SM, CD4 SP and CD8 SP populations normalized to untreated control at 48 h (**d**) or 72 h (**e**) of culture as in **a**, assessed by manual gating (Extended Data Fig. 7a). Error bars indicate mean ± standard error of the mean. **f**,**g**, Representative flow cytometry plots (**f**) and compiled data (**g**) showing the expression of CD5 and GATA3 in gated DP thymocytes from thymic slices cultured for 48 h with no drug, 200 ng ml^−1^ CsA, 2 μg ml^−1^ or 10 μg ml^−1^ U0126 as in **a**. **a**–**c**, Data are from one representative experiment out of two. **d**,**e**,**g**, Each dot represents a thymic slice; data are compiled from three independent experiments for CsA (200 ng ml^−1^), *n* = 10; one experiment for U0126 low (2 μg ml^−1^), *n* = 3; two independent experiments for U0126 high (10 μg ml^−1^), *n* = 6; and four independent experiments for no drug, *n* = 13.

Calcineurin inhibition by CsA also impacted two computationally defined DP clusters (DP2b and DP2c) (Fig. 6c), that differed in their relative expression of CD5 (Extended Data Fig. 8c). Because CD5, along with GATA3, was one of the putative NFAT targets based on transcription factor enrichment analyses (Fig. 4e and Supplementary Data 12), we used manual gating in DP thymocytes to compare the expression of CD5 and GATA3 in neonatal slice cultures. We observed a small population of DP thymocytes with high expression of CD5 and GATA3 in wild-type cultures, which was proportionally decreased by treatment with CsA for 48 h, and increased by treatment with 2 μg ml^−1^ U0126 (Fig. 6f,g). Together, these data indicated that calcineurin-NFAT promoted strong induction of GATA3 and CD5 during the CD4 audition, thus promoting CD4^+^ T cell fate commitment, whereas MEK-ERK signaling provided more general differentiation and survival signals throughout positive selection.

## Discussion

Here, we applied single-cell multiomic analysis to generate a high-resolution timeline of RNA and surface protein expression throughout T cell maturation in the thymus. We identified an initial CD4 auditioning phase in which both CD4-fated and CD8-fated cells undergo a parallel induction of a CD4^+^ T cell differentiation program during a first TCR signaling wave, followed by a second TCR signaling wave that is specific for CD8-fated cells and overlaps with induction of a CD8^+^ T cell differentiation program. Our data confirmed and extended earlier analyses based on more limited sets of markers^15,21,28,42,44^, providing a comprehensive picture of events during CD4^+^ and CD8^+^ T cell development that can serve as a resource for future studies.

We used a high-resolution timeline to dissect the activity of TCR-regulated transcription factors during lineage commitment. Previous studies showed that the MEK-ERK branch of the TCR signaling pathway has a crucial role during positive selection^9,45–47^, the NF-κB branch is not required for positive selection^48^ and the role of the calcineurin-NFAT branch is unclear^41^. Our analyses showed that NFAT activity is likely to account for some of the earliest lineage-specific RNA differences and was most prominent during the CD4 audition, whereas the inferred activity of NF-κB and the MEK-ERK regulated factors AP-1 and EGR1/2 occurred throughout positive selection. Although previous work showed that long-term loss of calcineurin-NFAT activity impairs the ability of DP thymocytes to activate ERK upon TCR triggering^41^, we found that short-term, low-dose exposure to calcineurin inhibitors, conditions that did not impair ERK activation, prevented new development of mature CD4^+^ T cells and decreased the expression of GATA3 in DP thymocytes. These data are consistent with earlier studies implicating NFAT as a positive regulator of GATA3^39,40^, and GATA3 as a major driver of the CD4 fate^49^, which points to a TCR–calcium–calcineurin–NFAT–GATA3 axis in driving CD4^+^ T cell lineage commitment.

The timeline of RNA and protein expression changes presented here provided a useful framework for understanding how TCR specificity for MHCI versus MHCII directs T cell fate. In particular, the notion of successive windows of opportunity for CD4^+^, followed by CD8^+^ T cell fate determination, corresponding with distinct waves of TCR signaling is consistent with a ‘sequential selection’ model for lineage determination^50^. In this model, the CD4 audition serves as an initial selection step to ensure a match between CD4 coreceptor expression and an MHCII-specific TCR, whereas the second TCR signaling wave provides an additional selection step to ensure a match between CD8 expression and an MHCI-specific TCR. During the CD4 audition, thymocytes bearing MHCII-specific TCRs experience a relatively sustained first wave of TCR signaling, allowing them to lock in the CD4 fate. On the other hand, thymocytes bearing MHCI-specific TCRs experience a more transient first signaling wave, due in part to the drop in CD8 coreceptor expression (in line with kinetic signaling^3^), resulting in a failed CD4 audition. After the failed audition, MHCI-specific thymocytes experience a second wave of TCR signaling driving CD8 fate specification. The notion of a second TCR-driven selection stage for CD8-fated cells fits with prior evidence for a prolonged requirement for TCR signaling for CD8^+^ T cell development^5–7,9^ but is at odds with the kinetic signaling model, which invokes a complete loss of TCR signals and an exclusive role for cytokine signals during CD8^+^ T cell lineage specification^3^.

Although the current study focused on T cell lineage commitment, the approach used here has broader utility for studying developmental systems. The simultaneous measurement of RNA and protein not only allowed us to track the differences in relative timing of RNA and protein expression events but also can inform the design of high-dimensional flow cytometry studies for further analyses of developmental intermediates. Future work that integrates spatial measurements with our transcriptomic and proteomic profiles would provide valuable information about how signals from the tissue environments impact cell fate decisions.

## Methods

### Mice

All animal care and procedures were carried out in accordance with guidelines approved by the Institutional Animal Care and Use Committees at the University of California, Berkeley and at BioLegend, Inc. Wild-type (B6) (C57BL/6, 000664), *B2m*^–/–^ (B6.129P2-B2m^tm1Unc^/DcrJ, 002087; referred to as MHCI^−/−^), OT-I (C57BL/6-Tg(TcraTcrb)1100Mjb/J, 003831), and OT-II (B6.Cg-Tg(TcraTcrb)425Cbn/J, 004194) were obtained from The Jackson Laboratory. MHCII^−/−^ (*H2-Ab1*^−/−^, also known as *I-Aβ*^−/−^) mice have been previously described^52^. AND TCRtg *Rag1*^−/−^ mice and F5 TCRtg *Rag1*^−/−^ mice were generated by crossing AND TCRtg (B10.Cg-Tg(TcrAND)53Hed/J, 002761)^53^ and F5 TCRtg (C57BL/6-Tg(CD2-TcraF5,CD2-TcrbF5)1Kio)^54^ mice with *Rag1*^−/−^ mice (Rag1^−/−^B6.129S7-Rag1^tm1Mom^) as previously described^7^).

### CITE-seq experiment

All mice used in CITE-seq experiments were females between 4 and 8 weeks of age. Samples are further described in Supplementary Data 2. Mice were group housed with enrichment and segregated by sex in standard cages on ventilated racks at an ambient temperature of 26 °C and 40% humidity. Mice were kept in a dark/light cycle of 12 h on and 12 h off and given access to food and water ad libitum. For cell preparation, mice were euthanized and thymi were harvested, placed in RPMI with 10% FBS medium on ice, mechanically dissociated with a syringe plunger and passed through a 70 μm strainer to generate a single-cell suspension.

For antibody panel preparation, we prepared a panel containing 111 antibodies (TotalSeq-A mouse antibody panel 1, BioLegend, 900003217), which are enumerated in Supplementary Data 1. Immediately before cell staining, we centrifuged the antibody panel for 10 min at 14,000*g* to remove antibody aggregates. We then performed a buffer exchange on the supernatant using a 50 kDa Amicon spin column (Millipore, UFC505096) following the manufacturer’s protocol to transfer antibodies into RPMI with 10% FBS.

To enrich for positively selecting thymocytes in MHC-deficient and some wild-type samples (Supplementary Data 2), live, single TCRβ^+^CD5^+^ thymocytes were sorted by FACS. We took advantage of the fact that cells were already stained with TotalSeq (oligonucleotide-conjugated) antibodies and therefore designed oligonucleotide-fluorophore conjugates complementary to the TotalSeq barcodes (5′-CACTGAGCTGTGGAA-AlexaFluor488-3′ for CD5; 5′-TCCCATAGGATGGAA-AlexaFluor647-3′ for TCRβ). Before cell staining, the TotalSeq antibody panel was mixed with oligonucleotide-fluorophore conjugates in a 1:1.5 molar ratio. This mixture was incubated for 15 min at room temperature to allow for oligonucleotide hybridization and then transferred to ice. Cells were then stained with the antibody/oligonucleotide-fluorophore mixture according to the TotalSeq protocol. Cells were stained, washed and resuspended in RPMI with 10% FBS to maintain viability. Cells were sorted using a BD FACSAria Fusion (BD Biosciences).

The CITE-seq experiment was performed following the TotalSeq protocol. Cells were stained, washed and resuspended in RPMI with 10% FBS to maintain viability. We followed the 10x Genomics Chromium Single Cell 3′ v3 protocol to prepare RNA and antibody-derived-tag (ADT) libraries^55^.

RNA and ADT libraries were sequenced with either an Illumina NovaSeq S1 or an Illumina NovaSeq S4. Reads were processed with Cell Ranger v.3.1.0 with feature barcoding, where RNA reads were mapped to the mouse mm10–2.1.0 reference (10x Genomics, STAR aligner^56^) and antibody reads were mapped to known barcodes (Supplementary Data 1). No read depth normalization was applied when aggregating samples.

### CITE-seq data preprocessing

Before analysis with totalVI, we performed preliminary quality control and feature selection on the CITE-seq data. Cells with a high percentage of UMIs from mitochondrial genes (>15% of a cell’s total UMI count) were removed. We also removed cells expressing <200 genes, and retained cells with protein library size between 1,000 and 10,000 UMI counts. We removed cells in which fewer than 70 proteins were detected of the 111 measured in the panel. An initial gene filter removed genes expressed in fewer than four cells. The top 5,000 highly variable genes (HVGs) were selected by the Seurat v3 method^57^ as implemented by scVI^58^. In addition to HVGs, we also selected genes encoding proteins in the measured antibody panel and a manually selected set of genes of interest. After all filtering, the CITE-seq dataset contained a total of 72,042 cells, 5,125 genes and 111 proteins.

### totalVI analysis of all CITE-seq data

We ran totalVI on CITE-seq data after filtering (described above), using a 20-dimensional latent space, a learning rate of 0.004, and early stopping with default parameters. Each 10x lane was treated as a batch. When generating denoised gene and protein values, we applied the *transform_batch* parameter^17^ to view all denoised values in the context of wild-type samples.

To conduct cell annotation, we stratified cells of the thymus into cell types and states based on the totalVI latent space, taking advantage of both RNA and protein information. We first clustered cells in the totalVI latent space with the Scanpy^59^ implementation of the Leiden algorithm^60^ at resolution 0.6, resulting in 18 clusters. We repeated this approach to subcluster cells. We used Vision^61^ with default parameters for data exploration. Subclusters were manually annotated based on curated lists of cell-type markers^17,18^, resulting in 20 annotated clusters (excluding one cluster annotated as doublets). We visualized the totalVI latent space in two dimensions using the Scanpy^59^ implementation of the UMAP algorithm^51^.

In addition to thymocyte populations previously described, we identified two distinct thymocyte clusters undergoing negative selection, based on expression of *Bcl2l11* (BIM), *Nr4a1* (NUR77) and *Ik2f2* (HELIOS)^62^ (Extended Data Fig. 1b). The first cluster (Neg. Sel. (1)) emerged from DP (Sig.) adjacent to a cluster of dying cells, and possessed markers of an early wave of negative selection^62^ like upregulated *Pdcd1* (PD-1) and downregulated *Cd4*/CD4 and *Cd8*/CD8 (Fig. 1d and Extended Data Fig. 1b,c). The second (Neg. Sel. (2)) emerged from immature CD4^+^ T cells and possessed markers of a late wave of negative selection^62^ like upregulated *Tnfrsf18* (CD357/GITR) and *Tnfrsf4* (CD134/OX40) (Extended Data Fig. 1b,c). *Foxp3*^+^ regulatory T cells clustered near mature conventional CD4^+^ T cells and Neg. Sel. (2) (Fig. 1a). We also detected γδ T cells, NKT cells, B cells, myeloid cells, erythrocytes, a thymocyte population with high expression of interferon response genes^63^ and a population of mature T cells that had returned to cycling following the cell cycle pause during thymocyte development (Fig. 1a).

We conducted a one-vs-all differential expression test between all annotated cell types, excluding clusters annotated as doublets or dying cells. We identified cell-type markers by filtering for significance (log(Bayes factor) > 2.0 for genes, log(Bayes factor) >1.0 for proteins), effect size (median log fold change (LFC) > 0.2 for both genes and proteins), and the proportion of expressing cells (detected expression in >10% of the relevant population for genes), and sorting by the median LFC. For marker visualization, we selected the top four (if existing) differentially expressed genes and proteins per cell type, arranged by the cell type in which the LFC was highest.

### totalVI analysis of positive selection subset of CITE-seq data

To further analyze thymocyte populations with a focus on positively selected cells, we selected the following annotated clusters: Signaled DP, Immature CD4, Immature CD8, Mature CD4, Mature CD8, Interferon signature cells^63^, Negative selection (wave 2), and T_reg_ cells. With an interest in the variation within thymocyte populations (rather than all cells in the thymus), we selected the top 5,000 HVGs in this subset, as well as genes encoding proteins in the measured antibody panel and a manually selected set of genes of interest. This resulted in a CITE-seq dataset containing 35,943 cells, 5,108 genes and 111 proteins. We ran totalVI on this subset dataset and generated denoised values as described above. We performed Leiden clustering and visualized the totalVI latent space in two dimensions using UMAP as described above.

After visualizing the totalVI latent space of the thymocyte subset, we applied additional filters to restrict to cells on the CD4-CD8 developmental trajectory. We used two resolutions of Leiden clustering (0.6 and 1.4) and sub-clustering as described above to identify and remove clusters of negatively selected cells, T_reg_ cells, gamma-delta-like cells, mature cycling cells, and outlier clusters of doublets, interferon signature cells, and CD8-transgenic-specific outlier cells. After filtering, this dataset contained 29,408 cells that were used for downstream analysis. Differential expression testing of positively selecting thymocytes using pseudotime information is described below.

### Pseudotime inference

Slingshot^19^ was selected for pseudotime inference based on its superior performance in a comprehensive benchmarking study^20^. Slingshot pseudotime was derived from the UMAP projection of the totalVI latent space. The starting point was assigned to DP cells, and two endpoints were assigned to mature CD4^+^ and CD8^+^ T cells. Slingshot pseudotime derived from the full 20-dimensional totalVI latent space was highly correlated with that from the 2-dimensional space (Extended Data Fig. 2a), supporting our use of the 2D-derived pseudotime values for ease of visualization and analysis.

Initial lineage assignment of cells was made on the basis of their genotype (CD4^+^ T cell lineage for MHCI^−/−^, AND, and OT-II mice, CD8^+^ T cell lineage for MHCII^−/−^, F5, and OT-I mice, unassigned for wild-type mice). However, small numbers of cells in MHC-deficient and TCRtg mice develop along the alternative lineage (particularly in TCRtgs that are *Rag* sufficient, which might express an endogenous TCR in addition to the transgenic TCR). We therefore added an additional filter of Slingshot lineage assignment weight > 0.5. Cells with a Slingshot lineage assignment weight of < 0.5 along the expected lineage based on genotype were excluded from the remaining pseudotime-based analysis.

### In silico flow cytometry and gating

To perform in silico flow cytometry, totalVI denoised protein counts were log-transformed and visualized in biaxial-style scatter plots. Gates in biaxial plots were determined based on contours of cell density. An approximate alignment of gated populations to pseudotime was generated by identifying thresholds classifying adjacent populations in pseudotime by maximizing the Youden criteria.

### Adult thymocyte population analysis with fluorescence-based flow cytometry

For thymocyte population analysis in adult mice, 6- to 8-week-old eight-week-old wild-type, MHCI^−/−^ or MHCII^−/−^ mice (described above) were used. Thymi were analyzed from eight mice per genotype (four male and four female). All antibodies are described in Supplementary Data 1.

Thymi were mechanically dissociated into a single-cell suspension, depleted of red blood cells using ACK Lysis Buffer (0.15 M NH_4_Cl, 1 mM KHC_3_ and 0.1 mM Na_2_EDTA). Cells were filtered, washed and counted before being stained with a live/dead stain; Zombie NIR Fixable Viability Kit (BioLegend). Samples were blocked with anti-CD16/32 (2.4G2) and stained with surface antibodies against CD4, CD8, TCRβ, CD5, CD69 and CD127 (IL-7Ra) in FACS buffer (1% BSA in PBS) containing Brilliant Stain Buffer Plus (BD Biosciences). Intracellular staining for GATA3, THPOK, and RUNX3 was performed using the eBioscience FOXP3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific). All antibodies were purchased from BD Biosciences, BioLegend or eBioscience. Single-stain samples and fluorescence minus one (FMO) controls were used to establish PMT voltages, gating and compensation parameters. Cells were processed using a BD LSRFortessa or BD LSRFortessa X20 flow cytometer and analyzed using FlowJo software (Tree Star). Gates defining all populations were based on in silico-derived gates for all described proteins with the exception of CD127 in the CD4 SM, CD8 SM, CD4 Mat and CD8 Mat populations. In these cases, the CD127 fluorescent antibody did not have comparable sensitivity to the CD127 CITE-seq measurement and was therefore excluded.

### Differential expression analysis of positively selecting thymocytes with totalVI

Temporal features (that is, features that are differentially expressed over time) were determined by a totalVI one-vs-all DE test within each lineage between binned units of pseudotime. DE criteria (as above) included filters for significance (log(Bayes factor) >2.0 for genes, log(Bayes factor) > 1.0 for proteins), effect size (median log fold change >0.2 for both genes and proteins), and the proportion of expressing cells (detected expression in > 5% of the relevant population for genes). Top temporal genes were selected as the unique set among the top three differentially expressed genes per time that were differentially expressed in both lineages.

Differences between lineages were determined by a totalVI within-cluster DE test, where clusters were binned units in pseudotime and the condition was lineage assignment (that is, cells within a given unit of pseudotime were compared between lineages). Criteria for DE were the same as above.

To cluster differentially expressed genes into patterns, totalVI denoised gene expression values were standard scaled, reduced dimensions across cells using PCA, and clustered genes using the Leiden algorithm^60^ as implemented by Scanpy^59^. For features differentially expressed between lineages, the genes upregulated within a lineage were clustered according to expression within the lineage in which they were upregulated.

To test for enrichment of TCR signaling in differentially expressed gene clusters, we performed a hypergeometric test (phyper). TCR signaling genes were compiled from Netpath^34^ and a set of genes activated upon stimulation in DP thymocytes^64^. The background set included all genes considered in DE analysis. *P* values were adjusted by the Benjamini-Hochberg procedure.

### Transcription factor enrichment analysis

To perform transcription factor enrichment analysis with ChEA3^33^, we first selected target gene sets as genes differentially upregulated in one lineage relative to the other in each unit of pseudotime, filtered for significance (log(Bayes factor) >2.0), effect size (median log-transformed fold change >0.2), and detected expression in >5% of the population of interest. For each target gene set, transcription factors were scored for enrichment by the integrated mean ranking across all ChEA3 gene set libraries (MeanRank) based on the top performance of this ranking method^33^. ChEA3 analysis on gene clusters was performed as above, but using gene clusters as the target gene set.

To generate an overall ranking of transcription factors for their likely involvement in CD4-CD8 lineage commitment, we focused on enrichment in the three units of pseudotime before master regulator differential expression in each lineage (that is, in the CD4^+^ T cell lineage, the relevant pseudotime units are 4, 5 and 6, before the differential expression of *Zbtb7b* differential expression at pseudotime 7; in the CD8^+^ T cell lineage, the relevant pseudotime units are 5, 6 and 7, before the differential expression of *Runx3* at pseudotime 8). We excluded the pseudotime unit containing master regulator differential expression from the ranking, as genes differentially expressed at this time could be the result of the master regulator itself enforcing lineage-specific changes rather than the factors driving initial commitment to a lineage. The pseudotime unit containing master regulator differential expression is included in Fig. 4e for visualization, but did not contribute to the ranked order of transcription factors. We also excluded earlier units of pseudotime since these times included very few ( < 15) significantly different genes between the lineages. Finally, pseudotime bins in which a transcription factor was not expressed in at least 5% of the population of interest, did not contribute towards that transcription factor’s ranking. The overall ranking of candidate driver transcription factors was then generated by taking the mean of ranks across the relevant pseudotime units. Note that lower rank and lower score are better (meaning more enrichment).

Transcription factors were annotated by whether they had a known association with TCR signaling. A list of molecules involved in TCR signaling were curated from the NetPath database of molecules involved in the TCR signaling pathway and the NetPath database of genes transcriptionally upregulated by the TCR signaling pathway^34^. Additional genes related to TCR signaling were curated from literature sources^49,65–68^. Transcription factors were also annotated by whether they were known to target either *Gata3*, *Zbtb7b* or *Runx3* according to ChEA3 databases (that is, *Gata3*, *Zbtb7b* or *Runx3* appeared in the overlapping gene list for the transcription factor of interest in any ChEA3 query).

### Neonatal thymic slice experiments

For neonatal thymic slice experiments, postnatal day 1 (P1) wild-type, MHCI^−/−^ or MHCII^−/−^ male and female mice (described above) were used.

Thymic slices were prepared as previously described^69,70^, with minor modifications to adjust for the smaller size of neonatal thymi compared to those of adults. Thymic lobes were dissected, removed of connective tissue, embedded in 4% low melting point agarose (GTG-NuSieve Agarose, Lonza) and sectioned into 500 μM slices using a vibratome (VT1000S, Leica). Slices were placed onto 0.4 μM transwell inserts (Corning, 353090) and cultured in 6-well tissue culture plates containing 1 mL of complete RPMI medium (RPMI-1640 (Corning), 10% FBS (Thermo Fisher Scientific), 100 U ml^−1^ penicillin/streptomycin (Gibco), 1X L-glutamine (Gibco), 55 µM 2-mercaptoethanol (Gibco). Slices were cultured for indicated periods of time at 37 °C, 5% CO_2_, before being prepared and analyzed by flow cytometry. Due to the practical limitations of using a single pup as a biological replicate, a litter of pups were harvested for thymic slices (approximately six pups/litter and four slices/pup) and three or four thymic slices were randomly allocated to each condition. For neonatal slice data in Figs. 5 and 6, each dot represented a single thymic slice (*n* = a slice). Statistical analysis was conducted on slices pooled from independent experiments. For neonatal slice cultures containing Cyclosporin A (CsA; Millipore-Sigma, 239835), CsA was serially diluted to indicated concentrations (50–800 ng ml^−1^) and added directly to the culture medium. FK506 (Tacrolimus; InvivoGen, inh-fk5-5) and U0126 (InvivoGen, tlrl-u0126) were serially diluted in indicated concentrations (0.39-6.3 ng ml^-1^ and 0.63-10 µg ml^−1^, respectively) and added directly to culture medium.

Thymic slices were mechanically dissociated into a single-cell suspension, then filtered, washed and counted before being stained with a live dead/stain; Propidium Iodine (BioLegend), Ghost Violet 510 (Tonbo), Zombie NIR, or Zombie UV Fixable Viability Kit (BioLegend). Samples were blocked with anti-CD16/32 (2.4G2) and stained with surface antibodies against CD4, CD8, TCRβ, and CD69 in FACS buffer (1% BSA in PBS) containing Brilliant Stain Buffer Plus (BD Biosciences). Intracellular staining for GATA3, RUNX3, and THPOK was performed using the eBioscience FoxP3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific). All antibodies were purchased from BD Biosciences, BioLegend or eBioscience. Single-stain samples and fluorescence minus one (FMO) controls were used to establish PMT voltages, gating and compensation parameters. Cells were processed using a BD LSRFortessa or BD LSRFortessa X20 flow cytometer and analyzed using FlowJo software (Tree Star).

### Computational multidimensional analyses of flow cytometry data

FCS files were loaded into python using flowIO. Compensation was performed using manually determined compensation values. Data was loaded into Scanpy^59^ for further processing. Permissive manual gating in python was performed using physical dimension (FSC-W, FSC-A, SSC-A) on manual inspection and dead cells were filtered out based on live/dead staining. Fluorescent channels were normalized to a range of [0, 1]. Clustering was performed using PARC^71^ with a resolution_parameter = 1.5, keep_all_local_dist=False and jac_std_global = 0.15. This yielded 34 clusters. Clusters were merged based on manual inspections of all fluorescent channels and merging was not performed if at least one fluorescent channel was differentially expressed between two clusters. We used PAGA^72^ initialization for UMAP embedding. PAGA was computed using 30 nearest neighbors in expression space using cosine distance. For UMAP embedding, we used the following parameters: n_neighbors = 30, metric=’euclidean’, min_dist = 0.3, init_pos=’paga’. For display of proportional changes in cluster frequency we divided the number of cells in each cluster by the total number of cells in the respective sample. We divided those values by the mean over the proportion in the respective cluster in the no drug sample and took the logarithm of this ratio to yield the log fold enrichment of the respective cluster. Seaborn was used for visualization. All computational gates were validated by manual inspection in FlowJo.

### In vivo EdU labeling and calcineurin blockade in adult mice

Four- to eight-week-old male and female AND *Rag1*^−/−^ mice (described above) were intraperitoneally injected with 2 mg EdU (Thermo Fisher Scientific, A10044) in the evening. The next morning (16 h later), mice were injected with 5 μg FK506 (Invitrogen, INH-FK5-5). Thymi were taken for flow cytometry 24 or 48 h after FK506 was administered. Thymi were dissociated and 2 × 10^6^ cells were surface stained for flow cytometry as described above. After surface staining, cells were split, and 1 × 10^6^ were processed using Click-iT EdU Pacific Blue Flow Cytometry Assay Kit (Thermo Fisher Scientific, C10418). The other 1 × 10^6^ were subjected to anti-CD3 crosslinking and p-ERK staining as described below. Flow cytometry and data analysis were performed as described above.

### In vitro TCR activation and staining for p-ERK

Approximately 1 × 10^6^ surface stained thymocytes were washed and resuspended in approximately 240 μl serum-free media. Per sample, 10 μl anti-CD3e antibody (clone 145-2C11, Invitrogen 14-0031-85) was added to reach a final concentration of 20 mg ml^−1^. Working quickly, 7 μl of anti-Armenian hamster IgG crosslinker (Jackson ImmunoResearch Laboratories 127-0051-160) was added to each sample, briefly vortexed, and placed in a 37 °C water bath for 3 min for in vitro TCR activation. For fixation, 1:1 volume of 4% paraformaldehyde was added to each tube and incubated at room temperature for 10 min before being washed in PBS. Cells were resuspended in 900 μl ice-cold methanol by gentle pipetting, and incubated on ice for 30 min. After three washes in PBS, cells were incubated at 4 °C overnight p-ERK antibody (1:20 dilution, BioLegend, 675504). Samples were washed and resuspended for analysis. Flow cytometry and data analysis were performed as described above.

### Statistical analyses

Data were analyzed using Prism software (GraphPad). Comparisons were performed using an unpaired *t*-test, one- or two-way analysis of variance, where indicated in the figure legends. For all statistical models and tests described above, the significance is displayed as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Animals were randomly assigned to experimental or control groups. No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications^7,31^. Data distribution was assumed to be normal, but this was not formally tested. No animals or data points were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-023-01584-0.

### Supplementary information

Supplementary Information Supplementary Information contains a resource of protein and gene expression over pseudotime by genotype. Features are totalVI denoised expression values scaled per feature and smoothed by loess curves. Proteins include all proteins differentially expressed between lineages or over pseudotime in either lineage with criteria for significance (log(Bayes factor) > 0.5) and effect size (median log fold change > 0.2). RNA includes all genes differentially expressed between lineages or over pseudotime in either lineage with criteria for significance (log(Bayes factor) > 2.0), effect size (median log fold change > 0.2), and the proportion of expressing cells (detected expression in > 5% of the relevant population)

Reporting Summary

Supplementary Data 1 Antibodies used in this study.

Supplementary Data 2 CITE-seq sample information.

Supplementary Data 3 DE test results for totalVI one-versus-all DE test between annotated thymus populations.

Supplementary Data 4 Lineage information by genotype.

Supplementary Data 5 DE test results for totalVI DE test across pseudotime within the CD4^+^ T cell lineage.

Supplementary Data 6 DE test results for totalVI DE test across pseudotime within the CD8^+^ T cell lineage.

Supplementary Data 7 DE test results for totalVI DE test within pseudotime and between CD4^+^ and CD8^+^ T cell lineages.

Supplementary Data 8 Cluster assignments for genes upregulated in the CD4^+^ T cell lineage from the totalVI DE test within pseudotime and between CD4^+^ and CD8^+^ T cell lineages.

Supplementary Data 9 Cluster assignments for genes upregulated in the CD8^+^ T cell lineage from the totalVI DE test within pseudotime and between CD4^+^ and CD8^+^ T cell lineages.

Supplementary Data 10 ChEA3 results for the CD4^+^ T cell lineage by pseudotime.

Supplementary Data 11 ChEA3 test results for the CD8^+^ T cell lineage by pseudotime.

Supplementary Data 12 ChEA3 test results for the CD4^+^ T cell lineage by gene cluster.

Supplementary Data 13 ChEA3 test results for the CD8^+^ T cell lineage by gene cluster.

## Data Availability

CITE-seq data discussed in this manuscript have been deposited in the NCBI Gene Expression Omnibus (GEO) and are accessible through accession number GSE186078. The data can be explored interactively with Vision at http://s133.cs.berkeley.edu:9001/Results.html (positive selection subset) and http://s133.cs.berkeley.edu:9002/Results.html (full dataset).

## References

[1] Germain RN (2002). T-cell development and the CD4–CD8 lineage decision. Nat. Rev. Immunol..

[2] Xiong Y, Bosselut R (2012). CD4–CD8 differentiation in the thymus: connecting circuits and building memories. Curr. Opin. Immunol..

[3] Singer A (2008). Lineage fate and intense debate: Myths, models and mechanisms of CD4- versus CD8-lineage choice. Nat. Rev. Immunol..

[4] Shinzawa M (2022). Reversal of the T cell immune system reveals the molecular basis for T cell lineage fate determination in the thymus. Nat. Immunol..

[5] Kisielow P, Miazek A (1995). Positive selection of T cells: rescue from programmed cell death and differentiation require continual engagement of the T cell receptor. J. Exp. Med..

[6] Liu X, Bosselut R (2004). Duration of TCR signaling controls CD4-CD8 lineage differentiation in vivo. Nat. Immunol..

[7] Au-Yeung BB (2014). Quantitative and temporal requirements revealed for Zap70 catalytic activity during T cell development. Nat. Immunol..

[8] Sinclair C, Seddon B (2014). Overlapping and asymmetric functions of TCR Signaling during Thymic Selection of CD4 and CD8 Lineages. J. Immunol..

[9] McNeil LK, Starr TK, Hogquist KA (2005). A requirement for sustained ERK signaling during thymocyte positive selection in vivo. Proc. Natl Acad. Sci. USA.

[10] Taniuchi I (2016). Views on helper/cytotoxic lineage choice from a bottom-up approach. Immunol. Rev..

[11] Park JE (2020). A cell atlas of human thymic development defines T cell repertoire formation. Science (1979).

[12] Lavaert M (2020). Integrated scRNA-Seq identifies human postnatal thymus seeding progenitors and regulatory dynamics of differentiating immature thymocytes. Immunity.

[13] Zhou W (2019). Single-cell analysis reveals regulatory gene expression dynamics leading to lineage commitment in early T cell development. Cell Syst..

[14] Chopp LB (2020). An integrated epigenomic and transcriptomic map of mouse and human ab T cell development article an integrated epigenomic and transcriptomic map of mouse and human ab T cell development. Immunity.

[15] Karimi MM (2021). The order and logic of CD4 versus CD8 lineage choice and differentiation in mouse thymus. Nat. Commun..

[16] Stoeckius M (2017). Simultaneous epitope and transcriptome measurement in single cells. Nat. Methods.

[17] Gayoso A (2021). Joint probabilistic modeling of single-cell multi-omic data with totalVI. Nat. Methods.

[18] Hogquist K, Xing Y, Hsu F-C, Shapiro VS (2015). T cell adolescence: Maturation events beyond positive selection. J. Immunol..

[19] Street K (2018). Slingshot: Cell lineage and pseudotime inference for single-cell transcriptomics. BMC Genomics.

[20] Saelens W, Cannoodt R, Todorov H, Saeys Y (2019). A comparison of single-cell trajectory inference methods. Nat. Biotechnol..

[21] Saini M (2010). Regulation of Zap70 expression during thymocyte development enables temporal separation of CD4 and CD8 repertoire selection at different signaling thresholds. Sci. Signal..

[22] Hu Q (2012). Examination of thymic positive and negative selection by flow cytometry. J. Vis. Exp..

[23] Lundberg K, Heath W, Köntgen F, Carbone FR, Shortman K (1995). Intermediate steps in positive selection: differentiation of CD4^+^8^int^ TCRint thymocytes into CD4-8^+^TCR^hi^ thymocytes. J. Exp. Med..

[24] Lucas B, Germain RN (1996). Unexpectedly complex regulation of CD4/CD8 coreceptor expression supports a revised model for CD4^+^CD8^+^ thymocyte differentiation. Immunity.

[25] Chan SH, Cosgrove D, Waltzinger C, Benoist C, Mathis D (1993). Another view of the selective model of thymocyte selection. Cell.

[26] Marodon G, Rocha B (1994). Generation of mature T cell populations in the thymus: CD4 or CD8 down-regulation occurs at different stages of thymocyte differentiation. Eur. J. Immunol..

[27] Wang L (2008). Distinct functions for the transcription factors GATA-3 and ThPOK during intrathymic differentiation of CD4^+^ T cells. Nat. Immunol..

[28] Egawa T, Littman DR (2008). ThPOK acts late in specification of the helper T cell lineage and suppresses Runx-mediated commitment to the cytotoxic T cell lineage. Nat. Immunol..

[29] Kovanen PE (2008). T-cell development and function are modulated by dual specificity phosphatase DUSP5. J. Biol. Chem..

[30] Tanzola MB, Kersh GJ (2006). The dual specificity phosphatase transcriptome of the murine thymus. Mol. Immunol..

[31] Lutes LK (2021). T cell self-reactivity during thymic development dictates the timing of positive selection. Elife.

[32] Choi S, Cornall R, Lesourne R, Love PE (2017). THEMIS: Two models, different thresholds. Trends Immunol..

[33] Keenan AB (2019). ChEA3: transcription factor enrichment analysis by orthogonal omics integration. Nucleic Acids Res..

[34] Kandasamy K (2010). NetPath: A public resource of curated signal transduction pathways. Genome Biol..

[35] Navarro MN, Cantrell DA (2014). Serine-threonine kinases in TCR signaling. Nat. Immunol..

[36] Hogquist KA, Jameson SC (2014). The self-obsession of T cells: how TCR signaling thresholds affect fate ‘decisions’ and effector function. Nat. Immunol..

[37] Malissen B, Grégoire C, Malissen M, Roncagalli R (2014). Integrative biology of T cell activation. Nat. Immunol..

[38] Chakraborty AK, Weiss A (2014). Insights into the initiation of TCR signaling. Nat. Immunol..

[39] Gimferrer I (2011). Regulation of GATA-3 expression during CD4 lineage differentiation. J. Immunol..

[40] Scheinman EJ, Avni O (2009). Transcriptional regulation of Gata3 in T helper cells by the integrated activities of transcription factors downstream of the interleukin-4 receptor and T cell receptor. J. Biol. Chem..

[41] Gallo EM (2007). Calcineurin sets the bandwidth for discrimination of signals during thymocyte development. Nature.

[42] Lucas B, Vasseur F, Penit C (1993). Normal sequence of phenotypic transitions in one cohort of 5-bromo-2’-deoxyuridine-pulse-labeled thymocytes. Correlation with T cell receptor expression. J. Immunol..

[43] Wang CR (1995). T cell receptor-mediated signaling events in CD4^+^CD8^+^ thymocytes undergoing thymic selection: requirement of calcineurin activation for thymic positive selection but not negative selection. J. Exp. Med..

[44] Muroi S (2008). Cascading suppression of transcriptional silencers by ThPOK seals helper T cell fate. Nat. Immunol..

[45] Sharp LL, Schwarz DA, Bott CM, Marshall CJ, Hedrick SM (1997). The influence of the MAPK pathway on T cell lineage commitment. Immunity.

[46] Wilkinson B, Kaye J (2001). Requirement for sustained MAPK signaling in both CD4 and CD8 lineage commitment: A threshold model. Cell Immunol..

[47] Daniels MA (2006). Thymic selection threshold defined by compartmentalization of Ras/MAPK signalling. Nature.

[48] Webb LV, Ley SC, Seddon B (2016). TNF activation of NF-κB is essential for development of single-positive thymocytes. J. Exp. Med..

[49] Wang L, Xiong Y, Bosselut R (2010). Tenuous paths in unexplored territory: From T cell receptor signaling to effector gene expression during thymocyte selection. Semin. Immunol..

[50] Steier, Z., Kim, E. J. Y. K., Aylard, D. A. & Robey, E. A. The CD4 versus CD8 T cell fate decision: a multiomics-informed perspective. *Annu. Rev. Immunol.***42**, 10.1146/annurev-immunol-083122-040929 (2024).10.1146/annurev-immunol-083122-04092938271641

[51] Becht E (2019). Dimensionality reduction for visualizing single-cell data using UMAP. Nat. Biotechnol..

[52] Grusby MJ, Johnson RS, Papaioannou VE, Glimcher LH (1991). Depletion of CD4^+^ T cells in major histocompatibility complex class II-deficient mice. Science.

[53] Kaye J (1989). Selective development of CD4^+^ T cells in transgenic mice expressing a class II MHC-restricted antigen receptor. Nature.

[54] Mamalaki C (1992). Thymic depletion and peripheral activation of class I major histocompatibility complex-restricted T cells by soluble peptide in T-cell receptor transgenic mice. Proc. Natl Acad. Sci. USA.

[55] Zheng GXY (2017). Massively parallel digital transcriptional profiling of single cells. Nat. Commun..

[56] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[57] Stuart T (2019). Comprehensive Integration of Single-Cell Data. Cell.

[58] Lopez R, Regier J, Cole MB, Jordan MI, Yosef N (2018). Deep generative modeling for single-cell transcriptomics. Nat. Methods.

[59] Wolf FA, Angerer P, Theis FJ (2018). SCANPY: Large-scale single-cell gene expression data analysis. Genome Biol..

[60] Traag VA, Waltman L, van Eck NJ (2019). From Louvain to Leiden: guaranteeing well-connected communities. Sci. Rep..

[61] DeTomaso D (2019). Functional interpretation of single cell similarity maps. Nat. Commun..

[62] Daley SR, Hu DY, Goodnow CC (2013). Helios marks strongly autoreactive CD4^+^ T cells in two major waves of thymic deletion distinguished by induction of PD-1 or NF-κB. J. Exp. Med..

[63] Xing Y, Wang X, Jameson SC, Hogquist KA (2016). Late stages of T cell maturation in the thymus involve NF-κB and tonic type I interferon signaling. Nat. Immunol..

[64] Mingueneau M, Jiang W, Feuerer M, Mathis D, Benoist C (2012). Thymic negative selection is functional in NOD mice. J. Exp. Med..

[65] Shao H, Kono DH, Chen LY, Rubin EM, Kaye J (1997). Induction of the early growth response (Egr) family of transcription factors during thymic selection. J. Exp. Med..

[66] Wong WF (2014). T-cell receptor signaling induces proximal Runx1 transactivation via a calcineurin–NFAT pathway. Eur. J. Immunol..

[67] López-Rodríguez C, Aramburu J, Berga-Bolaños R (2015). Transcription factors and target genes of pre-TCR signaling. Cell. Mol. Life Sci..

[68] Hedrick SM, Michelini RH, Doedens AL, Goldrath AW, Stone EL (2012). FOXO transcription factors throughout T cell biology. Nat. Rev. Immunol..

[69] Dzhagalov IL, Melichar HJ, Ross JO, Herzmark P, Robey EA (2012). Two-photon imaging of the immune system. Curr. Protoc. Cytom..

[70] Ross JO, Melichar HJ, Halkias J, Robey EA (2015). Studying T cell development in thymic slices. T-Cell Dev.: Methods Protoc..

[71] Stassen SV (2020). PARC: ultrafast and accurate clustering of phenotypic data of millions of single cells. Bioinformatics.

[72] Wolf FA (2019). PAGA: graph abstraction reconciles clustering with trajectory inference through a topology preserving map of single cells. Genome Biol..

[73] Steier, Z. YosefLab/Thymus_CITE-seq: Thymus_CITE-seq Reproducibility (v1.0.0). *Zenodo*10.5281/zenodo.8102050 (2023).

[74] Liberzon A (2011). Molecular signatures database (MSigDB) 3.0. Bioinformatics.

# Supplementary material for: Single-cell multiomic analysis of thymocyte development reveals drivers of CD4+ T cell and CD8+ T cell lineage commitment
**Source:** Nat Immunol. 2023 Aug 14;24(9):1579–90. doi: 10.1038/s41590-023-01584-0

# Single-cell multiomic analysis of thymocyte development reveals drivers of CD4<sup>+</sup> T cell and CD8<sup>+</sup> T cell lineage commitment

In the format provided by the  
authors and unedited

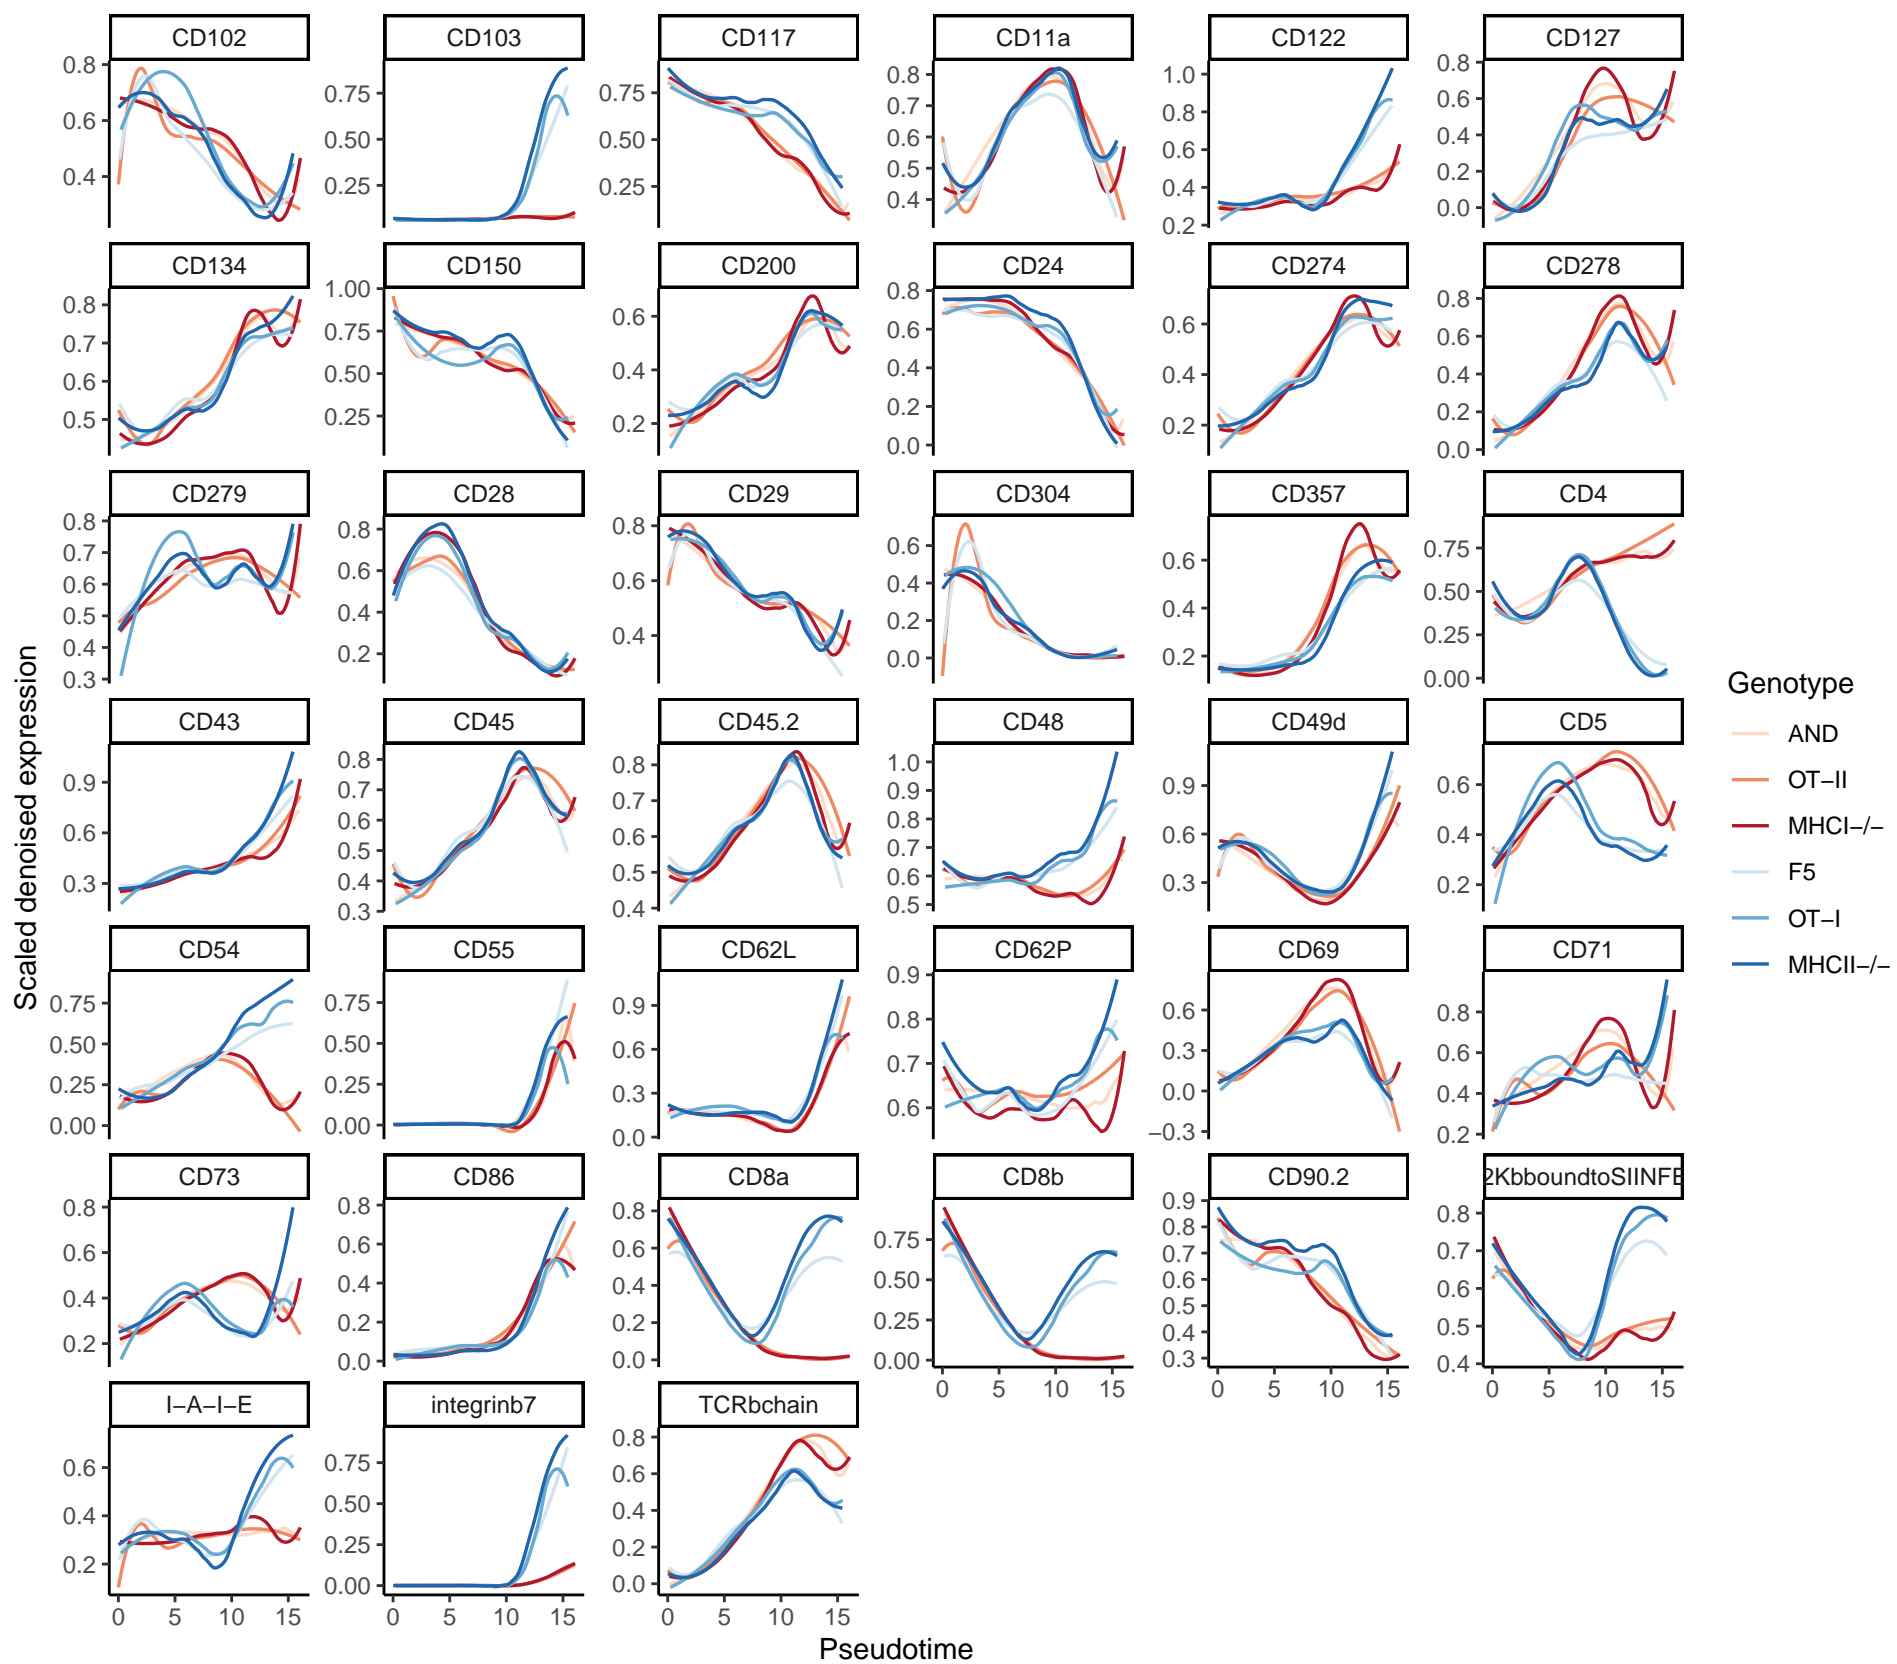

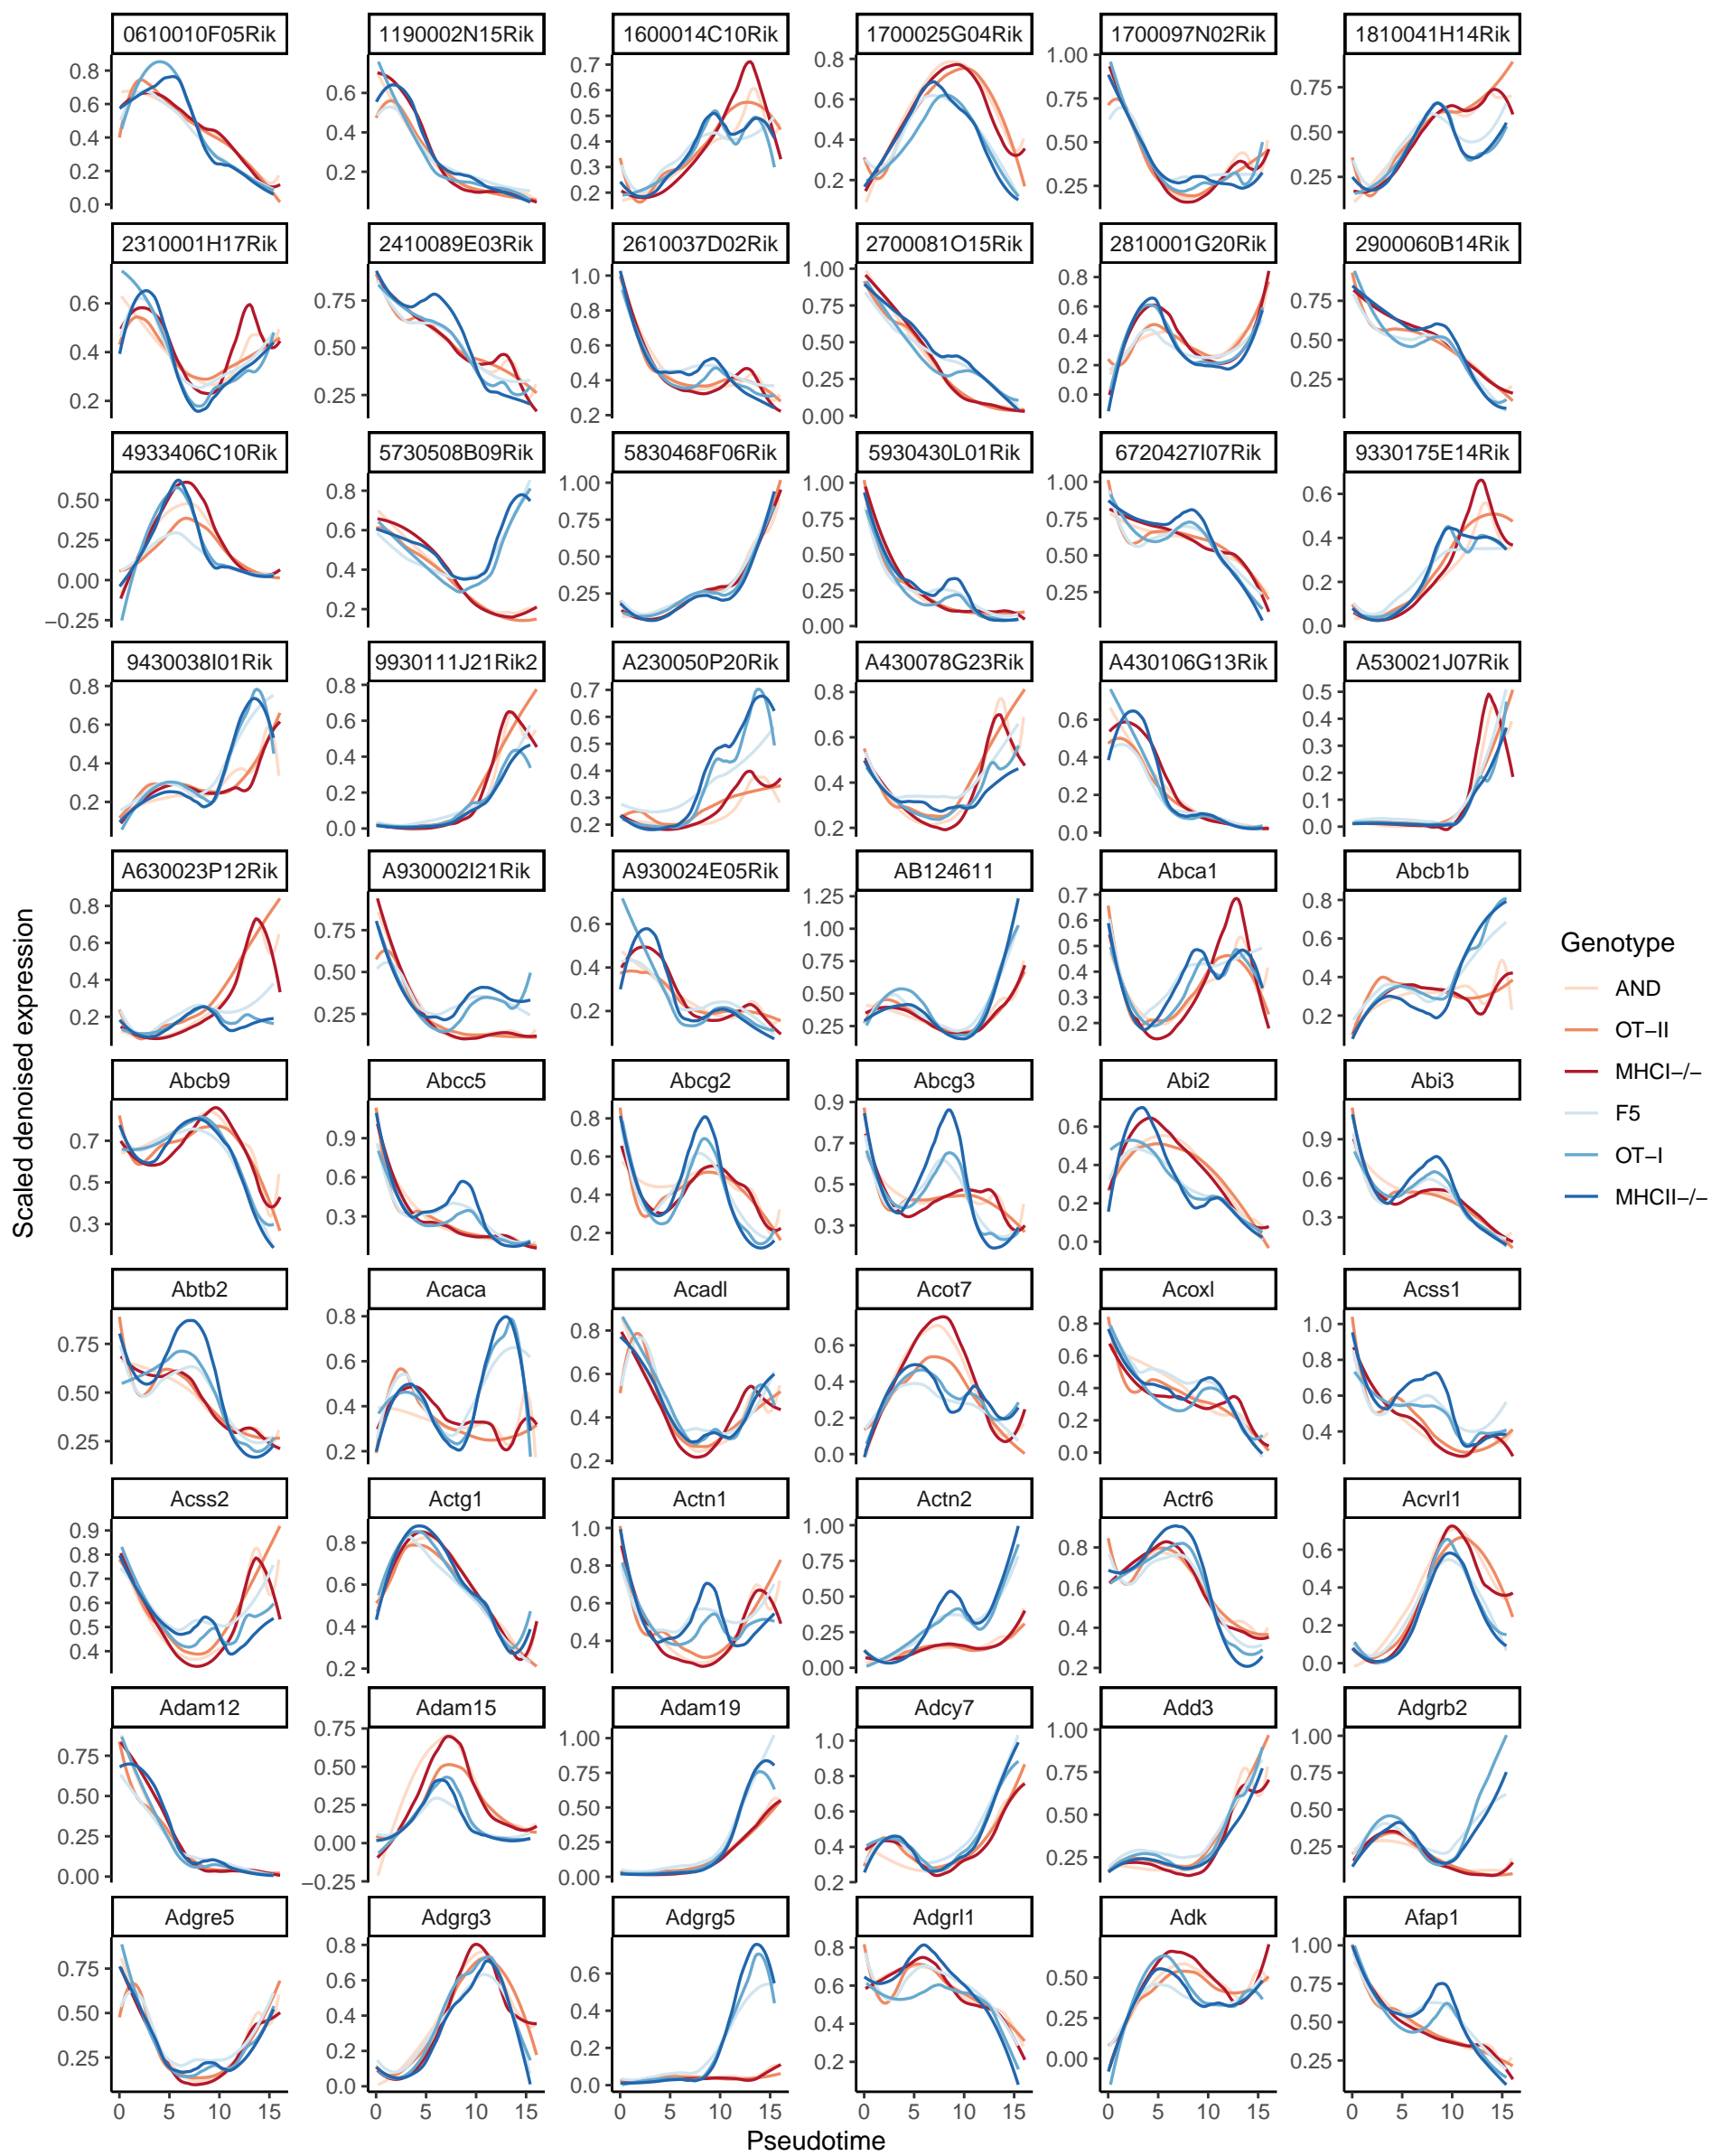

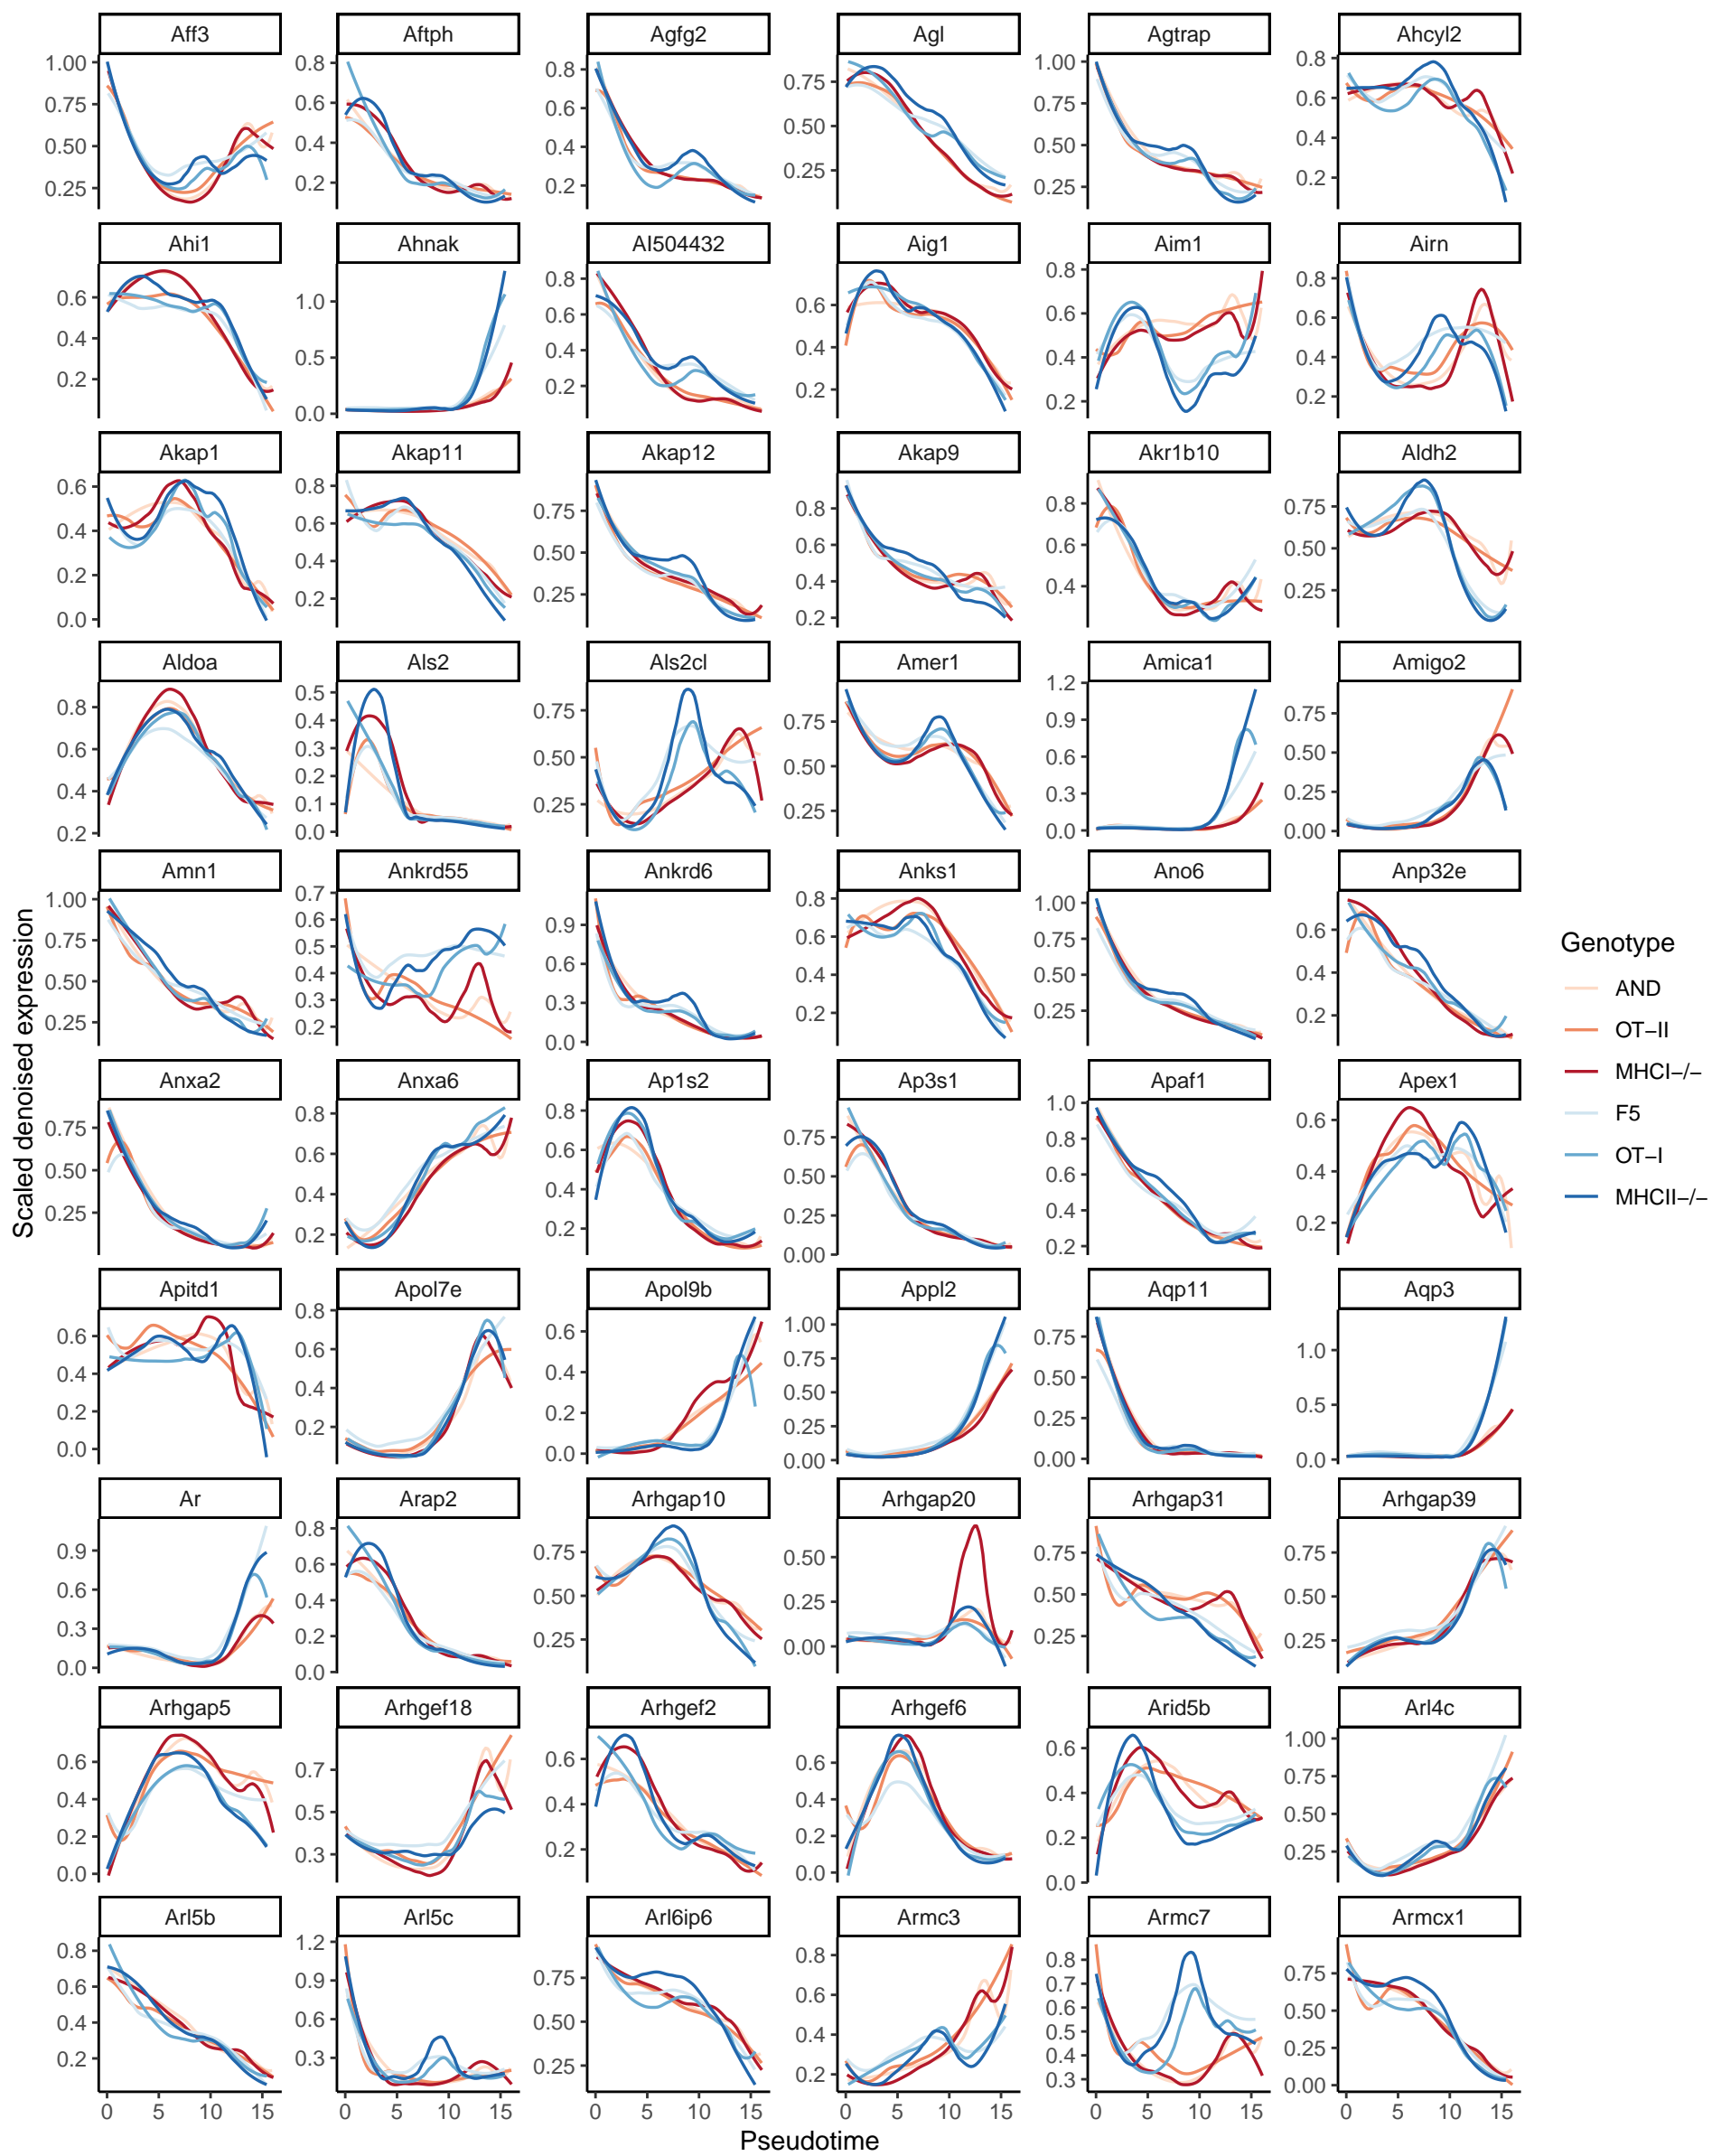

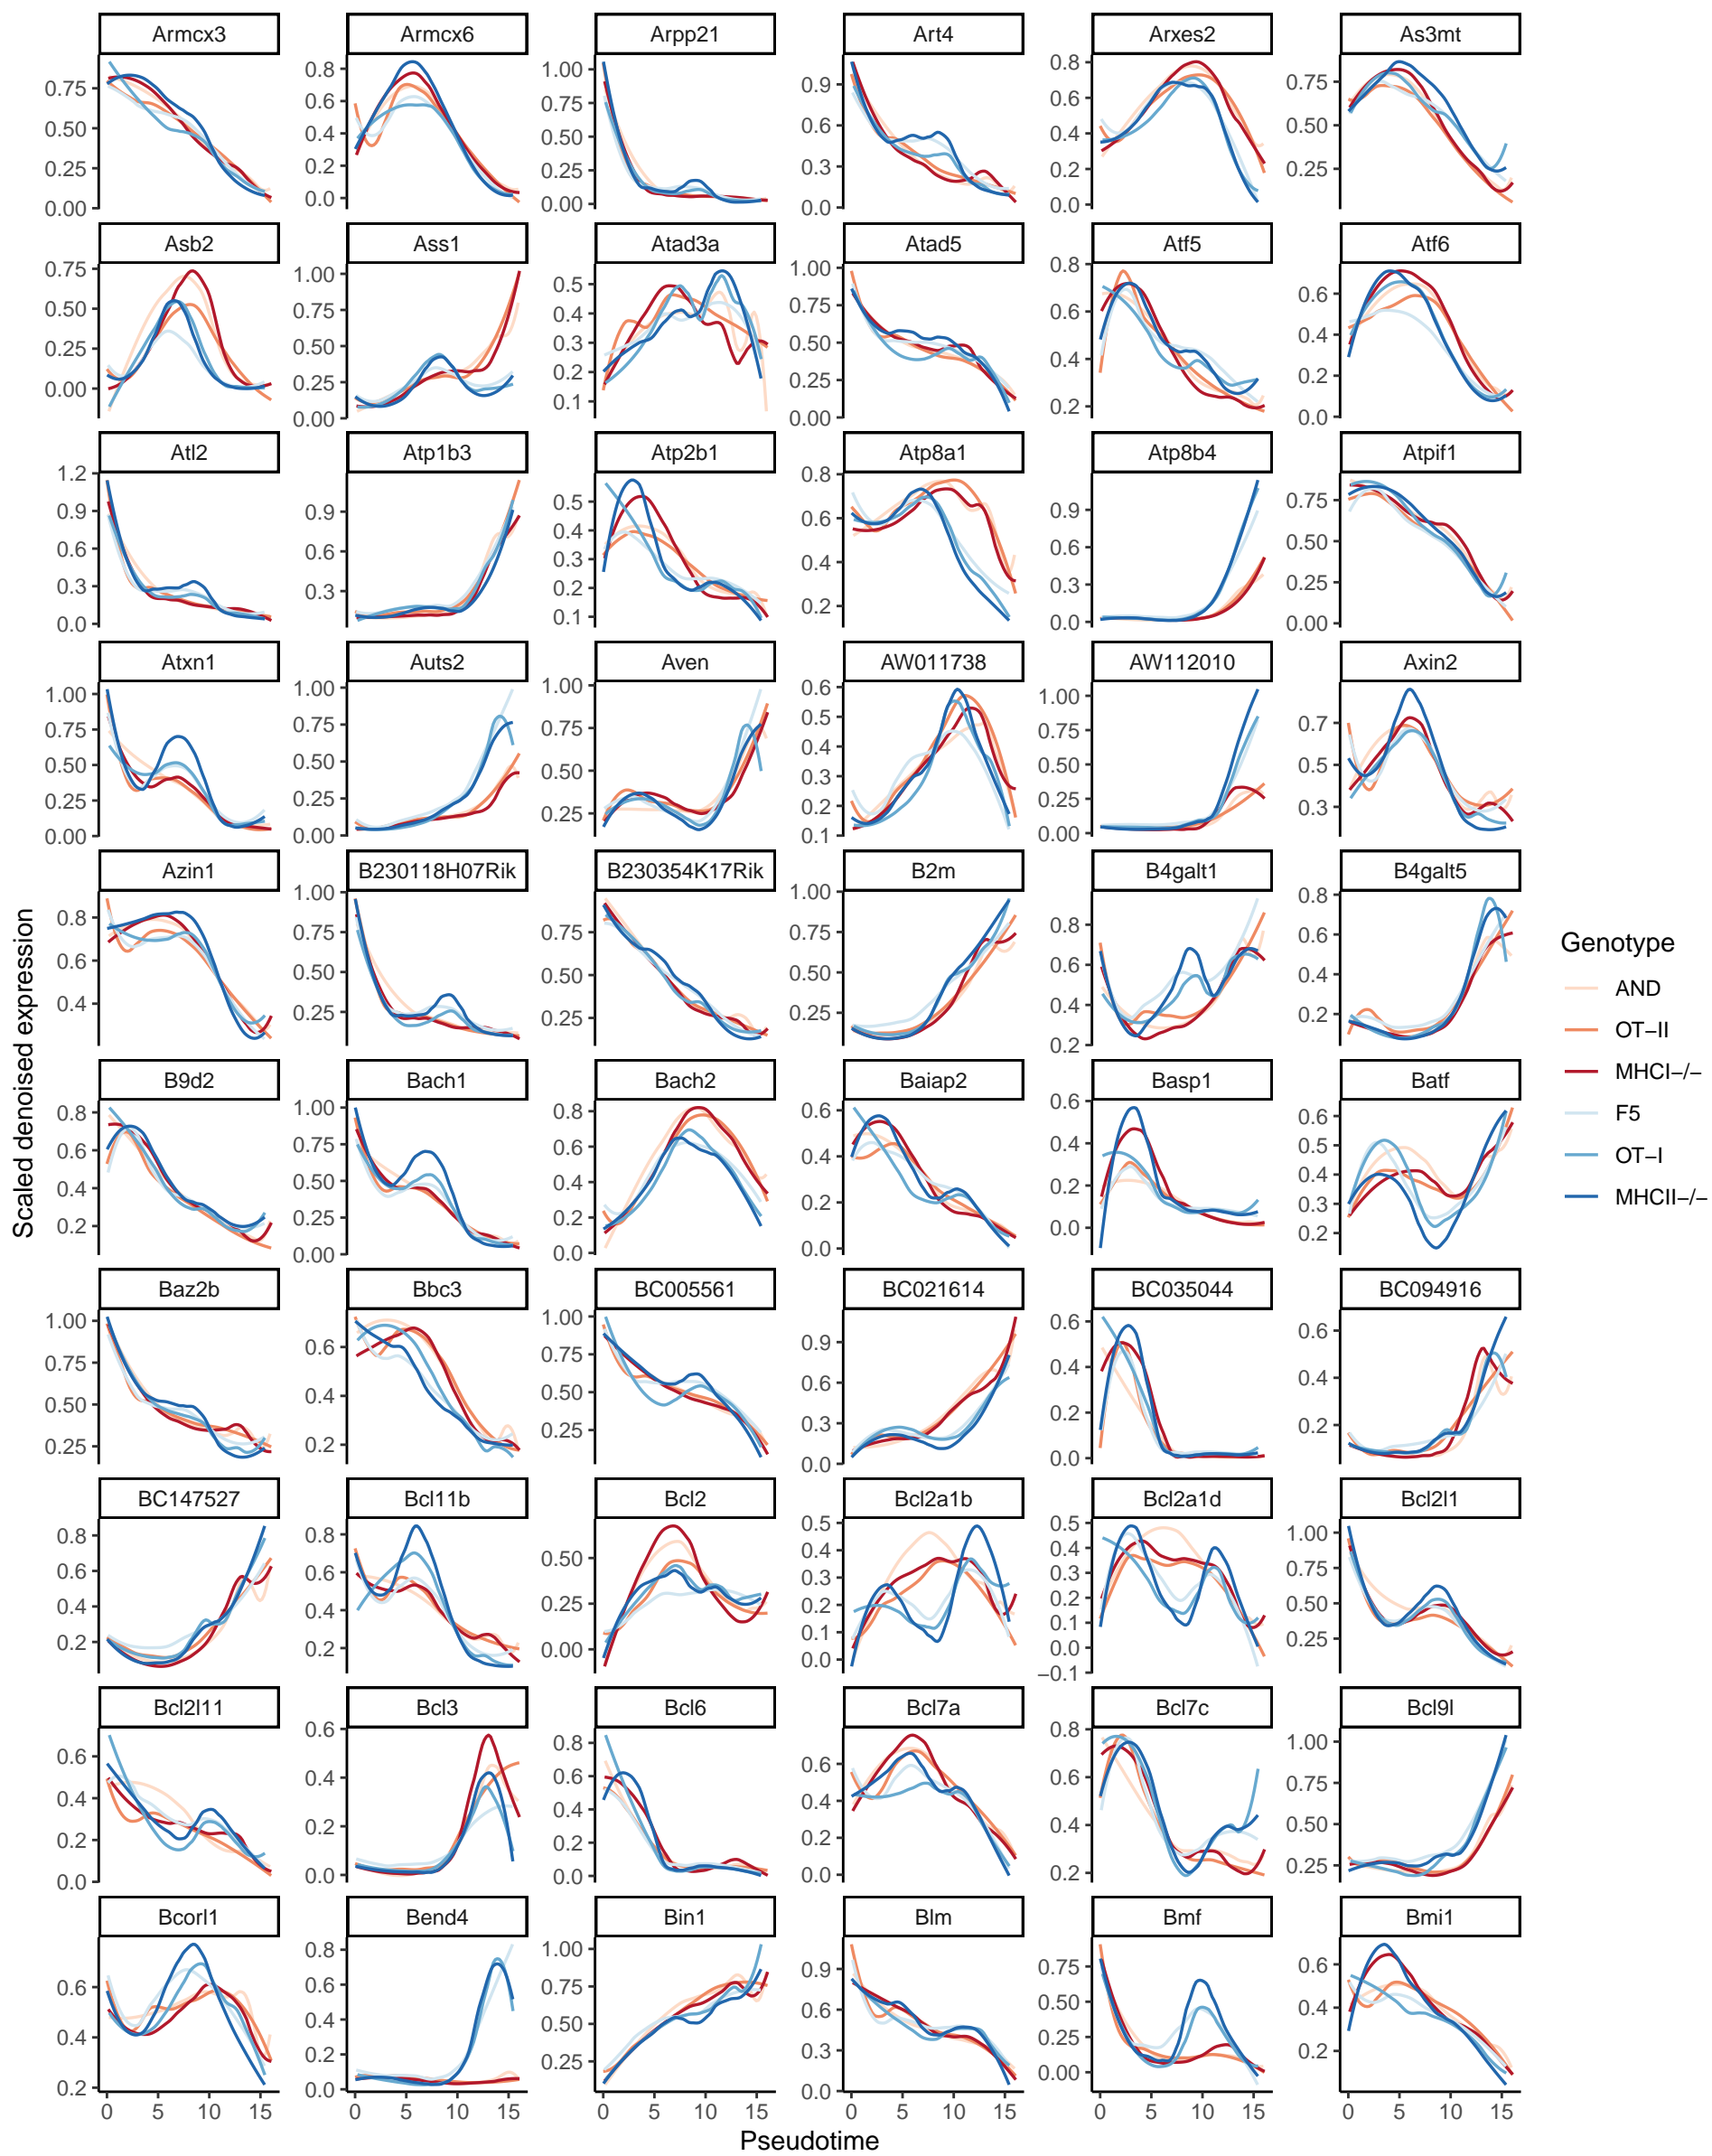

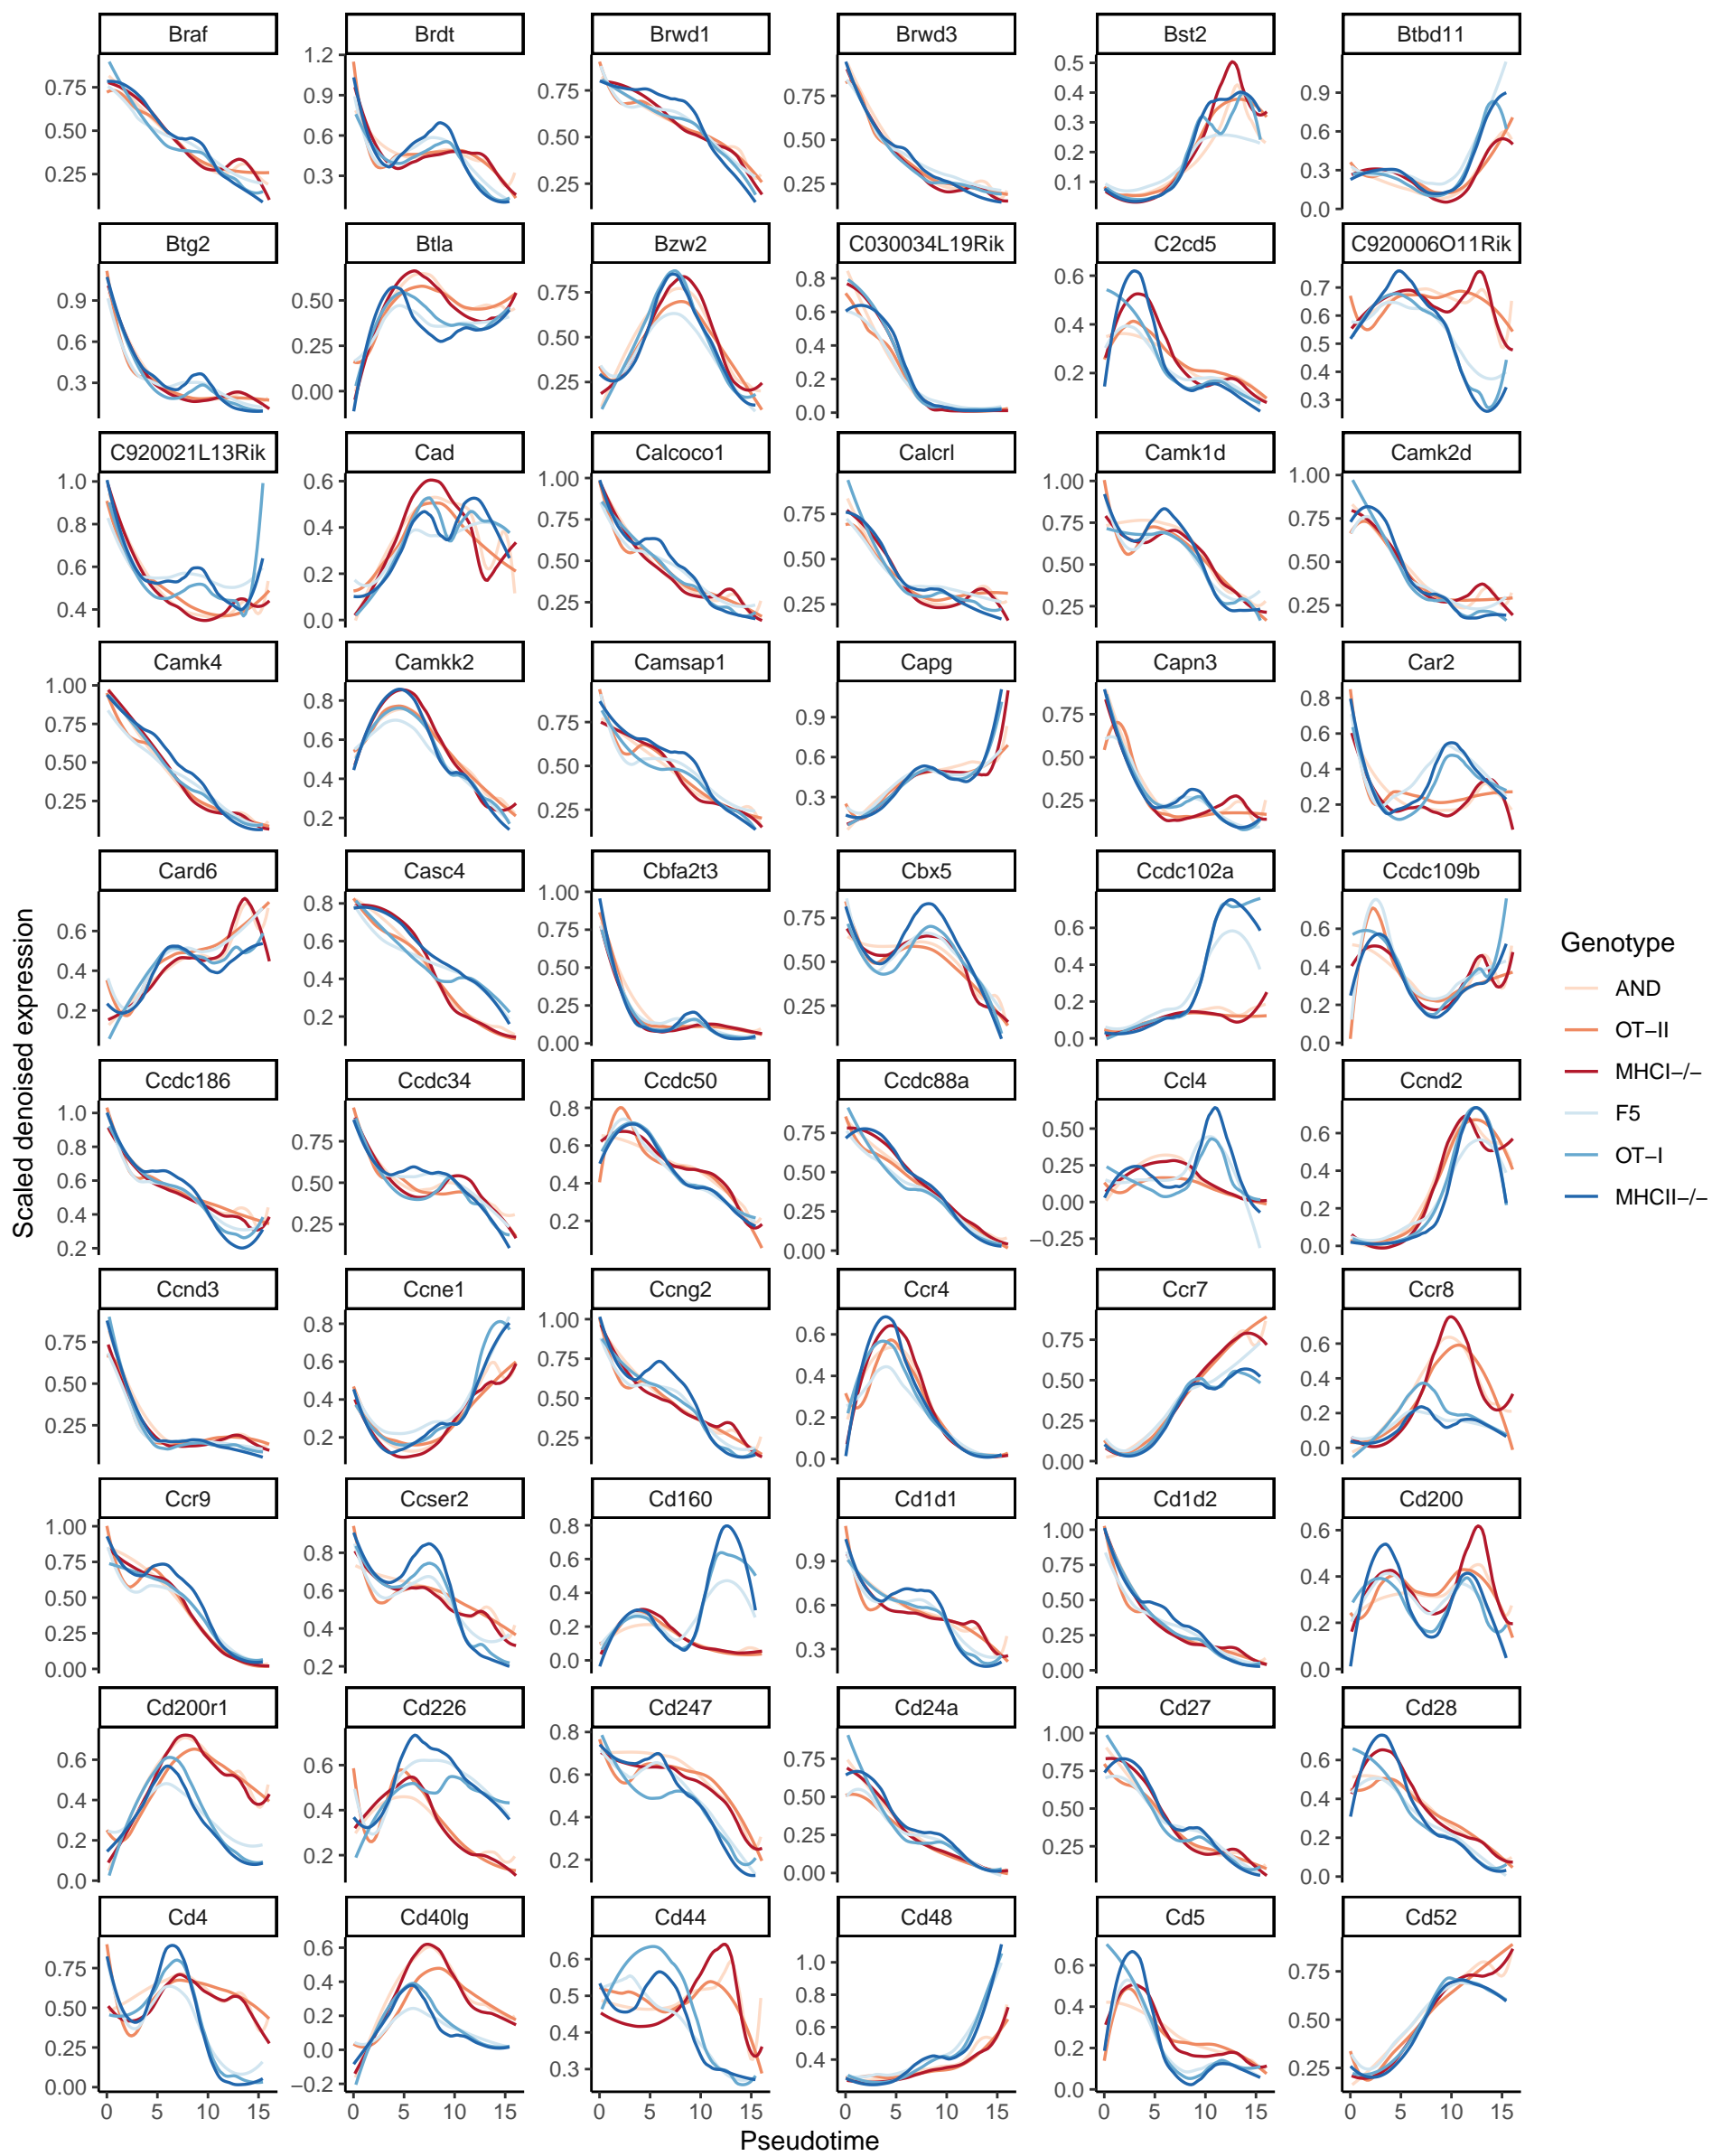

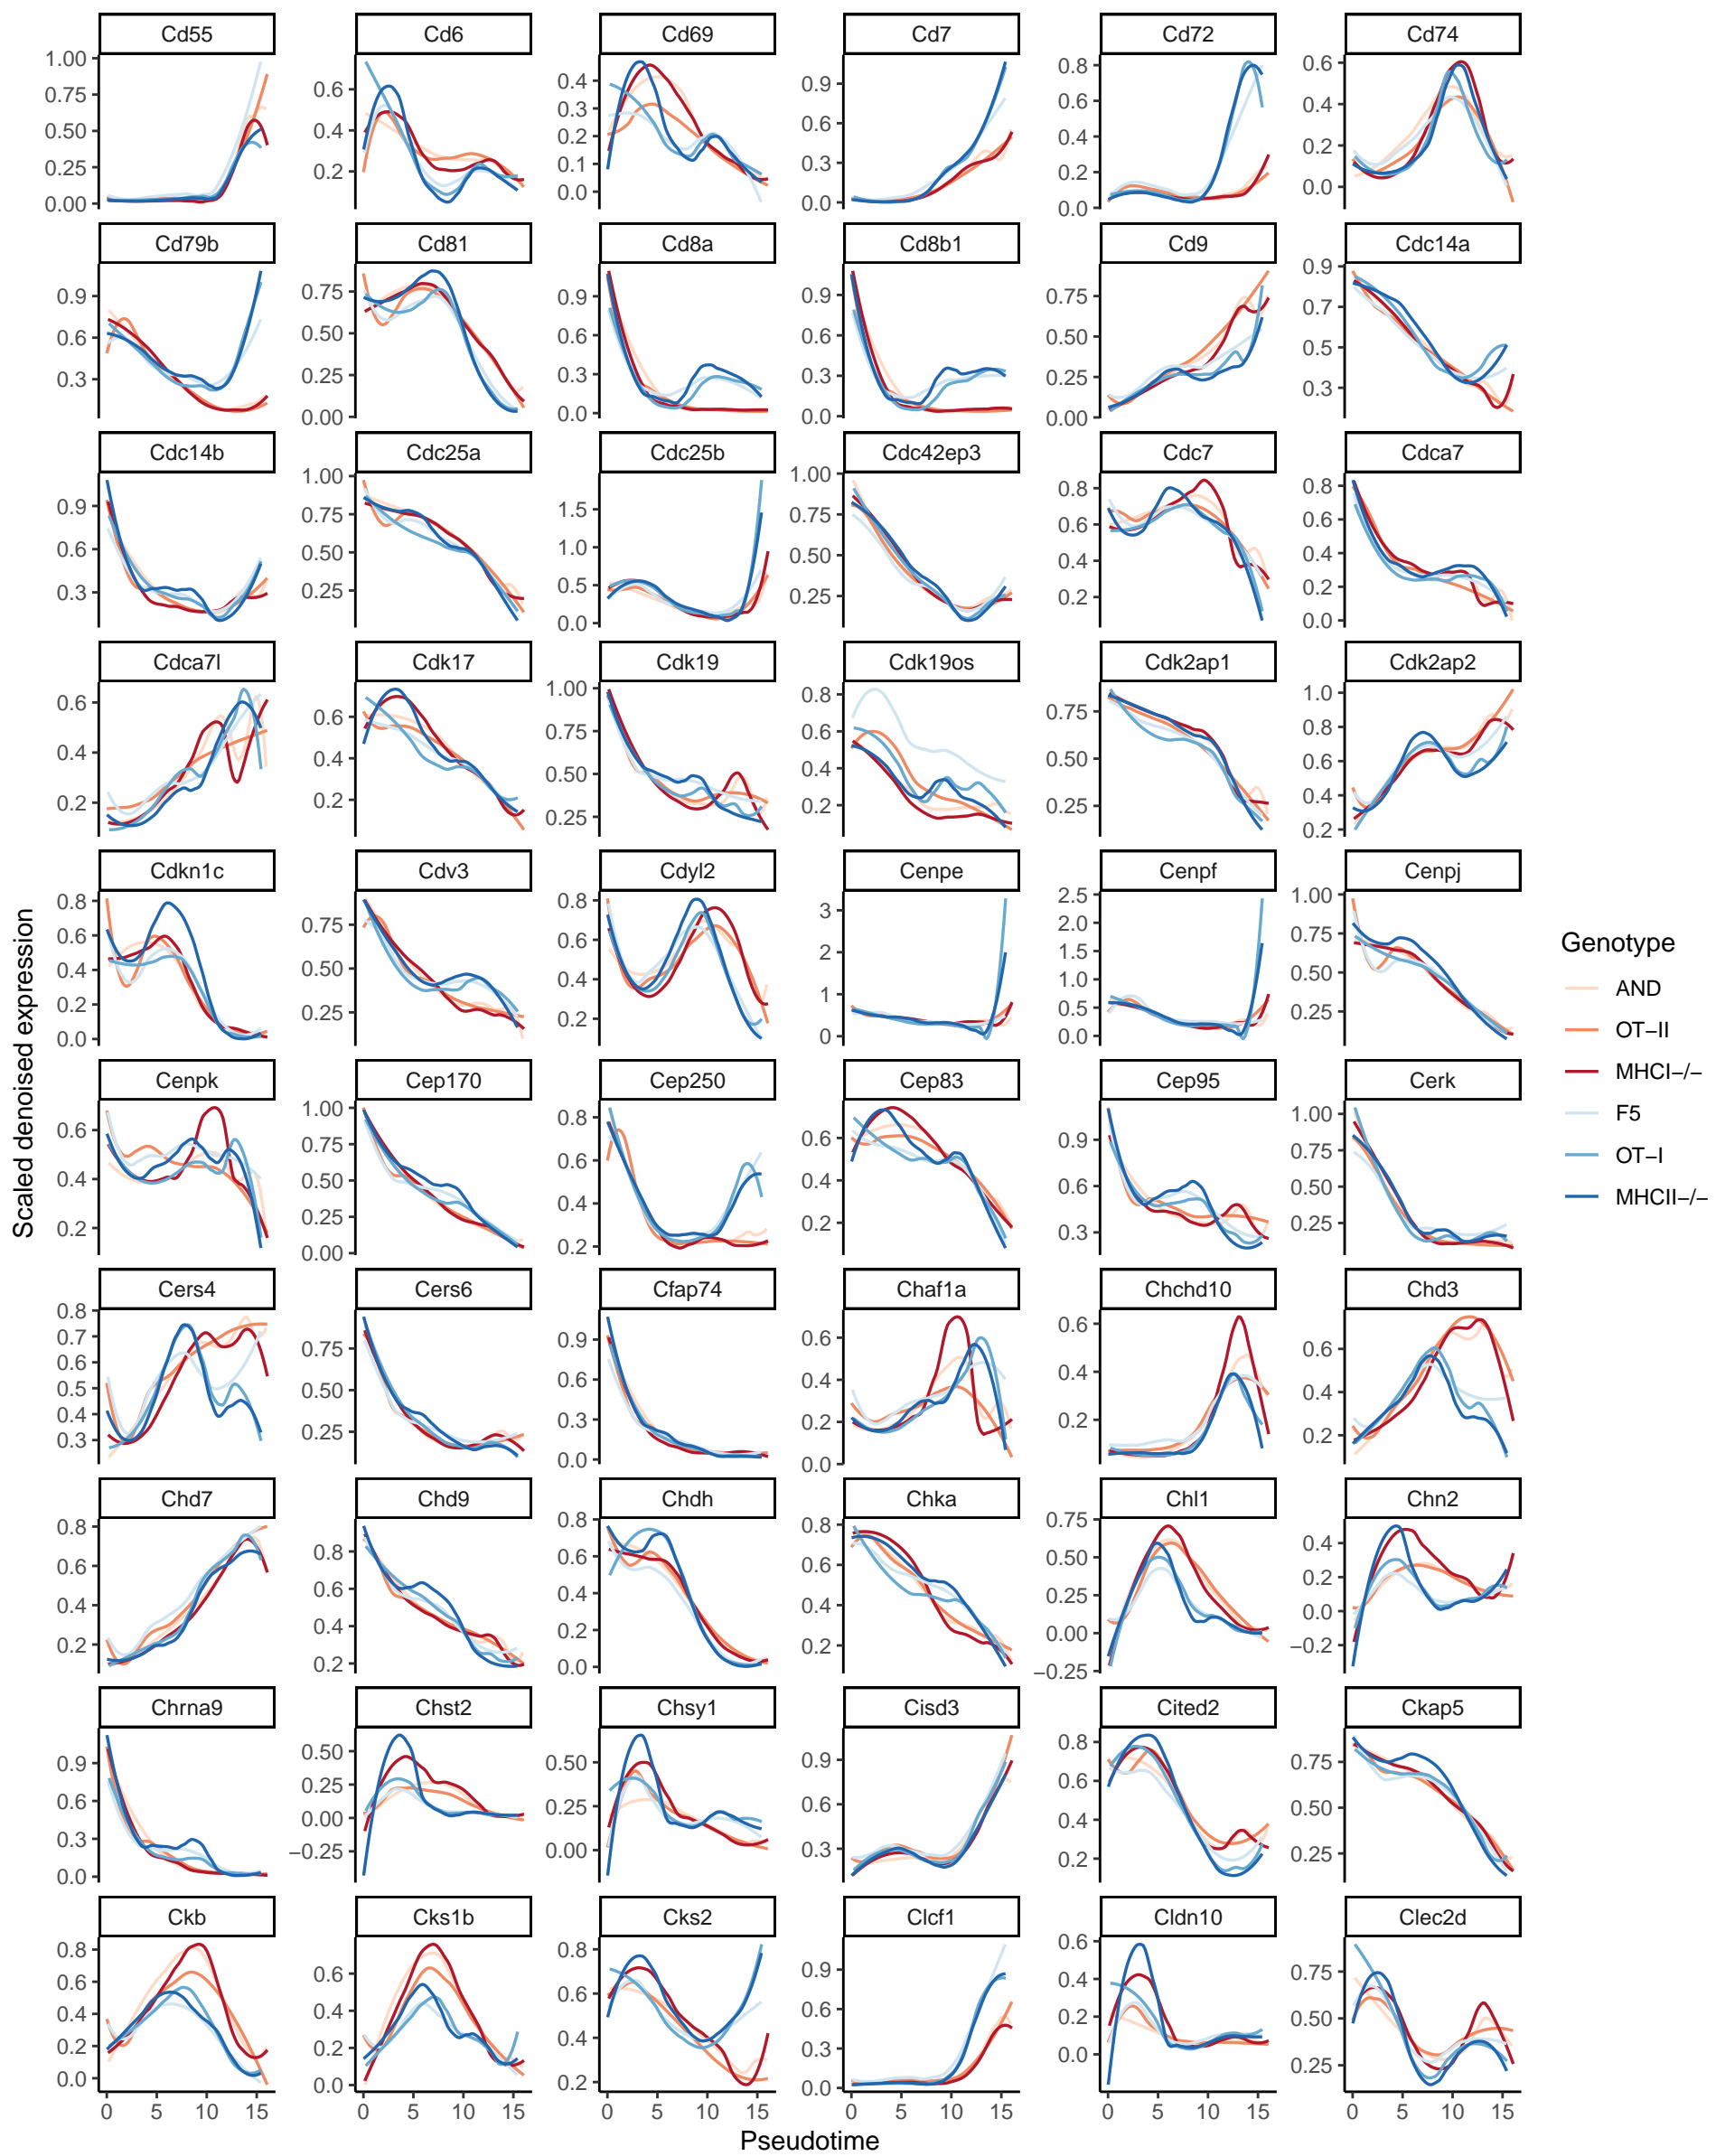

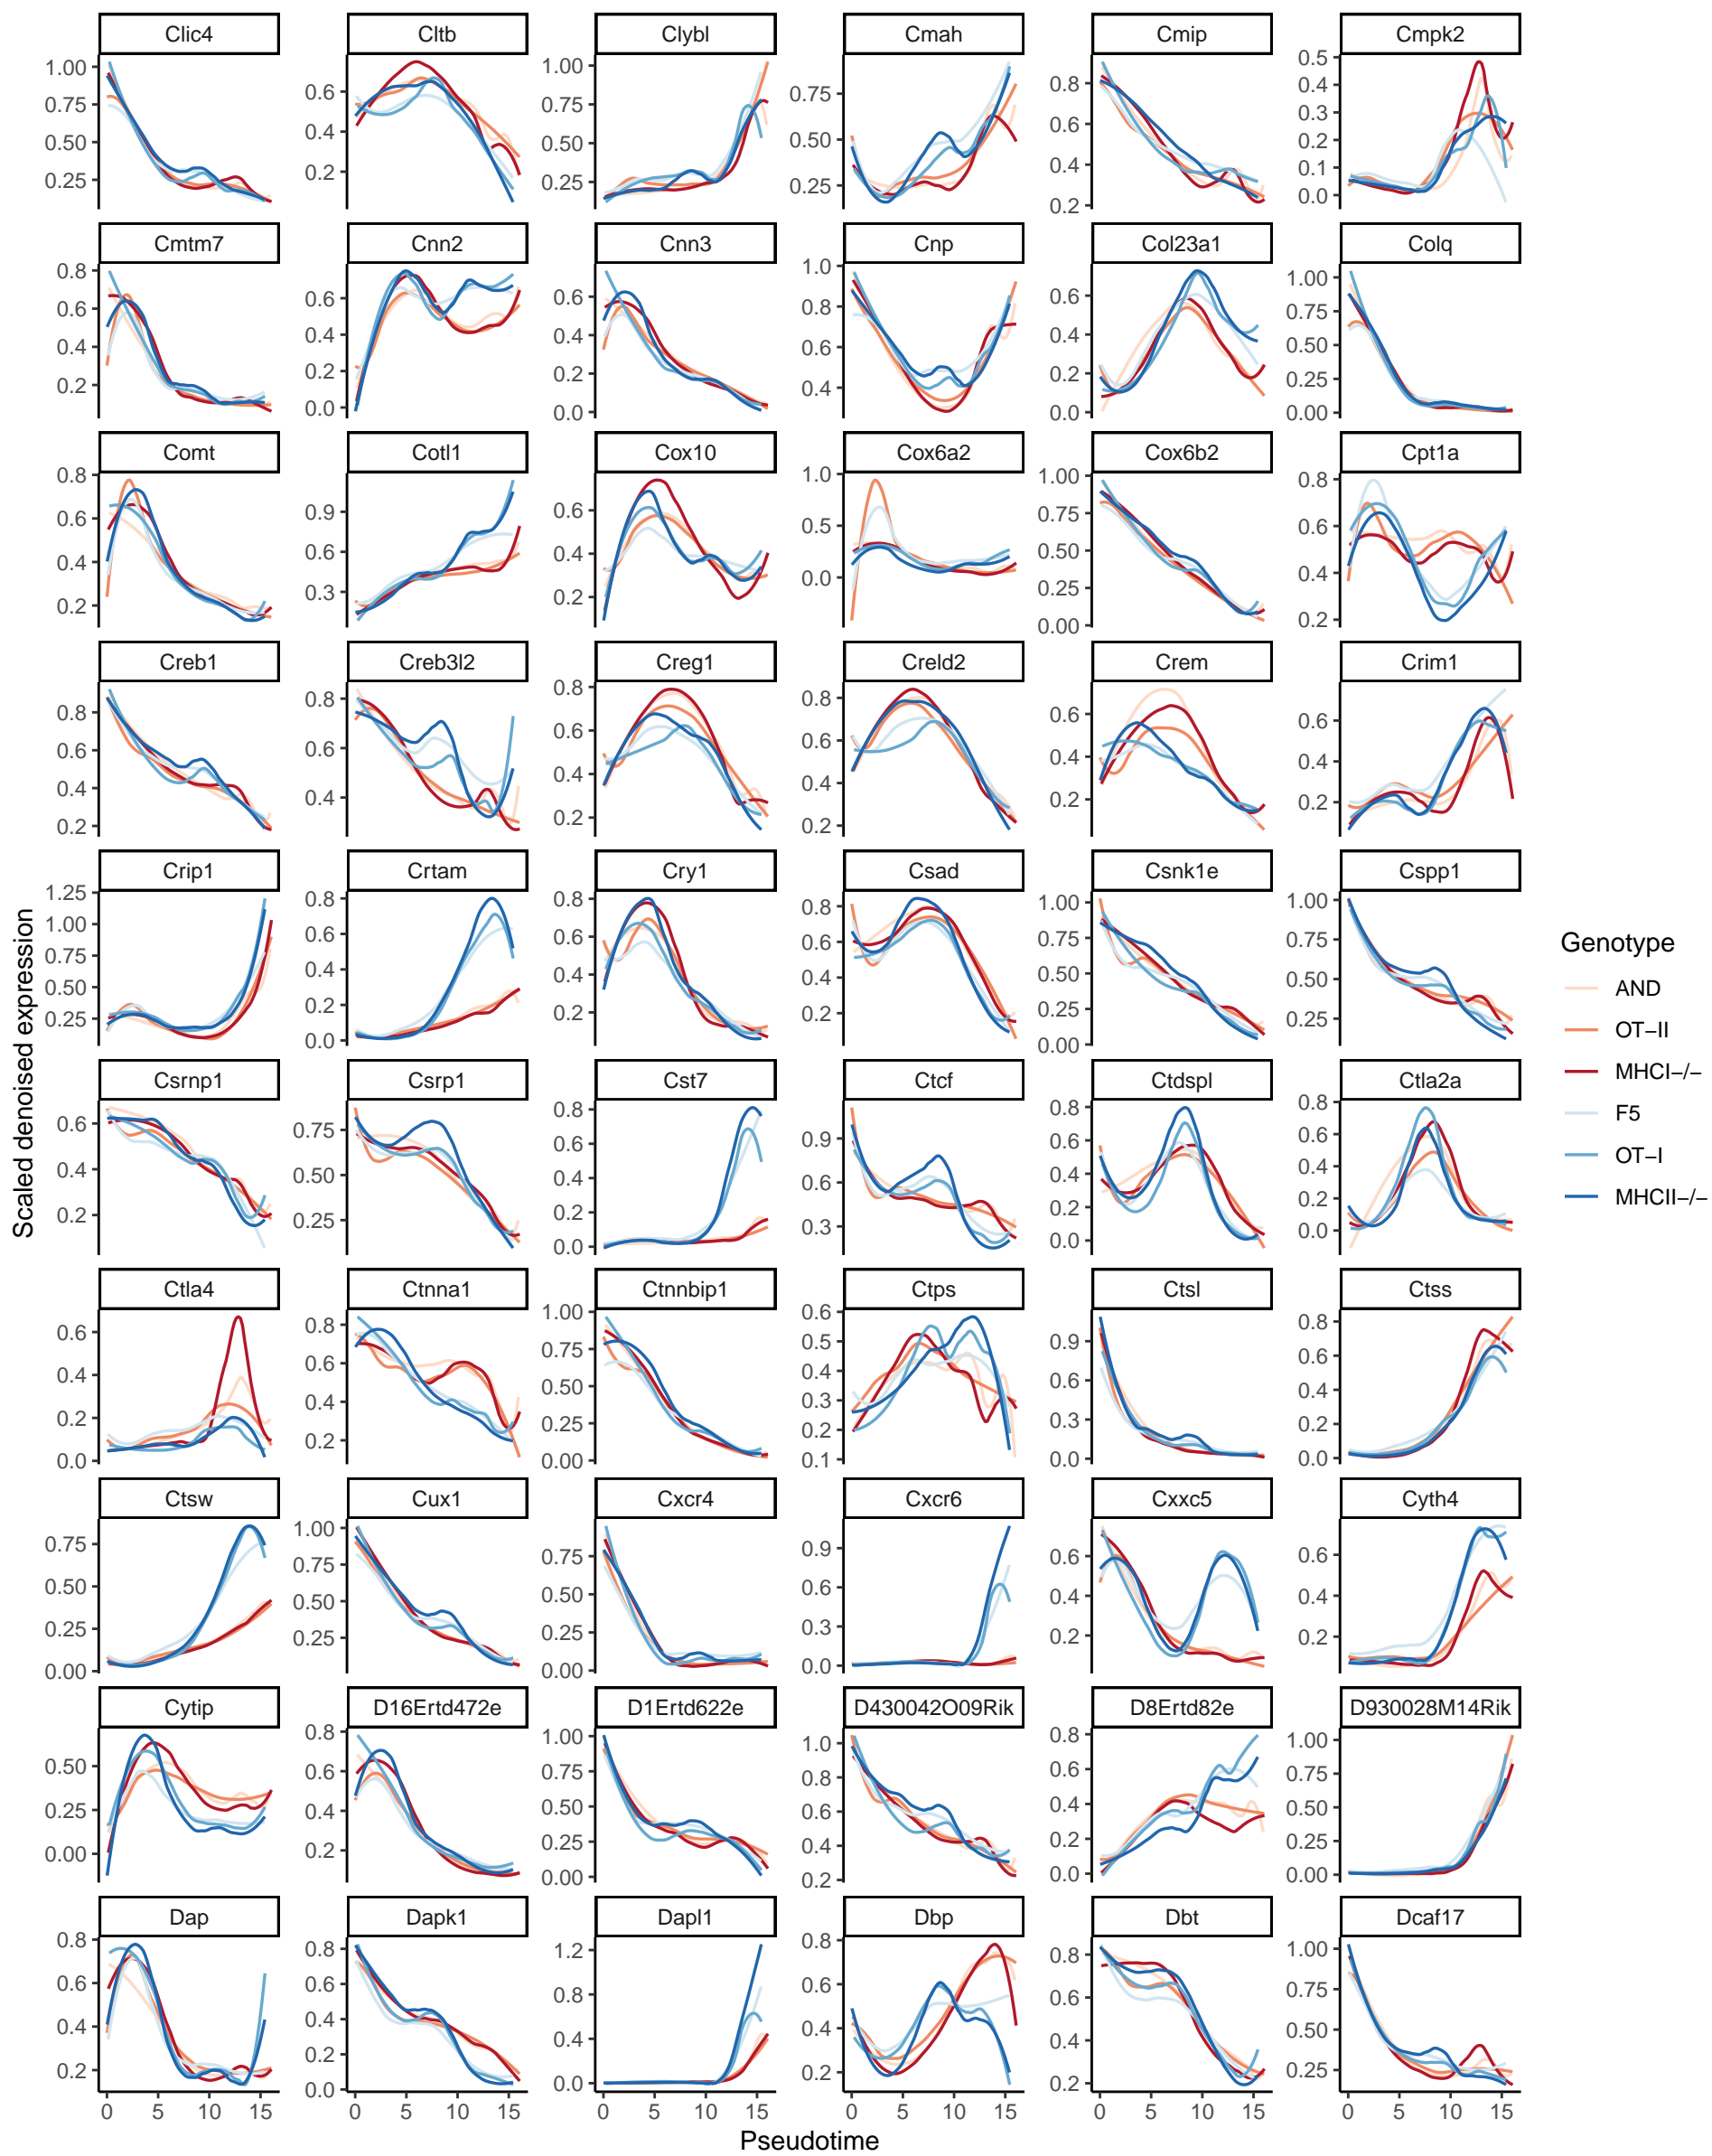

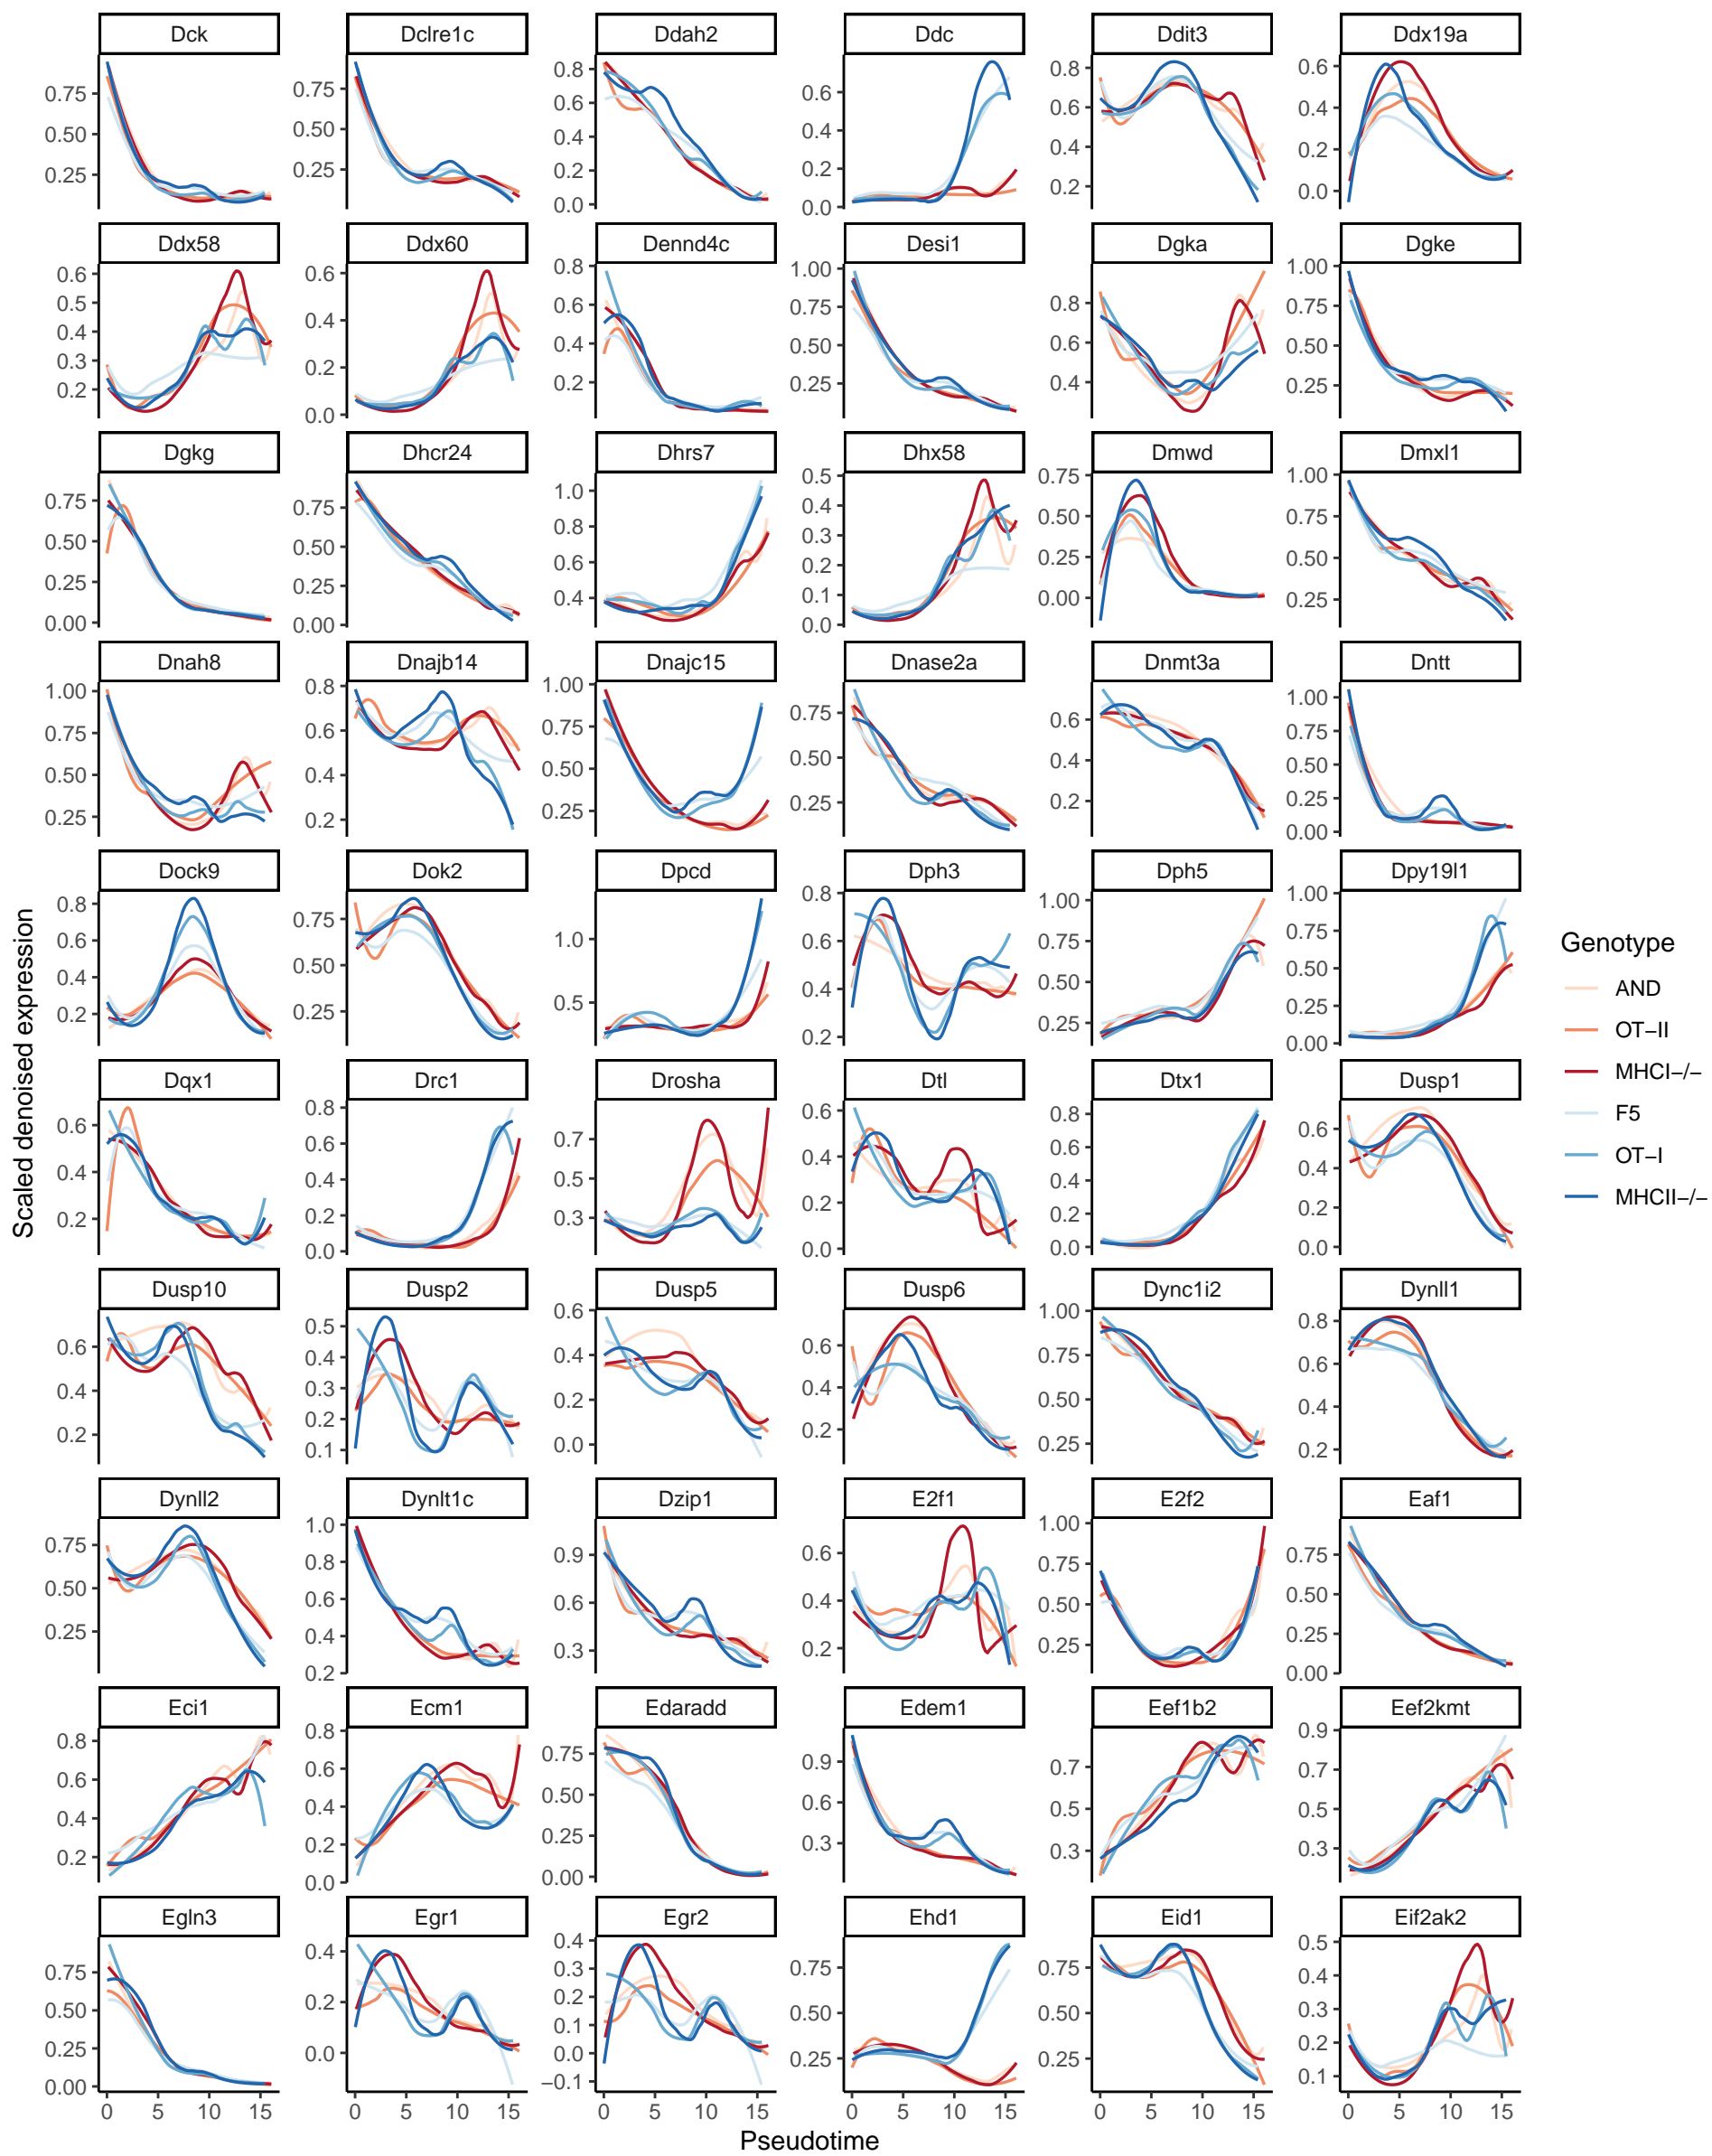

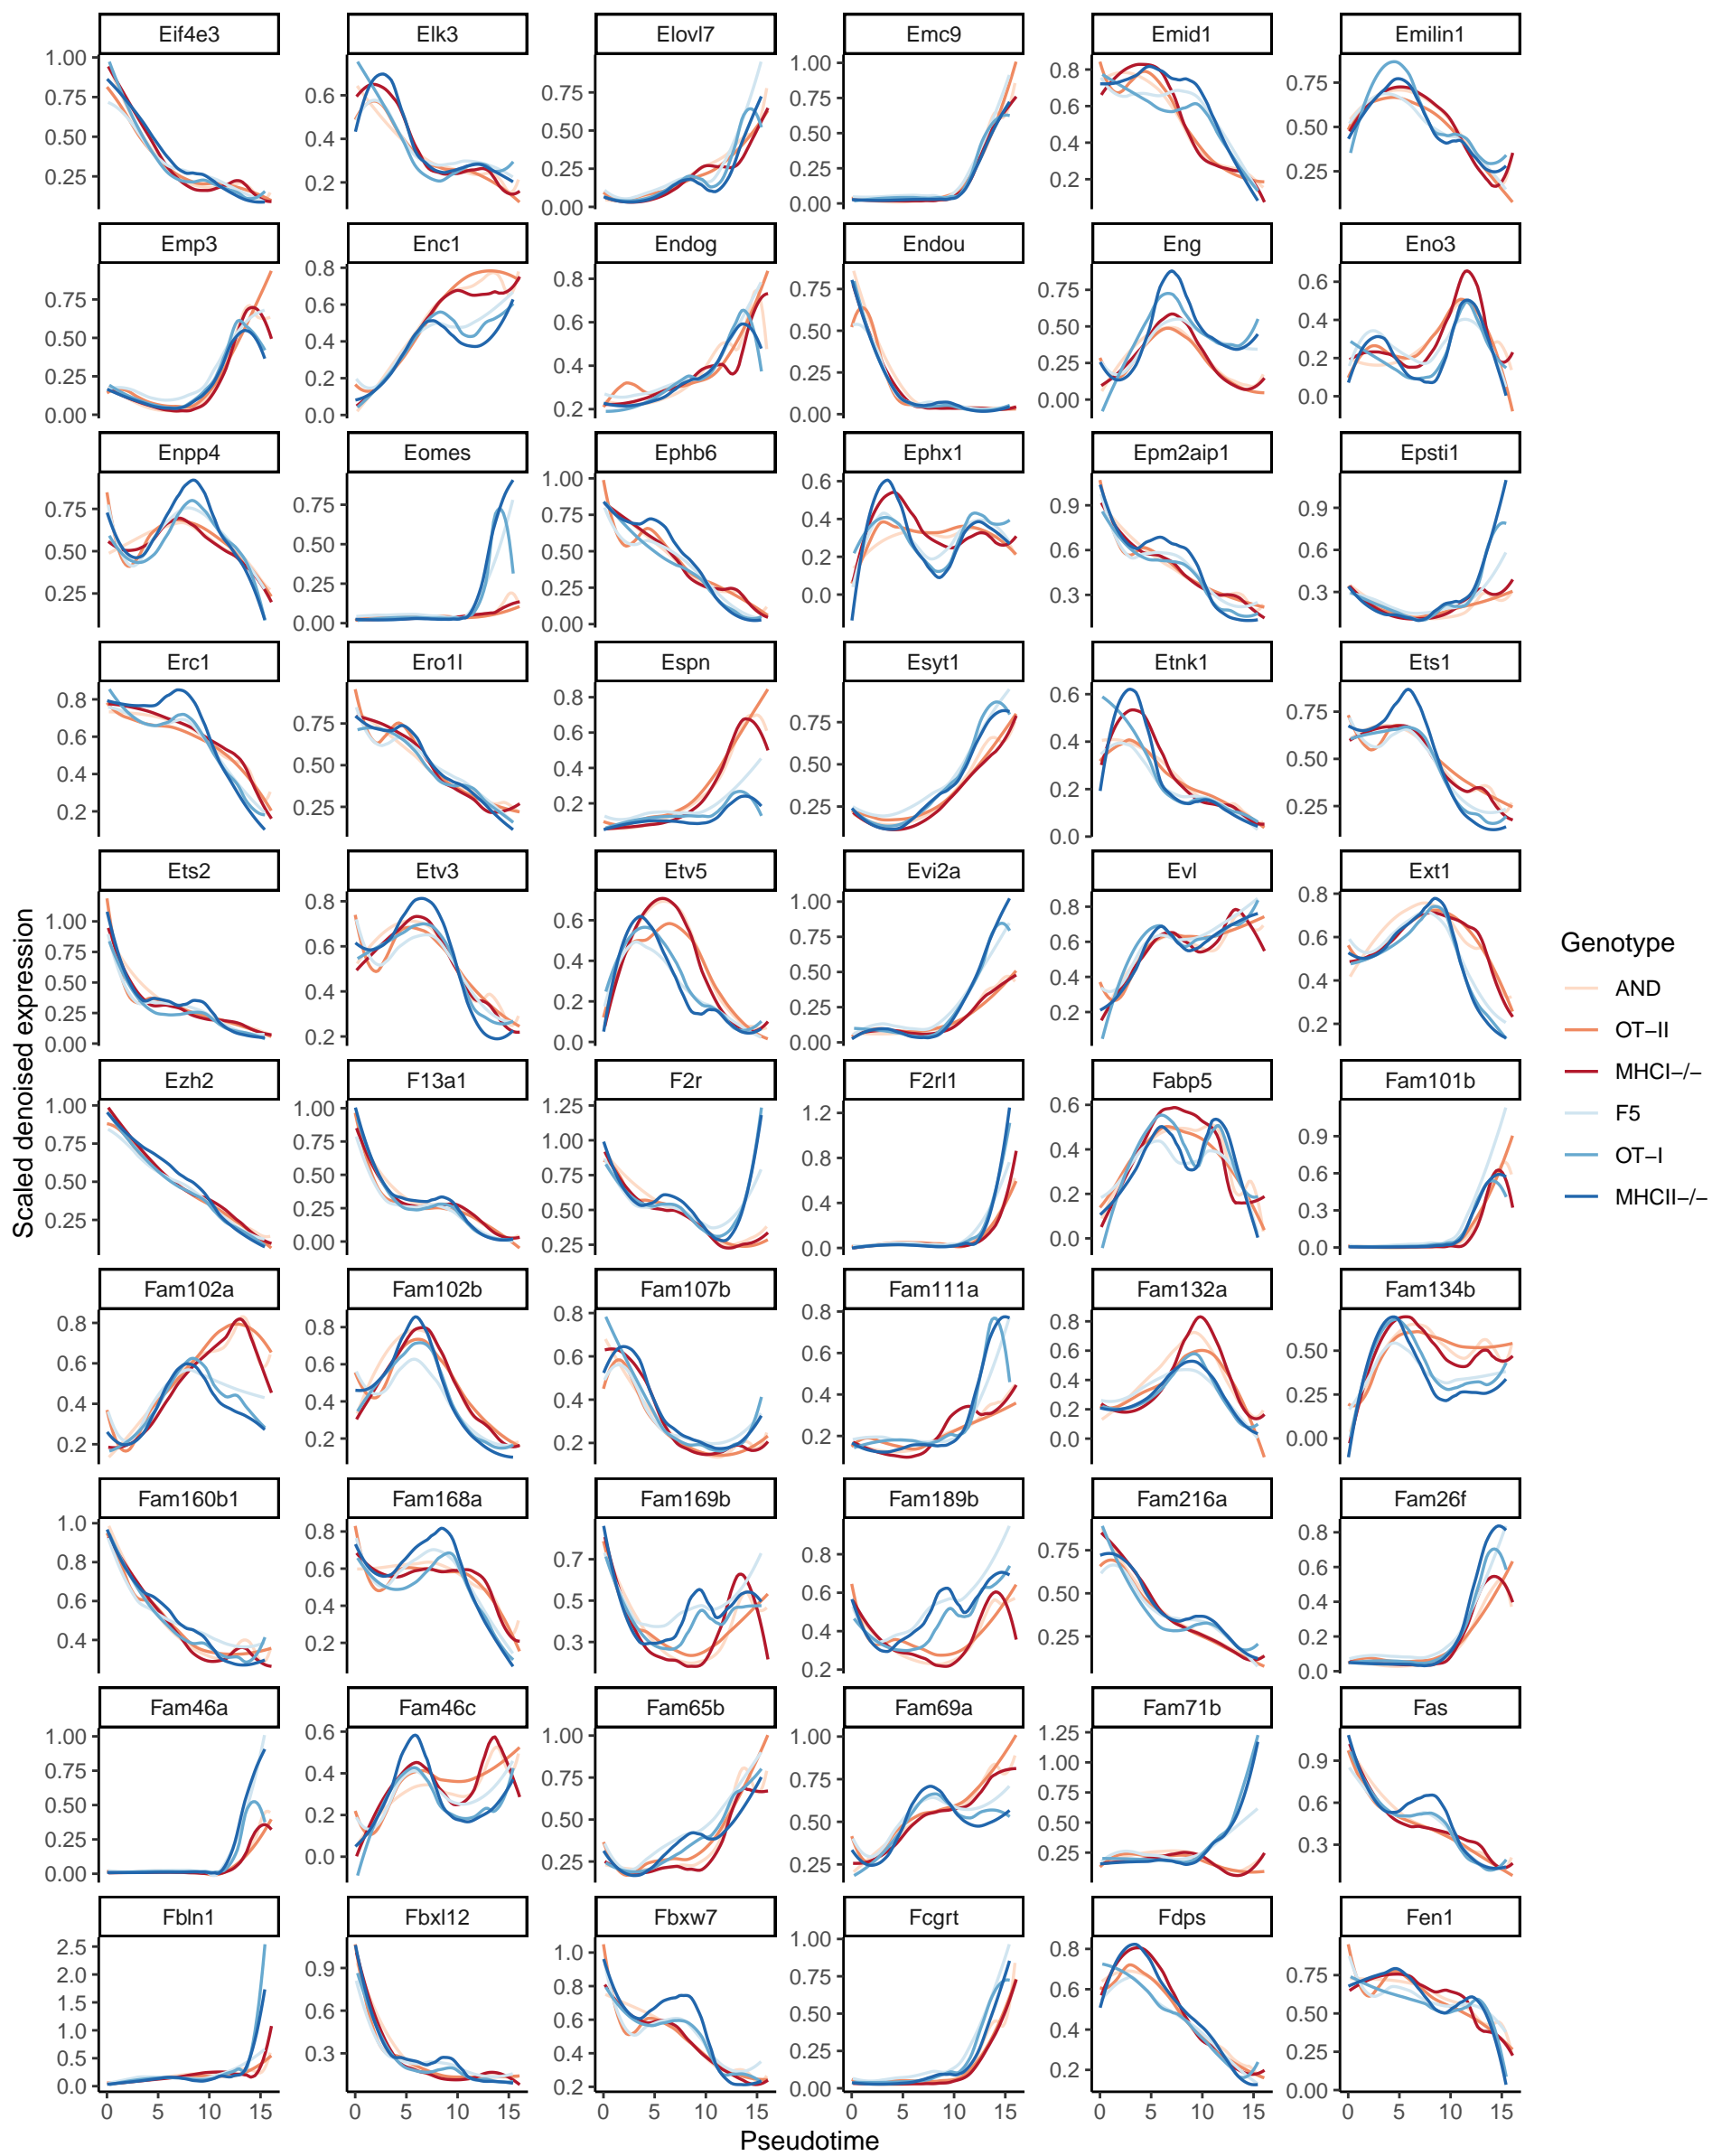

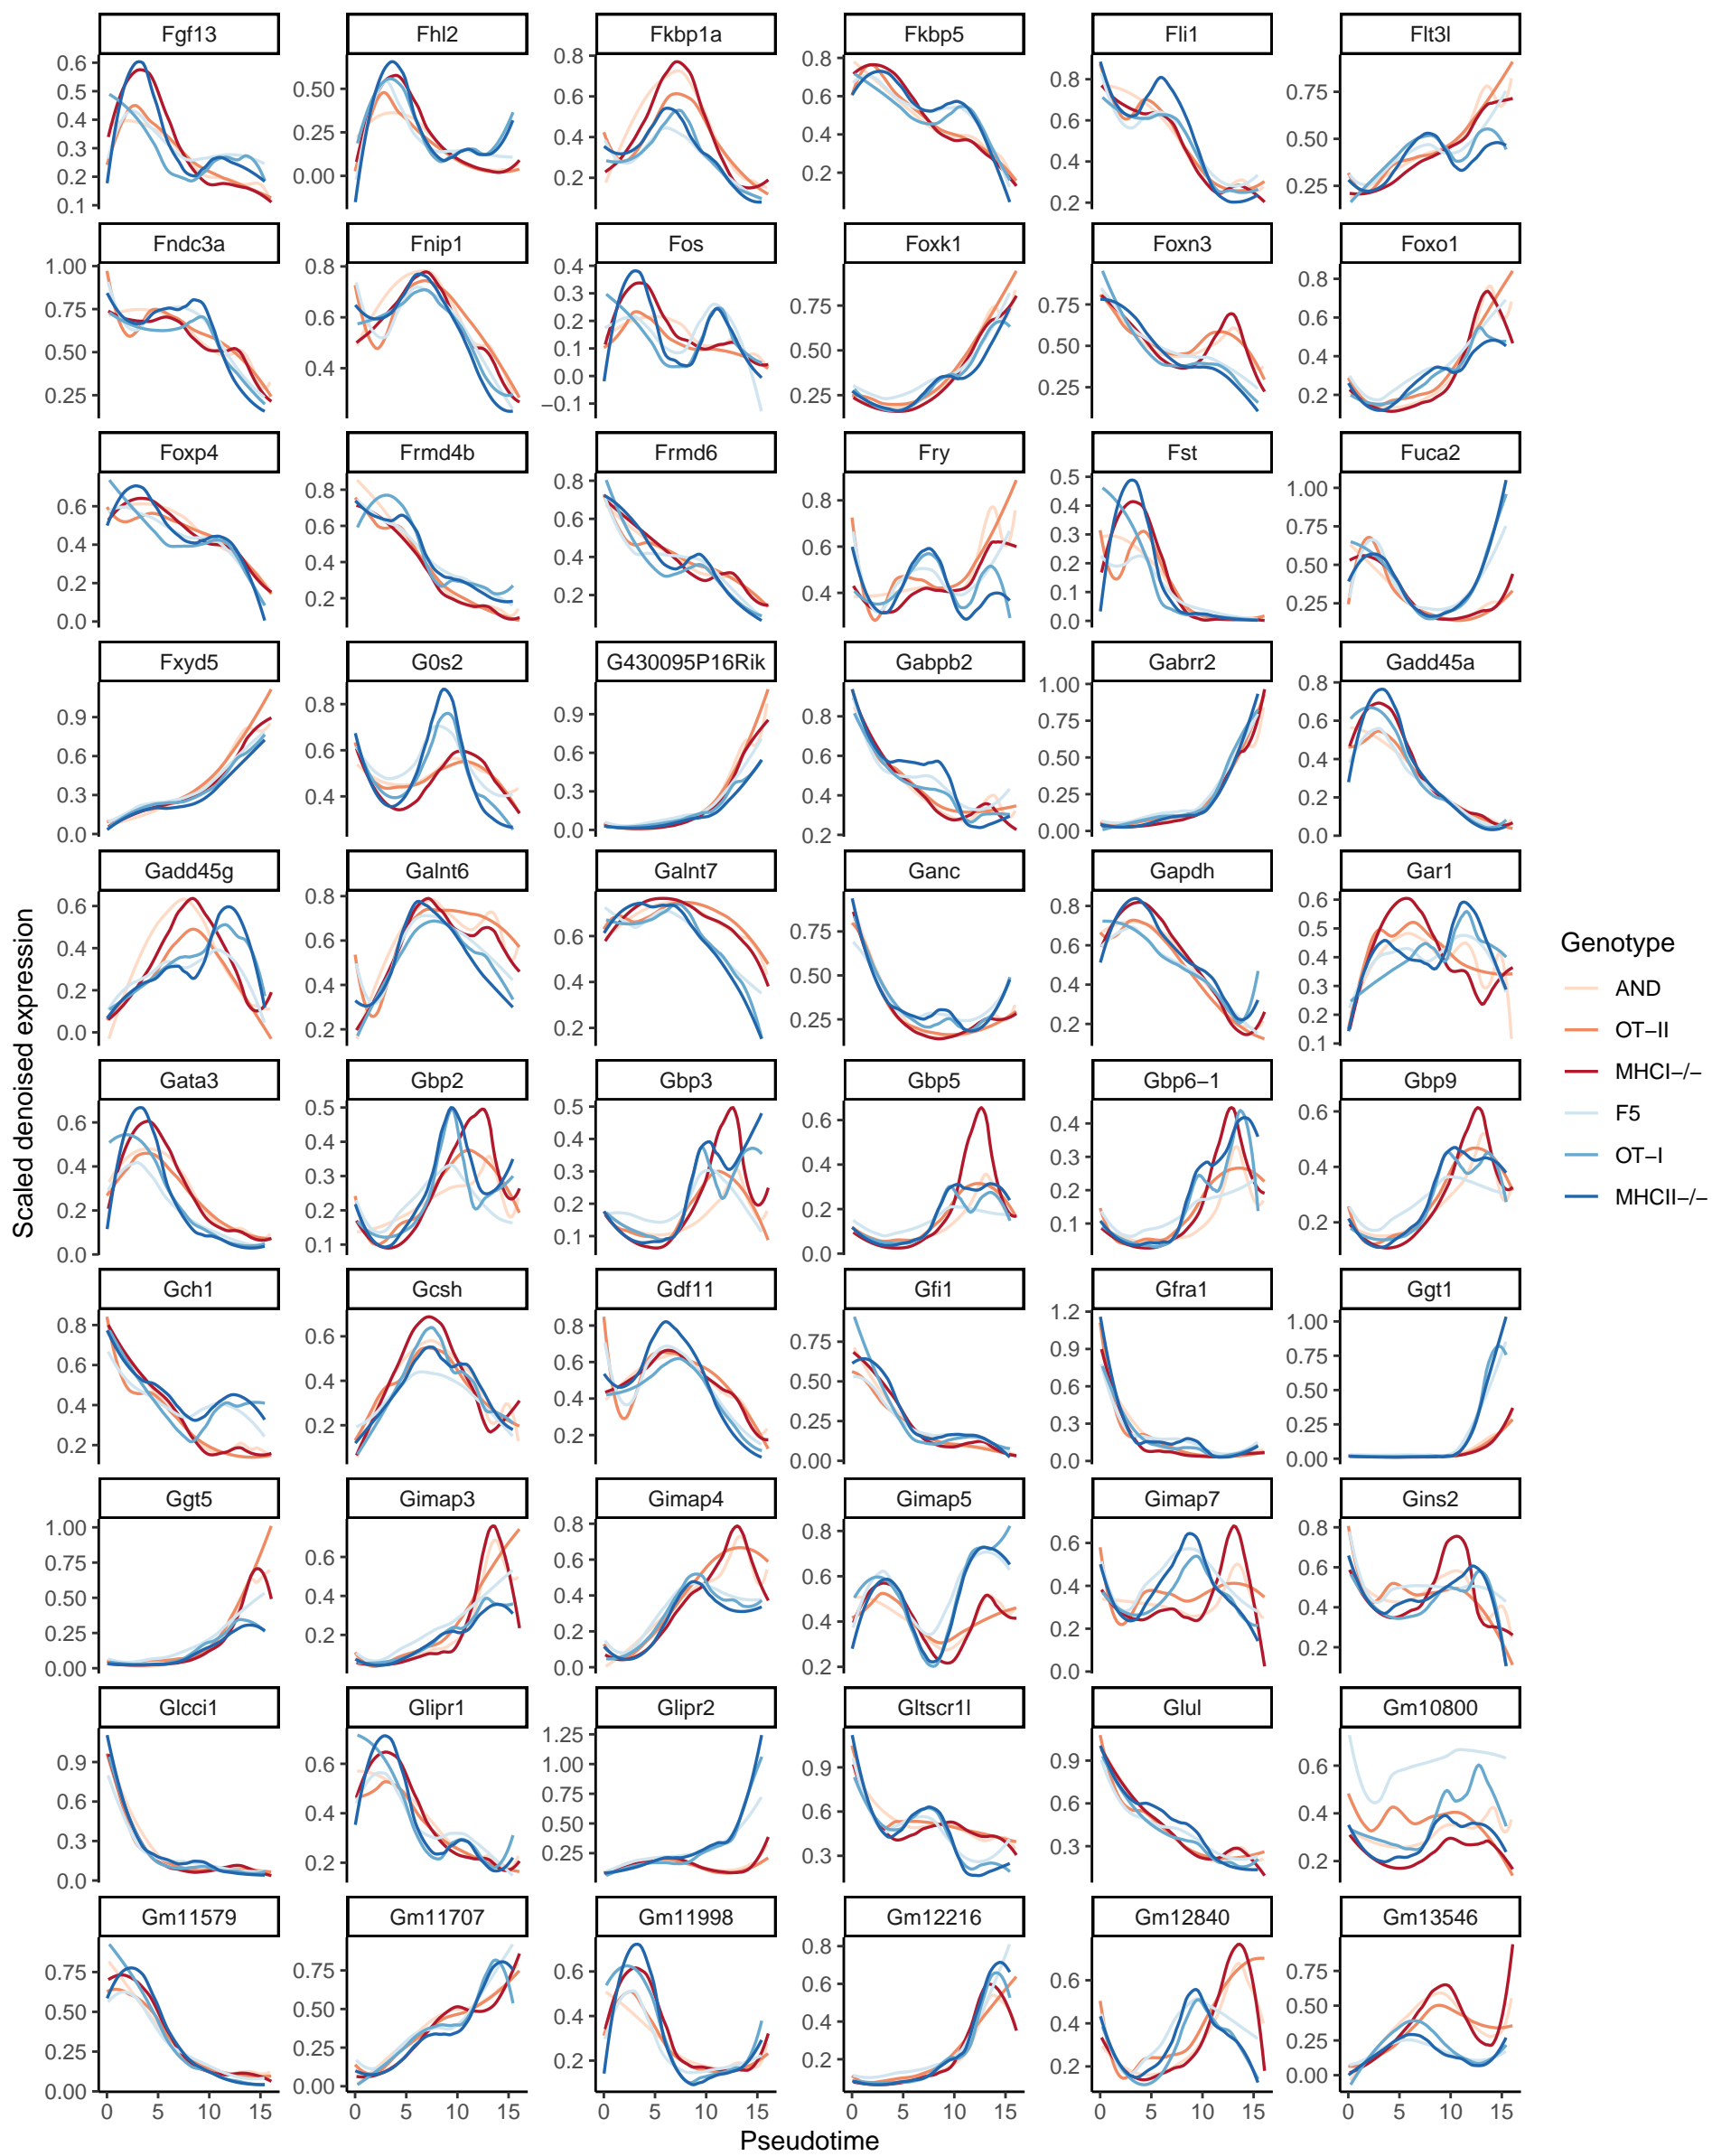

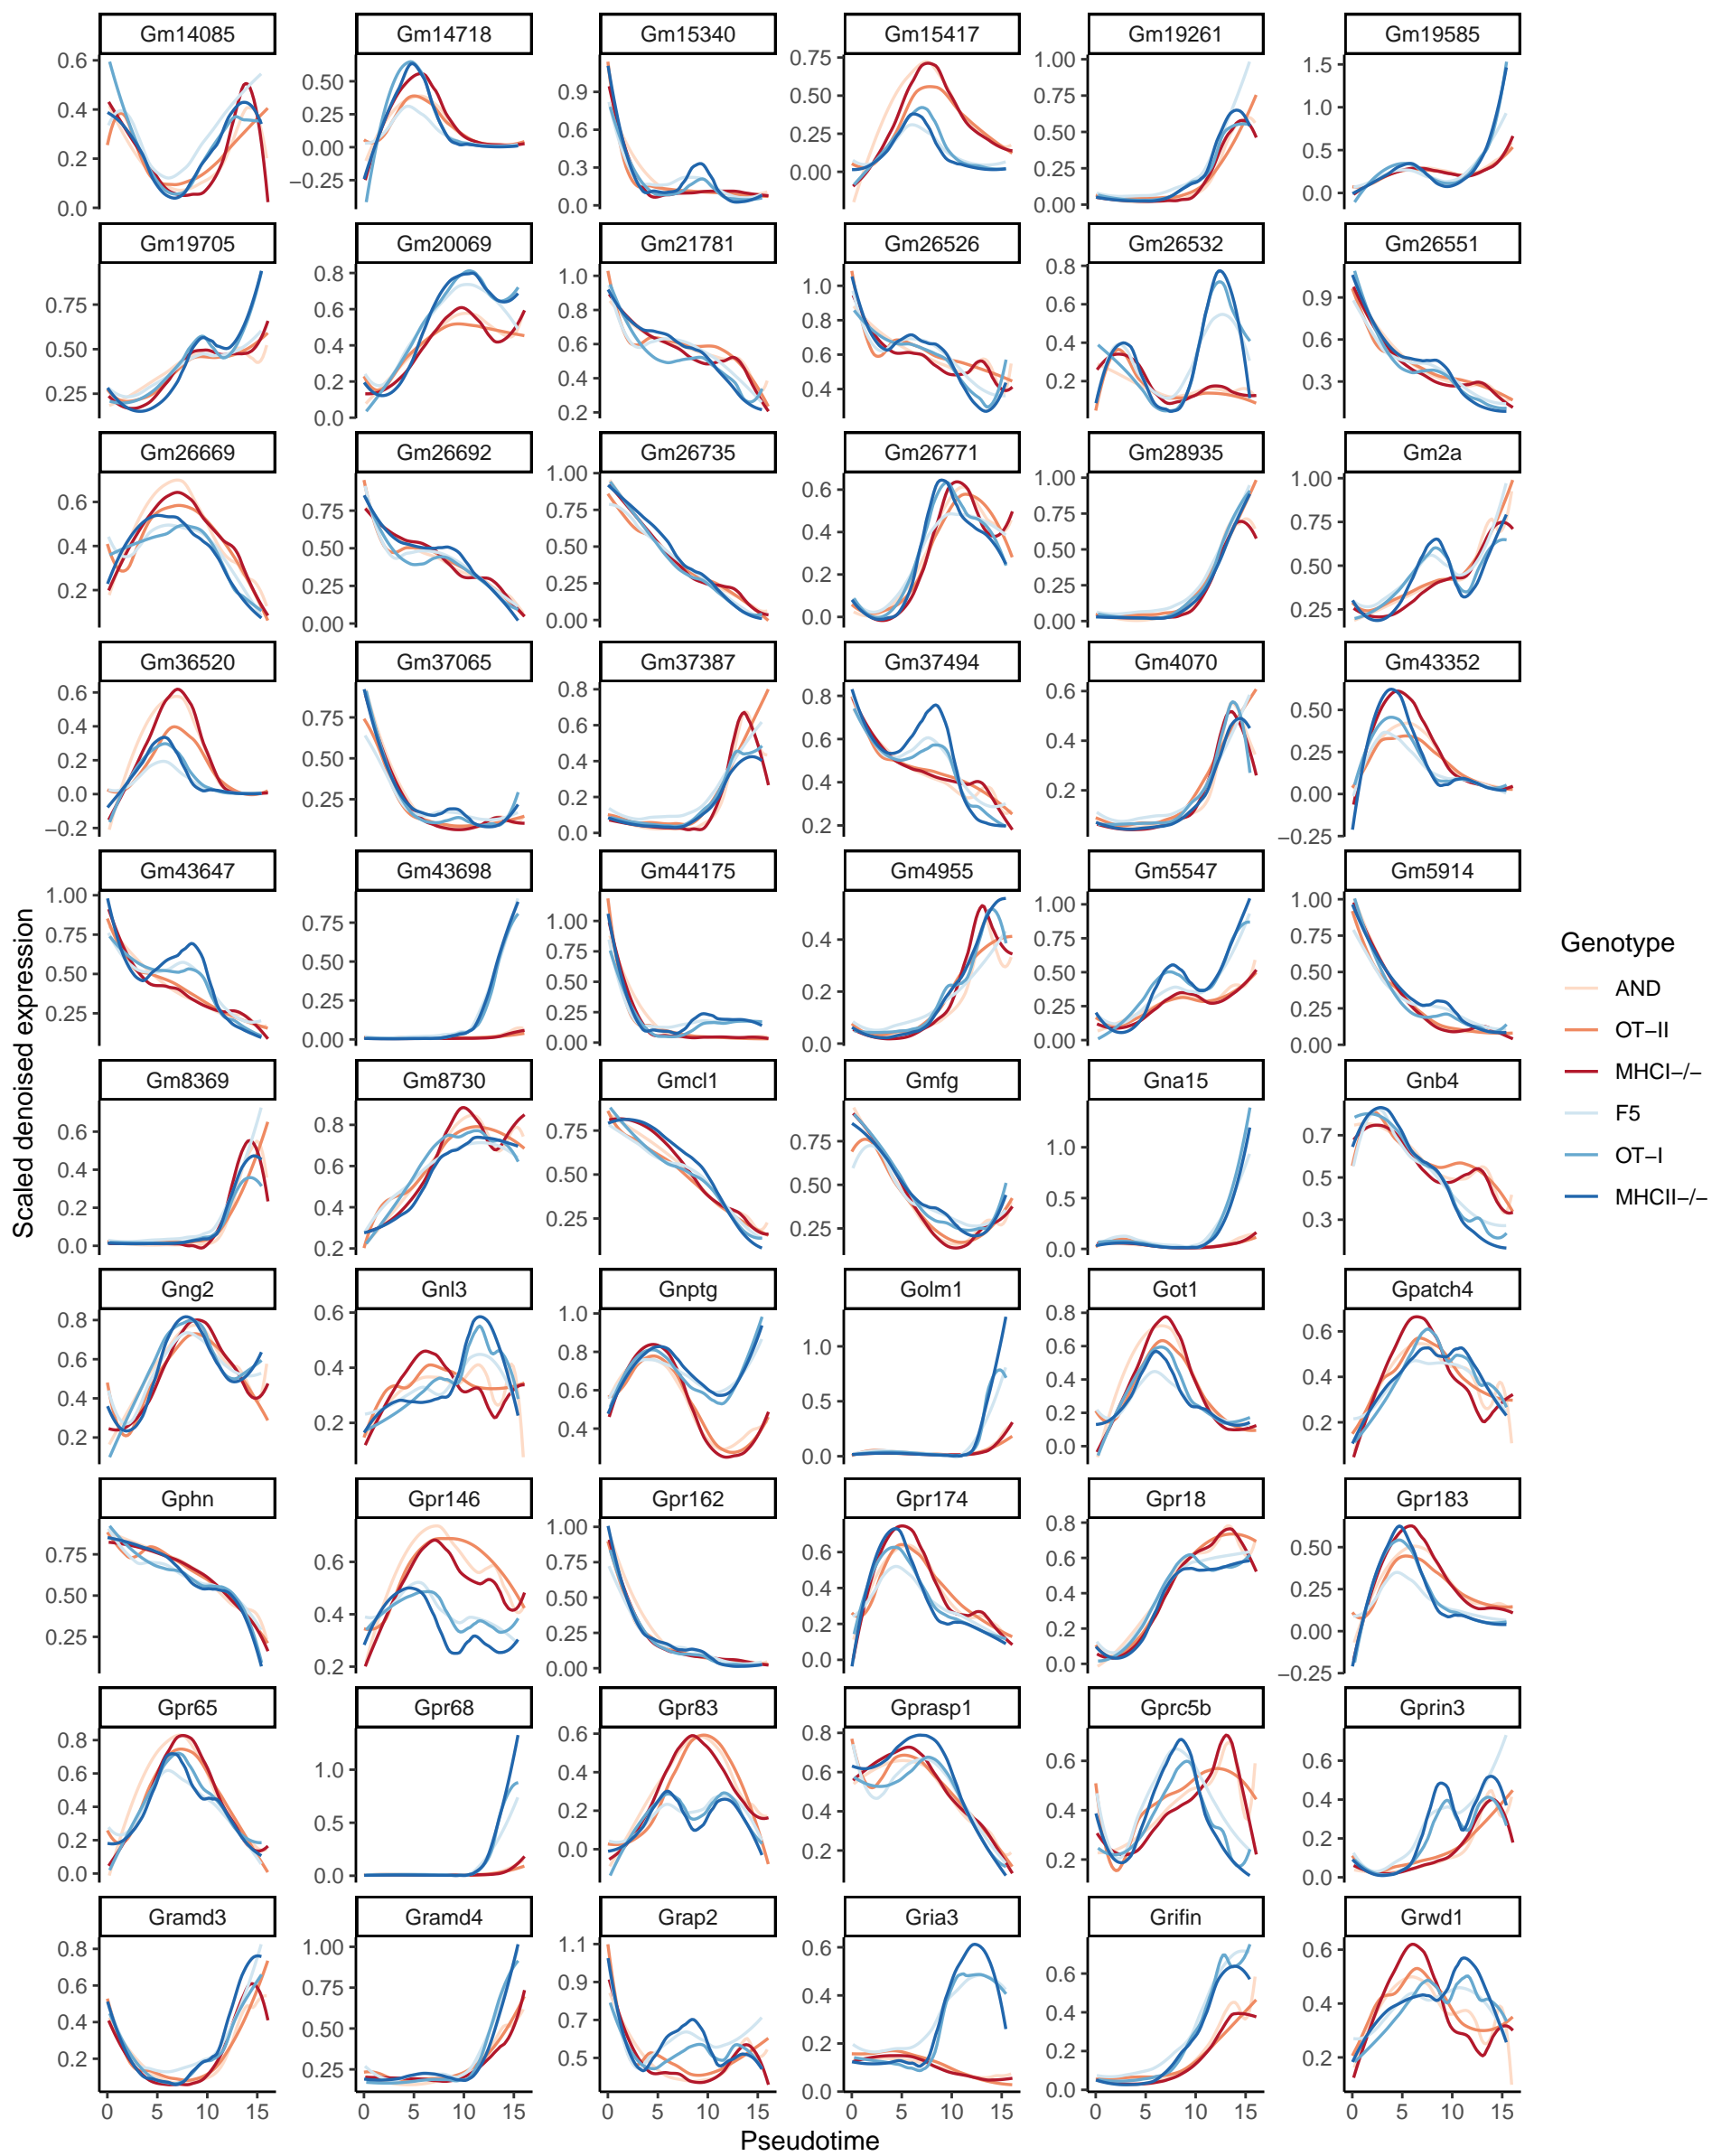

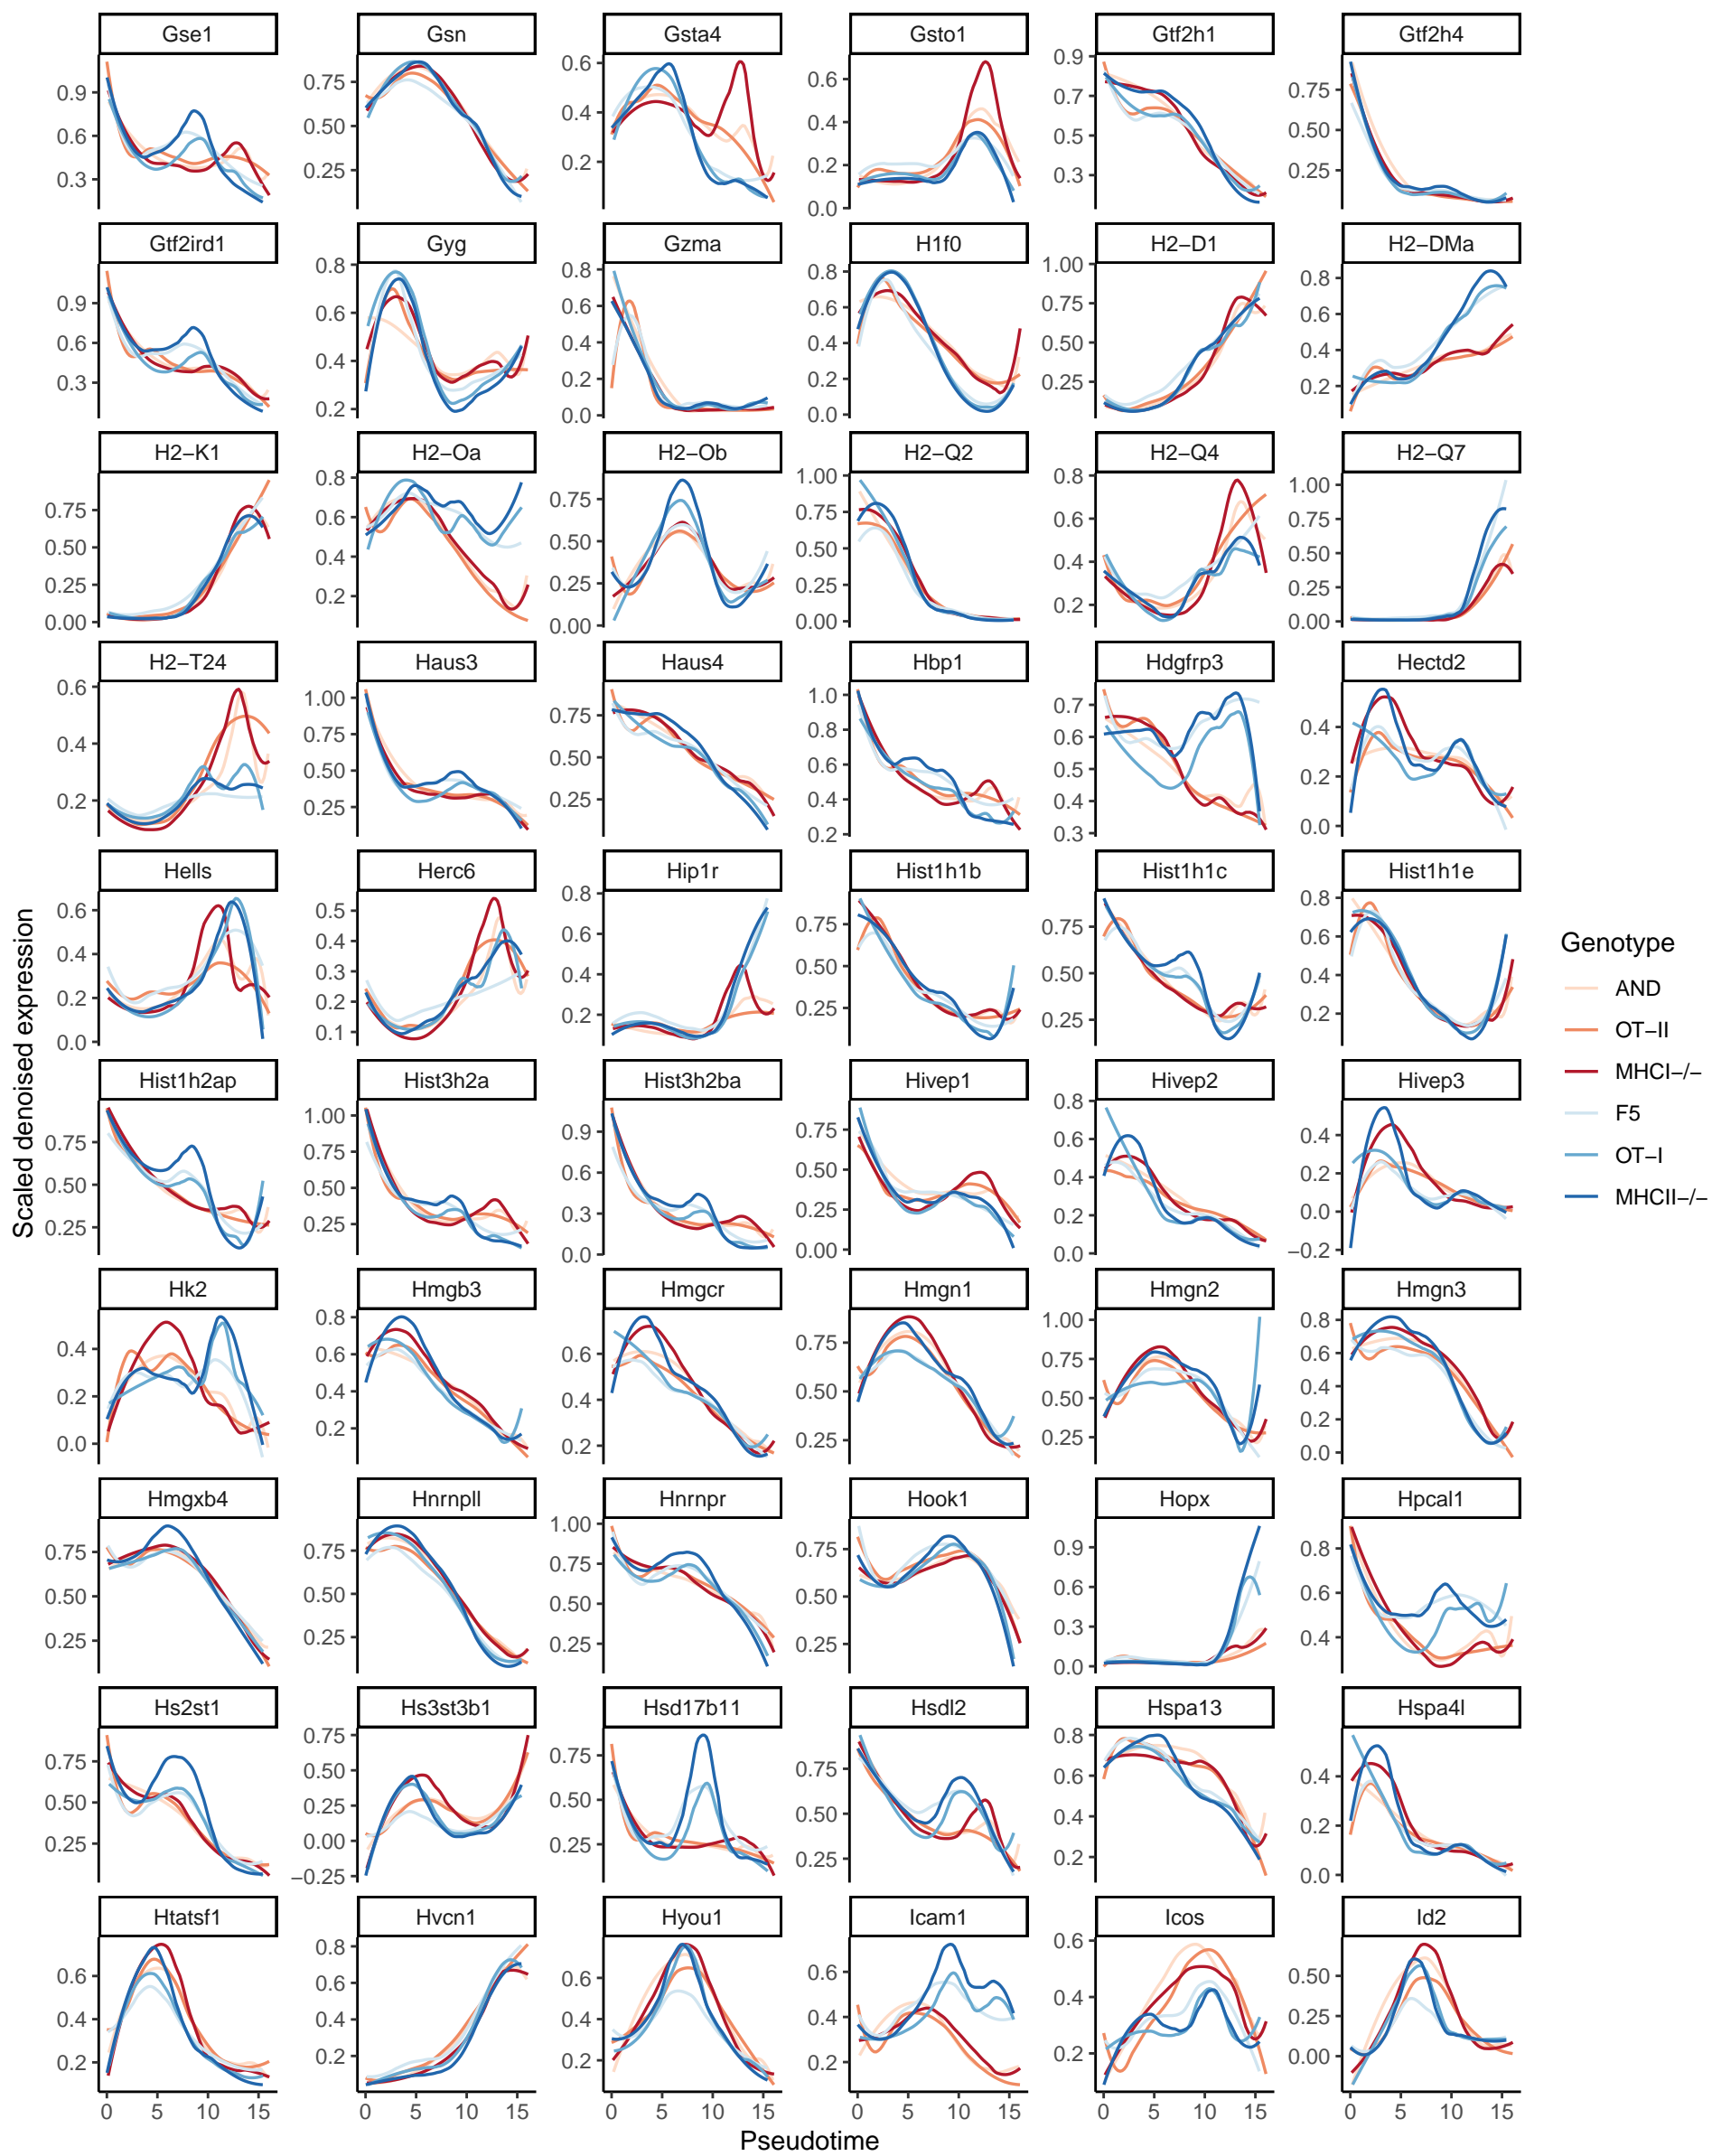

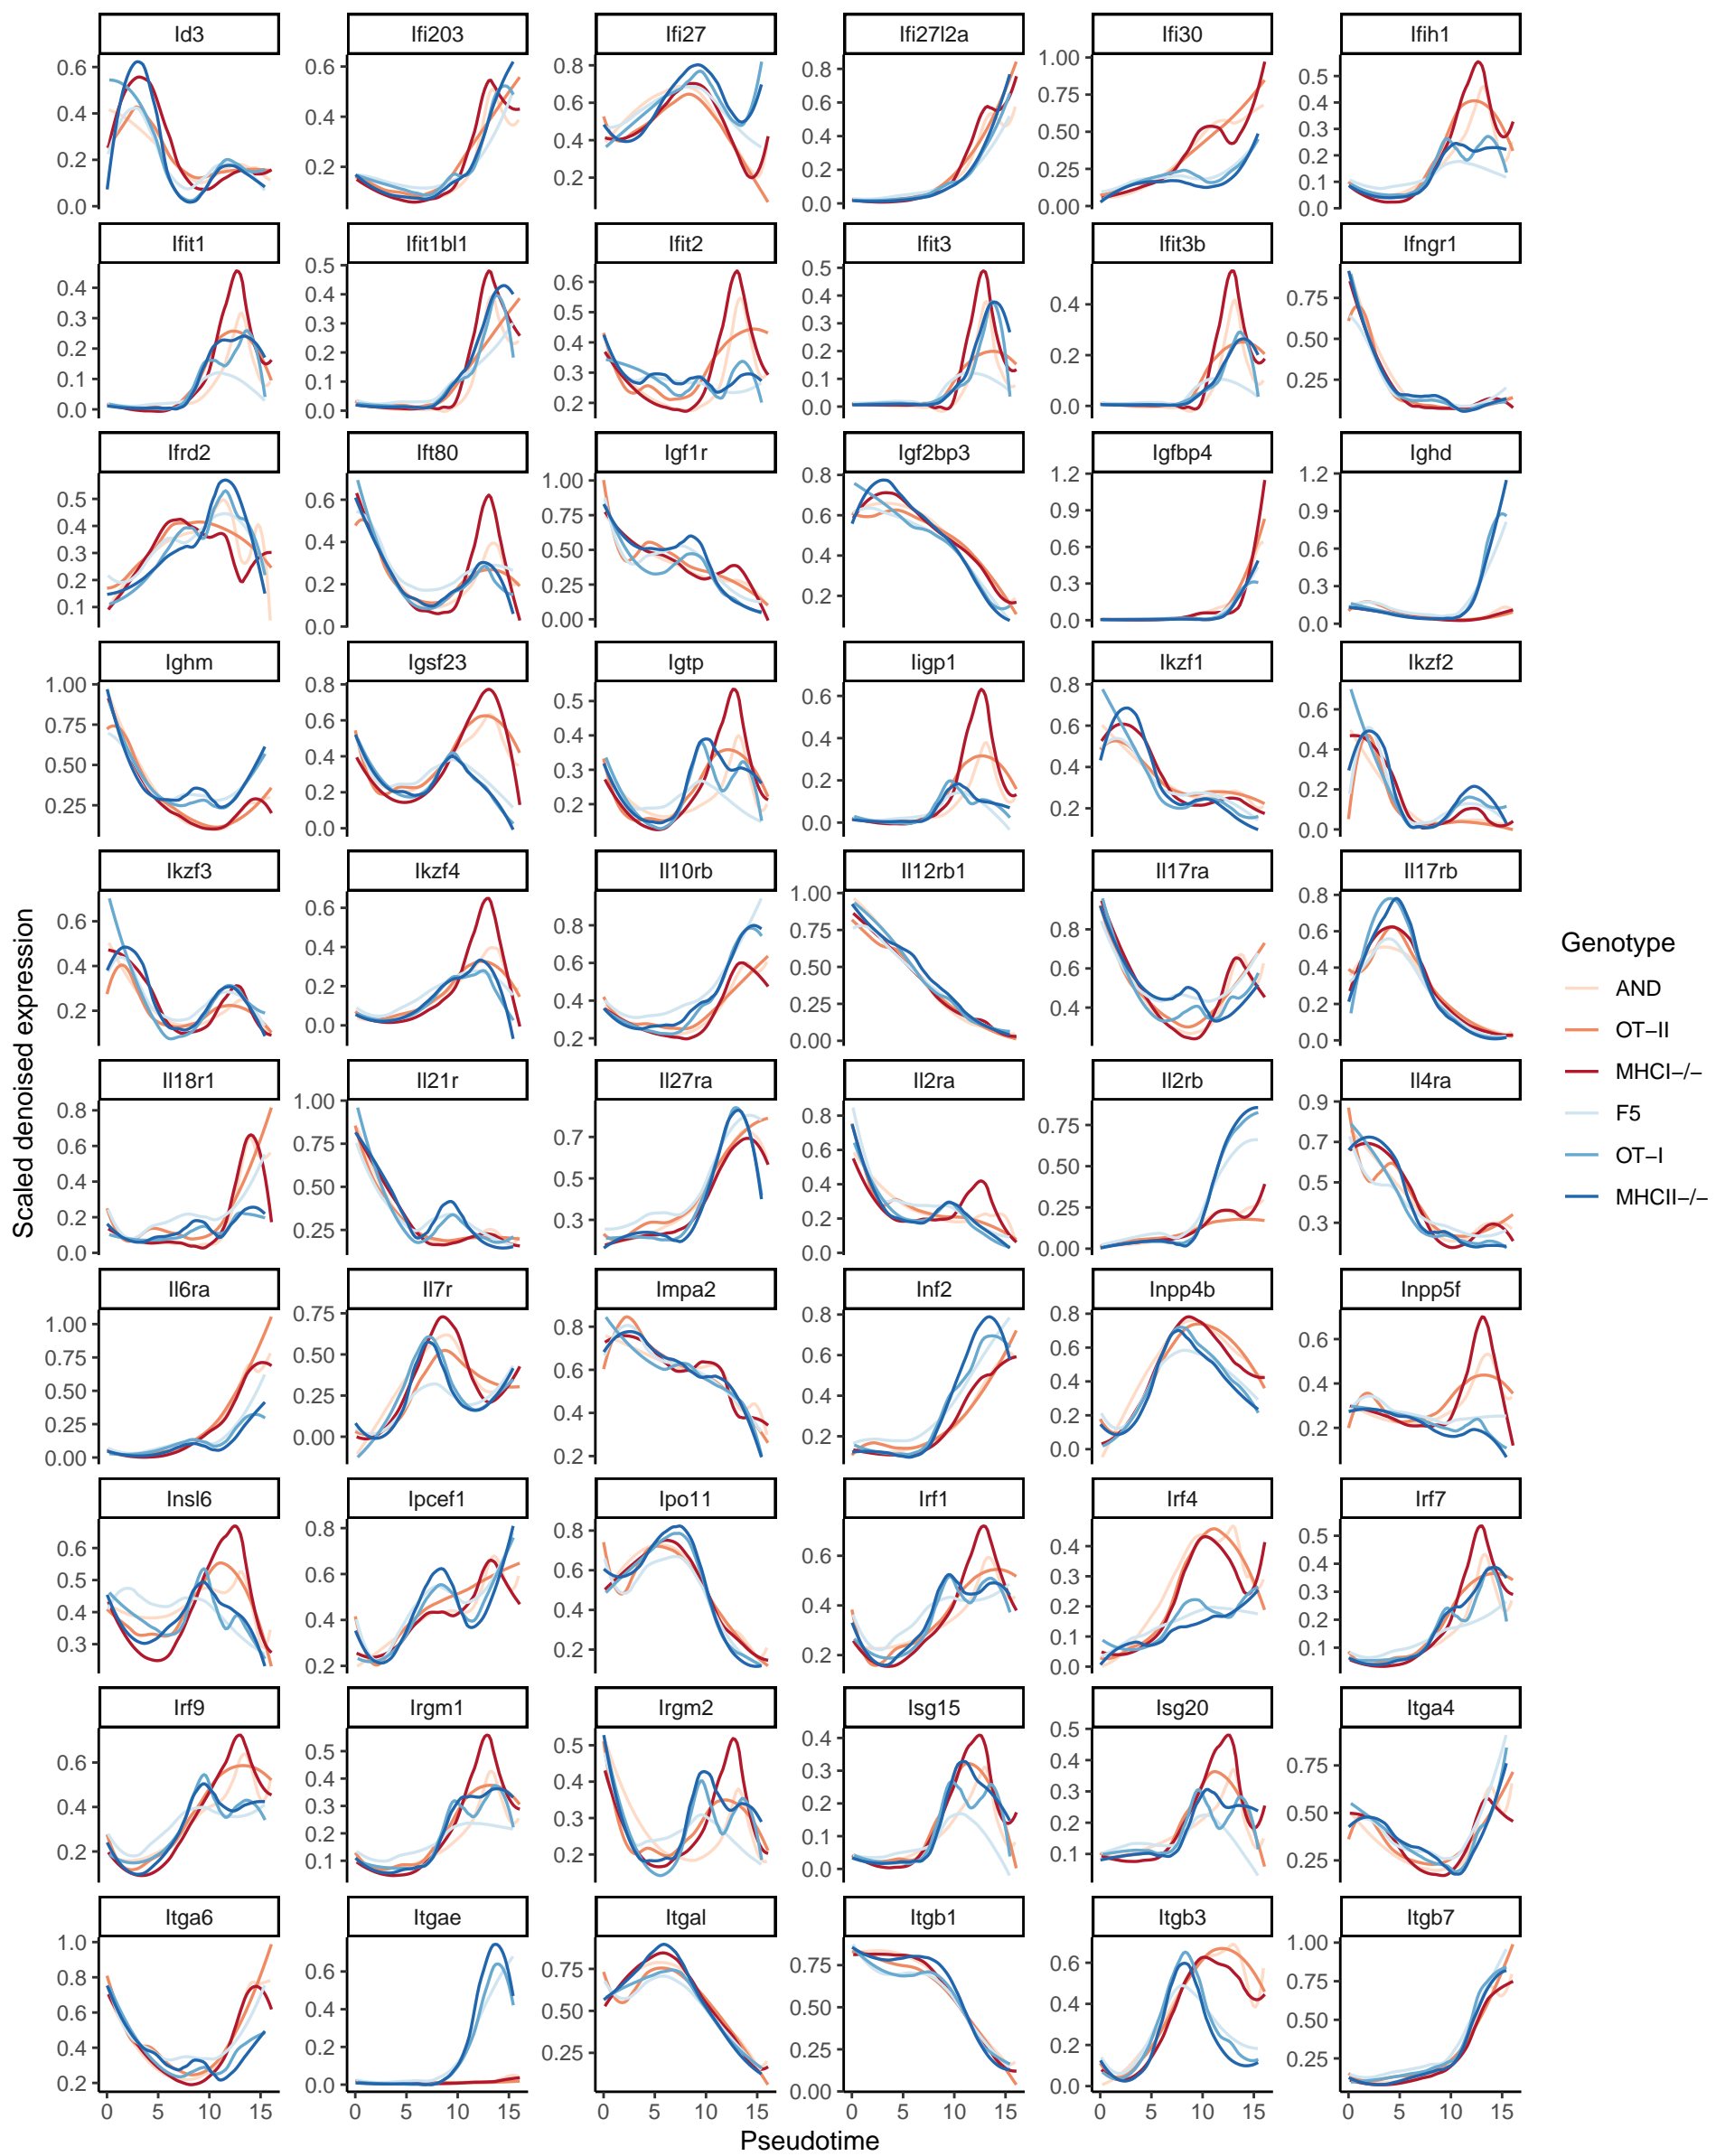

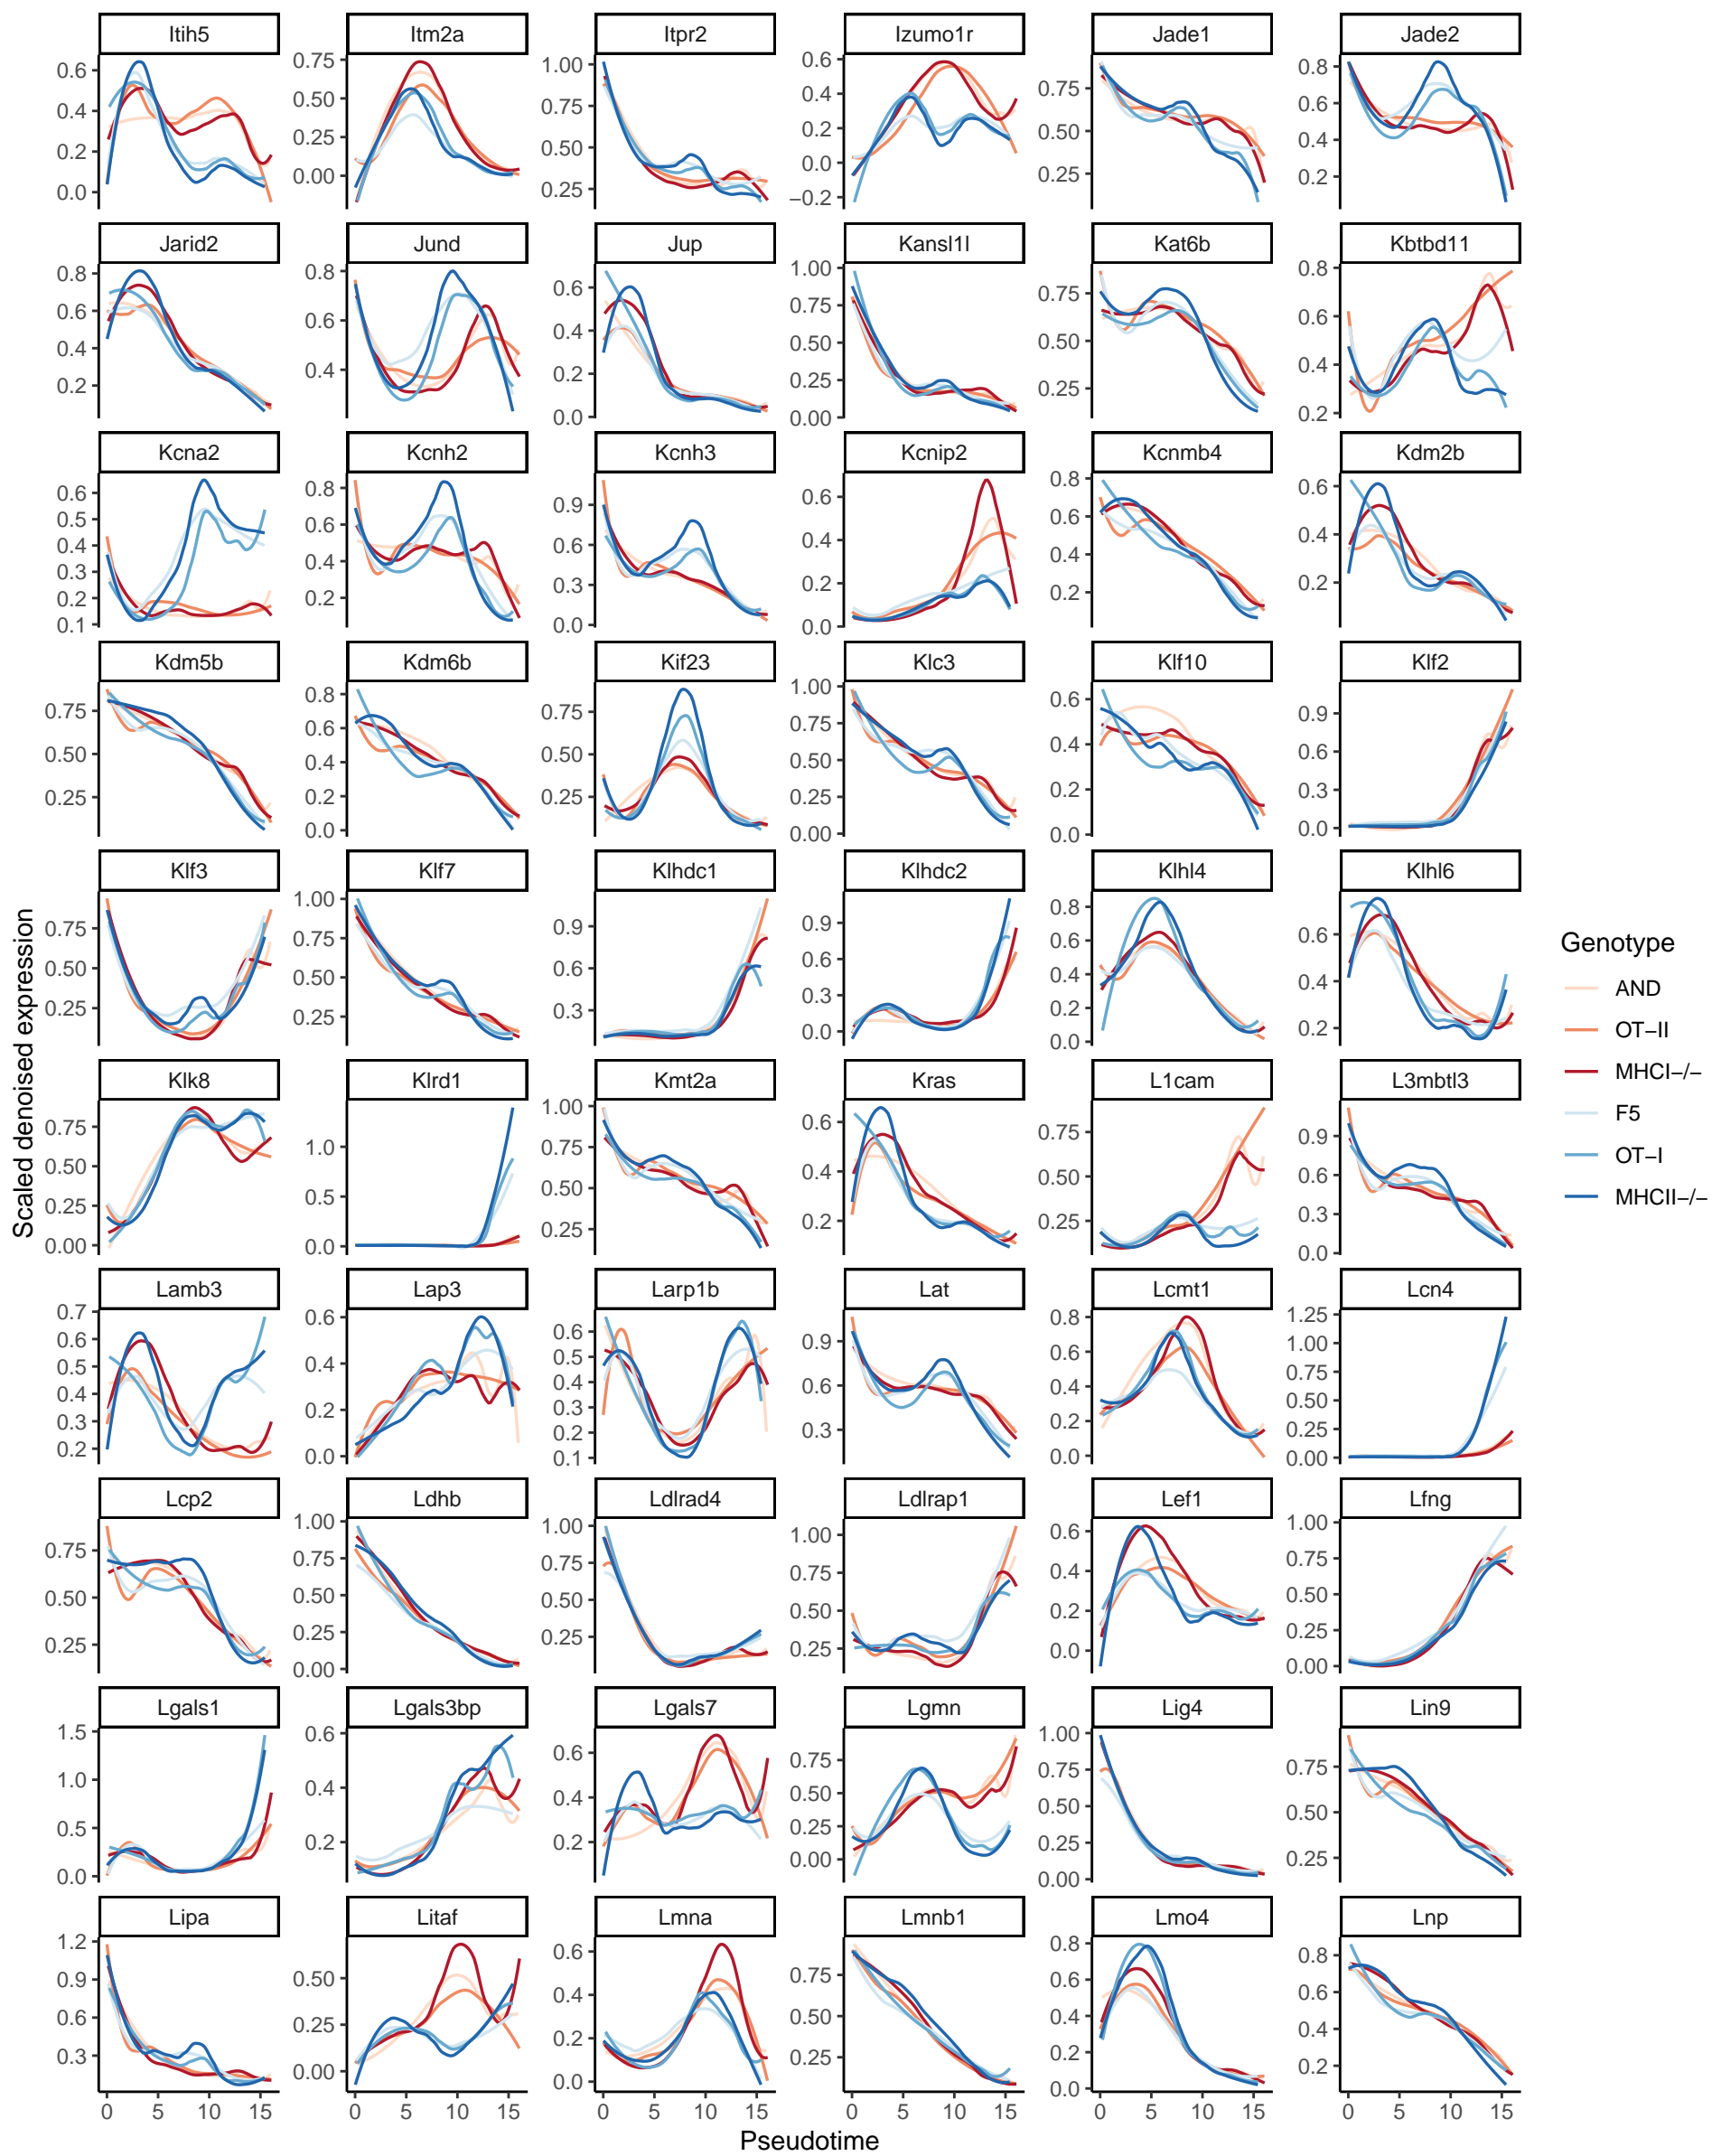

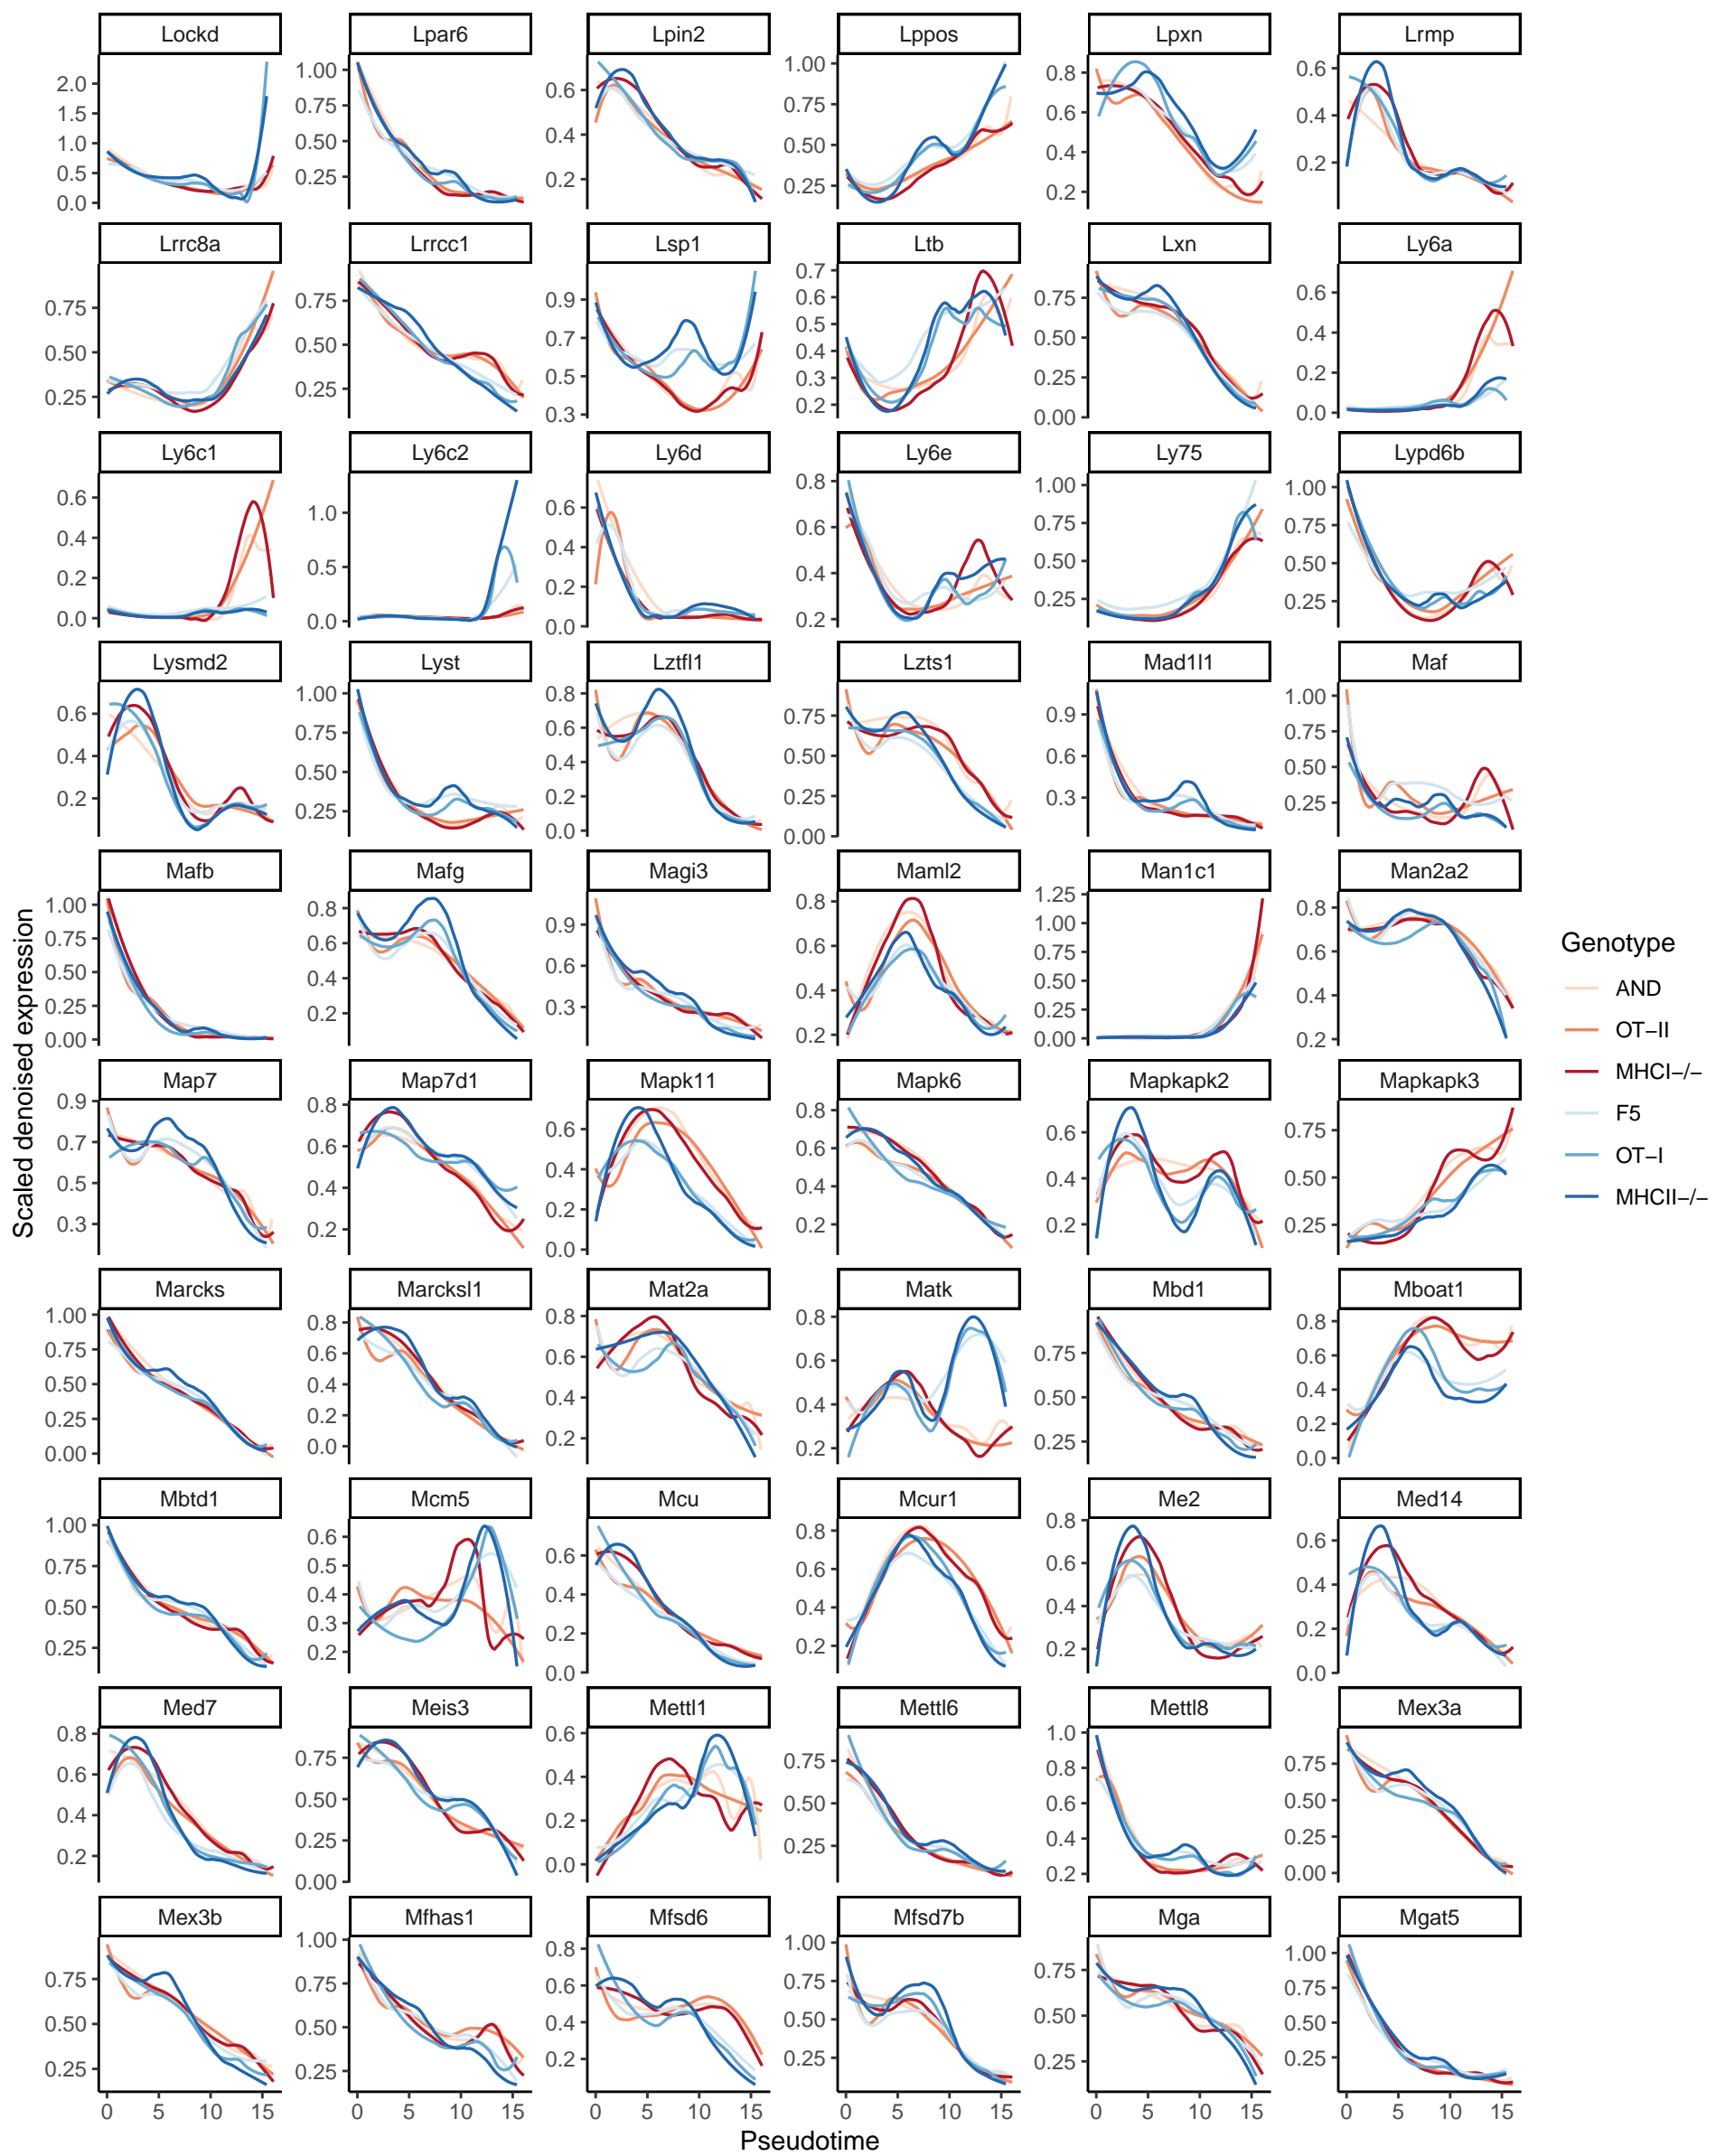

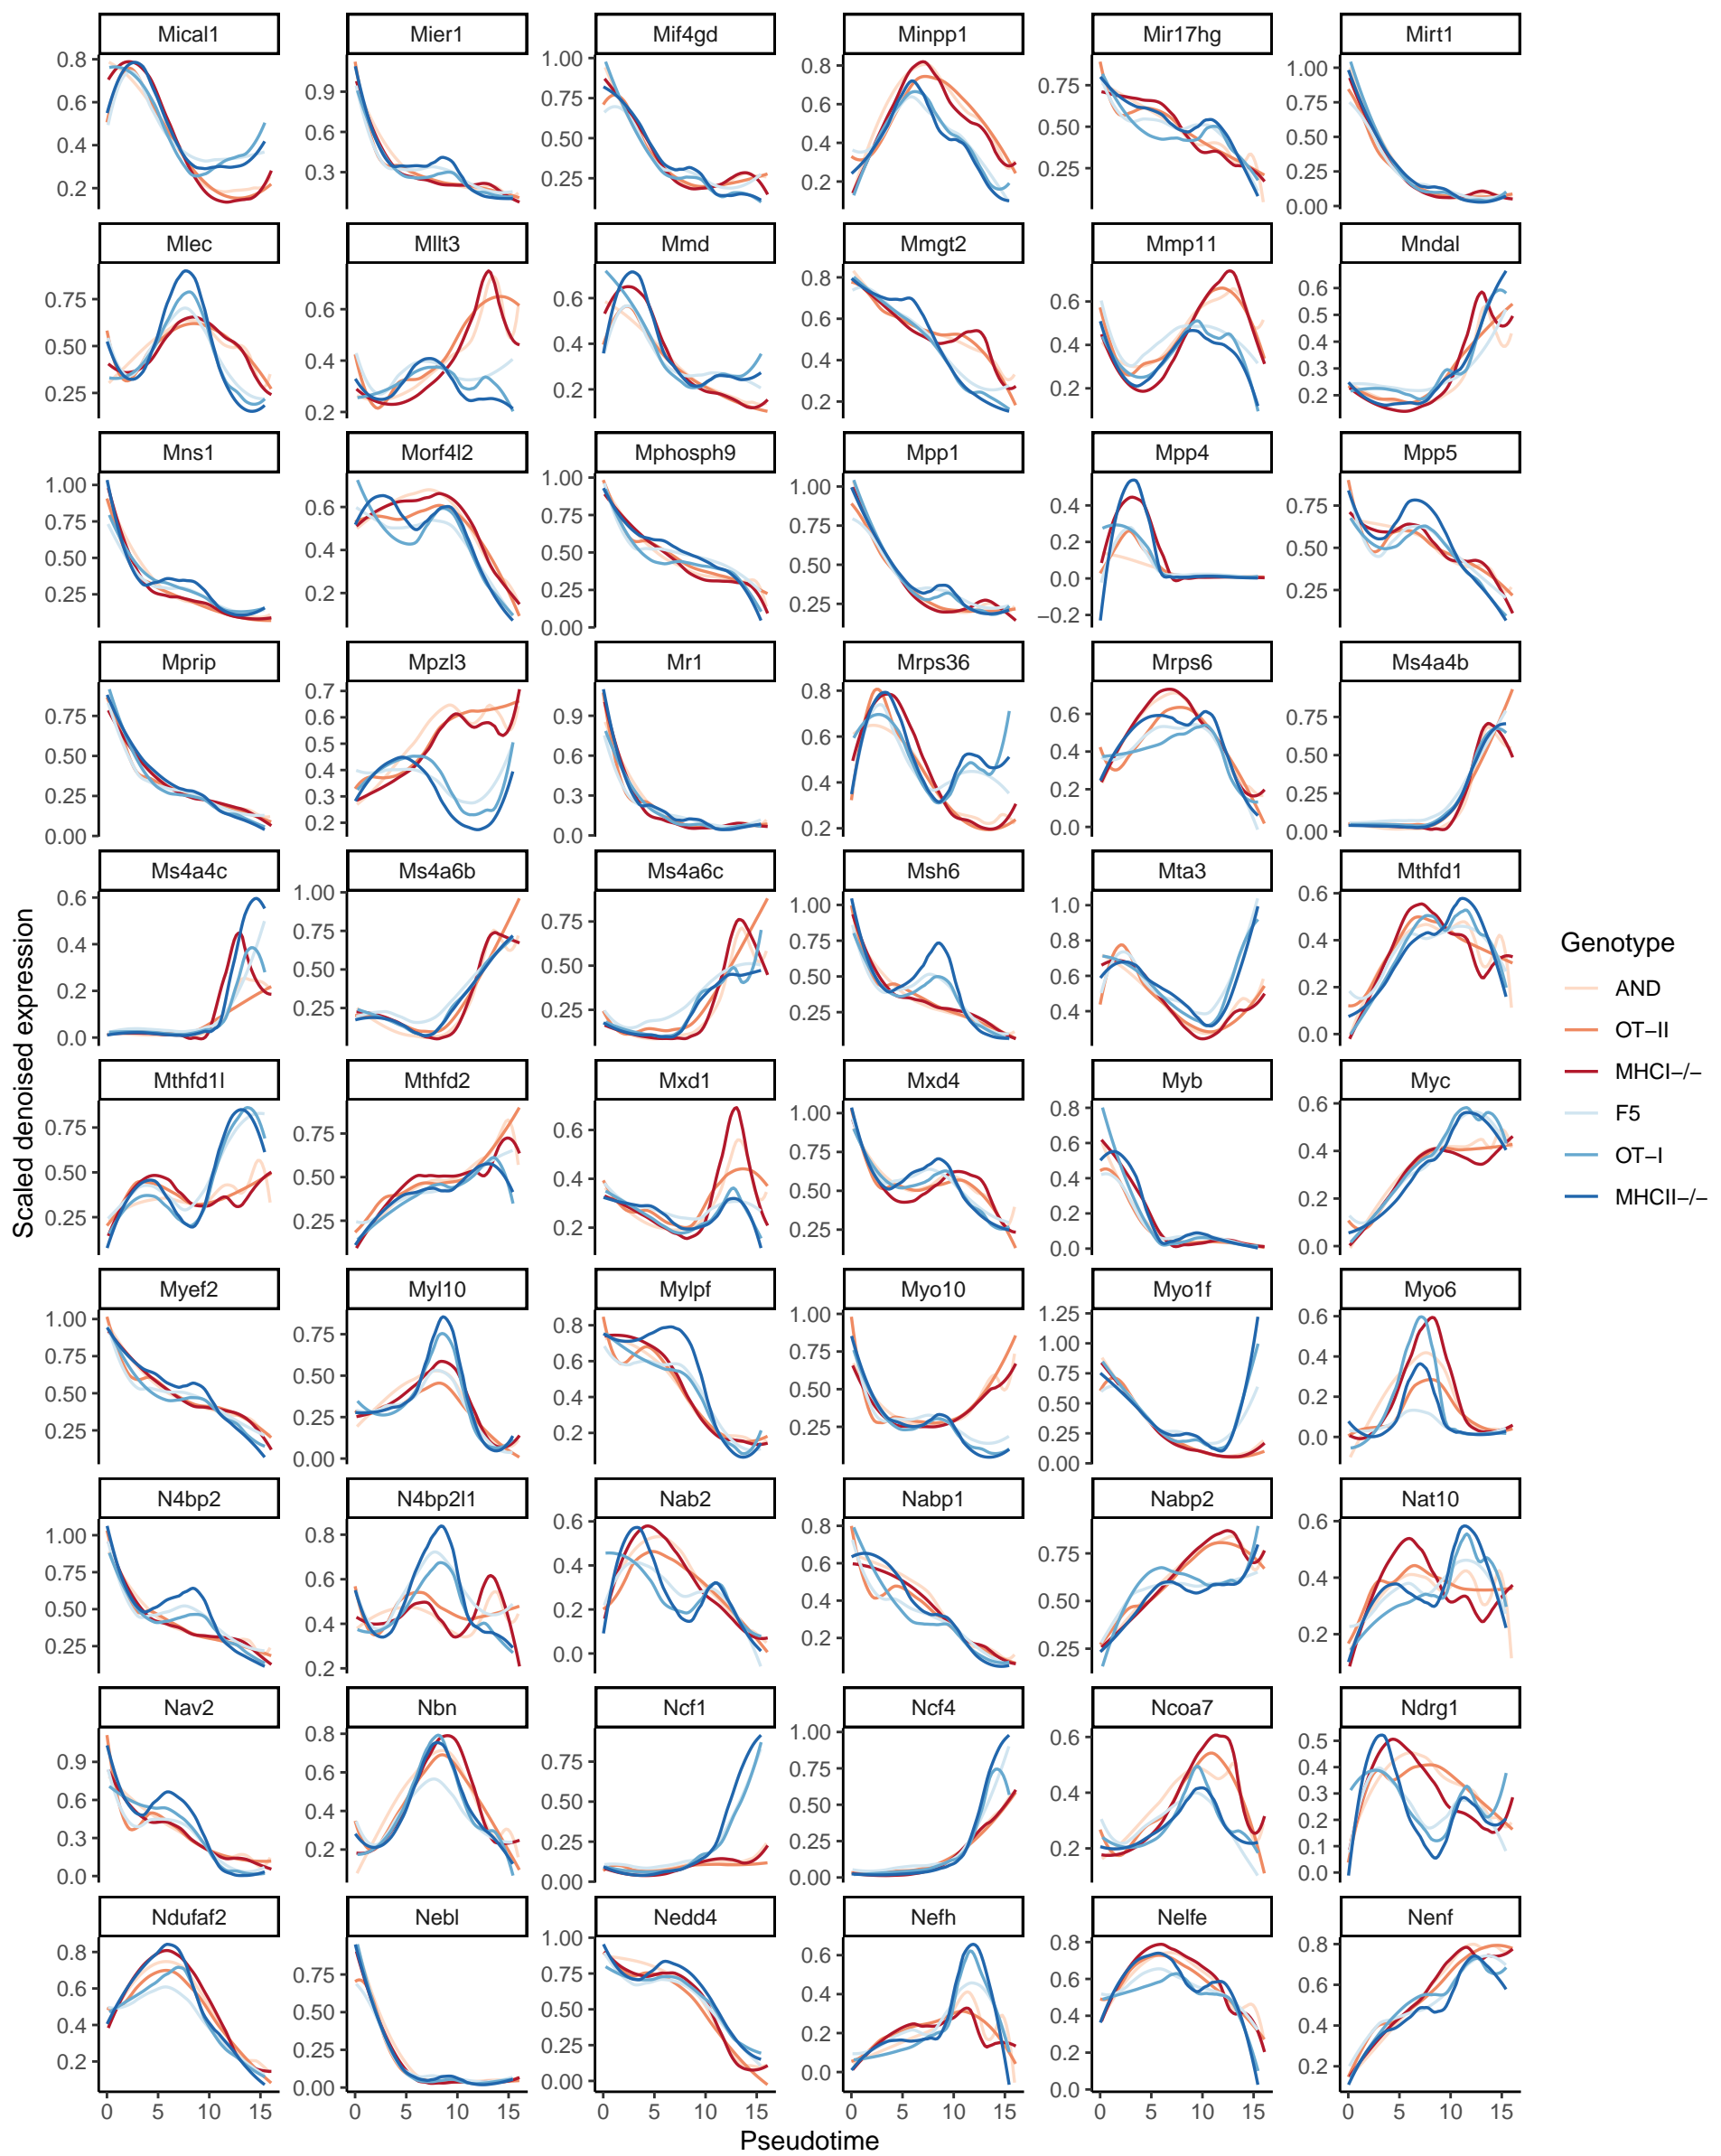

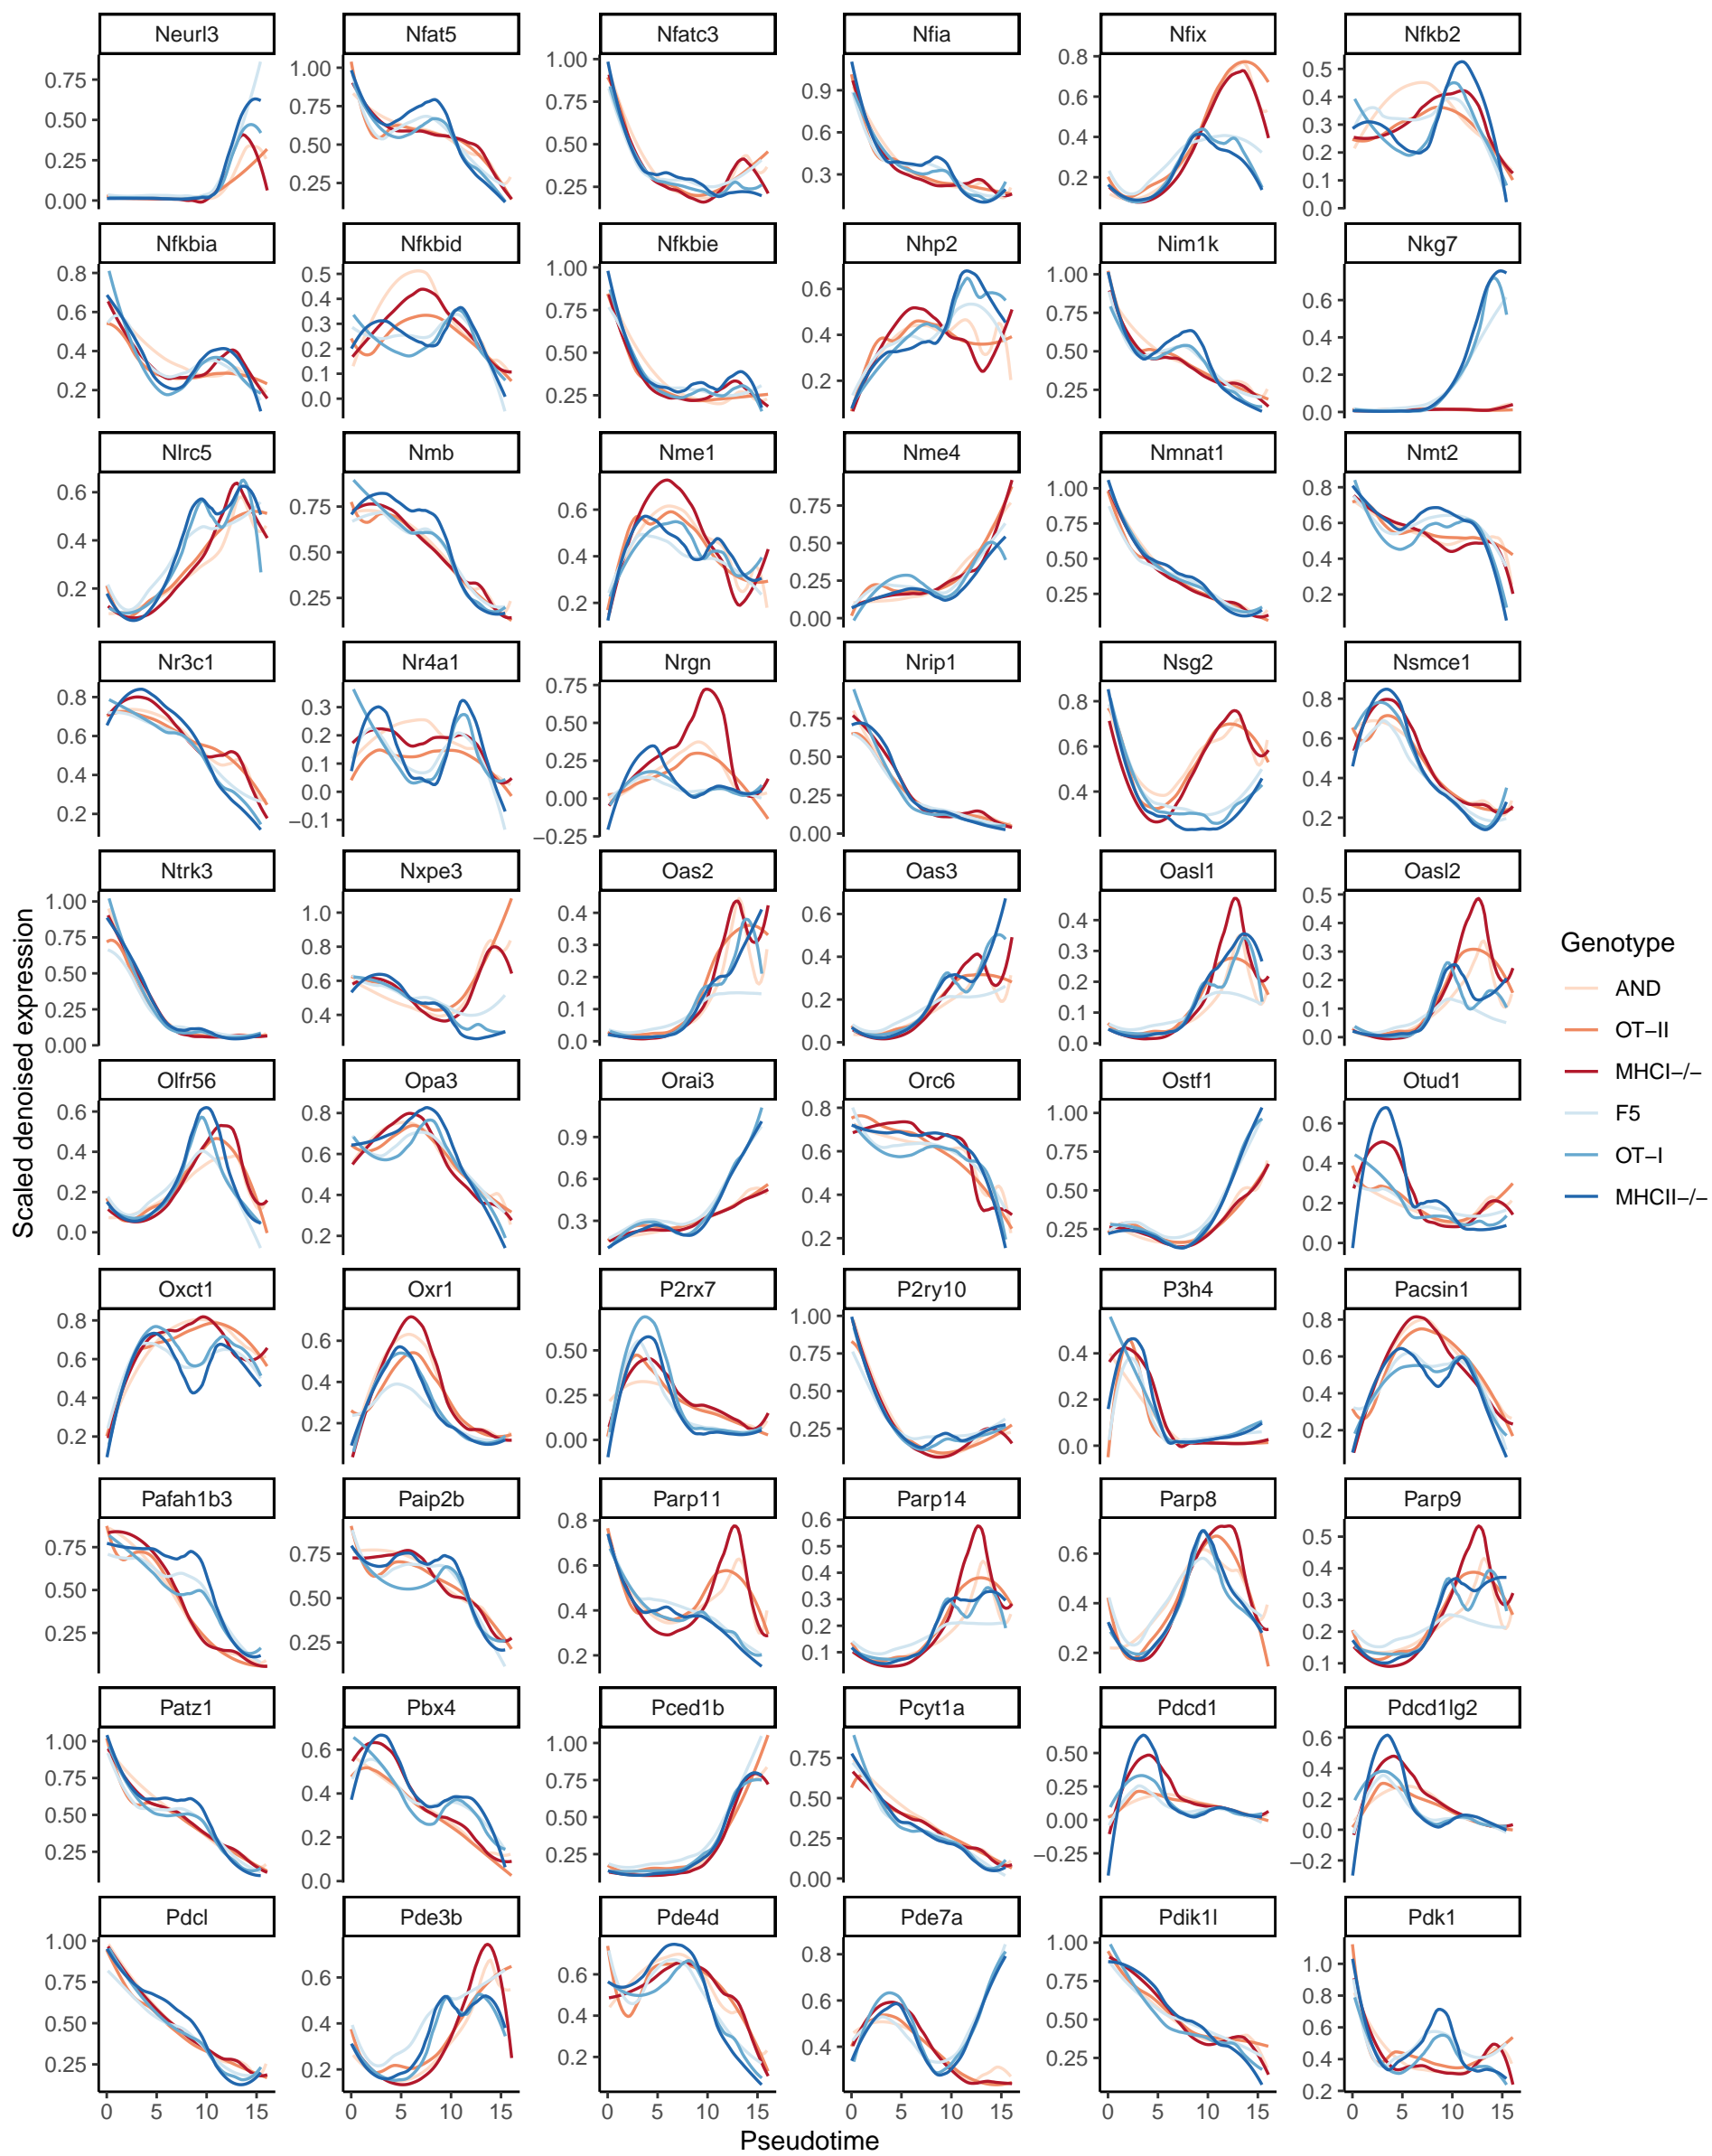

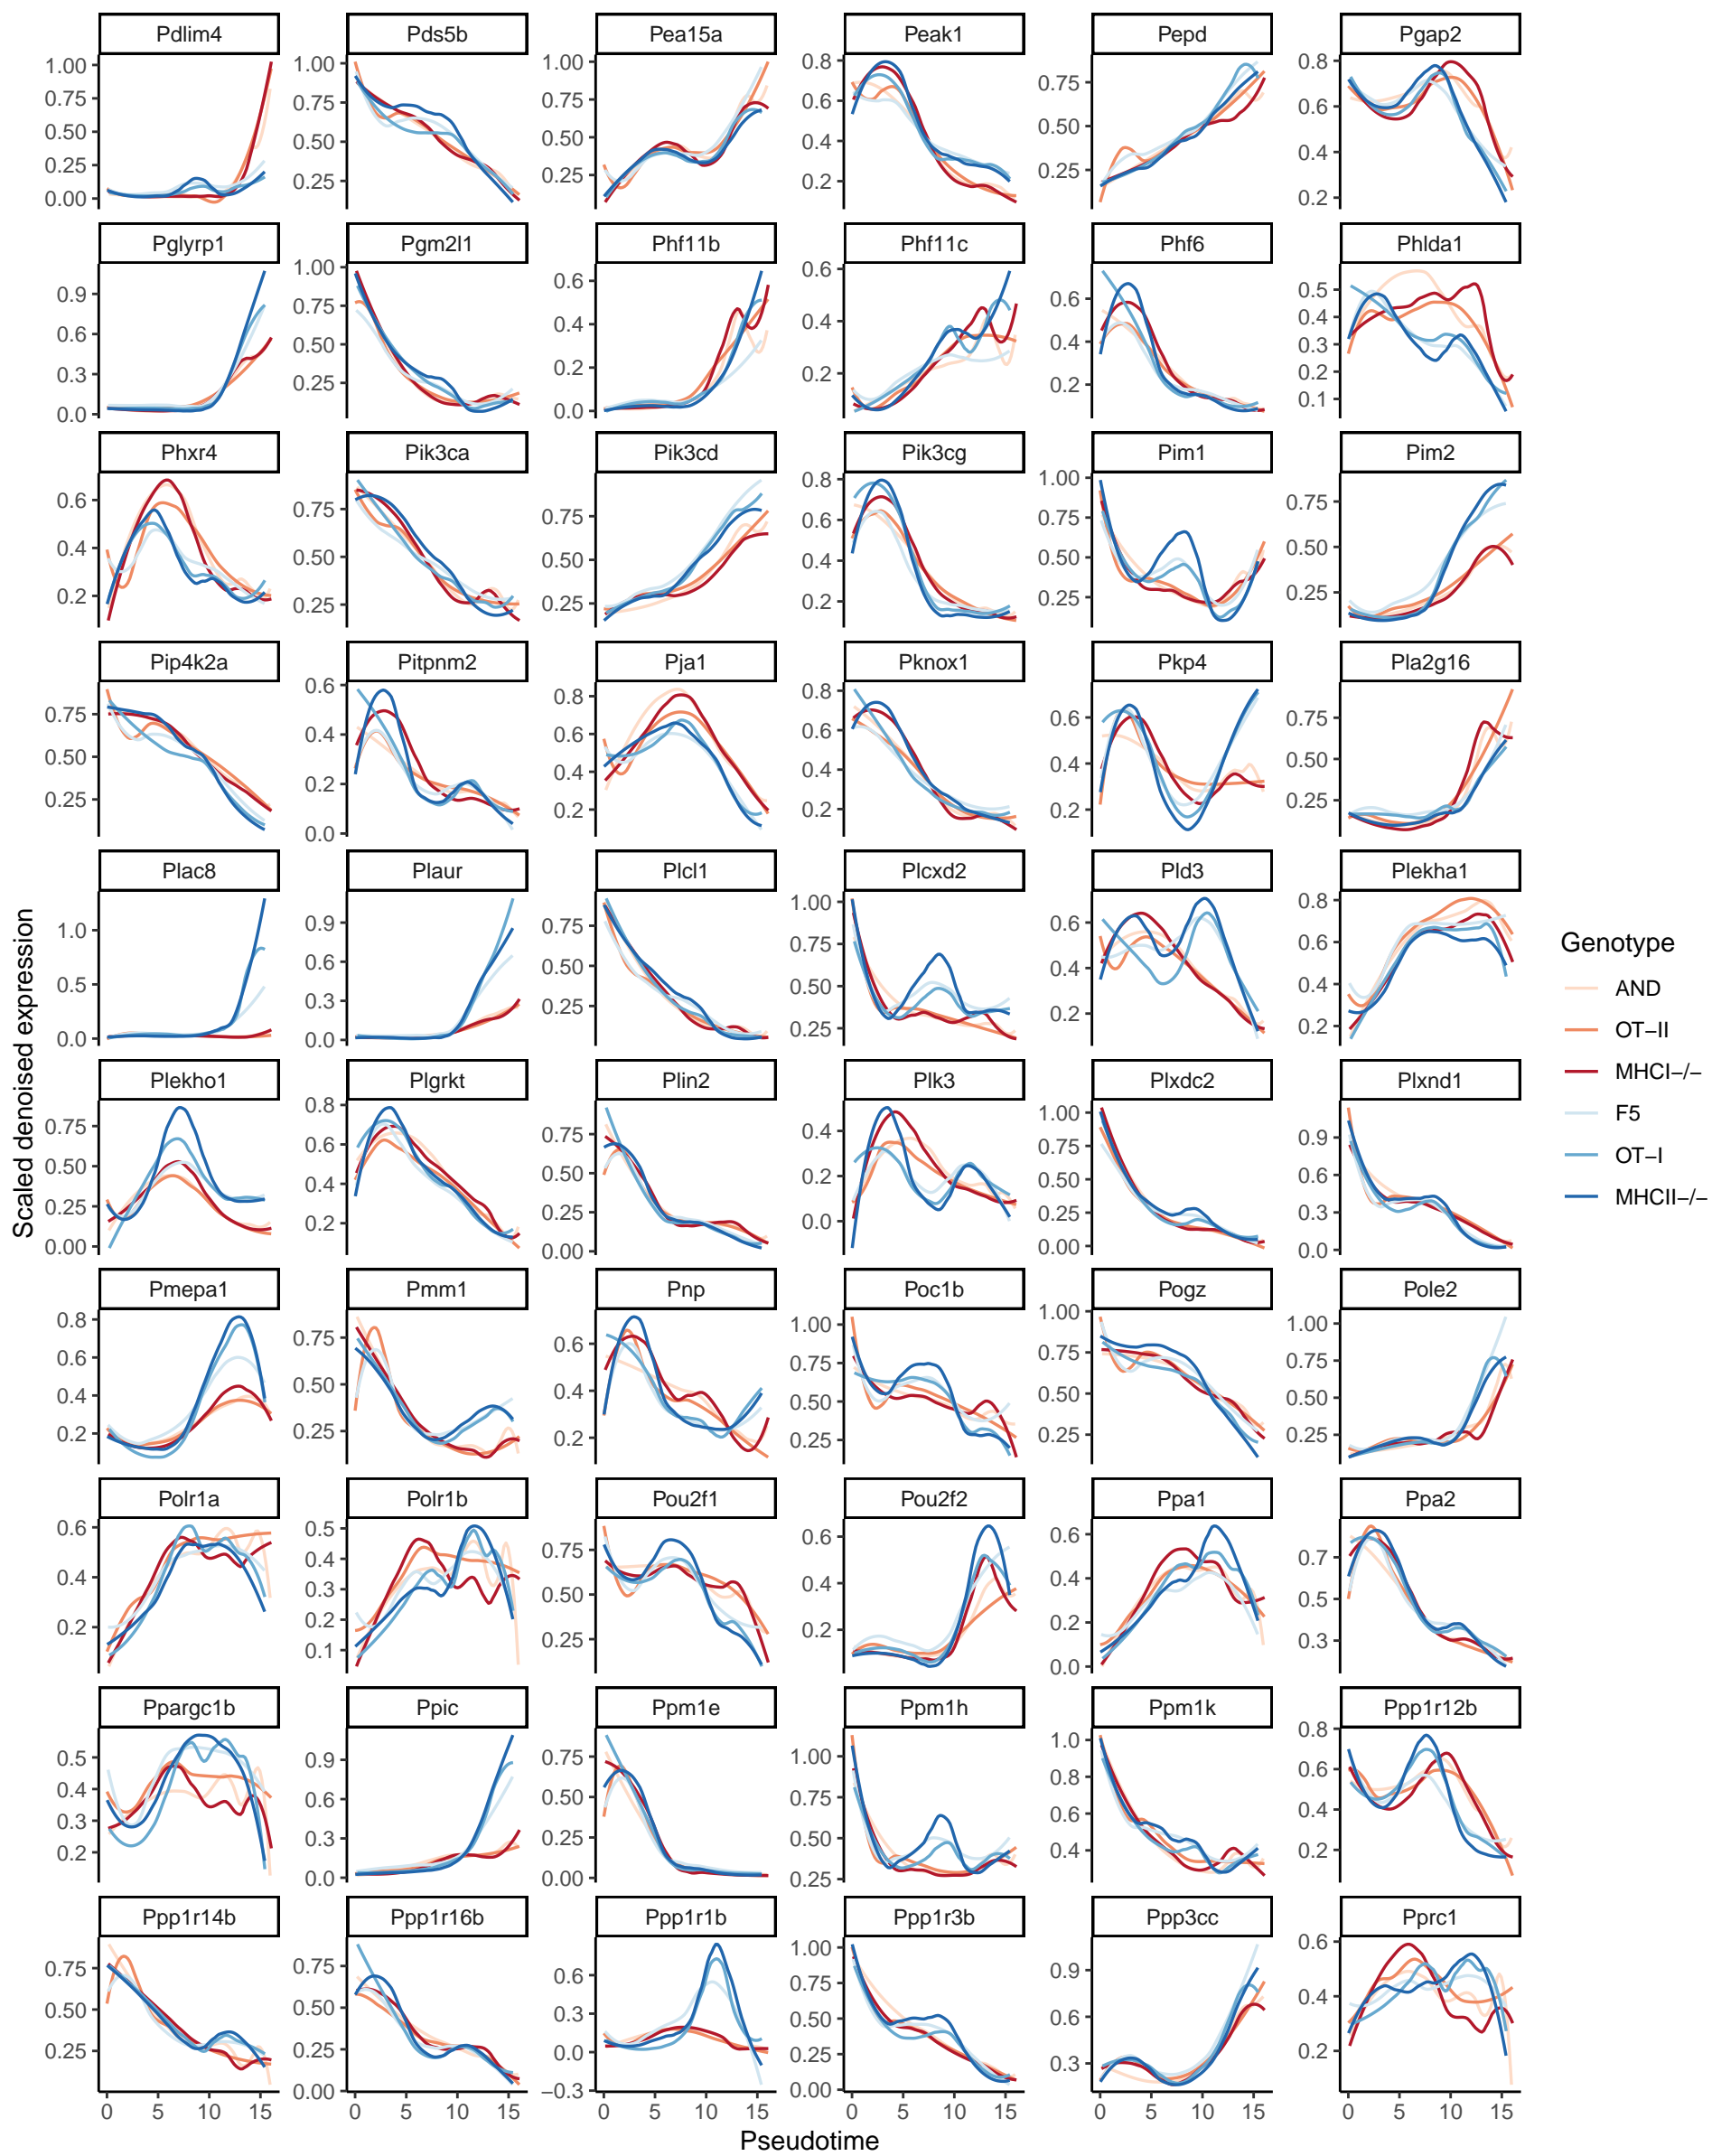

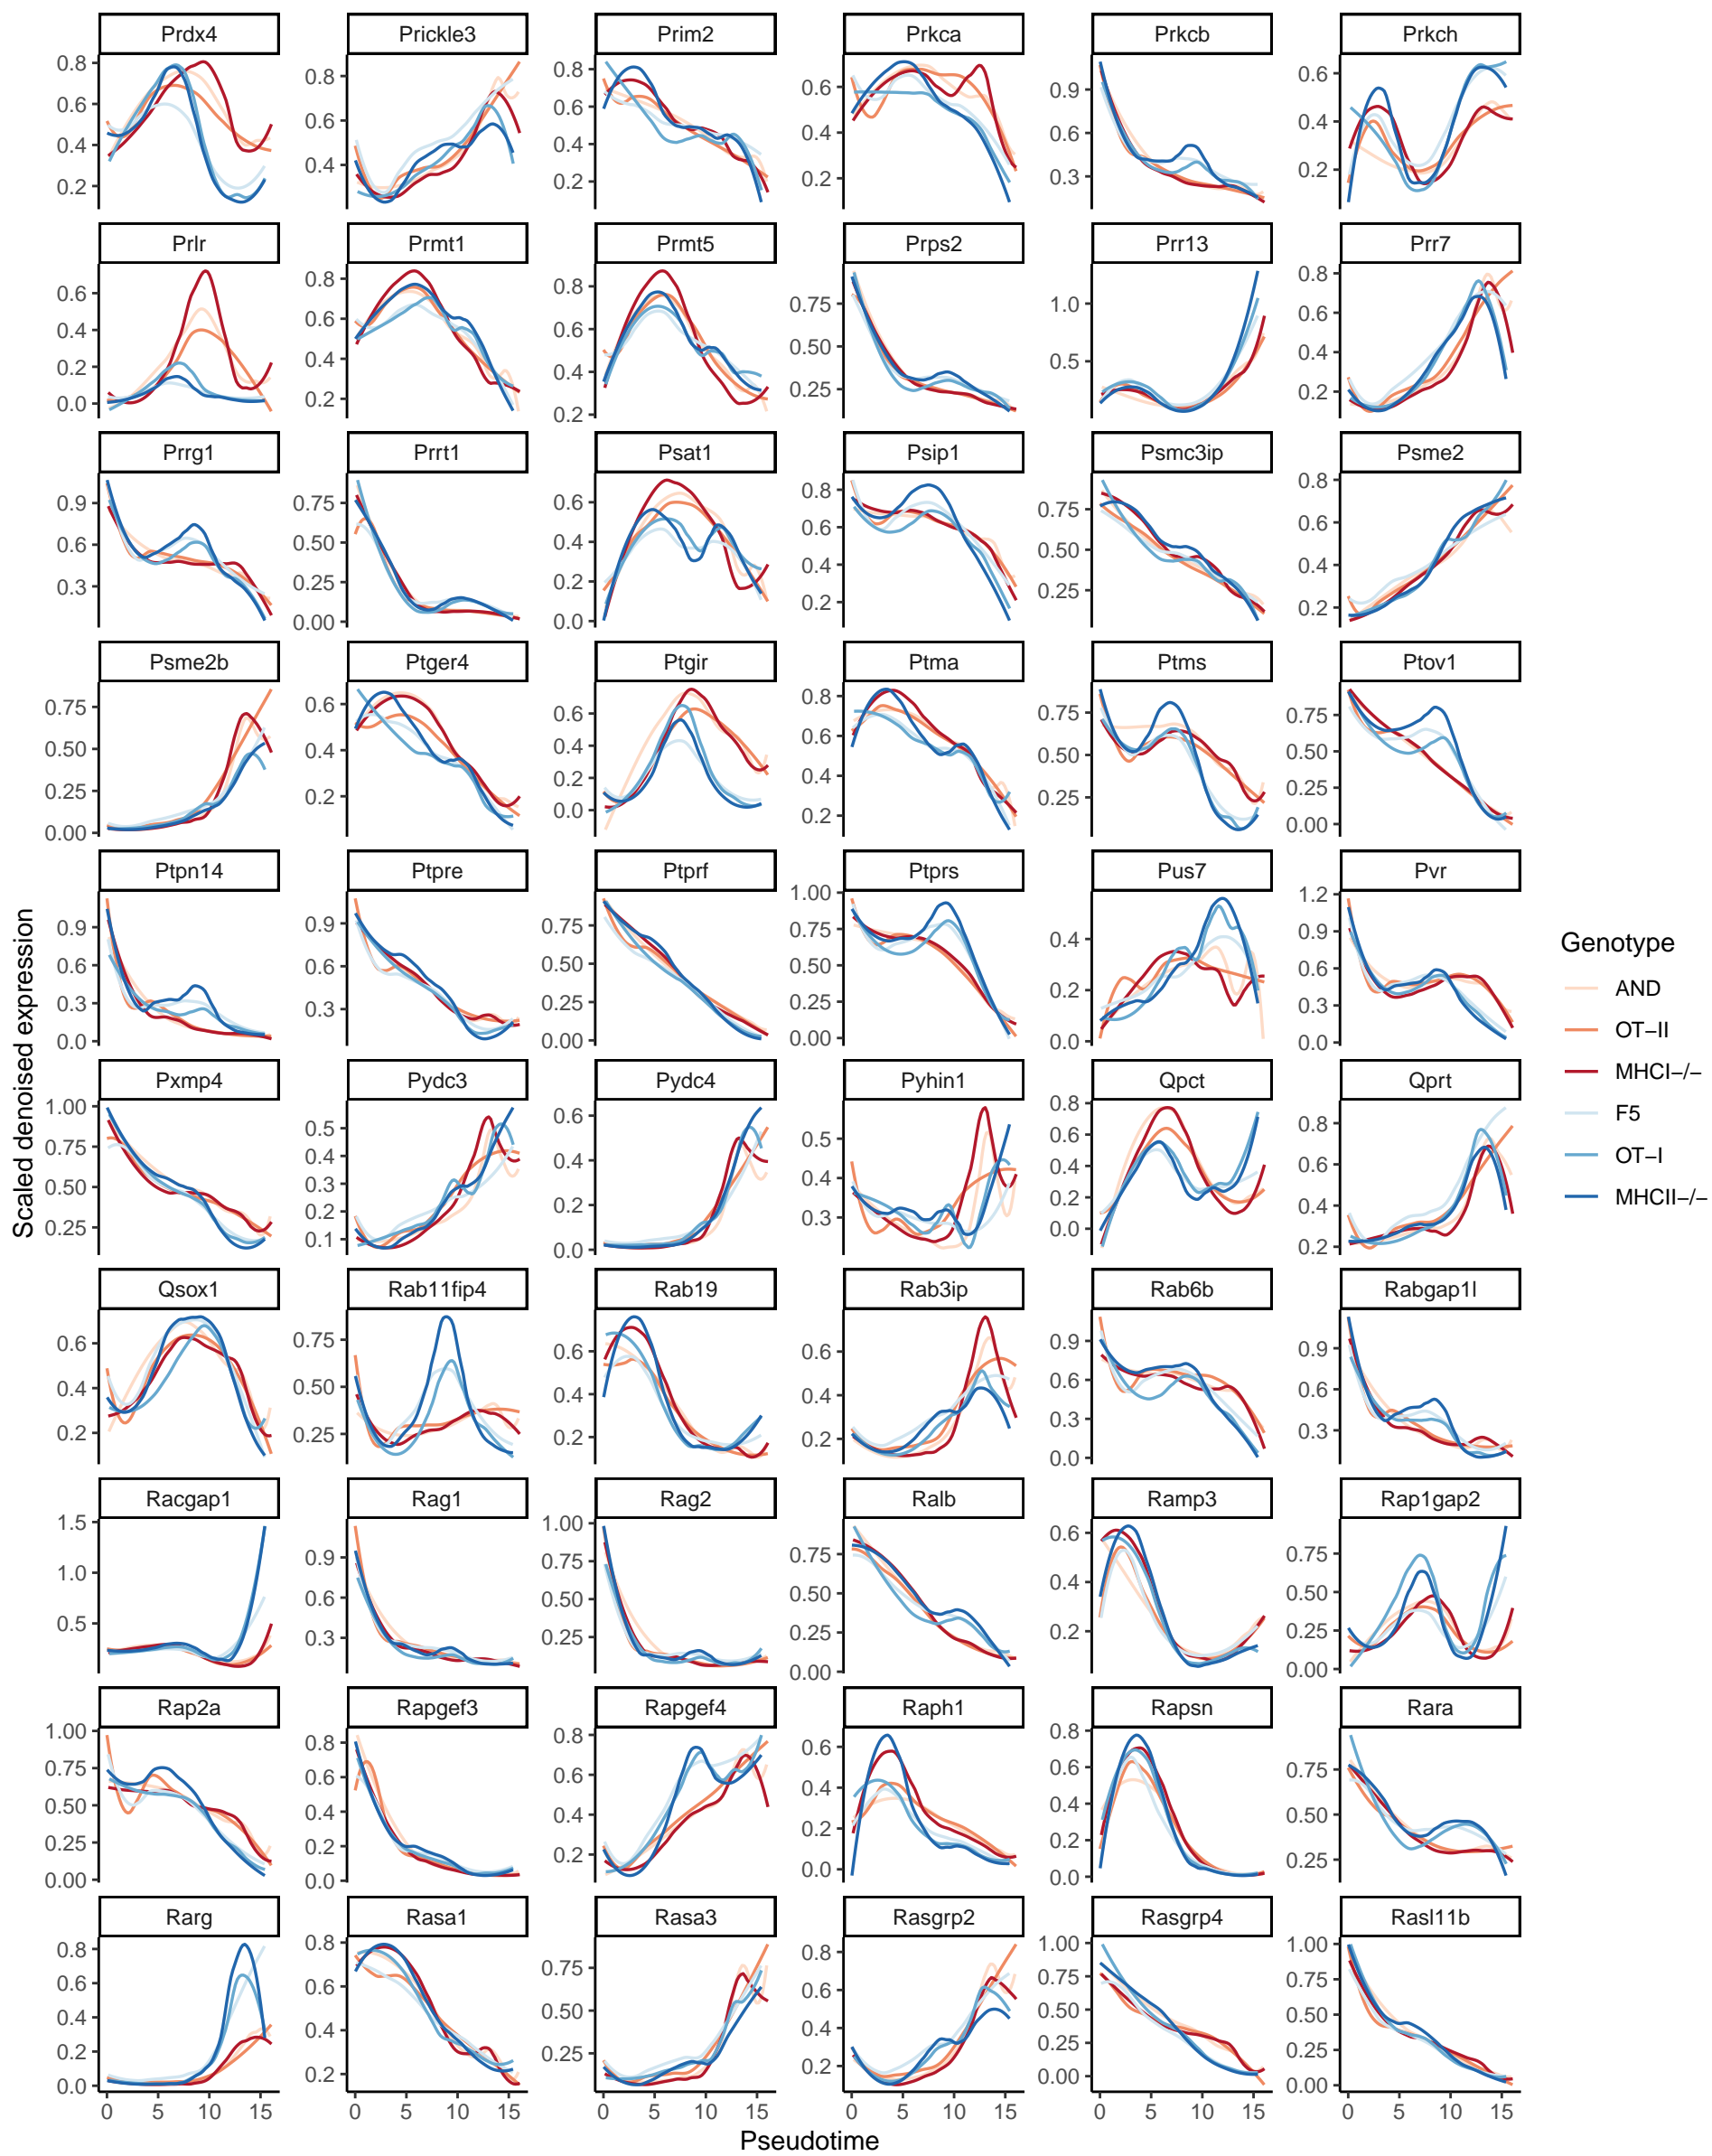

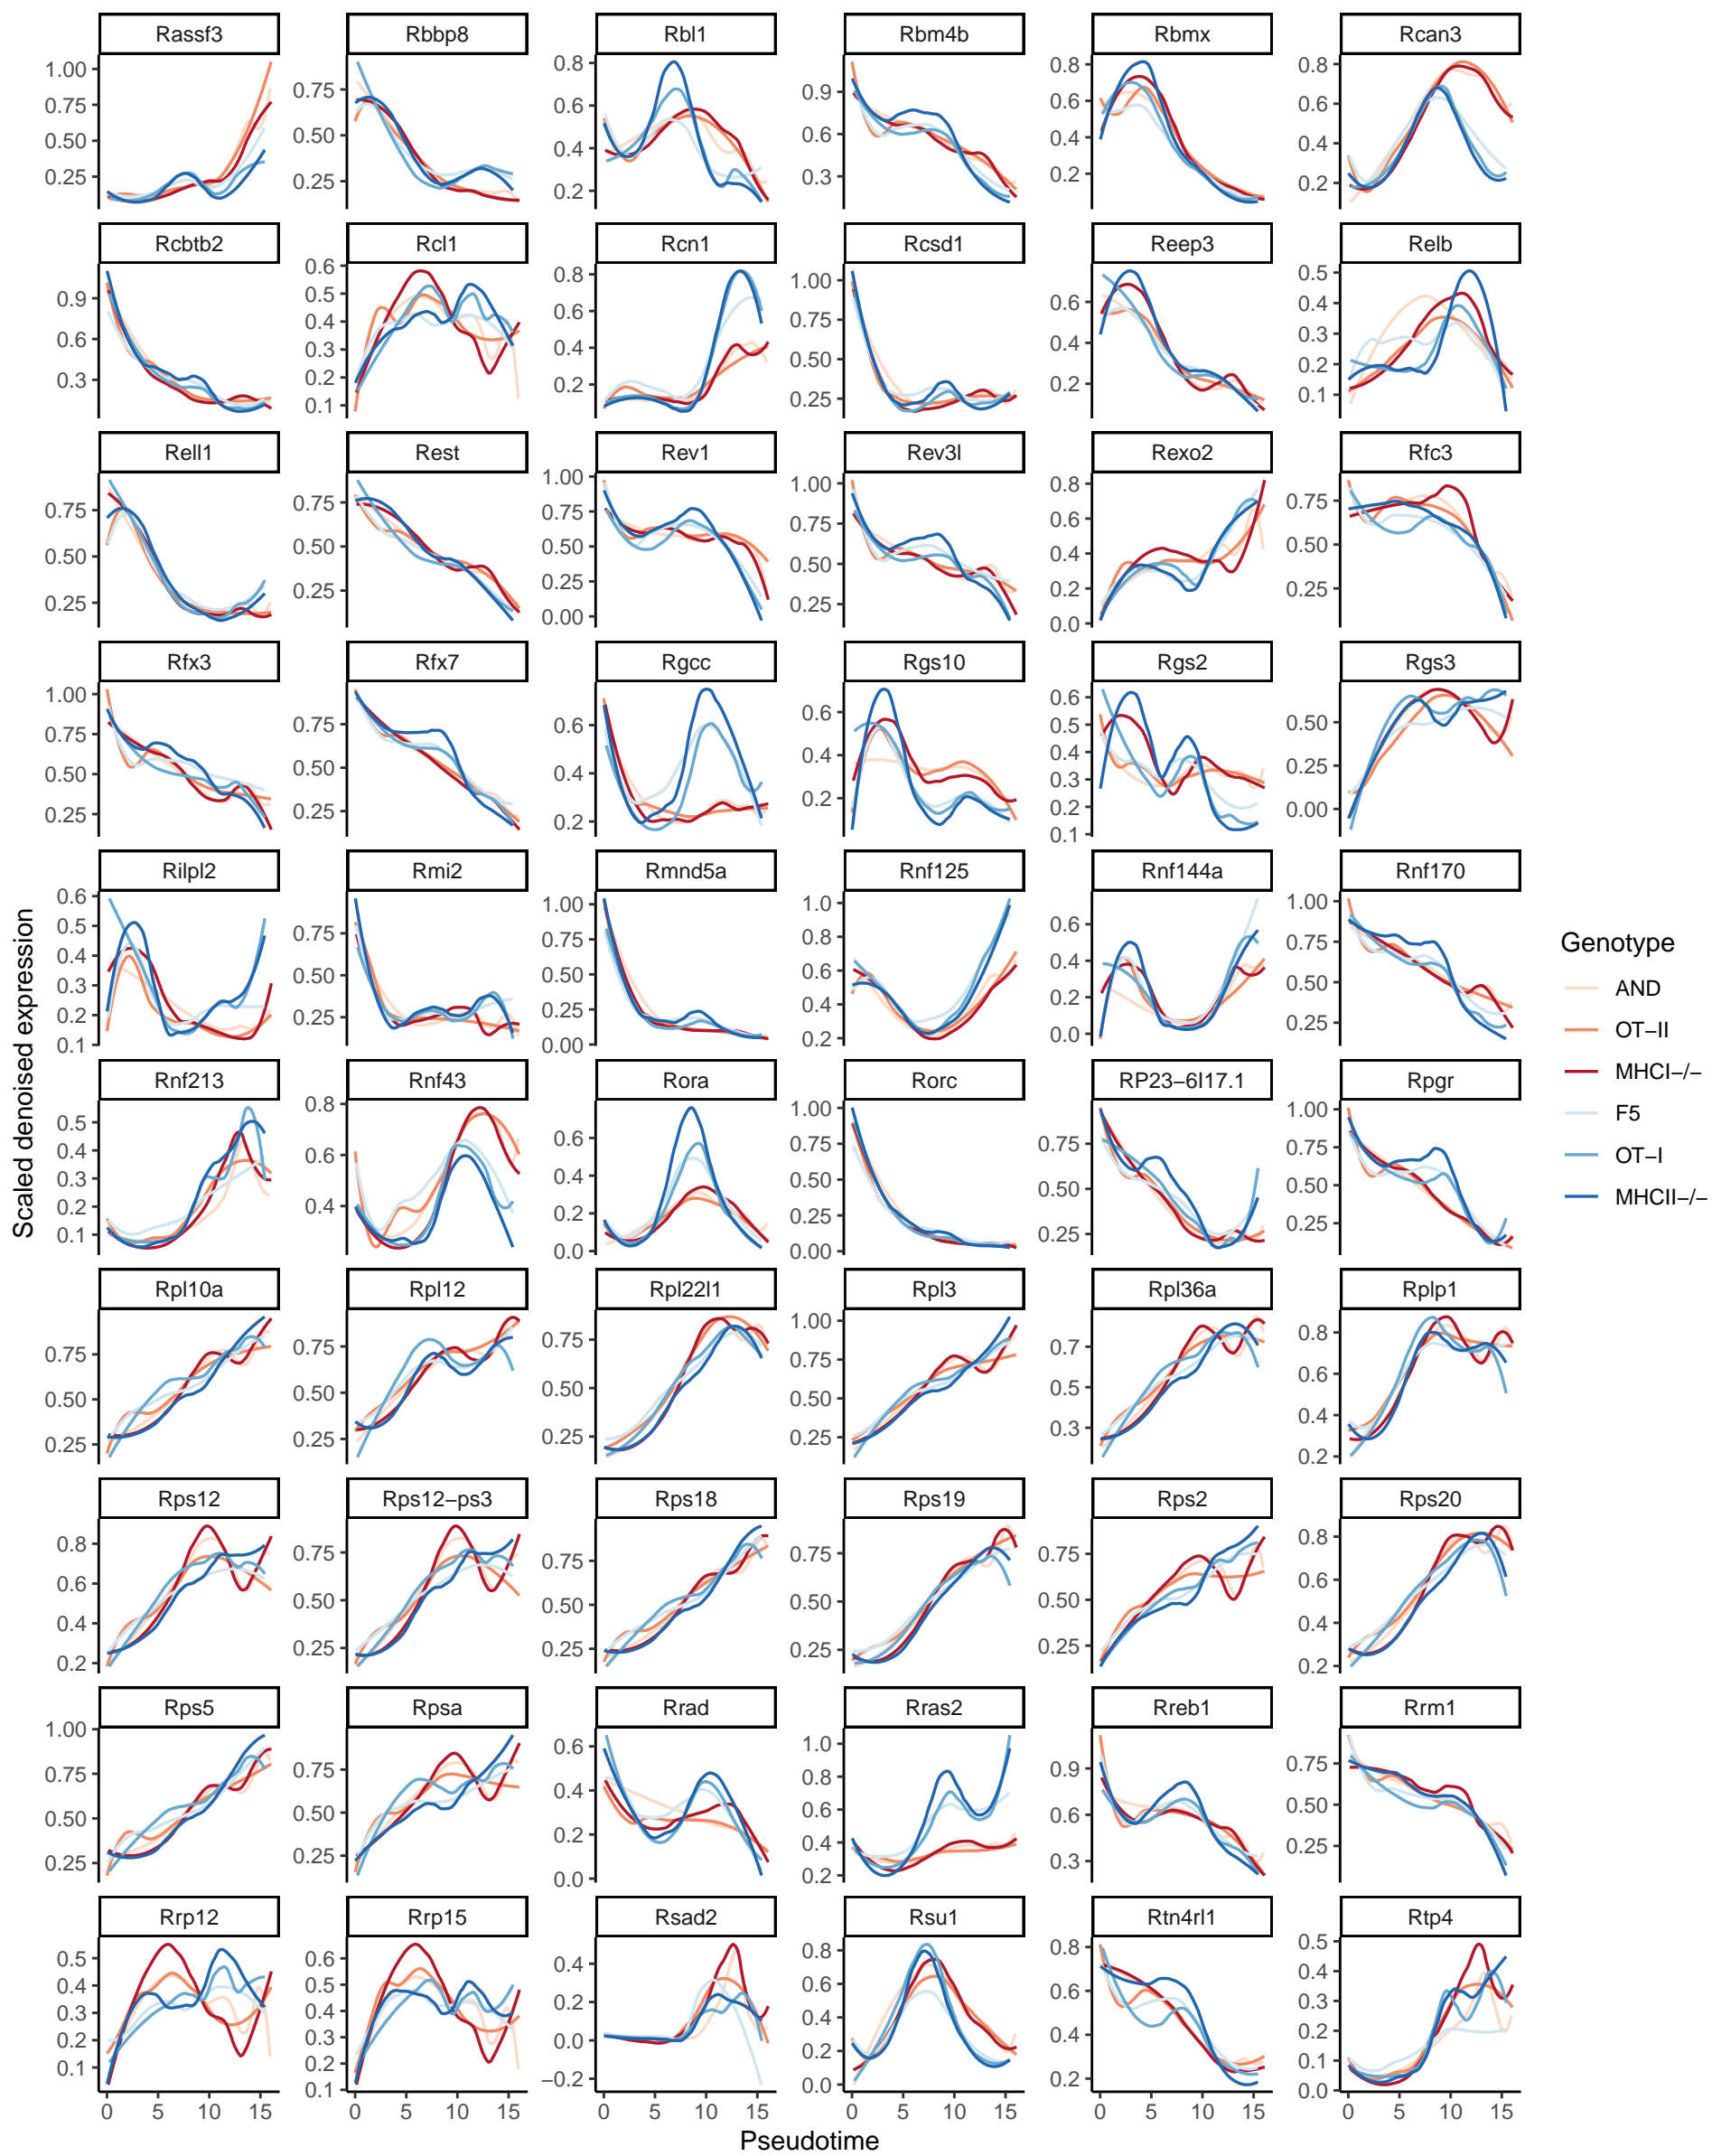

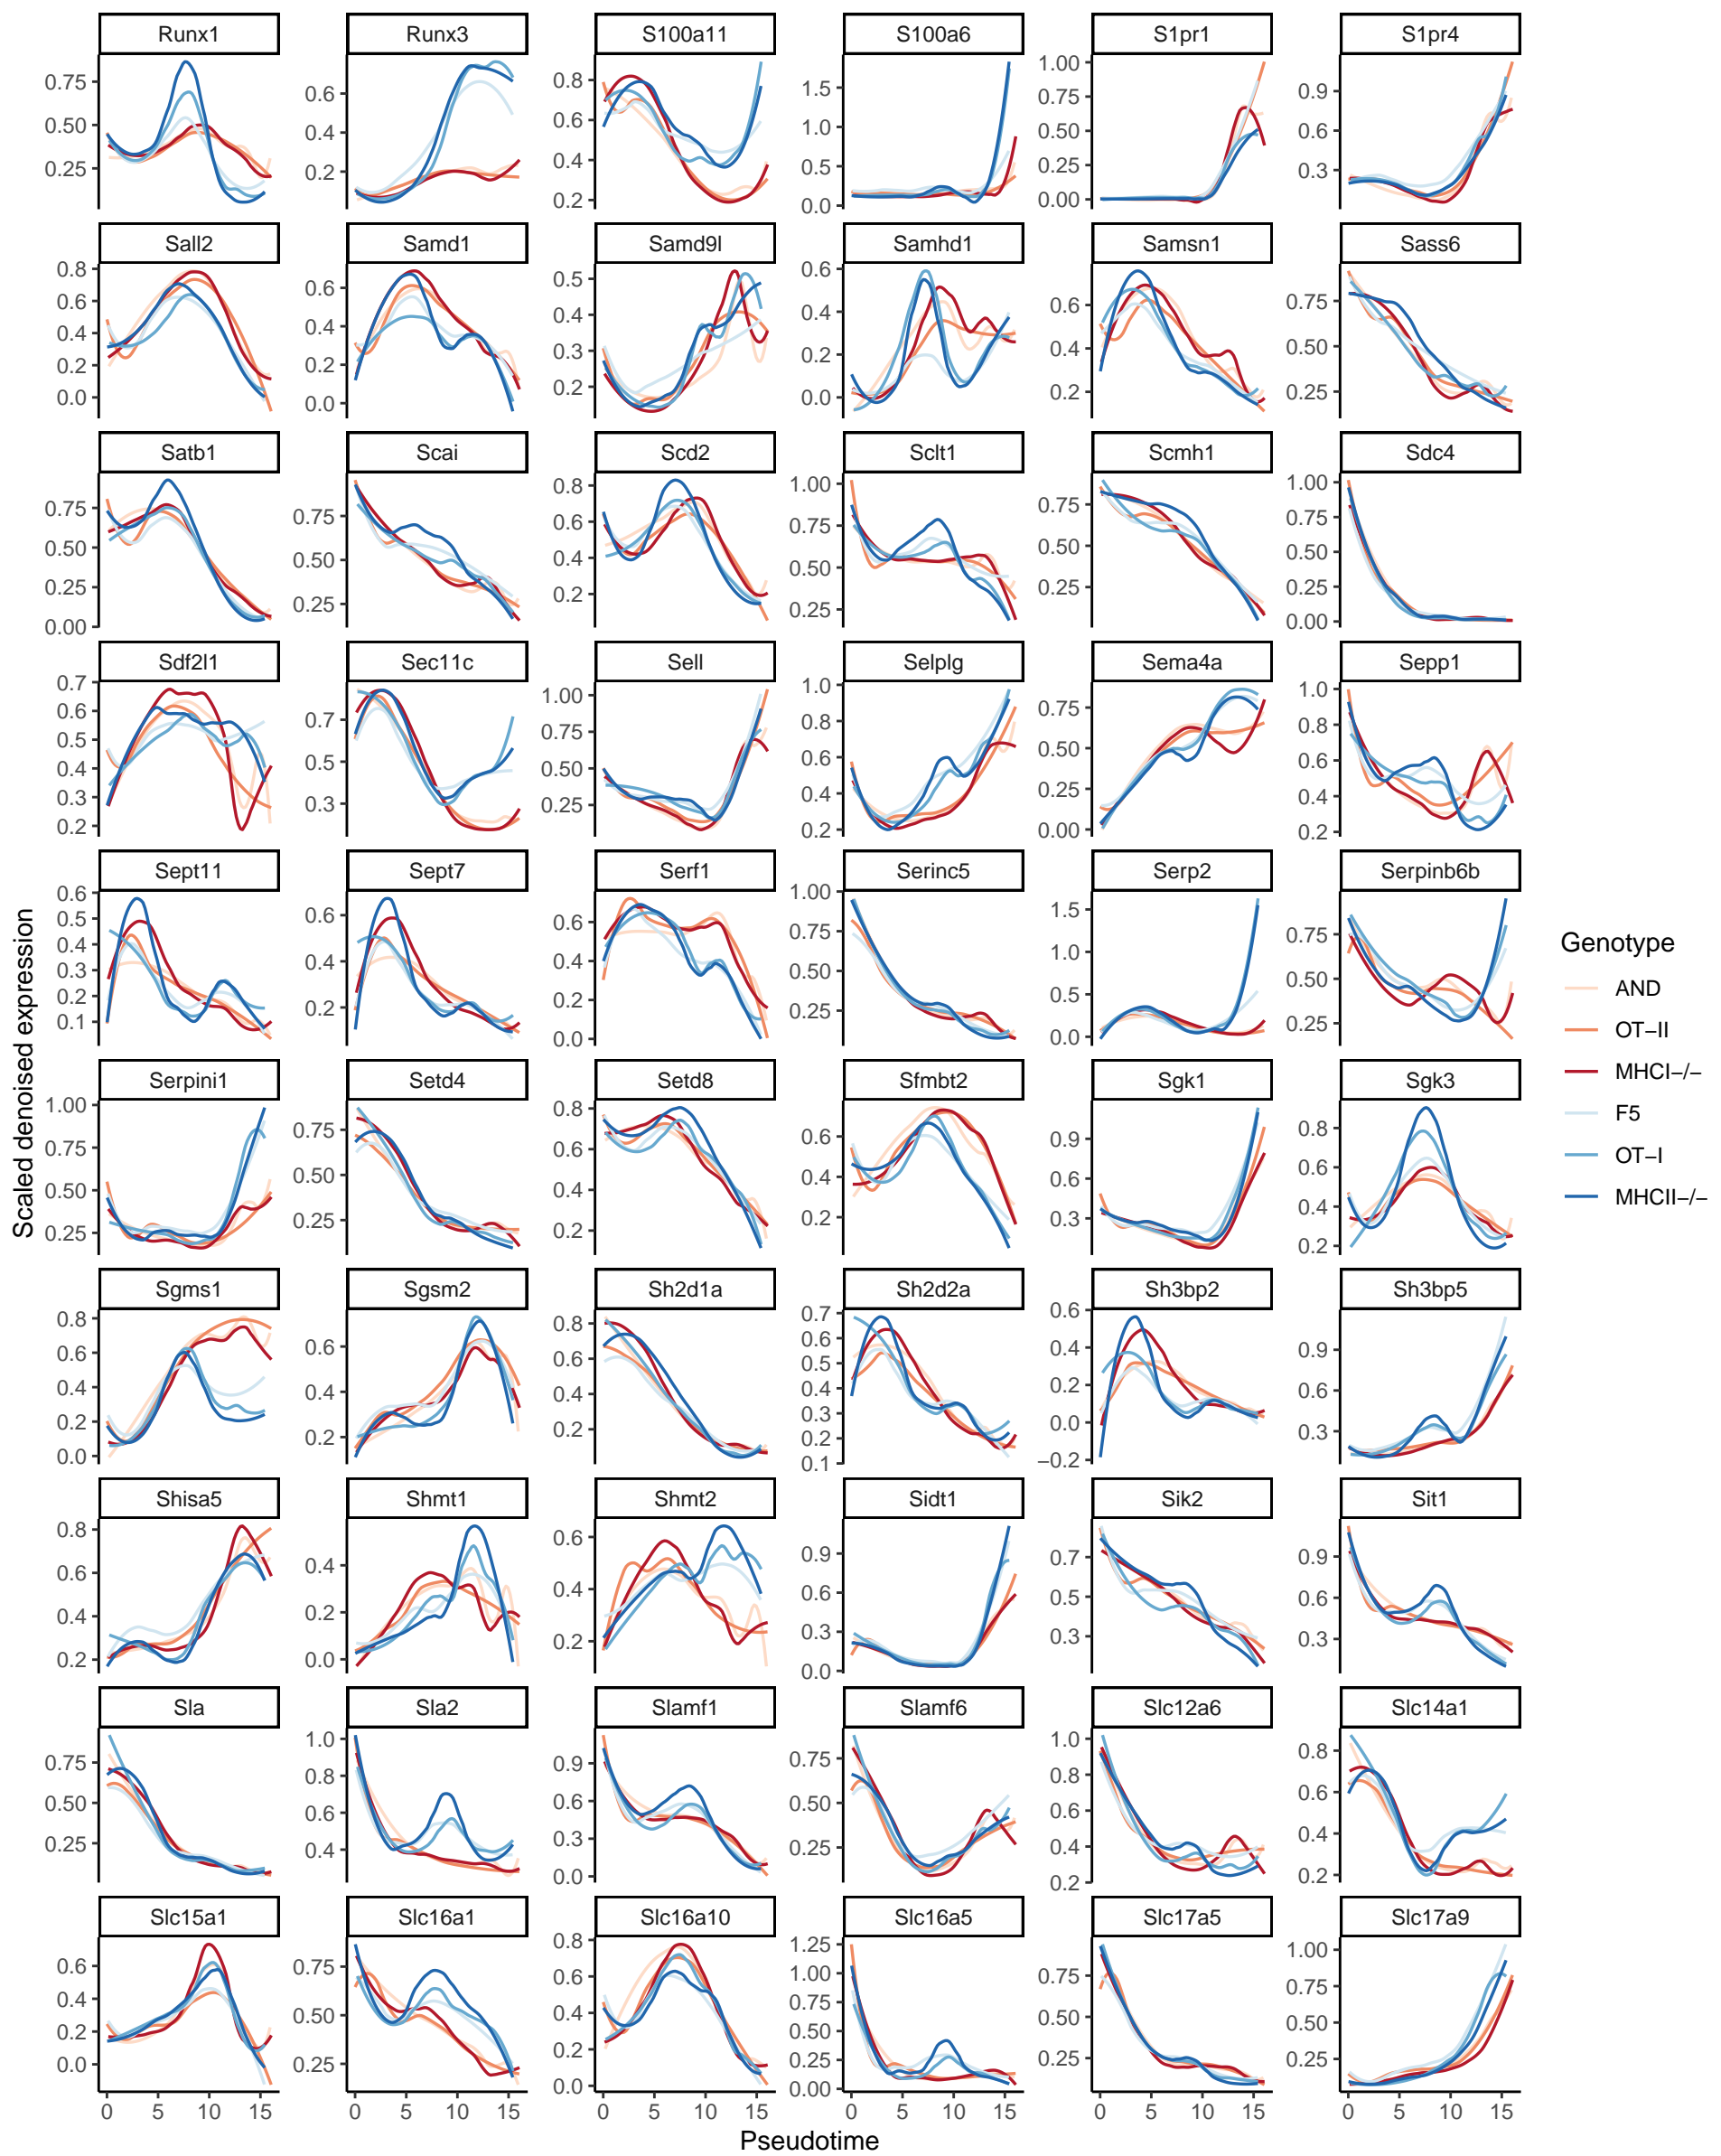

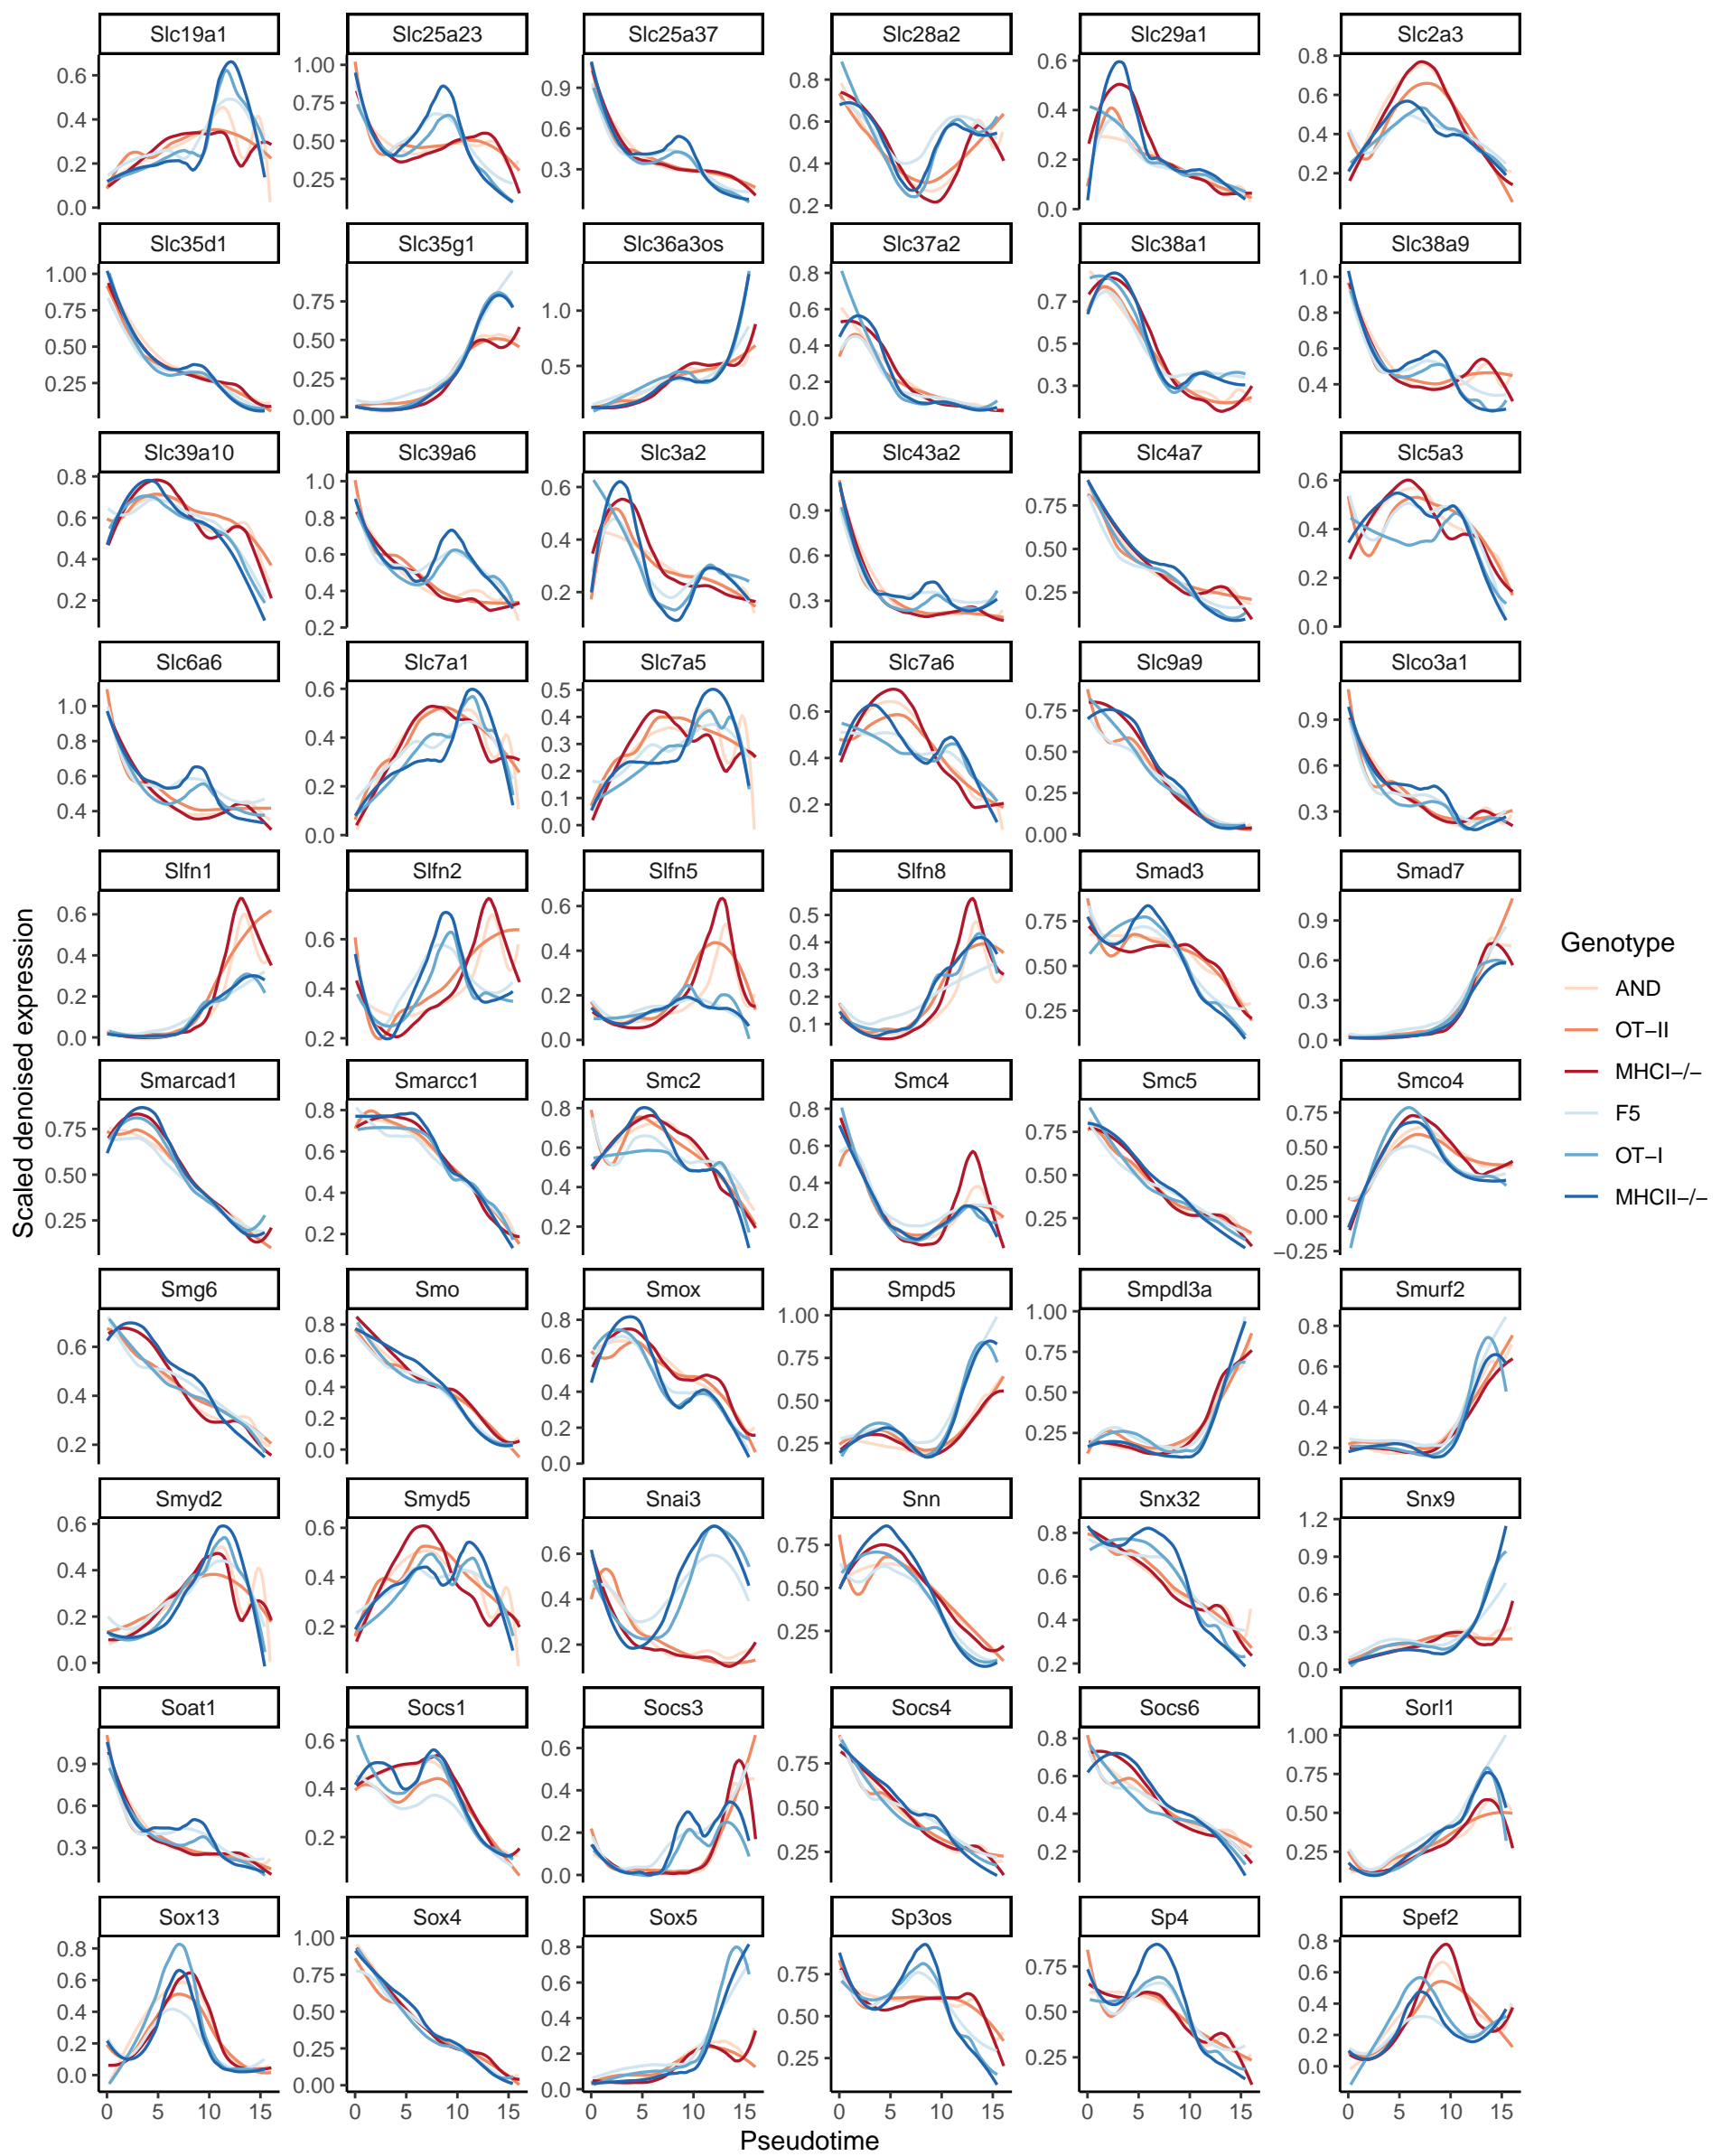

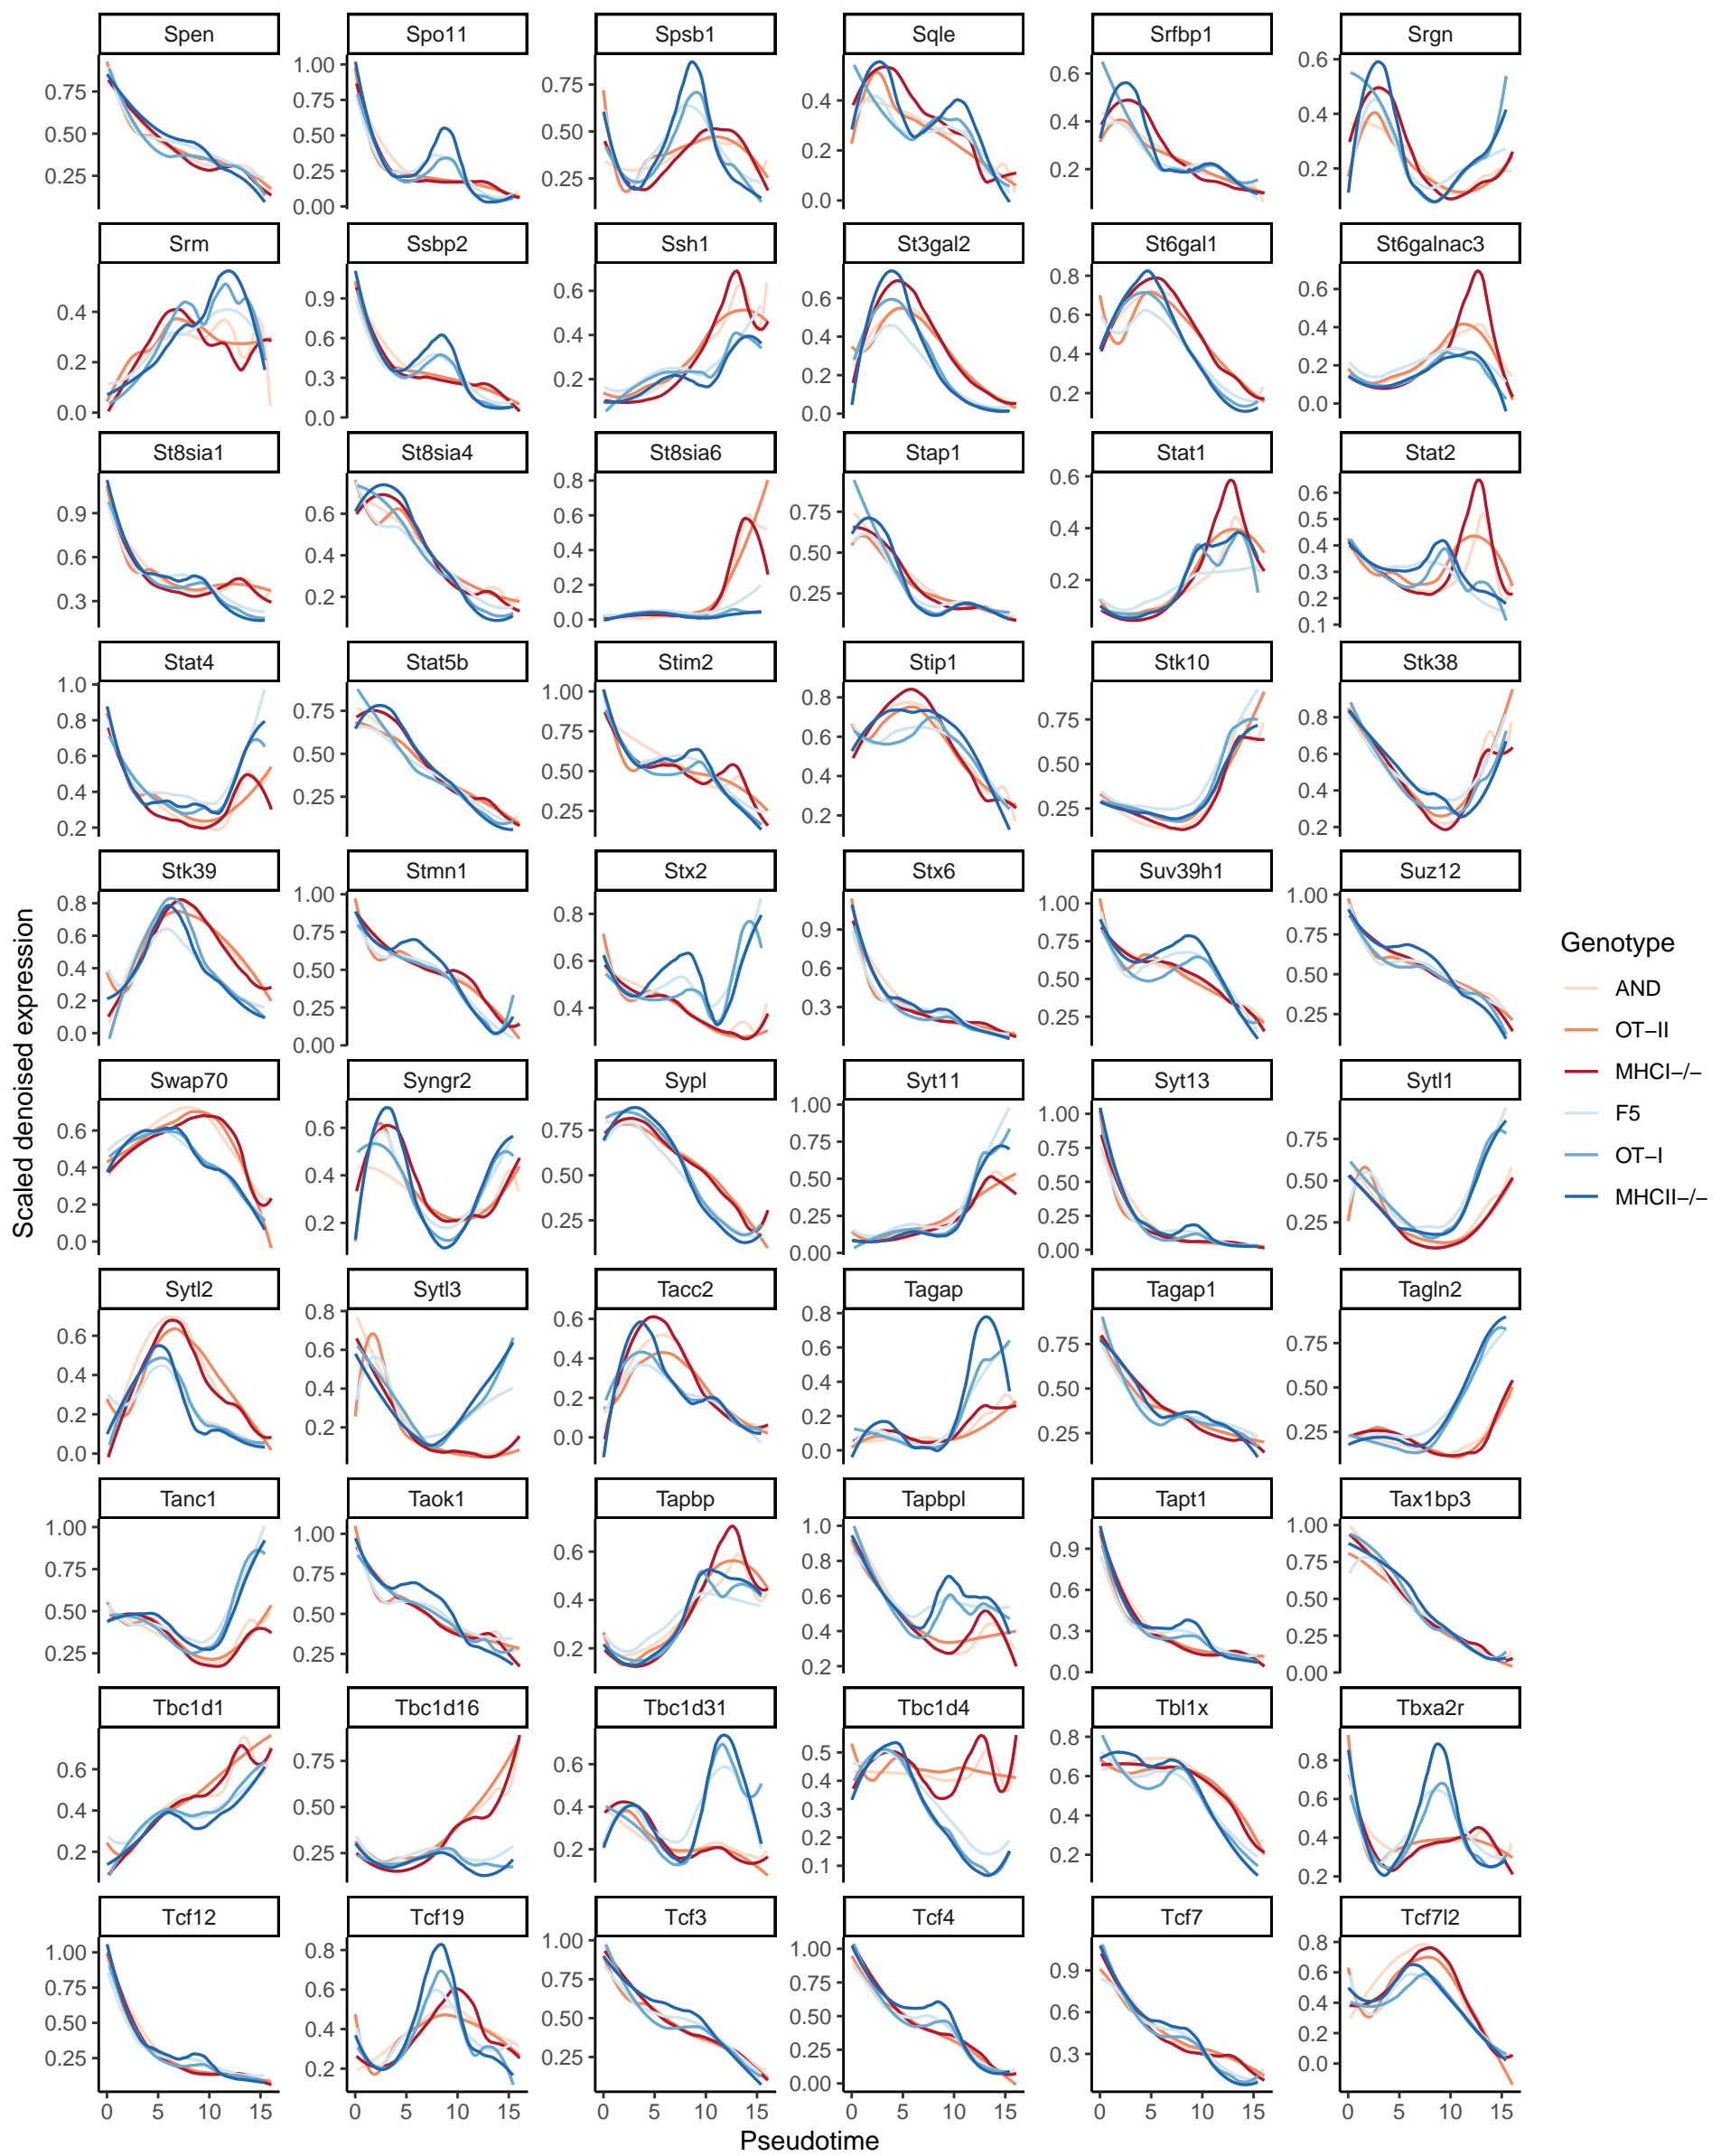

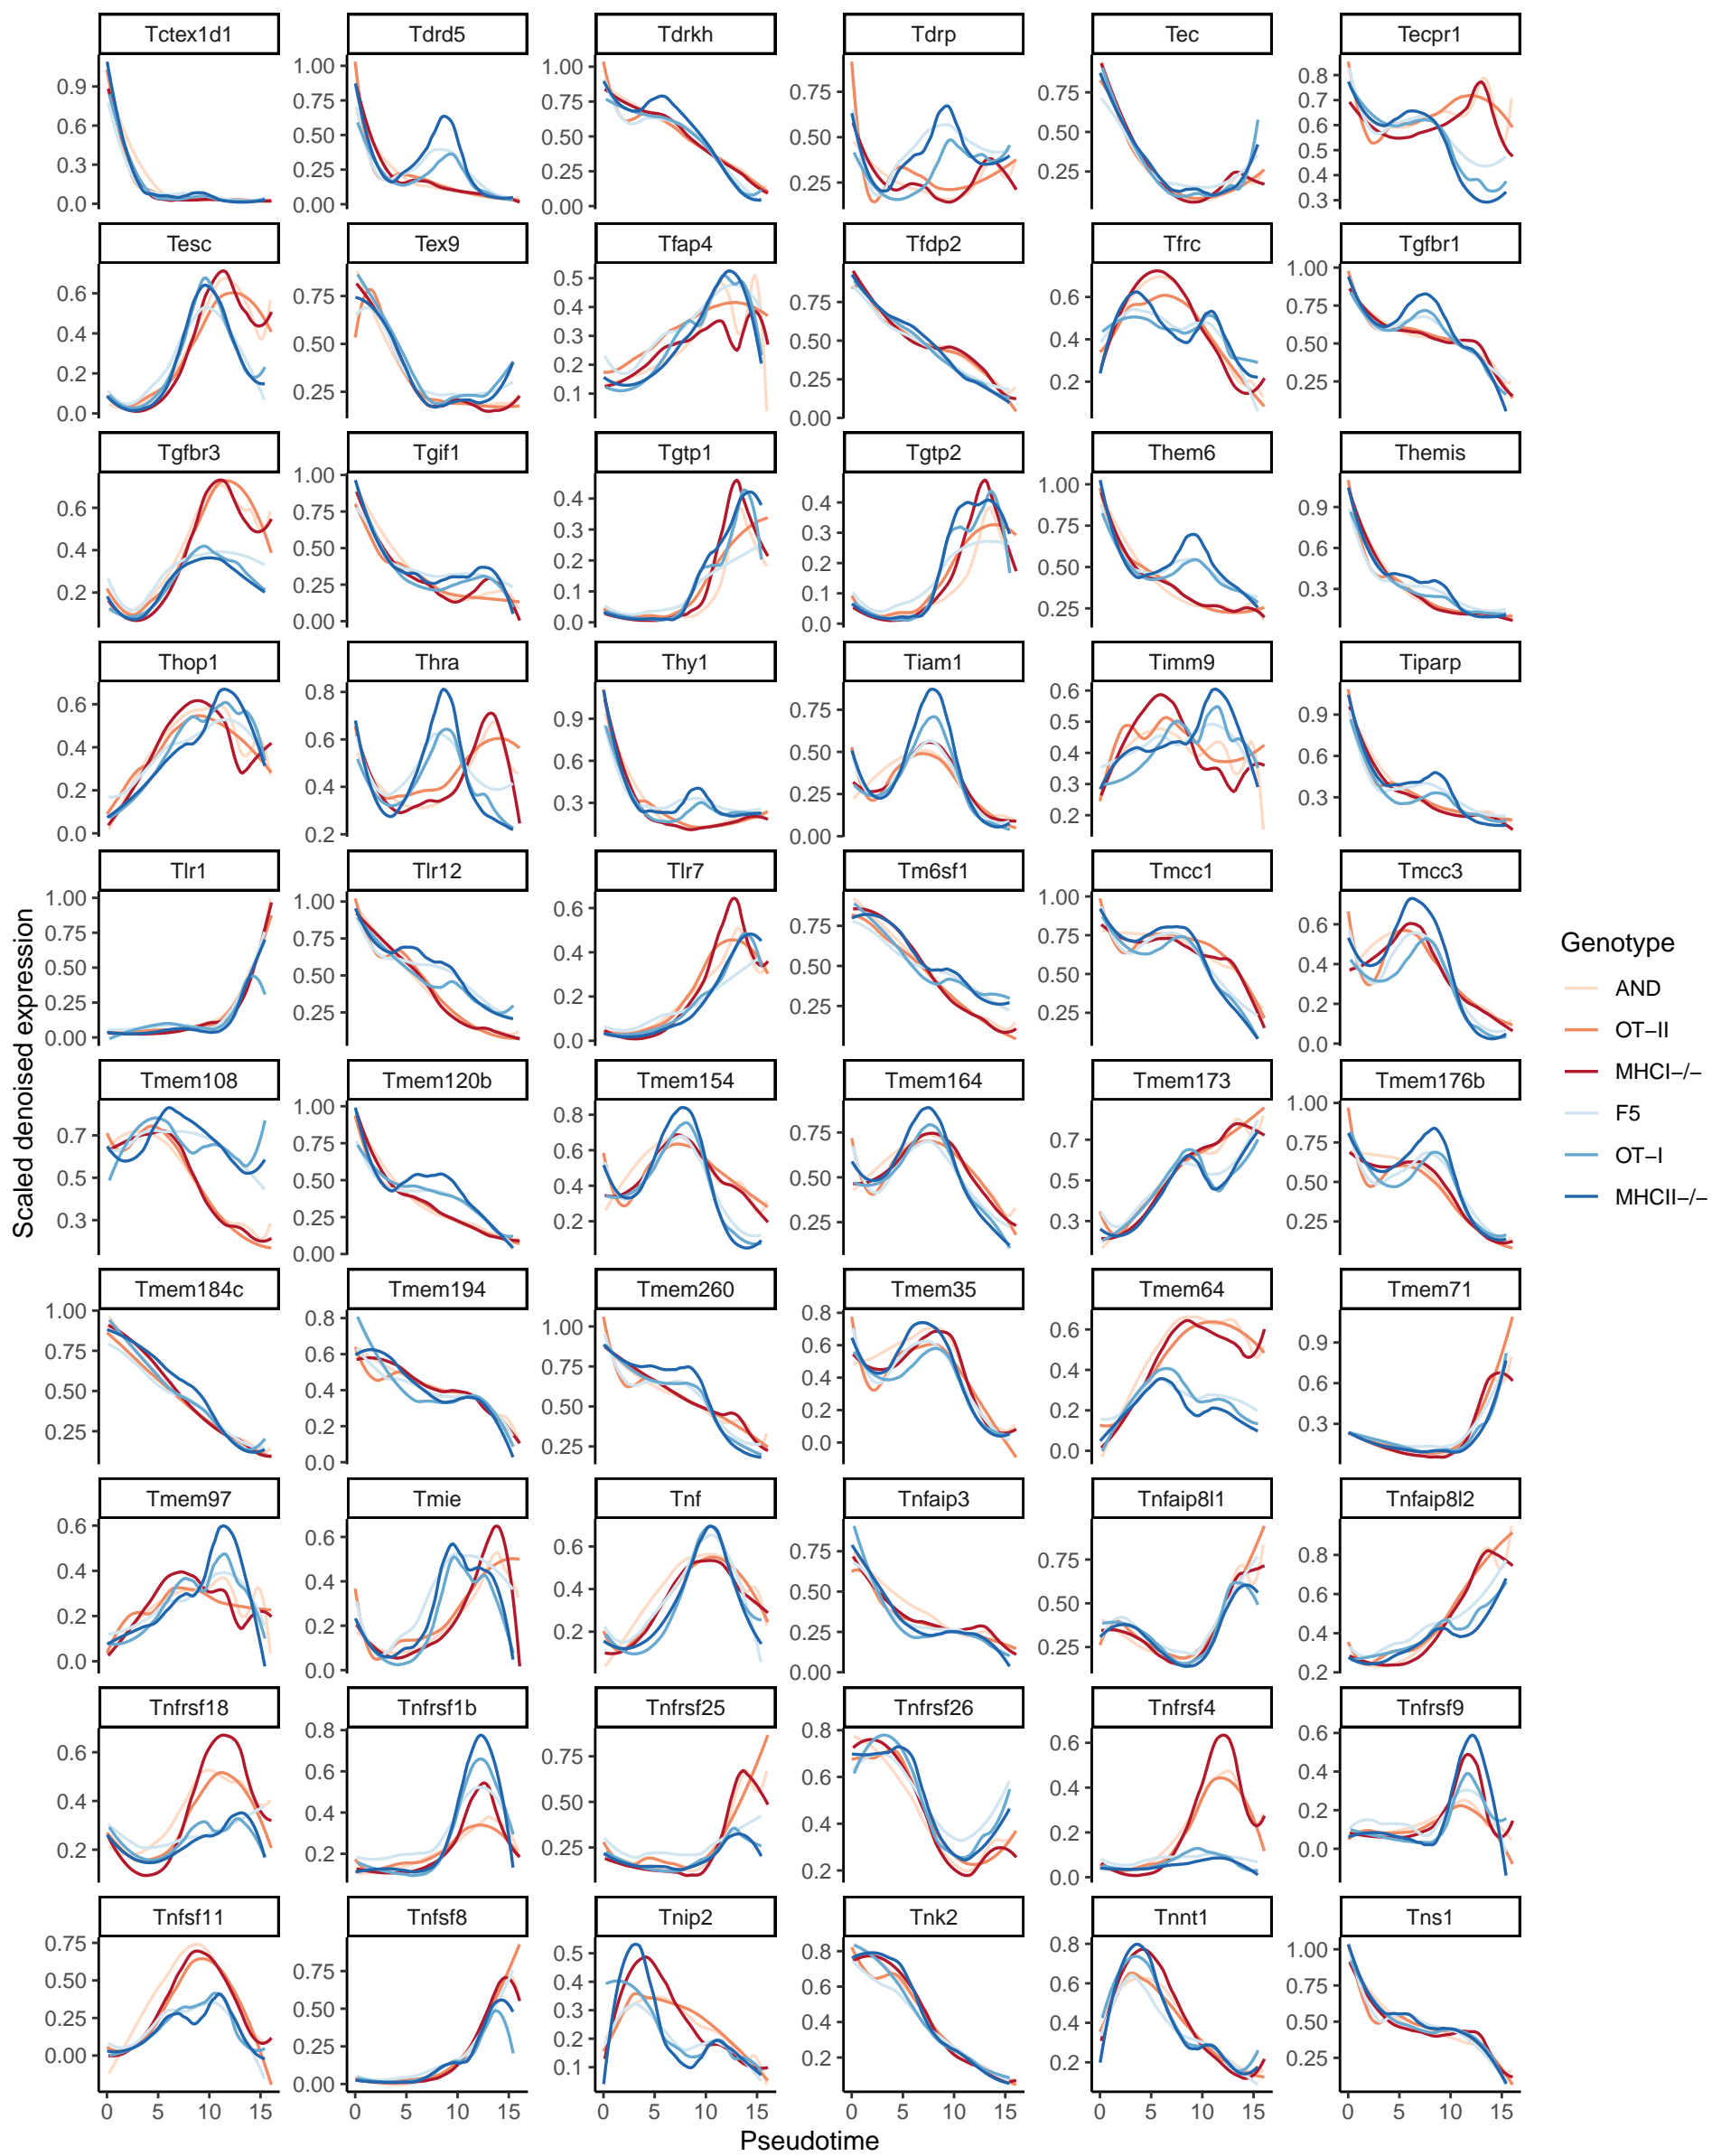

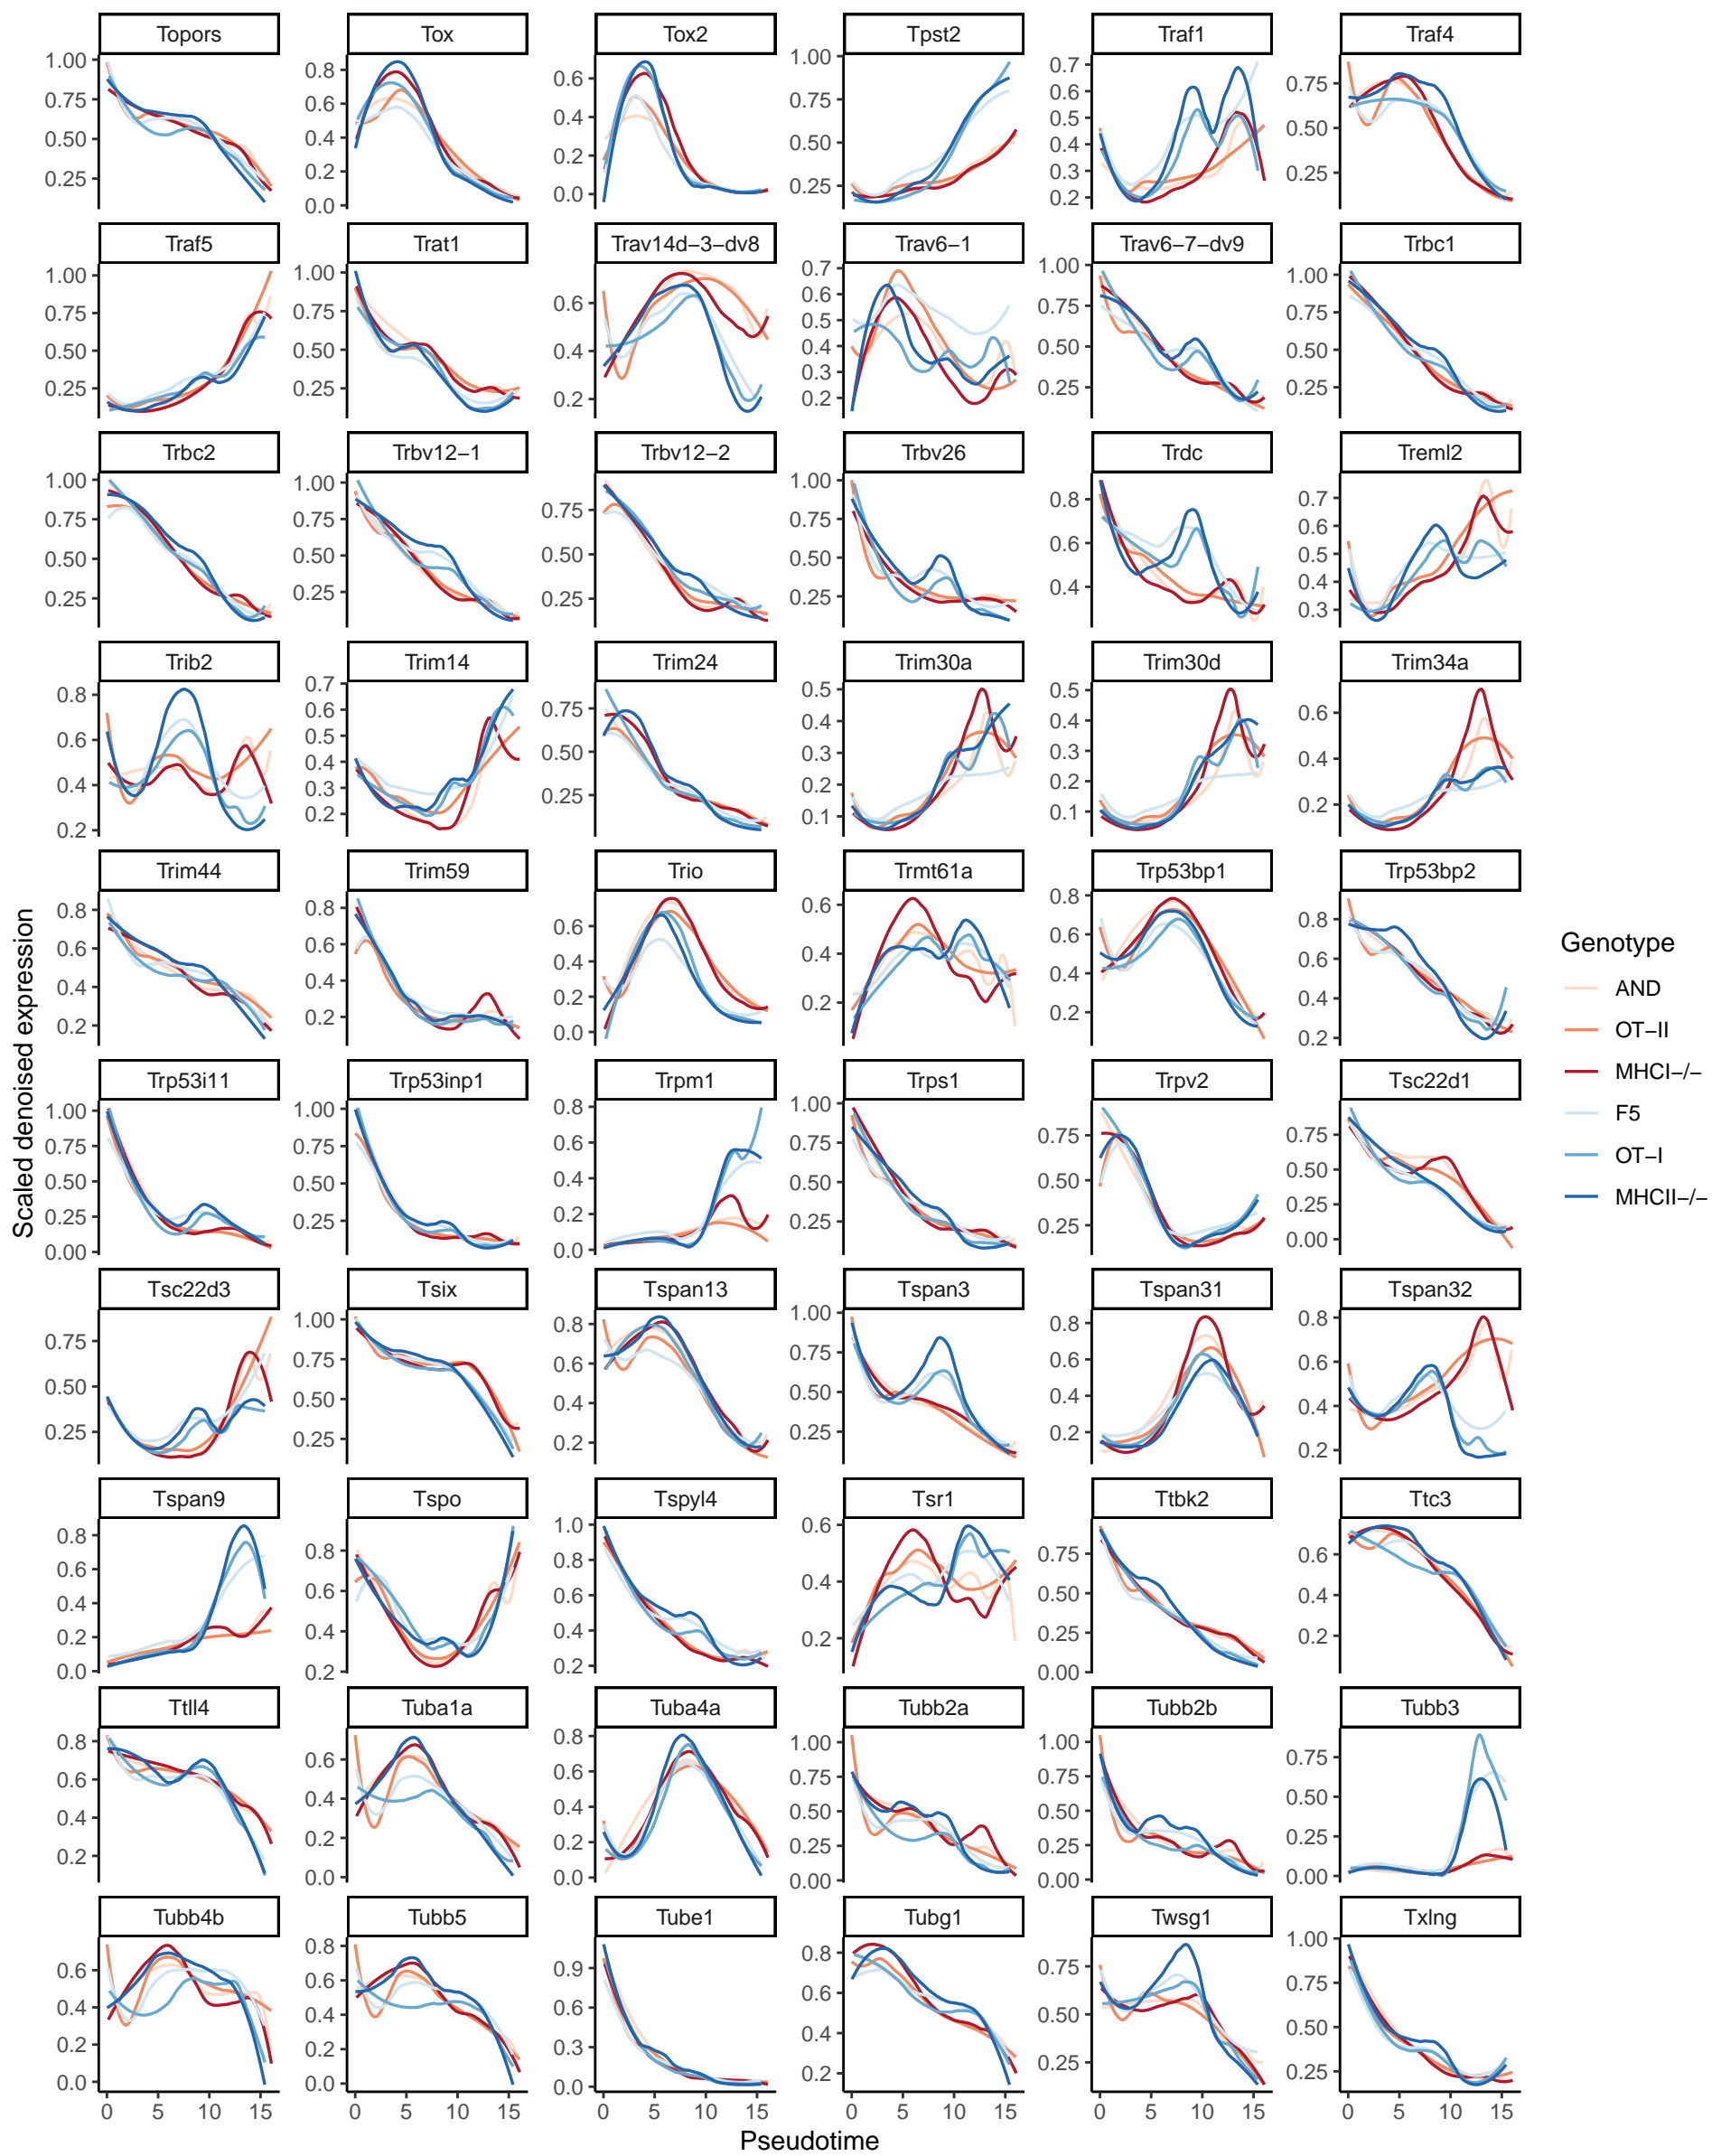

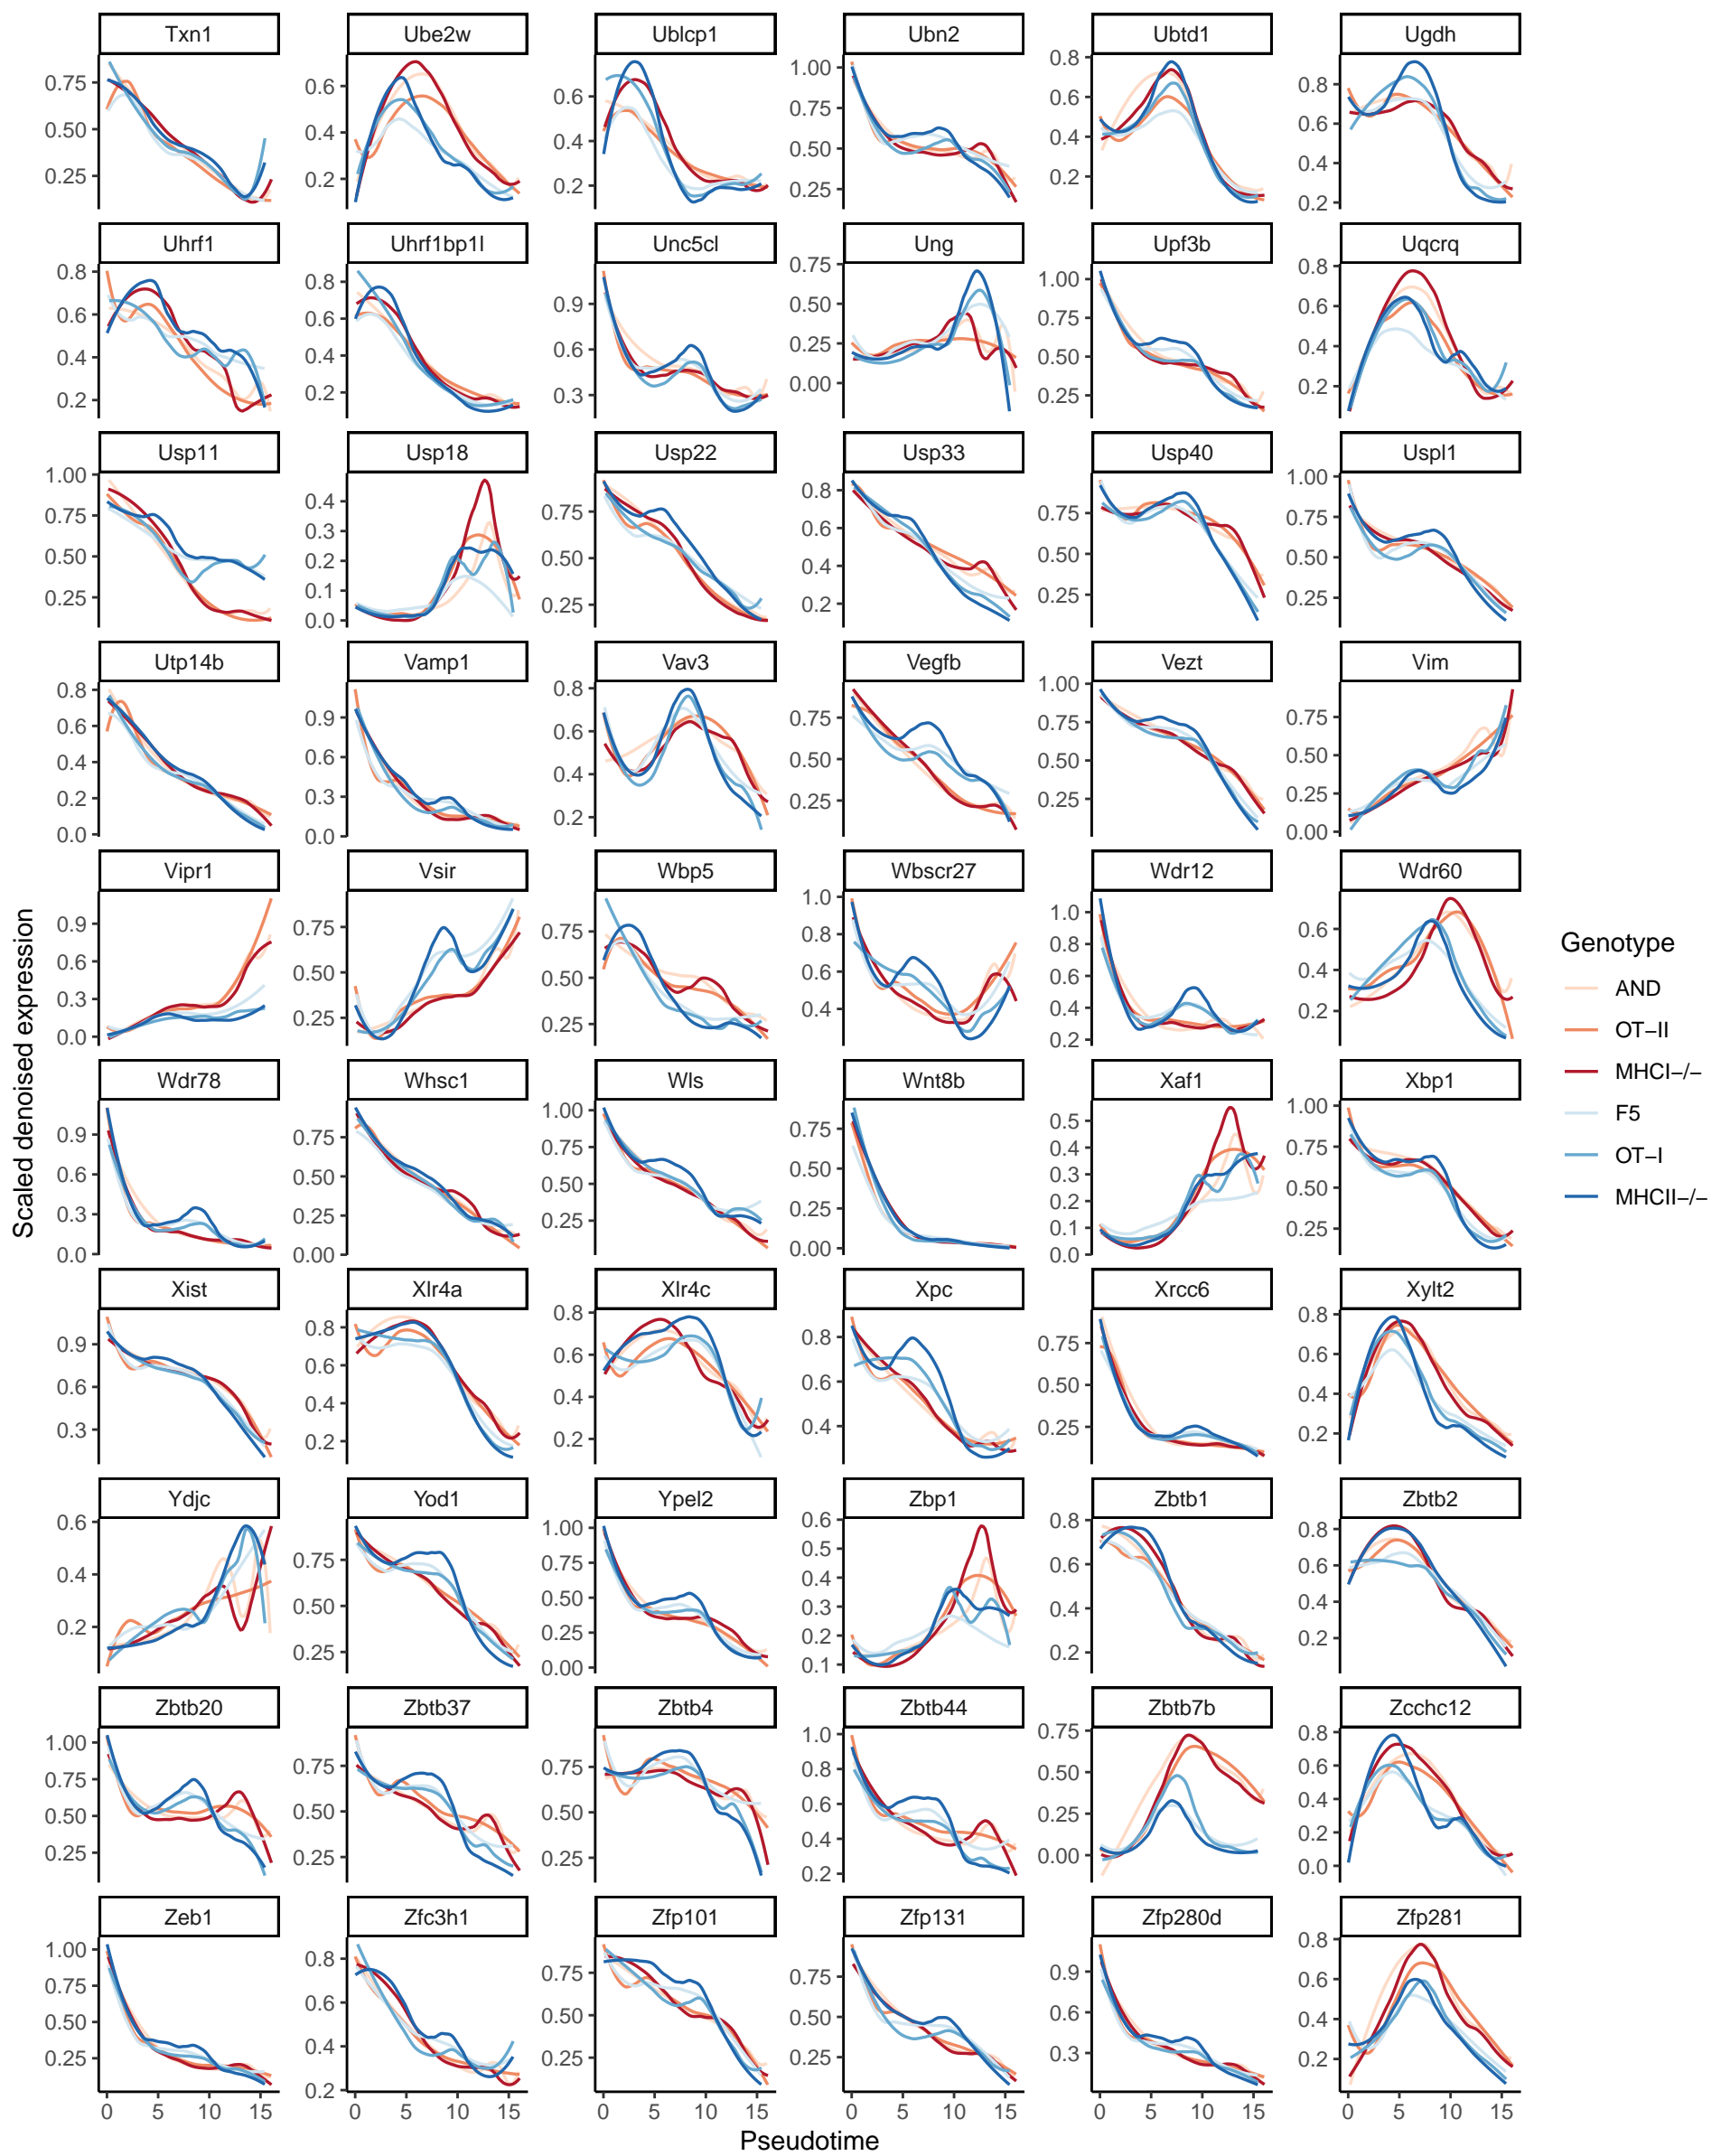

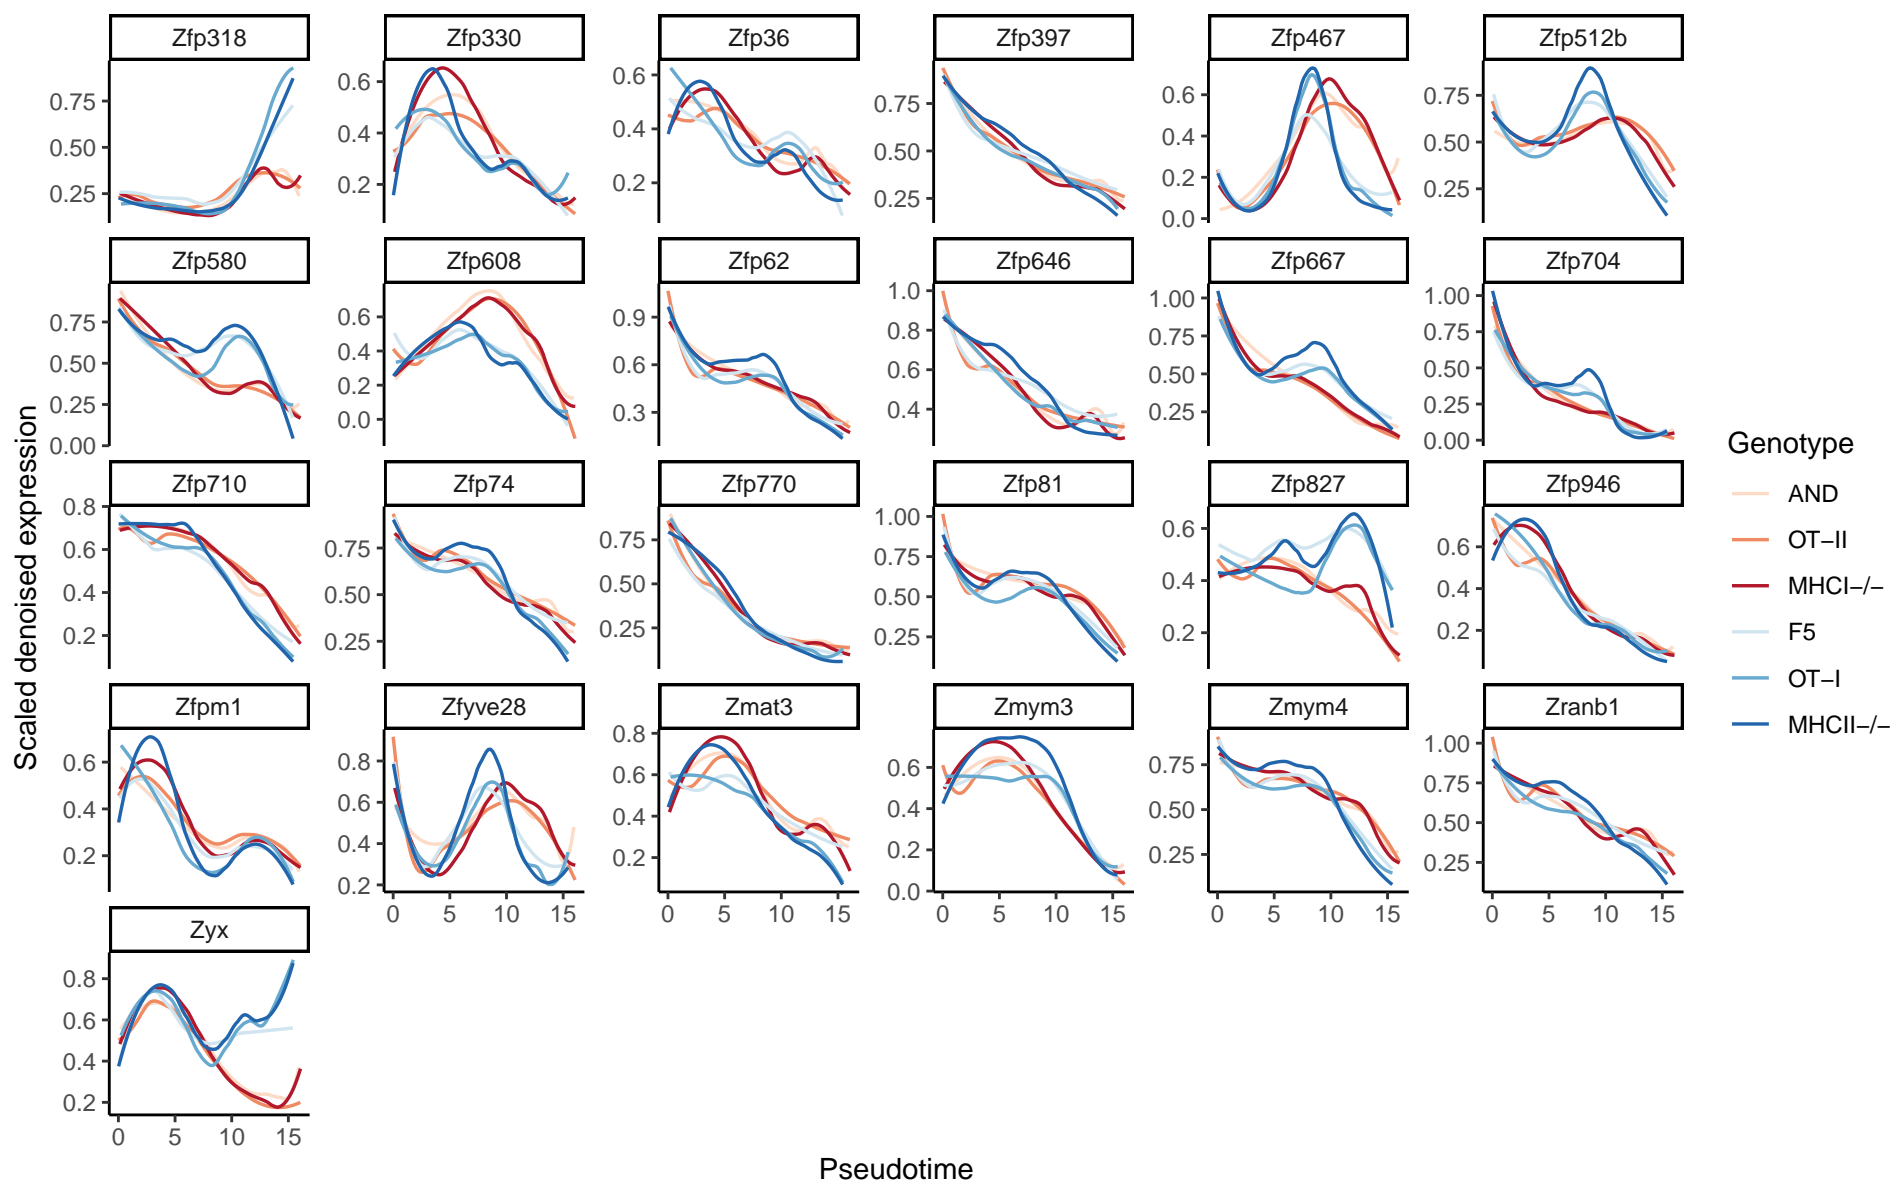

**Supplement:** Supplementary file 1 — Supplementary Information contains a resource of protein and gene expression over pseudotime by genotype. Features are totalVI denoised expression values scaled per feature and smoothed by loess curves. Proteins include all proteins differentially expressed between lineages or over pseudotime in either lineage with criteria for significance (log(Bayes factor) > 0.5) and effect size (median log fold change > 0.2). RNA includes all genes differentially expressed between lineages or over pseudotime in either lineage with criteria for significance (log(Bayes factor) > 2.0), effect size (median log fold change > 0.2), and the proportion of expressing cells (detected expression in > 5% of the relevant population)

# Supplementary material for: Single-cell multiomic analysis of thymocyte development reveals drivers of CD4+ T cell and CD8+ T cell lineage commitment
**Source:** Nat Immunol. 2023 Aug 14;24(9):1579–90. doi: 10.1038/s41590-023-01584-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used in data collection.                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | <div>10x Genomics Cell Ranger v3.1.0</div> <div>python 3.7.4<br/>anndata==0.6.22.post1<br/>leidenalg==0.7.0<br/>matplotlib==3.0.3<br/>numba==0.45.0<br/>numpy==1.18.0<br/>pandas==0.25.1<br/>scanpy==1.4.5.post2<br/>scipy==1.3.1<br/>scvi==0.6.5<br/>seaborn==0.9.0<br/>sparse==0.8.0<br/>statsmodels==0.10.1<br/>torch==1.3.1<br/>umap-learn==0.3.10<br/>flowio==1.0.1</div> <div>R 3.6.2<br/>VISION==2.0.0</div> |

```

tidyverse==1.3.0
viridis==0.5.1
pals==1.6
RColorBrewer==1.1.2
scales==1.1.1
DescTools==0.99.36
pROC==1.16.2
slingshot==1.4.0
pheatmap==1.0.12
httr==1.4.1
jsonlite==1.7.2
readxl==1.3.1
openxlsx==4.1.5

```

```
Prism==10.0.0
```

Code is available at [https://github.com/YosefLab/Thymus\\_CITE-seq](https://github.com/YosefLab/Thymus_CITE-seq) and has been deposited at <https://doi.org/10.5281/zenodo.8102050>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

CITE-seq data discussed in this manuscript have been deposited in the National Center for Biotechnology Information's Gene Expression Omnibus and are accessible to reviewers and editors through accession number GSE186078.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. The sample size was chosen based on availability of materials at the time of the study                                                             |
| Data exclusions | No data were excluded from the analysis. Filtering and quality control of single cell sequencing data is described in the Methods.                                                           |
| Replication     | Experiments were performed on at least two biological replicates per genotype and condition to ensure reproducibility. All attempts at replication were successful.                          |
| Randomization   | Randomization was not relevant to this study since all samples from each experiment were given the same treatment.                                                                           |
| Blinding        | Blinding was not relevant to this study since comparisons were objective and quantitative. For flow cytometry data, manual gates were applied uniformly to control and experimental samples. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used in this study are described in Supplementary Data 1, including the supplier, catalog number, and clone. |
| Validation      | All antibodies used in this study were validated by the manufacturer.                                                       |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | WT (B6) (C57BL/6, Stock No.: 000664), $\beta 2M^{-/-}$ (B6.129P2-B2mtm1Unc/DcrJ, Stock No.: 002087; referred to as MHCII <sup>-/-</sup> ), OT-I (C57BL/6-Tg(Tcr $\alpha$ Tcr $\beta$ )1100Mjb/J, Stock No.: 003831), and OT-II (B6.Cg-Tg(Tcr $\alpha$ Tcr $\beta$ )425Cbn/J, Stock No.: 004194) were obtained from The Jackson Laboratory. MHCII <sup>-/-</sup> (I-A $\beta$ <sup>-/-</sup> ) mice have been previously described (Grusby et al., 1991). AND TCRtg RAG1 <sup>-/-</sup> mice and F5 TCRtg RAG1 <sup>-/-</sup> mice were generated by crossing AND TCRtg (B10.Cg-Tg(TcrAND)53Hed/J, Jax Stock No.: 002761; (Kaye et al., 1989)) and F5 TCRtg (C57BL/6-Tg(CD2-Tcr $\alpha$ F5,CD2-Tcr $\beta$ F5)1Kio; (Mamalaki et al., 1992)) mice with RAG1 <sup>-/-</sup> mice (Rag1 <sup>-/-</sup> -B6.129S7-Rag1tm1Mom) as previously described by (Au-Yeung et al., 2014)). All mice used in CITE-seq experiments were females between four and eight weeks of age. Samples are further described in Table S2. Mice were group housed with enrichment and segregated by sex in standard cages on ventilated racks at an ambient temperature of 26 °C and 40% humidity. Mice were kept in a dark/light cycle of 12 h on and 12 h off and given access to food and water ad libitum. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal care and procedures were carried out in accordance with guidelines approved by the Institutional Animal Care and Use Committees at the University of California, Berkeley and at BioLegend, Inc.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                           |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cell preparation: Mice were sacrificed, and thymi were harvested, placed in RPMI + 10% FBS medium on ice, mechanically dissociated with a syringe plunger, and passed through a 70 $\mu$ m strainer to generate a single-cell suspension. |
| Instrument                | Flow cytometry data was collected using the BD LSRFortessa or BD LSRFortessa X20.                                                                                                                                                         |
| Software                  | Flow cytometry data was analyzed using FlowJo software (Tree Star).                                                                                                                                                                       |
| Cell population abundance | All cell populations contain >200 cells.                                                                                                                                                                                                  |
| Gating strategy           | Cell gating strategies are described in supplemental methods. Single-stain samples and fluorescence minus one (FMO) controls were used to establish PMT voltages, gating and compensation parameters.                                     |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

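Thymocytes of 17 mice were measured by CITE-seq, which reads the RNA and, through antibodies carrying DNA tags, the surface proteins of single cells. There were 2 mice each of 3 CD4-fated genotypes (AND, OT-II and MHCI-/-) and of 3 CD8-fated genotypes (F5, OT-I and MHCII-/-), and 5 wild-type mice, on 19 lanes of the 10x system in 3 experiments, with 2 lanes for each of 2 wild-type mice. By the paper's Supplementary Data 2 the first and second experiments were done at one site and the third, with all OT-I and OT-II mice, at another, so that site and this family cannot be separated. MHCI-/-, MHCII-/- and 3 of the wild-type mice were sorted for CD5+TCRβ+ cells, and AND and F5 mice lacked *Rag1*. The authors deposited counts for each lane, the number of unique molecular identifiers (UMIs) per gene or antibody and barcode, without normalization. They had aligned reads to the mouse mm10 reference with Cell Ranger and its STAR aligner (Cell Ranger v.3.1.0 in the paper's methods). Pooled matrices of several lanes, which repeat the counts of the lanes, were not used here. Mice were matched to lanes by the sample labels and the paper's Supplementary Data 2.

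The files hold 85389 barcodes, with 2550 to 9408 barcodes, 9893333 to 43303999 RNA UMIs and 4484116 to 34762051 antibody UMIs per lane. The numbers of barcodes are those of the paper's Supplementary Data 2 in all 19 lanes. The median RNA UMIs per barcode equal the paper's in 14 lanes and lie within 0.0338% in the rest, and the median antibody UMIs equal the paper's in 12 lanes, the lowest at -1.12% from it. The paper's filters on cells were applied, and 72054 cells passed. Doublets were scored in each lane, among cells passing the RNA filters, by their share of simulated doublets among nearest neighbors, and the top scores were called in the number expected from 0.8% per 1000 barcodes. The median depth of the cells kept ran from 1519 to 7259 RNA UMIs over the lanes, so a gene at a few UMIs per 10000 is missed in most single cells, and tests rest on sums over cells. A sum that entered a test held 68834 to 4462864 UMIs per mouse and bin. Where a share was 0, the upper limit printed is that of 3 counts and covers counting error only.

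totalVI and Slingshot, the model and the pseudotime of the paper, were not run here. RNA of 69009 cells was scaled to the depth of each cell, log-transformed and reduced to 30 principal components of 2000 highly variable genes, and clustered by the Leiden method (leidenalg 0.10.2, igraph 0.11.9; 20 neighbors, resolution 1). For each cluster the class with the most markers among its 10 leading genes by fold was taken from fixed lists, the higher mean marker z score deciding between equal numbers. The cluster was given that name where it had at least 1 such marker, at least 3 markers of that class were detected and the mean z score of that class was above 0.5; this score, and the branch thresholds below, were set after seeing the data. Genes of receptor segments, MHC, mitochondria, ribosomal proteins and sex dosage were kept out of the features. The 7 clusters closest in markers to signaled DP-like, CD4 SP-like, CD8 SP-like or mature SP-like cells, with 33866 cells, were ordered by diffusion pseudotime over 10 components from 20 principal components, 30 neighbors and genes in at least 50 cells. The principal components were corrected for the experiment by the Harmony procedure, and the genes the paper names were left out of them. The start was taken in the sub-cluster highest in *Rag2*, *Arpp21* and *Aqp11*. The paper's methods also remove CD8-transgenic-specific outlier cells at this step, which was not done here in the main analysis; an alternative leaves out clusters with few wild-type cells. A sub-cluster was assigned to a branch where its mean z scores of CD4 SP-like and CD8 SP-like markers differed by at least 1 and its median rank in the order was at least 0.5. Order and expression come from the same cells, so that a change along pseudotime is in part built into the order.

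UMIs were summed per mouse and pseudotime bin and tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), by the quasi-likelihood test with TMM scaling, its low-count filter, the family of genotypes (AND with F5, MHCI-/- with MHCII-/-, OT-I with OT-II) as a covariate and Benjamini-Hochberg adjustment within a bin, for RNA and for the 111 antibodies. Change over pseudotime was tested within each lineage, and the lineage-by-bin terms over both, with each mouse as a block. The mouse is the replicate in every test, and a mouse entered a bin with at least 10 cells. Printed CPM are UMIs of a summed sample scaled to the same total, and log2 fold changes are edgeR's. Their standard errors were back-calculated from the log2 fold change and the F statistic. Shares of gates, of branches and of cells with a UMI, set means and the rebound were compared by exact permutation of the mice, with 924 splits of 6 against 6 and a smallest p of 0.00216. The lag of CD69 protein was compared by exact sign flips, whose smallest p is 4.88e-04 with 12 mice and 0.0312 with 6. Gates were set per experiment at midpoints between k-means centers of log2 antibody levels in wild-type lanes. Cells were thinned to 2000 UMIs before shares of cells with a UMI were compared. Set means used log2(CPM + 1). Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

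The tests were checked on simulated counts with the means, depths and trended dispersions of the real samples, in which 200 genes were changed. Each gene was drawn independently around 1 mean, without effects of a family or lane group and without correlation between genes. The rates of false calls below therefore do not cover such effects in the real samples. There, other splits of the mice called up to 913 genes in bin 5 and 214 in bin 10. The comparison of the lineages recovered 87.0% of genes changed by log2 1 and 92.4% of those changed by log2 2 in bin 5, over 6030 genes, and 78.6% of genes changed by log2 1 and 82.5% of those changed by log2 2 in bin 10, over 6865 genes; 2.72% and 4.73% of calls were of unchanged genes. For 111 proteins in bin 10, with 10 changed, 8 were called and none of them was unchanged. With changes growing from bin 1 to bin 10, the test over pseudotime in CD4-fated mice recovered 77.8% of genes changed by log2 1 and 94.1% of those changed by log2 2, over 8363 genes, and the lineage-by-bin terms 50.5% of genes changed by log2 1 and 84.8% of those changed by log2 2, over 9114 genes. Among values drawn without a difference, 5.85% of permutation tests and 4.55% of sign-flip tests gave a p under 0.05, and 88.5% of permutation tests did at a difference of 2 SD.

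The genes and proteins named in the text are those the paper's Results or main figure legends name for the CITE-seq data. To these were added, from the bin with the most calls, the 5 genes per direction with the smallest p among those with an adjusted p under 0.05, a mean of at least 10 CPM and the same direction in all pairs of mice of a family and replicate number. Some of the results this rule names are not reported here. The rule was written for 6 pairs; that bin has 5, since F5 replicate 2 had too few cells in it. Alternatives tried were DESeq2 1.42.0, no low-count filter, no family covariate, a replicate block, library size alone in place of TMM for antibodies and over pseudotime, other orderings, filters, gate thresholds, pseudocounts and thinning depths, and each mouse left out in turn. Chance was assessed by 100 splits of the mice per bin. The paper's transcription factor rankings, pathway results, thymic slices and flow cytometry were not analysed here. The copy of Supplementary Data 9 used here holds fewer genes than the paper gives, so no test used its clusters.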

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

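The tests of gate placement, of the diffusion order, of a library batch and of the numbers of RNA and antibody reads were chosen only after the result each of them bears on had been seen. A mouse is listed here when its value stands apart from those of the other mice of its lineage by Dixon's test, a rule on the gap to the nearest mouse. It was applied to 243 groups of mice, and chance alone marks about 1 in 20 groups. In 34 groups a mouse stood apart, 11 times OT-II replicate 2, 7 times each OT-I replicate 2 and F5 replicate 1, and 4 times AND replicate 1. Groups of 1 gene in neighbouring bins, or of gates read from the same antibodies, are not independent.

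OT-II replicate 2 stood apart from the other CD4-fated mice in values tied to CD8 and to the DP stage. *Cd8a* was at 632 CPM (89.7 to 219 in the others) in bin 4 and 208 CPM (61.6 to 83.4 in the others) in bin 5, and CD8a protein in bin 5 at 279 per 10000 antibody UMIs (117 to 158 in the others). DP cells made up 22.1% (0.649 to 6.82 in the others) of its cells in bin 6 and 6.52% (0 to 2.03 in the others) in bin 7. *Ccr9* in bin 6 reached 2630.1 CPM (622 to 1166 in the others), and *Cd28* in bin 5 was low at 361 CPM (691 to 804 in the others). In bin 10, where the mouse had 59 cells, *Nkg7* was at 29.4 CPM (0 to 9.52 in the others), *Plac8* at 22.1 CPM (1.06 to 7.14 in the others), *Itgae* at 7.35 CPM (0 to 2.43 in the others) and the CD4-CD8+ share at 1.69% (0 to 0.599 in the others), each resting on few UMIs or cells.

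OT-I replicate 2 stood apart from the other CD8-fated mice with *Ccr9* in bin 6 at 2542 CPM (697 to 876 in the others), *Cd4* in bin 6 at 118 CPM (5.48 to 44.1 in the others), *Gata3* at 361 CPM (82.3 to 185 in the others) in bin 4 and 125 CPM (48.0 to 68.5 in the others) in bin 6, and *Runx3* in bin 10 at 589.5 CPM (259 to 307 in the others). The CD4+CD8- share in bin 7 was 10.3% (0 to 1.60 in the others). Thinned cells with UMIs of both *Zbtb7b* and *Runx3* in bin 7 made up 0.351% (0 in each of the other mice), which the other CD8-fated mice, each at a count of 0, do not exclude at their depth. OT-I replicate 1 stood apart once, with a CD4+CD8- share of 0.361% (0 in each of the other mice) among 277 cells in bin 10.

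Both OT-I and OT-II replicate 2 were captured on lanes 16 to 19 of the third experiment, together with a wild-type mouse, and replicate 1 of each genotype on lanes 12 to 15. Fewer reads are excluded as the reason for their profiles, since the paper's lane statistics give lanes 16 to 19 a median of 61161 RNA reads per cell against 40024, a ratio of 1.53. A library batch remains open. Over 3009 genes the log2 change from lanes 12 to 15 to lanes 16 to 19 was correlated across genes, which are not independent replicates, between wild-type and OT-I (r = 0.924), OT-I and OT-II (r = 0.910) and wild-type and OT-II mice (r = 0.890), where the replicates of MHCI-/- and MHCII-/- mice gave r = 0.0845. The change had the same sign in the 3 genotypes in 80.3% of genes, where independent signs would give 25%. Its SD across genes was 0.729 in wild-type, 0.702 in OT-I and 0.644 in OT-II mice, against 0.156 and 0.104 between the MHCI-/- and the MHCII-/- replicates. A batch of capture or library preparation is therefore a candidate source of the values above. The 2 lane groups also hold different mice, and whether the animals differed was not tested; nor was a batch tested for any one of these genes or gates.

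F5 replicate 1 stood apart in the latest bins, in which its cells were few. In bin 10, with 14 cells, *Egr1* was at 158 CPM (27.9 to 59.6 in the others), *Tmem64* at 21.1 CPM (7.39 to 10.6 in the others), the CD4-CD8+ share at 100.0% (96.1 to 96.8 in the others) and the mean of the genes of CD4-DE cluster 5, as centred log2, at -1.37 (-0.20 to -0.10 in the others). *Cxcr4* in bin 8, with 142 cells, was at 101 CPM (6.18 to 14.5 in the others). *Cd5* in bin 5 was at 218 CPM (83.7 to 125 in the others), and CD69-CD127- cells made up 97.9% (46.8 to 61.2 in the others) of its cells in bin 1. It is the lone CD8-fated mouse of the first experiment, whose CD127 threshold, from 1 wild-type lane, was the highest of the 3 experiments (3.77 against 2.02 and 1.30, log2), so the experiment and the mouse cannot be told apart for that share. In bins 8 to 10 it is the lone F5 mouse with enough cells, and F5 mice are the one CD8-fated genotype that was both unsorted and *Rag1*-deficient, so genotype, sort and mouse cannot be told apart there. F5 replicate 2 stood apart once, with *Cd69* in bin 5 at 22.4 CPM (90.8 to 125 in the others). No explanation was tested for these values.

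AND replicate 1 had few CD69+CD127+ cells, 14.3% (61.8 to 88.2 in the others) in bin 6 and 16.5% (77.7 to 82.7 in the others) in bin 7, TCRβ protein in bin 10 at 285 per 10000 antibody UMIs (139 to 192 in the others) and *Nkg7* in bin 5 at 6.90 CPM (0 in each of the other mice) over 68 cells. It is the lone CD4-fated mouse of the first experiment. The CD127 threshold of that experiment is the high one named for F5 replicate 1, so the experiment and the mouse cannot be told apart. In AND replicate 2 the CD4+CD8- share in bin 10 was 29.8% (86.4 to 97.01 in the others). Its median of antibody UMIs per barcode was 28.4% of that of the other 7 lanes of its experiment. Fewer antibody reads are excluded as the whole reason, since by the paper's lane statistics it had 73.5% of their antibody reads per cell, and 36.6 antibody UMIs per 1000 reads against 56.2 to 166. Weaker antibody capture or staining stays open and was not tested, and no biological explanation was tested.

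Among the remaining mice, *Rag1* in bin 1 was at 643 CPM (33.3 to 116 in the others) in OT-II replicate 1, which had 1010 cells in that bin, and the TCRβ-high share in bin 10 was 95.7% (98.9 to 100.0 in the others) in MHCI-/- replicate 2. OT-II replicate 2 had too few cells in bin 1 to be compared. No technical or biological explanation was tested for either value.

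The antibody counts of the first experiment include 3 hashtag antibodies, which mark the cells of a sample, and which the text of the paper and of its supplements used here does not mention. They hold 231224 UMIs in the sorted wild-type mouse, 164915 in AND replicate 1 and 131276 in F5 replicate 1, and 0 in each mouse of the second experiment. In each of the 3 mice another hashtag led, found in 99.2%, 98.7% and 98.9% of barcodes with medians of 71, 50 and 45 UMIs, while the other hashtags made up 0.0476%, 0.429% and 0.325% of hashtag UMIs. One leading hashtag per mouse is what separate staining of each mouse gives; no other explanation was tested.

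The change of genes over pseudotime differed between the lineages, with 2037 genes called by edgeR's test of the lineage-by-bin terms. Chance is unlikely but not excluded. Of 25 splits of the mice into groups of 6, the real one included, 1 called as many, the fewest that 25 splits allow. The largest number in another split was 1282 and the median 20. The lineages follow from the receptor or the MHC deficiency, so a difference between the lineages is the biological explanation the design gives; it was not separated here from the other ways in which the genotypes differ.

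The DP share moved in opposite directions in CD8-fated genotypes from bin 5 to bin 6. It rose by 9.52 and 18.8 percentage points in the MHCII-/- mice and changed by -12.3 and -31.1 in the F5 mice, and the difference between the genotypes was not tested. The OT-I mice were split, at 8.09 and -2.82, and the CD4-fated mice changed by 0.633 in OT-II replicate 1 and by -28.4 to -14.1 in the rest. A shift of the gate thresholds by 0.25 (log2) is excluded as the reason for the rise in MHCII-/- mice. The rise was at least 7.59 percentage points in each mouse with thresholds moved up or down by that much. Larger shifts were not tested, so gate placement as such stays open. Between the experiments the upper CD8a threshold lay at 7.97, 7.46 and 8.35. The diffusion order remains open, because in the maturation order the largest rise between neighbouring bins after bin 4 was -1.996 percentage points in MHCII-/- replicate 1 and 3.74 in MHCII-/- replicate 2. The rise may therefore come in part from how cells were ordered. MHCII-/- mice were sorted on CD5 and TCRβ and F5 mice were not, and an effect of the sort was not tested.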

How the results depend on the processing

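The tests with lane groups in the correction and with transgene-specific clusters left out were chosen only after the results had been seen, and so was the test of a library batch. For the changes listed here the cause was not tested, except where the way an alternative is built gives it. Beside counts of calls, 115 values of named genes, proteins, gates and CD4-DE clusters were recomputed, of which 61 were called. With doublets kept 57 of 61 stayed called, without the protein filters 59, and with alternative-branch cells kept 57. Named genes kept in the ordering left 57 of 60, lane groups 52 of 61, the maturation order 40 of 60 with 1 called value of opposite sign, and transgene-specific clusters left out 45 of 59 with 5 of opposite sign. For tests of RNA per bin, DESeq2 kept 36 of 38 calls, no low-count filter 37 and no family covariate 25. Library size alone as scaling kept 4 of 5 protein calls.

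Results that kept their direction and their side of the threshold under every alternative that gave a value are the share of cells on the CD4 branch (difference between the lineages 42.1 to 54.3 percentage points), the share on the CD8 branch (-46.6 to -28.8 percentage points), and the lag of CD69 protein over the 12 mice (1.42 to 1.74 bins). Between 3636 and 5995 genes changed over pseudotime in CD4-fated and between 4162 and 6447 in CD8-fated mice, all within 1.5 times the number in the main analysis. No bin was called for the STAT5 list under any alternative. Counts of genes between the lineages moved most, and those of bins 1 to 4 are small enough that a single gene passes the factor of 1.5.

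Without the low-count filter, edgeR gave 59, 58, 31, 92, 413, 633, 751, 780, 968 and 1530 genes called in bins 1, 2, 3, 4, 5, 6, 7, 8, 9 and 10, 1114 genes higher in CD4-fated mice in any bin, 1350 genes higher in CD8-fated mice in any bin and 60 genes in both of these sets. More genes entered the tests by construction, 14506 in place of 6865 in bin 10, many of them with few counts. DESeq2 in place of edgeR gave 0, 1 and 9 genes called in bins 2, 3 and 4. Without the family covariate, there were 0, 0, 62, 146, 170, 213 and 391 genes called in bins 1, 2, 5, 6, 7, 8 and 9 and 5 genes in both of these sets. The sign changed for *Id3* in bin 5 (-0.025). Without the protein filters, there were 0 genes called in bin 2. With alternative-branch cells kept, the sign changed for CD4-DE cluster 7 in bin 10 (0.0039). With gate thresholds raised by 0.25, the sign changed for the CD69-CD127+ share in bin 10 (0.714 percentage points). Without thinning, there were 5 bins called for cells with both *Zbtb7b* and *Runx3*. After thinning to 1000 UMIs, there were 0 bins called for cells with both *Zbtb7b* and *Runx3*. The direction changed for the share of cells with both *Zbtb7b* and *Runx3* in bin 4 (-0.0725 percentage points). Fewer UMIs per cell leave fewer cells with both genes detected by construction. Wherever an alternative or a fit without 1 mouse called 0 genes in a bin, between 96 and 480 genes had an unadjusted p under 0.05.

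In the maturation order, there were 0, 2, 2, 21, 43, 93 and 456 genes called in bins 1, 2, 3, 4, 5, 6 and 10, 2 and 8 proteins called in bins 6 and 7, 464 genes higher in CD4-fated mice in any bin, 415 genes higher in CD8-fated mice in any bin, 0 genes in both of these sets, 990 genes of the lineage-by-pseudotime interaction, 5 bins called for cells with both *Zbtb7b* and *Runx3* and 14 CD4-DE clusters and bins called. The lag of CD69 protein behind its RNA in CD8-fated mice was 1.05 bins (exact p = 0.0312) and the rebound of *Egr1*, CD4-fated minus CD8-fated, was 0.18 (exact p = 0.827). The sign changed for *Rag1* in bin 1 (-0.19), *Cd24a* in bin 7 (-0.058), *Egr1* in bin 9 (-9.7e-04), *Nfatc1* in bin 6 (0.018), the CD69+CD127- share in bin 3 (7.09 percentage points), CD4-DE cluster 3 in bin 5 (0.23) and CD4-DE cluster 7 in bin 10 (0.15).

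With named genes kept in the ordering, there were 4 and 2 genes called in bins 1 and 2, 33 genes in both of these sets and 1 bin called for cells with both *Zbtb7b* and *Runx3*. The rebound of *Cd69*, CD4-fated minus CD8-fated, was 0.053 (exact p = 0.825) and the rebound of *Egr1*, CD4-fated minus CD8-fated, was 0.017 (exact p = 0.968). The direction changed for *Egr1* in bin 9 (-0.59) and *Nfkb2* in bin 6 (-0.078). With lane groups in the correction, there were 1, 0 and 5 genes called in bins 1, 2 and 4 and 2 proteins called in bin 5. The lag of CD69 protein behind its RNA in CD8-fated mice was 1.58 bins (exact p = 0.0312) and the rebound of *Egr1*, CD4-fated minus CD8-fated, was 0.095 (exact p = 0.742). The sign changed for *Cd24a* in bin 7 (-0.22), *Egr1* in bin 9 (-0.35), *Nfkb2* in bin 6 (-0.029) and the CD69+CD127- share in bin 3 (2.84 percentage points).

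With transgene-specific clusters left out, there were 1, 4, 104, 113, 238 and 462 genes called in bins 1, 3, 4, 5, 7 and 10, 1 and 8 proteins called in bins 5 and 6, 454 genes higher in CD8-fated mice in any bin and 8 genes in both of these sets. The rebound of *Egr1*, CD4-fated minus CD8-fated, was -0.69 (exact p = 0.00649). The direction changed for *Rag1* in bin 1 (-0.12), *Cd24a* in bin 7 (-0.46), *S1pr1* in bin 6 (1.07), *Egr1* in bin 5 (-0.17), *Egr1* in bin 9 (-0.31), *Egr1* in bin 10 (-0.73), *Dusp5* in bin 6 (-0.026), *Nfkb2* in bin 6 (-0.35), CD24 protein in bin 10 (-0.15), the CD69+CD127- share in bin 3 (0.0974 percentage points), CD4-DE cluster 3 in bin 5 (0.21) and CD4-DE cluster 4 in bin 8 (-0.012). By construction this leaves fewer cells to order, 27575 in place of 33866. It removes 97.8% of the ordered cells of F5 replicate 2 and 71.0% of those of F5 replicate 1, 49.8% and 32.9% in OT-II replicates 1 and 2, and at most 13.2% in the other mice. F5 replicate 2 then has enough cells for a test in 1 bin and F5 replicate 1 in 8 bins. Whether the loss of cells or their type moved the results was not tested.

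With each mouse left out in turn, the genes called ranged from 0 to 7 in bin 1, 1 to 19 in bin 2, 0 to 2 in bin 3 and 0 to 8 in bin 4. The highest of these was reached without MHCI-/- replicate 2 or OT-I replicate 1 in bin 1 and without OT-II replicate 1 in bin 2. In bin 3 it was reached without MHCI-/- replicate 1 and in bin 4 without OT-II replicate 2. Bin 5 held 70 (without MHCI-/- replicate 2) to 285 (without OT-I replicate 1) called genes, against 178. Bin 6 had 181 (without F5 replicate 2) to 464 (without OT-I replicate 2) called genes, against 278. Bin 8 counted 221 (without MHCI-/- replicate 2) to 550 (without OT-I replicate 2) called genes, against 413. Bin 9 contained 293 (without MHCI-/- replicate 2) to 821 (without OT-I replicate 2) called genes, against 601. Bin 10 showed 487 (without MHCI-/- replicate 2) to 1502 (without OT-I replicate 2) called genes, against 904. Bin 7 stayed between 251 and 494, within 1.5 times its 374 genes.

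With a mouse left out, proteins called in bin 6 numbered 0 without OT-II replicate 1, 1 without AND replicate 1 and 7 without OT-I replicate 1 (with all mice 4, without each of the other mice 3 to 5) and in bin 10 numbered 9 without MHCI-/- replicate 2 and 17 without AND replicate 2 (with all mice 10, without each of the other mice 9 to 13). Genes higher in CD4-fated mice in any bin numbered 397 without MHCI-/- replicate 2, 403 without MHCII-/- replicate 2, 439 without MHCII-/- replicate 1, 456 without MHCI-/- replicate 1 and 1046 without OT-I replicate 2 (with all mice 716, without each of the other mice 557 to 884). Genes higher in CD8-fated mice in any bin amounted to 424 without MHCI-/- replicate 2, 434 without MHCII-/- replicate 2, 472 without MHCII-/- replicate 1 and 1091 without OT-I replicate 2 (with all mice 711, without each of the other mice 482 to 899). Genes in both of these sets came to 4 without MHCII-/- replicate 1, 5 without MHCI-/- replicate 2, 6 without MHCII-/- replicate 2, 7 without MHCI-/- replicate 1, 8 without AND replicate 1 or F5 replicate 2, 10 without AND replicate 2, 31 without OT-I replicate 1 and 35 without OT-I replicate 2 (with all mice 19, without each of the other mice 14 to 16). Bins called for cells with both *Zbtb7b* and *Runx3* numbered 1 without F5 replicate 1, MHCII-/- replicate 1 or 2, or OT-I replicate 1 or 2 and 3 without MHCI-/- replicate 1 (with all mice 2, without each of the other mice 2 to 3). Gates and bins called amounted to 0 without any 1 of the 6 CD4-fated mice and 16 without OT-I replicate 2 (with all mice 14, without each of the other mice 12 to 14). Leaving out a CD4-fated mouse leaves 5 mice against 5 in bins 8 to 10, where F5 replicate 2 has no value. By construction this raises the smallest p that the splits of those bins allow, and the adjustment covers 100 gates and bins. The lag in CD4-fated mice stayed between 1.73 and 1.86 bins, with an exact p of 0.0625, the smallest that 5 mice allow, in place of 0.0312. The rebound of *Cd69* ranged from -0.17 without MHCI-/- replicate 1 to 0.075 without MHCI-/- replicate 2 and was not called in either case.

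Among single values with a change of sign when 1 mouse was left out, none was called in the main analysis. Their ranges were -0.16 to 0.38 for *Rag1* in bin 1, -0.27 to 0.14 for *Ccr9* in bin 6, -0.11 to 0.37 for *Nfkb2* in bin 6, -0.16 to 0.58 for CD24 protein in bin 10, -9.90 to 5.39 percentage points for the CD69+CD127- share in bin 3, -12.3 to 2.25 percentage points for the CD69-CD127+ share in bin 10 and -0.24 to 0.16 for CD4-DE cluster 7 in bin 10. Over all named values and mice, 1196 of 1380 values kept their sign and their side of the threshold, 138 were no longer called, 20 became called and 26 changed sign.

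Family and replicate number give 6 pairs of mice. Whether they pair the mice was checked by the correlation across 2959 genes of the difference between replicates 1 and 2 in the CD4-fated and the CD8-fated genotype of a family, which was 0.380 for AND and F5, 0.0829 for MHCI-/- and MHCII-/- and 0.908 for OT-I and OT-II mice. Since it is under 0.1 in a family, the pairs were not used as blocks in the main fits. Among AND and F5 mice the number goes with the experiment and among OT-I and OT-II mice with the group of lanes. The pairs of these families therefore share more than a number. With a replicate block of 6 pairs in place of the family covariate, there were 4, 9, 278, 424, 631, 833, 1206 and 1654 genes called in bins 1, 2, 5, 6, 7, 8, 9 and 10, 0 and 9 proteins called in bins 6 and 7, 1245 genes higher in CD4-fated mice in any bin, 1250 genes higher in CD8-fated mice in any bin and 56 genes in both of these sets. The sign changed for *Rag1* in bin 1 (-8.2e-04). The paired fit kept 42 of 43 called values and called 9 of 34 others, among them *Klf2*, *Dusp2*, *Cd5*, *Themis*, *Egr2*, *Nfatc2*, *Nfatc1* and *Il7r* in 1 bin each; the branch shares kept their calls (exact p = 0.0312, the smallest that 6 pairs allow). Some splits follow the lane groups, with replicate 1 of OT-I and OT-II apart from replicate 2. In bin 5, 2 of 17 such splits called as many genes as the real one, the larger 913 against 178, in bin 6 it was 1 of 19 (996 against 278) and in bin 9 2 of 19 (795 against 601). In bin 4 such a split called 1192 genes and the real one 0. None was as large in bins 7, 8 and 10, at most 112, 0 and 0. The paired fit, in which each pair of OT-I and OT-II mice shares a lane group, gave the larger counts above in these bins. With lane groups in the correction, which treats lanes 12 to 15 and 16 to 19 as separate batches in the ordering alone, 172, 309 and 554 genes were called in bins 5, 6 and 9.

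Other splits of the mice into groups of the same sizes bear on chance. Of 100 splits drawn per bin, the real one included, 22 and 28 called as many genes as the real split in bins 1 and 2, so chance cannot be excluded there. In bins 3 and 4 the real split called 0 genes, which all 100 splits reach by construction, so the count says nothing about chance. In bins 5 to 10 the numbers were 3, 2, 1, 1, 3 and 1, which makes chance unlikely in each bin, without correction over the bins. For proteins the count says nothing in bins 1 to 5 either, where all 100 splits called at least the 0 of the real split (unadjusted p under 0.05 for 11, 9, 11, 10 and 15 proteins by edgeR, the one tool run on them). In bins 6 to 10 the numbers were 2, 1, 2, 2 and 2, which makes chance unlikely in each bin, again without correction over the bins. For change over pseudotime the bins were shuffled within mice, and 1 of 25 draws reached the real count in CD4-fated and 1 of 25 in CD8-fated mice (at most 76 and 21 genes in another draw).

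The RNA UMIs of a mouse in a bin that entered a test ran from 68834, in MHCI-/- replicate 1 in bin 1, to 4462864, in MHCII-/- replicate 2 in bin 10. In bin 3 AND replicate 1 had 91164 and in bin 10 F5 replicate 1 had 94899. With every sum thinned to at most 100000 UMIs, edgeR called 1, 1, 2, 3, 26, 22, 37, 30, 34 and 69 genes in bins 1 to 10. The fewest in bins 8 to 10 were 30, above each of bins 1 to 4, so depth of the summed counts is excluded as the whole reason for more calls in later bins. Within a bin the number of calls does depend on depth, as 904 genes were called in bin 10 before thinning. A share of 0 in bins with few cells, such as bins 8 to 10 of F5 replicate 1, allows shares up to the limits given beside the values.

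Some alternatives gave no value for some results. The difference in branch shares between the lineages was not tested with named genes kept, and the maturation order and the alternative with alternative-branch cells kept take their branches from the diffusion order. In the maturation order *S1pr1* in bin 6, with named genes kept *Cxcr4* in bin 8 and *Zbtb7b* in bin 4, and with transgene-specific clusters left out *Cxcr4* in bins 8 and 10 and *Tmie* in bin 10 did not pass the low-count filter. With transgene-specific clusters left out the lag of CD69 protein could not be computed for CD8-fated mice or for the 12 mice together.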

Differences from the paper's values

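The tests with transgene-specific clusters left out and with lane groups in the correction were chosen only after the values had been seen; all other alternatives named here were set before the data were examined. The paper's tests between the lineages took cells as replicates, with a Bayes factor and a fold change as criteria, whereas mice are the replicates here, and pseudotime was rebuilt, so that bins and units differ. The number of genes higher in CD4-fated mice in any bin was 716, and the paper's number is 302. It came within 1.5 times of the paper's without MHCI-/- replicate 2 (397), MHCII-/- replicate 1 (439) and MHCII-/- replicate 2 (403) in turn, and under none of the other alternatives, which gave 456 to 1245. For genes higher in CD8-fated mice the number was 711 and the paper's is 397. It came within 1.5 times of the paper's in the maturation order (415), without the family covariate (522), and without MHCI-/- replicate 1 (482) or 2 (424) or MHCII-/- replicate 1 (472) or 2 (434), and the others gave 606 to 1350. With transgene-specific clusters left out it was 454, a setting chosen after seeing the values that removes most cells of the F5 mice, under which 9 of 59 called values of genes, proteins, gates and gene clusters named by the paper or by the rule were no longer called and 5 changed sign. The paper's methods remove CD8-transgenic-specific outlier cells, which need not be the same cells. Genes in both sets numbered 19, where the paper has 92; the alternatives gave 0 to 60, and none came within 1.5 times of the paper's.

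The share of trajectory cells left out because they lie on the branch of the other lineage was 1.41% (the paper's 4.16%) in AND, 0.173% (the paper's 3.22%) in MHCI-/-, 0.973% (the paper's 3.90%) in OT-II, 0.0225% (the paper's 6.63%) in F5 and 0.619% (the paper's 2.89%) in MHCII-/- mice, each taken over the cells of both mice of a genotype. The criteria are not the same, since the paper leaves out single cells by their Slingshot lineage weight, and here late groups of cells were assigned to a branch by their markers. None of the alternatives that recompute it, which are no protein filters, doublets kept, named genes kept in the ordering, lane groups in the correction and transgene-specific clusters left out, came within 1.5 times of the paper's in these 5 genotypes. In OT-I mice the share was 11.4%, where the paper's is 14.4%, and the pair did not differ by that measure. Here, as in the paper's table, OT-I mice had the highest share.

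Among directions and orders, the paper states that TCR signals return after the first wave in CD8-fated and not in CD4-fated cells. The rebound was not different between the lineages for *Cd69* (-0.077 log2, exact permutation p = 0.727) or *Egr1* (-0.31 log2, exact permutation p = 0.145). From bin 5 to bin 6, *Egr1* rose in every CD8-fated mouse and *Cd69* in all but 1. The mean of CD8-DE cluster 3 went from -0.053 ± 0.19 to 0.16 ± 0.18 in CD8-fated and from 0.27 ± 0.46 to 0.052 ± 0.46 in CD4-fated mice (SD). In bin 9 it was -0.15 ± 0.19 and -0.59 ± 0.23. The study chose these genes on the same samples, and their means were not tested. *Cd69* was not called in bin 9 (log2 fold change -0.50, adjusted p = 0.147) or bin 10 (-0.42, adjusted p = 0.316), in bins that are not the paper's and in which 92.2% and 97.1% of CD8-fated cells were CD4-CD8+, while the paper's lie within DP3; over the alternatives the edgeR adjusted p was 0.0472 to 0.522 and 0.0486 to 0.724. It was called in bin 9 with named genes kept in the ordering (-0.74, adjusted p = 0.0472) and in bin 10 without MHCI-/- replicate 1 (-0.77, adjusted p = 0.0486). *Egr1* was not called in bin 9 (0.21, adjusted p = 0.621, over the alternatives 0.152 to 0.999) or bin 10 (0.16, adjusted p = 0.760, over the alternatives 0.180 to 0.978), and no direction is read from it, as the sign changed in bin 9 with lane groups in the correction (-0.35), in the maturation order (-9.7e-04), with named genes kept in the ordering (-0.59) and with transgene-specific clusters left out (-0.31), and in bin 10 with transgene-specific clusters left out (-0.73). The rebound of *Egr1* passed the threshold with transgene-specific clusters left out (-0.69, exact p = 0.00649, over all alternatives 0.00649 to 0.968), the setting chosen after seeing the values, at the loss of calls given above.

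By the paper, CD8-fated cells nearly all pass a CD4+CD8 lo stage and later regain a DP phenotype. The mean CD4+CD8 lo share of CD8-fated mice in bin 5 was 35.7% ± 33.2 (SD, n = 6). From bin 5 to bin 6 the DP share rose by 9.52, 18.8 and 8.09 percentage points in both MHCII-/- mice and OT-I replicate 1 and changed by -2.82, -12.3 and -31.1 in OT-I replicate 2 and the F5 mice. The difference of the DP share in bin 6 (-38.9 percentage points, adjusted exact p = 0.135) has the paper's direction and was not called. It was called with lane groups in the correction (-45.0, adjusted exact p = 0.0464), a setting chosen after seeing the values, under which 9 of 61 named calls were lost. It was also called with named genes kept in the ordering (-43.9, adjusted exact p = 0.0464) and without OT-I replicate 2 (-47.3, adjusted exact p = 0.0298). Over the alternatives the adjusted exact p ran from 0.0298 to 0.289. In bins 7, 8 and 9 the difference had the same direction and was called (-23.9, -6.04 and -3.09 percentage points, adjusted exact p = 0.0309 in each). The CD8-fated mean was then 25.9%, 7.22% and 3.38%, against 46.0% in bin 6. These calls were lost without any 1 of the 6 CD4-fated mice, and that of bin 7 also in the maturation order.

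The paper states an order of *Gata3*, then *Zbtb7b*, then *Runx3* differences. Here all 3 were first called in bin 5, after a bin in which no gene was called, so the main calls give no order. *Gata3* was called in bin 4 without the low-count filter, *Zbtb7b* in DESeq2, with lane groups in the correction, in the maturation order, without the low-count filter, with transgene-specific clusters left out and without OT-II replicate 2, and *Runx3* in the maturation order, without the low-count filter and with transgene-specific clusters left out. The order of *Cd8a*, called in bin 5, before *Cd4*, called in bin 6, is that of the paper. In the maturation order both were first called in bin 5 (*Cd4* 1.06, adjusted p = 0.0245, over the alternatives 7.09e-04 to 0.590, and *Cd8a* in bin 4 -0.91, adjusted p = 0.438, over the alternatives 2.38e-05 to 1). *Cd4* was also called in bin 5 without the low-count filter and with transgene-specific clusters left out, and *Cd8a* in bin 4 without the low-count filter, with transgene-specific clusters left out and without OT-II replicate 2. The paper has *Zbtb7b* rise in both lineages. Among CD8-fated mice the share of thinned cells with a *Zbtb7b* UMI in bin 5 was 5.91% and 5.36% in OT-I, 0.968% and 0.198% in MHCII-/- and 0% in both F5 mice, in which 0 of 604 and 0 of 938 cells of bins 4 to 7 had one without thinning (allowing shares of up to 0.497% and 0.320%). For *Themis*, which the paper lists as higher in CD8-fated cells, the log2 fold change in bin 7 was -0.47, adjusted p = 0.102 (over the alternatives 0.00699 to 0.558), and it was called without OT-I replicate 1 or OT-II replicate 2 and in the paired fit. *Tmie*, which the paper lists as higher in CD8-fated cells, had the opposite direction in bin 10 (0.78, adjusted p = 0.119, over the alternatives 0.0344 to 0.529) and was called in that direction without MHCII-/- replicate 1. In bin 5, where the low-count filter kept it out of the test, its mean was 4.84 ± 5.75 CPM in CD4-fated and 12.2 ± 14.2 CPM in CD8-fated mice (SD, n = 6 and 6), the paper's direction, and without that filter it was called (log2 fold change -1.72, adjusted p = 0.00423, against adjusted p = 0.240 with transgene-specific clusters left out, the only other alternative that tested it in bin 5).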

Other observations

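The tests of free RNA in OT-I mice alone and of a gamma-delta receptor in OT-II mice and in AND, F5 and OT-I mice apart were chosen only after the result had been seen. *Zbtb7b* UMIs in CD8-fated mice differed by genotype. In thinned cells their share in bin 5 and the highest share in bins 8 to 10 were 5.91% and 0.763% in OT-I replicate 1, 5.36% and 0.787% in OT-I replicate 2, 0.968% and 0% in MHCII-/- replicate 1, 0.198% and 0.543% in MHCII-/- replicate 2, and 0% and 0% in F5 replicate 1. Quiescent DP-like cells, a type that should lack the gene, had a UMI in 0.492% of CD4-fated cells and in 0 of 1308 CD8-fated cells (up to 0.229%), from median depths of 2111 and 2874 UMIs. The bins leave out cells on the CD4 branch, which *Zbtb7b* helps to define, 12.7% and 10.2% of trajectory cells in the OT-I mice, so the late shares are lowered by construction. With them kept, the OT-I mice had at most 3.17% and 2.50% in bins 8 to 10. In 3 of the CD8-fated mice the share was higher in bin 5 than in bins 8 to 10, and for the lineage as a whole this leaves free RNA from other cells undecided. Free RNA enters all droplets of a lane, so cells outside the trajectory should then have about the share of bin 5. In the OT-I mice 0.347% (0.113% to 0.809%) and 1.27% (0.715% to 2.09%) of them had a *Zbtb7b* UMI in thinned cells, against 5.86% (3.24% to 9.63%) and 5.36% (2.48% to 9.93%) in bin 5 with all trajectory cells kept (exact 95% intervals for counting error). The interval of bin 5 lay above the other by at least 0.385 percentage points in both mice, and by at least 1.53 without thinning, which excludes free RNA as the whole source there. The paper names an endogenous receptor as possible in *Rag*-sufficient TCR-transgenic mice, and a candidate source is then cells of the CD4 lineage with such a receptor. F5 mice lack *Rag1* and had a share of 0%, but F5 and OT-I mice differ in more than *Rag1*, and OT-I mice do hold cells on the CD4 branch, so an endogenous receptor and a transient rise in OT-I mice cannot be told apart. Transient expression in CD8-fated cells is the paper's reading and stays open.

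A gamma-delta T-like cluster, with *Maf*, *Blk*, *Etv5* and *Sox13* among its leading genes by fold, came nearly entirely from lineage-restricted mice. Of its 2137 cells, 29 were wild-type, of 29406 wild-type cells (0.0986%). It held 17.8% and 20.5% of the cells of the OT-I mice, 16.6% and 2.21% in AND, 4.16% and 4.43% in OT-II, and 0.369% and 1.26% in F5 mice. In wild-type cells of the cluster the gamma-delta receptor antibody stood at 283 per 10000 antibody UMIs against 10.1 in SP-like cells, and TCRβ at 19.5, so the antibody marks such cells. If the cells of transgenic mice carry that receptor, the ratio of the antibody in the cluster over SP-like cells of the same mouse should be far above 1. It was 1.08 and 0.897 in the AND mice, 1.06 in F5 replicate 2 and 1.29 and 1.35 in the OT-I mice, which excludes a gamma-delta receptor on most of these cells. In OT-II mice it was 7.74 and 10.1, in line with a gamma-delta receptor on at least part of the cells, while TCRβ was also present at 200.01 and 163 per 10000 antibody UMIs. Over all transgenic mice together the test does not decide, because the genotypes went apart. Why cells with a transgenic receptor share this profile was not tested. The cluster was not on the trajectory and entered no comparison of the lineages, and the paper also removed gamma-delta-like cells before ordering.

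Other clusters also had few wild-type cells. Cluster 7 (top genes *Cdk19os*, *Amd1* and *Trac*; unnamed) held 3949 cells, of which 2.25% were wild-type, and cluster 11 (*Amd1*, *Cdk19os* and *Cox6a2*, with *Runx3* and *Nkg7*; CD8 SP-like) 2342 cells with 2.39%. These genes were chosen after their values were seen, as leading genes of the clusters. Both clusters were on the trajectory, and 1664 and 356 of their cells came from CD4-fated and 2196 and 1930 from CD8-fated mice. Of these, 812 and 1335 cells of cluster 7 and 552 and 1122 of cluster 11 came from F5 replicates 1 and 2, and 1566 of cluster 7 from OT-II replicate 1. They are the ones left out as transgene-specific clusters. The paper's methods remove CD8-transgenic-specific outlier cells before ordering; whether these clusters hold those cells was not tested, nor was what sets them apart from wild-type cells.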
